# A non-catalytic scaffolding activity of hexokinase 2 contributes to EMT and metastasis

**DOI:** 10.1038/s41467-022-28440-3

**Published:** 2022-02-16

**Authors:** Catherine S. Blaha, Gopalakrishnan Ramakrishnan, Sang-Min Jeon, Veronique Nogueira, Hyunsoo Rho, Soeun Kang, Prashanth Bhaskar, Alexander R. Terry, Alexandre F. Aissa, Maxim V. Frolov, Krushna C. Patra, R. Brooks Robey, Nissim Hay

**Keywords:** Metastasis, Cancer metabolism, Cancer

## Abstract

Hexokinase 2 (HK2), which catalyzes the first committed step in glucose metabolism, is induced in cancer cells. HK2’s role in tumorigenesis has been attributed to its glucose kinase activity. Here, we describe a kinase independent HK2 activity, which contributes to metastasis. HK2 binds and sequesters glycogen synthase kinase 3 (GSK3) and acts as a scaffold forming a ternary complex with the regulatory subunit of protein kinase A (PRKAR1a) and GSK3β to facilitate GSK3β phosphorylation and inhibition by PKA. Thus, HK2 functions as an A-kinase anchoring protein (AKAP). Phosphorylation by GSK3β targets proteins for degradation. Consistently, HK2 increases the level and stability of GSK3 targets, MCL1, NRF2, and particularly SNAIL. In addition to GSK3 inhibition, HK2 kinase activity mediates SNAIL glycosylation, which prohibits its phosphorylation by GSK3. Finally, in mouse models of breast cancer metastasis, HK2 deficiency decreases SNAIL protein levels and inhibits SNAIL-mediated epithelial mesenchymal transition and metastasis.

## Abstract (web summary)

Hexokinase 2 expression is markedly induced in cancer cells and contributes to cancer cell metabolism. Here, the authors show that hexokinase 2 can contribute to the metastatic spread of cancer cells independently of its glycolytic function via inhibiting the activity of GSK3β, which in turn elevates the protein levels of the EMT transcription factor SNAIL.

## Introduction

Increased glucose uptake and intracellular glucose metabolism are known to occur in cancer cells in response to hyperactivation of signaling pathways^1^. However, little is known about retrograde signaling, whereby glycolytic enzymes regulate the activity of signaling enzymes. The first committed step in glucose metabolism is catalyzed by hexokinases. The phosphorylation of glucose by hexokinases determines the flux of glucose not only in glycolysis but also in the pentose phosphate pathway (PPP) and the hexosamine biosynthetic pathway^2^. Among the hexokinase isoforms hexokinase 1 (HK1) and hexokinase 2 (HK2) are mitochondria-associated, high affinity, low-Km hexokinases that couple oxidative phosphorylation and glycolysis. HK2 is expressed at relatively high levels during embryonic development and in cells derived from embryos but it ceases to be expressed in most adult tissues. Thus, while HK1 is widely expressed in adult mammalian tissues, HK2 is expressed only in a limited number of tissues. However, when normal cells are converted to cancer cells, they start expressing very high levels of HK2 in addition to the already expressed HK1. Therefore, HK2 expression is considered a hallmark of cancer cells that determines their high glycolytic flux. Thus far, the role of HK2 in tumorigenesis was attributed to its glycolytic activity^3,4^.

The low-Km hexokinases (HK1 and HK2) are inhibited by their own catalytic product, glucose-6-phosphate (G6P), which distinguishes them from glucokinase. G6P acts as an allosteric inhibitor of HK1 and HK2^5,6^. This feedback inhibition is likely instated to coordinate the uptake of glucose and ATP consumed to phosphorylate glucose with the cellular demand for glucose as a carbon source for energy and building blocks for anabolic processes. Notably, G6P mimetics could be used to target HK2 glycolytic activity for cancer therapy^4,7^. Buildup in G6P level may occur in a temporal manner or when the flux downstream of G6P is attenuated or inhibited. The substitution of 2-deoxyglucose (2-DG) for glucose results in 2-deoxyglucose-6-phosphate (2-DG6P) accumulation because 2-DG6P cannot be further metabolized in glycolysis. Although 2-DG6P is less efficient than G6P in inhibiting HK1 and HK2, its rapid accumulation to relatively high amounts inside cells inhibits HK1 or HK2^8,9^. Thus, 2-DG can be used to study the consequences of the allosteric inhibition and conformational change of HK1 and HK2 by their own catalytic product. Using this approach, we uncovered a novel mechanism by which HK2 affects the activity of glycogen synthase kinase 3 (GSK3).

GSK3 is a Ser/Thr kinase, which plays a crucial role in many vital cellular processes, such as cell proliferation, apoptosis, metabolism, and cancer progression. There are two isoforms of GSK3 (α and β) encoded by two separate genes. The kinase activity of GSK3 is inhibited by phosphorylation of the protein at Ser21/Ser9 (corresponding residues in GSK3 α/β). The phosphorylation of GSK3 on these residues is mediated by several AGC kinases^10–14^, and by Ser/Thr phosphatases such as protein phosphatase 1 (PP1) and protein phosphatase 2 A (PP2A)^15^.

Our results showed that HK2 sequesters GSK3 inhibiting its activity and accessibility to its targets. Importantly, we demonstrated that HK2 directly binds GSK3β and the cyclic-AMP-dependent protein kinase A (PKA) regulatory subunit 1a (PRKAR1a) to facilitate GSK3β phosphorylation by PKA. In vitro, HK2 forms a complex with PRKAR1a, GSK3β, and PKA catalytic subunit that promotes the phosphorylation of GSK3β by cyclic AMP. Thus, HK2 functions as AKAP, independently of its catalytic activity. However, G6P, which is known to allosterically change HK2, disrupts the binding of HK2 to GSK3β and PRKAR1a. In vivo, the accumulation of G6P or 2DG6P, dramatically reduced the inhibitory phosphorylation of GSK3α and GSK3β on Ser21 or Ser9 respectively by dissociating GSK3 and increasing its susceptibility to PP2A.

Phosphorylation of proteins by GSK3 often targets them for degradation^16^. Consistent with the effect of HK2 on GSK3 activity, we found that HK2 affects the level and stability of MCL-1, NRF2, and SNAIL, which are known GSK3 targets^17–19^^,^^20^. The stability of SNAIL was particularly affected because in addition to the direct effect of HK2 on GSK3 activity, HK2 mediates SNAIL’s glycosylation, which decreases its susceptibility to phosphorylation by GSK3. Consistently we found that the depletion of HK2 in mouse models of breast cancer metastasis inhibited metastasis via decreased SNAIL protein level and its effect on EMT. Finally, our results showing that systemic HK2 deletion after tumor onset, which emulates drug therapy, inhibited breast cancer metastasis provided a proof of concept for targeting HK2 to inhibit breast cancer metastasis.

## Results

### The glucose analog 2-deoxyglucose (2-DG) inhibits the phosphorylation of glycogen synthase kinase 3 (GSK3) and increases its activity

The replacement of glucose with two different glucose analogs, 2-DG and 5-thioglucose (5-TG), revealed a rapid reduction in the phosphorylation of GSK3β specifically by 2-DG, and not by 5-TG, in both Rat1a cells and mouse embryo fibroblasts (MEFs) (Fig. 1a). Although neither 2-DG nor 5-TG can be metabolized in glycolysis, 2-DG can be phosphorylated to 2-DG6P by hexokinase, whereas 5-TG, although binds hexokinase, cannot be phosphorylated by hexokinase (Fig. 1b). The effect of 2-DG on both GSK3α and GSK3β phosphorylation was observed in all rodent and human cell lines that were tested (Supplementary Fig. 1).

**Fig. 1:**
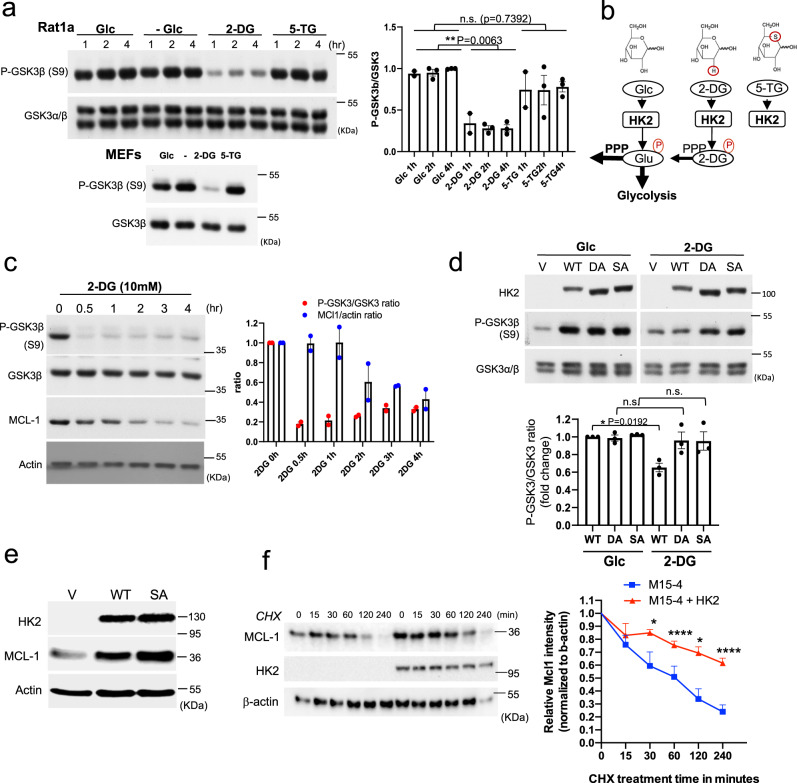
Replacement of glucose with 2-DG inhibits the phosphorylation of GSK3 and increases GSK3 activity in a HK2-dependent manner. **a** Rat1a cells or MEFs were incubated in glucose-free medium in the absence (−) or presence of 10 mM glucose (Glc), 2-DG or 5-TG. Immunoblots showing GSK3β phosphorylation, at the indicated time points after incubation. Bar graph shows densitometric quantification of pGSK3β/GSK3α/β ratio from three independent experiments in Rat1a cells (*n* **=** 3). Data are presented as the mean ± SEM. **p **=** 0.0063; n.s. *p* **=** 0.7392; one-way ANOVA was used to calculate significance. **b** Schematic depicting the structures of glucose (Glc), 2-DG, and 5-TG and their utilization by HK inside cells. Like Glc, 2-DG can be phosphorylated by HK2 but cannot be further metabolized except in the first step of the pentose phosphate pathway (PPP). 5-TG cannot be phosphorylated by HK2. **c** Rat1a cells were incubated in glucose-free medium in the presence of 10 mM 2-DG for the indicated durations. Cells were then harvested for immunoblotting to determine GSK3β phosphorylation and MCL1 levels. Bar graph shows quantification from two independent experiments. **d** MI5-4 CHO cells expressing either wild-type (WT) HK2, individual kinase-dead HK2 mutants (DA, SA) or empty vector (V) were incubated in glucose-free medium in the presence of 10 mM glucose (G) or 2-DG (D). After 2 h, cells were harvested and analyzed for immunoblotting. Bar graph shows relative densitometric quantification of pGSK3β/GSK3α/β ratio (WT, DA, SA). Results are the mean ± SEM of three independent experiments. *p **=** 0.0192; one-way ANOVA was used to calculate significance. **e** Representative immunoblot of three independent experiments showing the level of the MCL-1 protein after expression of WT or kinase-dead SA mutant HK2 in MI5-4 CHO cells. **f** Protein stability of MCL-1 in MI5-4 CHO cells and MI5-4 CHO cells expressing WT HK2 as measured after exposure to cycloheximide (CHX). Plot showing MCL1 protein half-life after quantification relative to β-actin. Data are presented as the mean ± SEM. *p **<** 0.05 (*p* **=** 0.0272 for 30 min and *p* **=** 0.0151 for 120 min), ****p **<** 0.0001 versus 0 h; two-way RM ANOVA test was performed to calculate the significance (*n* **=** 3 independent experiments). Uncropped blots are provided as a Supplementary Fig. 16. Source data are provided as a Source Data file.

GSK3 is a versatile kinase that participates in many fundamental cellular processes, such as cell proliferation, cell growth, and cell survival^11,21^. In many cases the phosphorylation of proteins by GSK3 targets them for degradation. For instance, GSK3 was shown to regulate the stability of the anti-apoptotic protein Mcl-1 through direct phosphorylation^17^. Indeed, we found that replacement of glucose with 2-DG markedly and rapidly reduced the level of Mcl-1 (Fig. 1c).

### HK2 maintains a high level of GSK3 phosphorylation independent of its activity, but its activity is required for the suppression of GSK3 phosphorylation by 2-DG

Unlike 5-TG, 2-DG can be phosphorylated by hexokinase, so we examined whether hexokinase activity is required for the inhibitory effect of 2-DG on GSK3β phosphorylation. We took advantage of MI5-4 CHO cells^22^, which lack detectable hexokinase expression and have limited hexokinase activity, and ectopically expressed either wild-type HK2 (WT HK2) or HK2 mutants in these cells. HK2-DA is a mutant in which alanine is substituted for two aspartic acid residues in the amino- and carboxy-terminal domains of HK2 required for the binding of glucose (D209A/D657A). HK2-SA is a mutant in which alanine is substituted for two serine residues in the amino- and carboxy-terminal domains required for catalytic activity (S155A/S603A)^23^. HK2-dMT is a mutant that carries a deletion of the first 20 amino acids, which are required for binding to VDAC and mitochondria. When expressed in MI5-4 CHO cells, both WT HK2 and dMT mutant of HK2 had catalytic activity, whereas the DA and SA mutants had very little or no catalytic activity (Supplementary Fig. 2a). As shown in Fig. 1d and Supplementary Fig. 2b, 2-DG had no effect on GSK3β phosphorylation in MI5-4 CHO cells expressing vector alone. However, expression of WT HK2 in these cells elevated GSK3β phosphorylation in the presence of glucose, but GSK3β phosphorylation was decreased in the presence of 2-DG. Surprisingly, both WT HK2 and kinase inactive HK2 mutants increased GSK3β phosphorylation in the presence of glucose (Fig. 1d). However, the replacement of glucose with 2-DG reduced GSK3β phosphorylation in cells expressing kinase-active WT HK2 or the mitochondrial binding-deficient mutant (dMT-HK2) and, to a much lesser extent, in cells expressing kinase-inactive mutants (Fig. 1d, and Supplementary Fig. 2b). Interestingly, overexpression of WT HK2, kinase-inactive HK2 mutants, or a mitochondrial binding-deficient mutant of HK2 even in cells that express endogenous hexokinases, such as Rat1a and HEK-293 cells, also increased GSK3β phosphorylation (Supplementary Fig. 3a, b). However, in all cell lines tested, 2-DG markedly reduced GSK3β phosphorylation only in cells expressing kinase-active HK2 (Fig. 1d and Supplementary Fig. 3a, b). Taken together, these results indicate that high-level expression of HK2 can elevate the phosphorylation of GSK3β in a kinase-independent manner, while 2-DG markedly inhibits GSK3β phosphorylation only in the presence of a catalytically active hexokinase. The ability of HK2 to affect GSK3β phosphorylation appears to be independent of its binding to mitochondria. Therefore, these data strongly suggest that the effect of 2-DG on GSK3 phosphorylation is dependent upon 2-DG6P. Moreover, this can explain why 5-TG had no effect on the phosphorylation of GSK3, as unlike 2-DG, 5-TG cannot be phosphorylated. (See Fig. 1a, b). Consistent with the effect of HK2 on GSK3 phosphorylation and activity, we found that the expression of either WT or mutant HK2 in MI5-4 CHO cells markedly increased the steady state levels and stability of Mcl-1 (Fig. 1e, f).

### The effects of HK2 and 2-DG on GSK3β phosphorylation are mediated by PKA and PP2A

The phosphorylation of GSK3β on Ser9, leads to its inhibition and is mediated by several AGC kinases, in particular AKT, PKA, and p70S6K (S6K1)^10–14^, as well as Ser/Thr protein phosphatases such as PP1 and PP2A^15^. To understand the mechanism by which GSK3 phosphorylation is affected, we first determined, which of the known kinases that phosphorylate GSK3β on Ser9 might be involved. Akt is considered a predominant kinase that phosphorylates GSK3. However, we excluded Akt involvement because 2-DG inhibited GSK3β phosphorylation independently of Akt activity (Supplementary Fig. 4a–c). First, 2-DG reduced GSK3β phosphorylation despite a corresponding increase in Akt activation. Second, although the complete depletion of Akt activity in Akt1/2 DKO MEFs by LY294002 (PI3-kinase inhibitor) treatment reduced GSK3β phosphorylation in the presence of glucose, it was further reduced when glucose was replaced with 2-DG. Finally, the overexpression of a constitutively activated form of Akt (mAkt) was associated with GSK3β phosphorylation but was largely amenable to 2-DG inhibition. Taken together, these findings suggest that the effects of 2-DG on GSK3β phosphorylation and activation are not dependent on Akt.

In an unbiased yeast two-hybrid screen, where a full length HK2 was used as a bait, we found that a protein fragment containing the first 129 amino acids, which encompasses the dimerization/docking domain of PRKAR1a^24^, the regulatory subunit of PKA, interacts with HK2 (Supplementary Fig. 5). Therefore, we next explored the possibility that the effect of 2-DG6P on GSK3β phosphorylation is mediated by PKA. PRKAR1a (RIa) binds the catalytic subunit of PKA and restrains its activity, but upon binding of cyclic-AMP, the catalytic subunit is dissociated from PRKAR1a, enabling the phosphorylation of PKA target proteins^25^. We, therefore, focused on the possibility that the effect of HK2 on GSK3 phosphorylation is mediated by PKA. We examined the effect of the adenylate cyclase inhibitor, 2′5′-dideoxyadenosine on the ability of HK2 to increase the phosphorylation of GSK3. As shown in Fig. 2a, the increase in GSK3 phosphorylation following overexpression of HK2 in MI5-4 CHO cells was blunted in the presence of the adenylate cyclase inhibitor 2′5′-dideoxyadenosine. We then used the PKA inhibitor H-89 and found that it reduced GSK3 phosphorylation mediated by HK2 (Fig. 2b). Notably H-89, at the concentration that was used (10 µM), did not inhibit the activity of Akt, S6K1, and RSK as measured by p-Akt, p-S6K1, and p-RSK, which can phosphorylate GSK3, while inhibiting PKA as measured by p-CREB and p-VASP1^26,27^ (Supplementary Fig. 6). Furthermore, while inhibiting PKA, H-89 activated S6K1, consistent with recent report^28^, further supporting the notion that the induced GSK3 phosphorylation is mediated by PKA and not by Akt or S6K1. To further understand the mechanism by which HK2 affects GSK3 phosphorylation through PRKAR1a, we used immunoprecipitation experiments with HK2 and PRKAR1a to confirm the yeast two-hybrid results. Indeed, we found that HK2 bound PRKAR1a in the presence of glucose, but this binding was inhibited when glucose was replaced with 2-DG (Fig. 2c). As shown in Fig. 2d and Supplementary Fig. 7a, ectopically expressed HK2 also pulled down ectopically expressed GSK3β in the presence of glucose but not in the presence of 2-DG. Both the WT or active GSK3β mutant bound HK2 in the presence of glucose, but to a much lesser extent in the presence of 2-DG (Supplementary Fig. 7a). In a reciprocal experiment, GSK3β pulled down HK2 (Supplementary Fig. 7b). Notably, GSK3β was phosphorylated when was bound to HK2 (Supplementary Fig. 7a). Finally, when exogenous HK2 was immunoprecipitated, it pulled down endogenous PRKAR1a, but only in the presence of glucose and not in the presence of 2-DG (Fig. 2e). Importantly, when MI5-4 CHO cells were treated with 2-DG, GSK3β was dissociated from only the catalytically active HK2 but not from the kinase-dead HK2 mutants (Supplementary Fig. 7c). This is consistent with the results showing that 2-DG markedly decreased GSK3β phosphorylation only when kinase-active HK2 was expressed but not when the kinase-dead HK2 mutant was expressed (Fig. 1d and Supplementary Fig. 3). To verify that endogenous HK2 binds endogenous GSK3β, we immunoprecipitated endogenous HK2 from HEK293 cells and found that it interacted with endogenous GSK3β, but this interaction did not occur when glucose was replaced with 2-DG (Fig. 2f, see also Supplementary Fig. 15c). Taken together, these results raise the possibility that the binding of PRKAR1a and GSK3β to hexokinase increases the susceptibility of GSK3β to PKA-mediated phosphorylation in a cyclic AMP- and PKA-dependent manner. However, conformational changes in HK2 in response to 2-DG6P or glucose-6-phosphate (G6P) binding inhibits the interaction between HK2, PRKAR1a, and GSK3β and thereby decreases GSK3β phosphorylation.

**Fig. 2:**
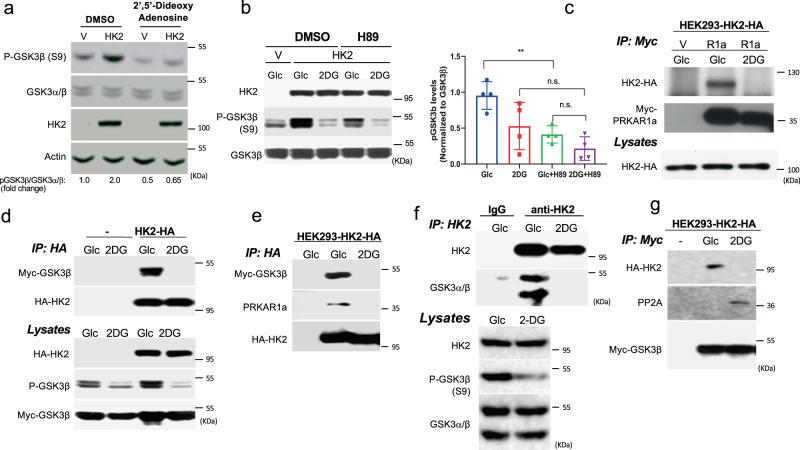
HK2 affects GSK3β phosphorylation in a PKA-dependent manner and interacts with PRKAR1a and GSK3β in a 2-DG-dependent manner. **a** Immunoblot showing GSK3β phosphorylation following HK2 expression in MI5-4 cells in the presence of the adenylate cyclase inhibitor 2’5’-dideoxyadenosine 200 µM for 6 h. Similar results obtained in two independent experiments. **b** GSK3β phosphorylation following HK2 expression in MI5-4 cells in the presence of the PKA inhibitor H89. Cells were pretreated with either DMSO or H89 (10 µM) for 2 h and then exposed to 10 mM glucose (Glc) or 2 DG for another 2 h in the presence of either DMSO or H89 (left panel: representative immunoblot; right panel: quantification of pGSK3β/GSK3β). Results are the mean ± SEM of three independent experiments. **p = 0.008, n.s. = 0.1215; one-way ANOVA was used to calculate significance. **c** After transfection of control myc-tagged vector (V) or myc-tagged PRKAR1a (R1a) or control myc-vector plasmid into HEK293 cells stably expressing HA-tagged HK2 (HEK293-HK2-HA), cells were incubated in glucose-free medium in the presence of 10 mM glucose (Glc) or 2-DG. After 2 h, cells were lysed for immunoprecipitation with anti-myc antibody, followed by immunoblotting using anti-HA and anti-myc-HRP antibody. Total lysates immunoblotted using anti-HA antibody. Similar results obtained in two independent experiments. **d** Control or HEK293-HK2-HA cells were transfected with myc-GSK3β expression vector. Cells were treated, and lysed for immunoprecipitation as in **c**. Total lysates immunoblotted using anti-p-GSK3β, anti-myc-HRP, and anti-HA antibodies. Similar results obtained in two independent experiments. **e** After transfection of myc-GSK3β into HEK293-HK2-HA cells, cells were incubated in glucose-free medium in the presence of 10 mM glucose (Glc) or 2-DG. After 2 h, cells were lysed for immunoprecipitation with anti-HA antibody, followed by immunoblotting using anti-myc-HRP antibody and anti-PRKAR1a antibody. First lane shows control untransfected cells. Similar results obtained in two independent experiments. **f** HEK293 cells were incubated in glucose-free medium in the presence of 10 mM glucose (Glc) or 2-DG. After 2 h, cells were lysed for immunoprecipitation. Endogenous HK2 was immunoprecipitated with anti-HK2 and subjected to immunoblotting with anti-HK2 and anti-GSK3α/β. Similar results obtained in two experiments. **g** The experiment was performed as described in **d**, except that after immunoprecipitation with anti-myc, immunoblotting was performed with anti-PP2A. Similar results in two experiments. Uncropped blots are provided as a supplementary Fig. 16. Source data are provided as a Source Data file.

Since both the protein phosphatase 1 (PP1) and protein phosphatase 2A (PP2A) phosphatases also regulate GSK3 phosphorylation^15^, we examined their potential involvement in the effect of hexokinase on GSK3β phosphorylation. Treatment of cells with the PP2A inhibitor okadaic acid (OA) or the PP1 inhibitor tautomycetin (TC) revealed that treatment with 100 nM of OA markedly increased GSK3β phosphorylation in the presence of glucose but also blunted the decrease in GSK3 phosphorylation after glucose was replaced with 2-DG (Supplementary Fig. 8a). TC failed to mimic these effects at concentration as high as 500 nM (Supplementary Fig. 8a), but the specific PP2A inhibitor LB100 inhibited the effect of 2-DG on GSK3β phosphorylation (Supplementary Fig. 8b), suggesting PP2A involvement in the dephosphorylating effect of 2-DG on GSK3β. Endogenous PP2A interaction with GSK3β dissociated from HK2 in the presence of 2-DG (Fig. 2g) is compatible with this interpretation. These results indicate that HK2 facilitates GSK3 inhibition not only via PKA-mediated phosphorylation, but also via physical GSK3 sequestration and the associated prevention of its dephosphorylation and activation by PP2A.

### HK2 forms complexes with GSK3β and PRKAR1a (RIa) in vitro in a G6P-dependent manner, indicating direct binding

As was shown for bone-fide AKAPs, the ultimate definition of AKAP is determined by its ability to bind directly to the PKA regulatory subunits together with the target protein. To further determine if HK2 can be categorized as AKAP, we conducted in vitro binding assays as previously described^29^. We employed His-tagged or GST-tagged protein coated plates. The plates were subjected to the interacting proteins and interaction was determined by fluorescent anti-tagged antibodies against the interacting protein (Fig. 3, left panels). As shown in Fig. 3a anchored RIa binds the increasing amounts of HK2, but this interaction was disrupted after addition of G6P. Likewise, anchored GSK3β binds HK2, and this binding is disrupted by the addition of G6P (Fig. 3b). Finally, anchored RIa binds GSK3β only when HK2 is present to form a ternary complex (Fig. 3c). This complex is also sensitive to the addition of G6P but to a less extent than the individual complexes suggesting that the ternary complex is more resistant to the allosteric inhibition of HK2. To determine if the ternary complex can bind the catalytic PKA subunit (PKAc), we added PKAc to the tethered complex and showed that it binds in an HK2 and RIa-dependent manner (Fig. 4a). Furthermore, addition of cAMP markedly induced the phosphorylation of GSK3β in the complex, which was diminished by G6P (Fig. 4b). Therefore, collectively, these results provide strong evidence that the binding of HK2 to GSK3β and RIa is direct and that HK2 is a bone-fide AKAP.

**Fig. 3:**
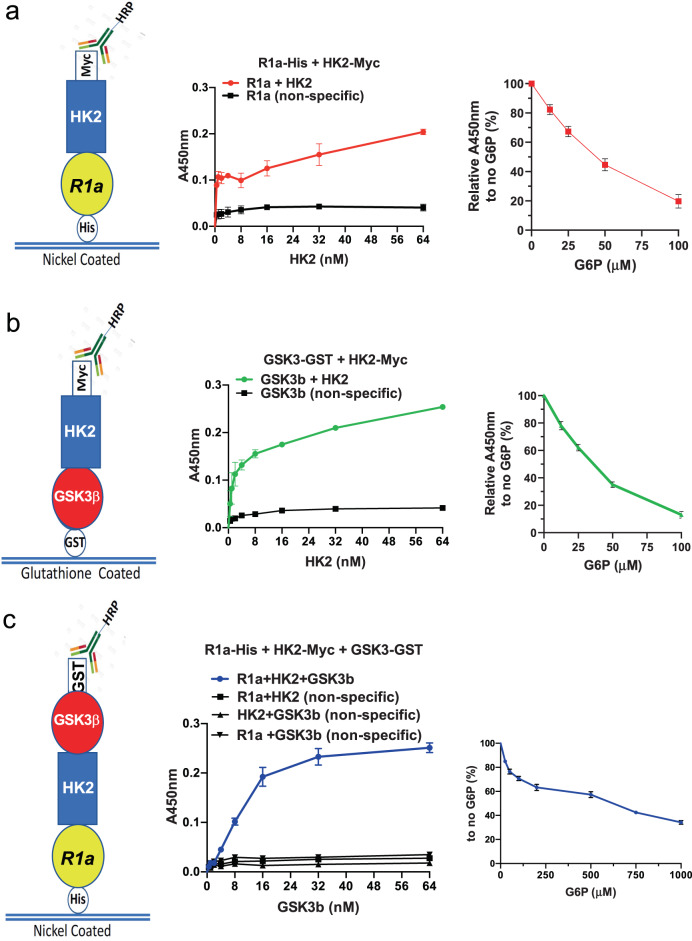
HK2 directly binds GSK3β and R1a in vitro to form complexes that are disrupted by G6P. **a** Nickel-coated 96-well plates were incubated overnight at 4 °C with His-PRKAR1a (50 nM) and then incubated with Myc-HK2 (0.25–64 nM) in blocking buffer or with blocking buffer without HK2. HK2 binding was detected and quantified with anti-Myc-HRP-conjugated antibody, and an HRP-catalyzed reaction with a chromogenic substrate solution. Left panel shows generated binding curves. Curves were fitted based on a one-site-binding model in GraphPad Prism followed by a comparison of fits with *p* < 0.0001. Right panel: binding curve after increasing concentrations of G6P. Binding was conducted as above except that Myc-HK2 (32 nM) was incubated for 2 h. Thirty minutes before the end of Myc-HK2 incubation, increasing concentrations of G6P were added to the wells and detection was carried out as above. Results are the mean ± SEM of three independent experiments. *p* < 0.0001 one-way ANOVA. **b** Glutathione-coated 96-well plates were incubated overnight at 4 °C with GST-GSK3β (50 nM) and then incubated with or without Myc-HK2 (0.25–64 nM). Binding was quantified in **a**. Left panel: binding curves were generated as in **a** (comparison of fits with *p* < 0.0001). Right panel: binding curve after increasing concentrations of G6P as described in **a**. Results are the mean ± SEM of three independent experiments. *p* < 0.0001 one-way ANOVA. **c** Nickel-coated 96-well plates were incubated overnight at 4 °C with His-PRKAR1a (50 nM) or with blocking buffer in the absence of PRKAR1a, and then incubated with Myc-HK2 (32 nM) in blocking buffer or with blocking buffer without HK2 for 2 h. GST-GSK3β or blocking buffer without GSK3β was then added for 2 h. GSK3β binding was detected with anti-GST-HRP-conjugated antibody, and an HRP-catalyzed reaction with a chromogenic substrate solution. Left panel: binding curves were generated as in **a** (comparison of fits with *p* < 0.0001). Right panel: binding curve after increasing concentrations of G6P as described in **a**. Nickel-coated plates were successively incubated with His-PRKAR1a (50 nM) overnight, HK2-Myc (32 nM) for 2 h and then GST-GSK3β (32 nM) for 2 h. Right panel: results are the mean  ±  SEM of four independent experiments. panel one-way anova p < 0.0001.

**Fig. 4:**
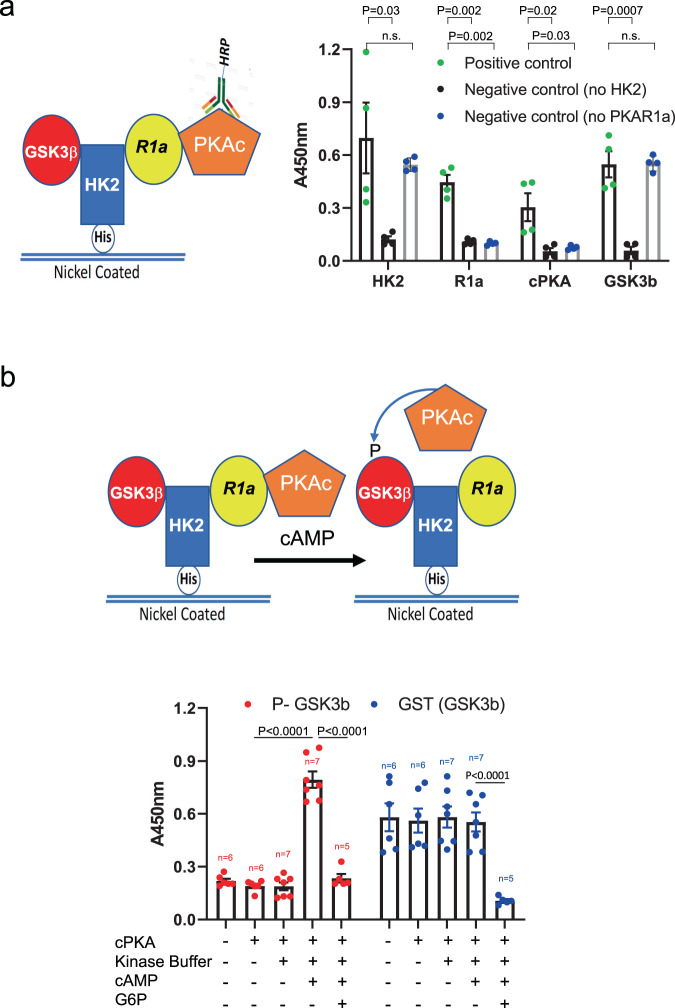
HK2-GSK3β-R1a tertiary complex binds PKA catalytic subunit and promotes GSK3β phosphorylation. **a** Nickel-coated plates were incubated overnight at 4 °C with His-HK2 (50 nM) and then successively incubated with Myc-PRKAR1α (32 nM), PKAc (20 nM), and GST-GSK3β (32 nM). For the negative control experiments, His-HK2 or Myc-PRKAR1α were omitted. Once all proteins are bound, antibodies against HK2, PRKAR1α, PKAc, or GSK3β are added for overnight incubation and detection is carried out after incubation with HRP-conjugated anti-rabbit or mouse IgG as described in Methods. Results are the mean ± SEM of four independent experiments. **b** Nickel-coated plates were incubated overnight at 4 °C with His-HK2 (50 nM) and then successively incubated with Myc-PRKAR1α (32 nM), PKAc (20 nM) and GST-GSK3β (32 nM). Kinase buffer in the presence or absence of cAMP is added to appropriate wells and P-GSK3β antibody is added overnight, and then detected by incubation with HRP-conjugated anti-rabbit IgG. Bound total GSK3β is detected with anti-GST-HRP-conjugated antibody. Both detections were revealed by HRP-catalyzed reaction with a chromogenic substrate solution. For G6P inhibition, G6P was added 30 min before the end of the incubation with GST-GSK3β. Results are the mean ± SEM of five independent experiments as depicted by *n* for each column. One-way ANOVA was used to calculate significance. Source data are provided as Source Data file.

The majority of AKAPs have dual specificity for the regulatory subunits of PKA, RIa and R2a, whereas a subset of AKAPs bind RIa only^30^. Our results showed that HK2 binds exclusively R1a for the following reasons: first, we subjected the complex of HK2-R1a to the AKAP disruptor, FMP-API-1, which disrupt either R1a or R2a from the dual specificity AKAPs^31^. We found that FMP-API-1 could not disrupt HK2-RIa interaction in vitro (Supplementary Fig. 9a). Second, RIAD, the specific R1a disruptor^32^, disrupt the complex (Supplementary Fig. 9b). Finally, we showed that R2a binds poorly HK2 in comparison with R1a (Supplementary Fig. 9c).

### Glucose flux could determine the effect of HK2 on GSK3 phosphorylation

The results described above showed that in the presence of glucose HK2 elevates GSK3 phosphorylation through its interaction with GSK3 and PKA (which phosphorylates GSK3). This effect on GSK3 phosphorylation is independent of either hexokinase activity or binding to the mitochondria. However, the replacement of glucose with 2-DG inhibited GSK3 phosphorylation through a mechanism that was dependent on hexokinase activity and the phosphorylation of 2-DG to 2-DG6P. Unlike G6P, 2-DG6P is not utilized in glycolysis and therefore accumulates and binds HK2 to elicit conformational changes that promote the dissociation of GSK3 and RIa. If this hypothesis is correct, it is expected that a reduction in glucose metabolism flux in a way that causes G6P accumulation should reduce GSK3 phosphorylation. Therefore, we inhibited the flux of glucose metabolism by exposing the cells to 6-aminonicotinamide (6-AN). 6-AN inhibits 6-phosphogluconate dehydrogenase (6-PGDH), which results in the accumulation of 6-phosphogluconate (6-PG). 6-PG is a competitive inhibitor of phosphoglucose isomerase (PGI), and its inhibition is known to induce G6P accumulation^33–35^ (Fig. 5a). Indeed, we found a marked reduction in GSK3β phosphorylation following treatment with 6-AN (Fig. 5b, d and Supplementary Fig. 15b). Interestingly, dehydroepiandrosterone (DHEA), which inhibits glucose-6-phosphate dehydrogenase (G6PDH) and the first step of the PPP (Fig. 5a), did not inhibit GSK3β phosphorylation (Fig. 5b), suggesting that G6P does not sufficiently accumulate if only the first step of the PPP is inhibited. Consistently, we found accumulation of G6P in the cells only after 6-AN treatment and not after DHEA treatment (Fig. 5c). To further corroborate these pharmacological results, we used A549 cells expressing doxycycline (DOX)-induced shRNA targeting G6PDH, PGI or 6PGDH. First, we found that both the pentose phosphate pathway (PPP) and glycolysis were inhibited by either 6-AN or 6PGDH knockdown (supplementary Fig. 10a), consistent with inhibition of PGI and the accumulation of G6P. Second, and as expected PGI knockdown decreased secreted lactate, but the secreted lactate was also decreased by 6PGDH knockdown and not by G6PD knockdown further supporting the notion that 6PGDH deficiency via 6-PG accumulation inhibits PGI (Supplementary Fig. 10b). Consistent with the pharmacological results, only the knockdown of 6PGDH inhibited the phosphorylation of GSK3β, like 6AN treatment (Fig. 5d). Furthermore, the same as with 6-AN, 6PGDH deficiency and not PGI deficiency induced the accumulation of both 6PG (Fig. 5e) and G6P (Fig. 5f).

**Fig. 5:**
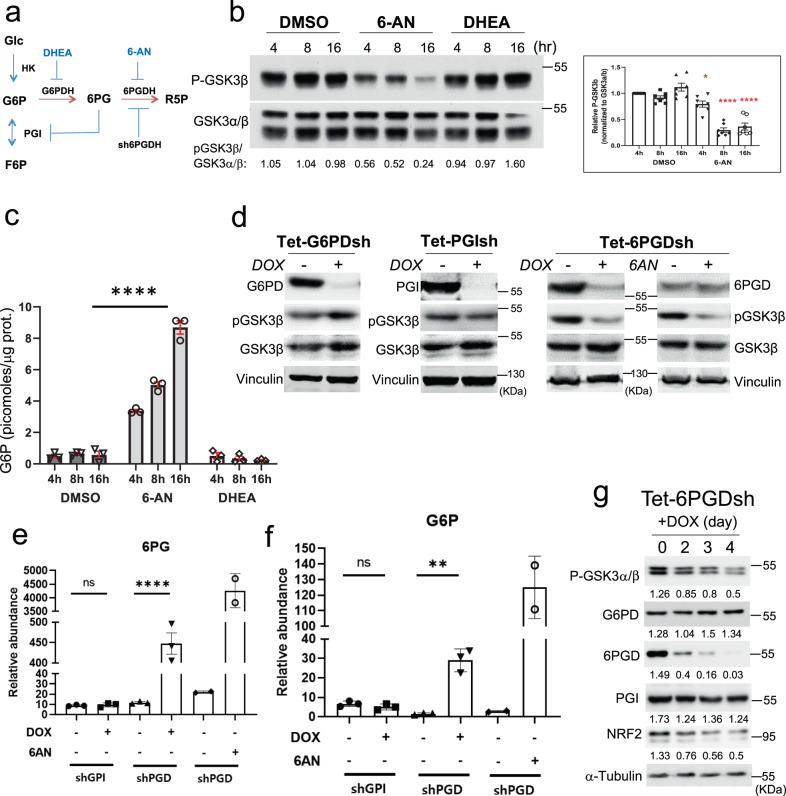
Evidence that intracellular G6P accumulation inhibits GSK3 phosphorylation. **a** Schematic showing the effect of DHEA, 6-AN, and the knockdown of 6PGDH on the PPP and glycolysis. **b** Left panel: Hela cells were treated with either DMSO, 6-AN, or DHEA. At the indicated time points, cells were harvested for immunoblotting using anti-p-GSK3β and anti-GSK3α/β. (representative immunoblot is shown). Right panel: quantifications of the effect of 6AN on GSK3β phosphorylation. Results are the mean ± SEM of seven independent immunoblots and data analyzed with Dunnett’s multiple comparisons test. *p = 0.0386, ****p < 0.0001. **c** Intracellular levels of G6P in control (DMSO treated), 200 μM 6-AN treated, and 200 μM DHEA treated cells at different time points after treatment. Results are the mean ± SEM of three independent experiments in triplicate. Results are the mean ± SEM of three independent experiments in triplicate. ****p < 0.0001 versus DMSO; two-sided unpaired *t*-test. **d** A549 cells stably expressing each shRNA in the tet-on system were treated with doxycycline (DOX, 0.2 µg/ml) for 6 days, cells were harvested and analyzed by immunoblotting. A549 cells expressing inducible 6PGD shRNA (Tet-6PGDsh) were also treated with 6-AN for 16 h in the absence of DOX. Immunoblots are representative of three experiments. **e** Cells were treated and isotopically labeled as in d, and 6PG level was measured after GPI and 6PGD knockdown or after treatment with 6-AN. Relative abundance of intracellular 2x^13^C 6PG (*M* + 2) after 25 mM [1, 2-^13^C_2_]-glucose labeling for 4 h is shown. Results are the mean ± SEM of three independent experiments (two independent experiments for the 6-AN treatment). *p*-values were calculated using two-tailed unpaired *t*-test; ns *p* = 0.6725; ****p < 0.0001. **f** Experiment was done as in **e**, except that the relative of intracellular 2x^13^C G6P (*M* + 2) was measured. Results are the mean ± SEM of three independent experiments (two independent experiments for the 6-AN treatment). *p*-values were calculated using two-tailed unpaired *t*-test ns *p* = 0.2442; **p < 0.01 (*p* = 0.0013). **g** A549 cells expressing inducible 6PGD shRNA (Tet-6PGDsh) were exposed to DOX and pGSK3 and NRF2 levels were followed for 4 days after DOX addition (numbers indicate level relative to tubulin). Immunoblot is a representative of three independent experiments. Uncropped blots are provided as a Supplementary Fig. 16. Source data are provided as a Source Data file.

Since NRF2 expression is elevated in A549 cells because of a lack of functional KEAP1, NRF2 protein stability is controlled in these cells by GSK3 phosphorylation in a Keap1-independent manner^36^. Consistently, we found that the knockdown of HK2 in A549 cells decreased the phosphorylation of GSK3α and GSK3β with concomitant decrease in MCL1 and NRF2 protein levels (Supplementary Fig. 11). Thus, it is expected that NRF2 protein levels would be decreased upon depletion of 6-PGDH. Indeed, we found that following the knockdown of 6-PGDH, NRF2 protein levels declined (Fig. 5g).

Collectively, these results show that HK2 acts as a scaffold that brings together PKA and its substrate, GSK3, to facilitate the phosphorylation of GSK3. As depicted in Supplementary Fig. 12, upon accumulation of G6P or 2-DG6P, which induces an allosteric conformational change in HK2, GSK3 is released and subjected to dephosphorylation by PP2A. We concluded that HK2 inhibits GSK3 activity by sequestration and by facilitating its phosphorylation by PKA as was shown for other two AKAPs. Both AKAP200 and GSK3β interacting protein (GSKIP) were shown to interact with both GSK3β and PKA to facilitate the phosphorylation of GSK3β by PKA^29,37,38^ (see Discussion).

### Systemic HK2 deletion in a highly metastatic mouse model of breast cancer decreased metastasis to the lung

In the MMTV-PyMT mouse model of breast cancer metastasis, in which the deletion of SNAIL impairs metastasis^39^, we found that HK2 is induced with concomitant induction of SNAIL (Fig. 6a). Since SNAIL is an established target of GSK3 and since HK2 was implicated in breast cancer metastasis^40^, we examined whether HK2 deletion could inhibit breast cancer metastasis, and whether it is dependent on SNAIL. We first wanted to determine if systemic deletion of HK2 after primary breast tumor onset that emulates drug therapy could inhibit breast cancer metastasis. Therefore, we crossed the *MMTV-PyMT* mice with *HK2*^*f/f*^*; UBC-CRE*^*ERT2*^ mice to enable systemic deletion of HK2 (Fig. 6b). Once a primary breast tumor was detected by palpation in experimental *MMTV-PyMT; HK2*^*f/f*^*; UBC-Cre*^*ERT2*^ mice and control *MMTV-PyMT;HK2*^*f/f*^ mice, the mice were injected with tamoxifen for 7 consecutive days to systemically delete HK2 in the experimental *MMTV-PyMT;HK2*^*f/f*^*;UBC-Cre*^*ERT2*^ mice (Fig. 6b). Systemic HK2 deletion increased the time required to reach endpoint (when a tumor reached ~2 cm in diameter) (Fig. 6c). At the tumor endpoint, the mice were euthanized, and the lungs were analyzed for metastases. As shown in Fig. 6d, lung metastatic lesions were markedly decreased by the systemic deletion of HK2. To determine whether the effect of HK2 on metastasis is cell autonomous, mammary epithelial cells were isolated from the breast tumors of donor *MMTV-PyMT;HK2*^f/f^ mice and established in tissue culture. The cells were infected with GFP-Cre adenovirus to delete HK2, or GFP adenovirus as a control. The cells were transplanted into the mammary fat pad of recipient NOG mice and followed until endpoint. HK2 deletion significantly decreased metastatic lung lesions (Fig. 6e). To further determine the cell autonomous effect of HK2 on metastasis, we generated *MMTV-PyMT;Hk2*^*f/f*^*;LSL.Luc;MMTV.rtTATet(O)Cre* mice in which HK2 could be specifically deleted in the mammary gland immediately after tumor onset by exposing the mice to doxcycyline diet (Fig. 6f), and found a marked reduction in the metastatic lesions in the lungs. Thus, the effect of HK2 on metastasis is, at least in part, cell autonomous.

**Fig. 6:**
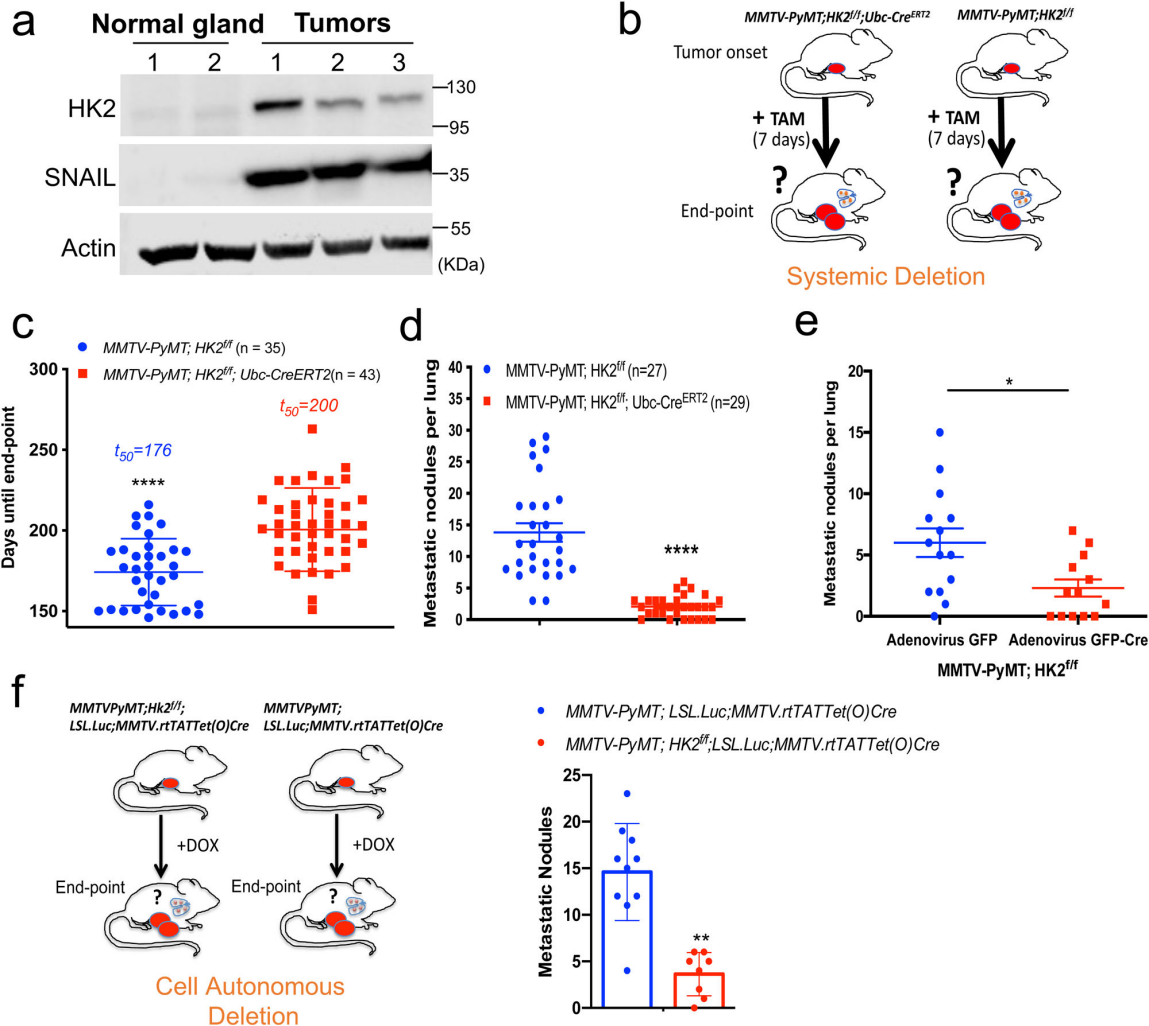
Systemic and cell autonomous deletion of HK2 inhibits metastasis to the lung in *MMTV-PyMT* mice. **a** Immunoblot image of HK2 and SNAIL protein levels in tissue samples collected from normal mammary glands from two different female mice and primary mammary gland tumors from three different female mice. **b** Schematic illustration depicting the experimental approach for systemic deletion of HK2 in *MMTV-PyMT* mouse model. Once a primary tumor was palpable, tamoxifen (TAM) was injected for 7 consecutive days in *MMTV-PyMT; HK2*^*f/f*^*; UBC-Cre*^*ERT2*^ and *MMTV-PyMT; HK2*^*f/f*^ mice. At endpoint, mice were euthanized and lung metastasis was quantified. **c** Tumor endpoint analysis in MMTV*-PyMT; HK2*^*f/f*^*; UBC-Cre*^*ERT2*^ and *MMTV-PyMT; HK2*^*f/f*^ mice with TAM injection at tumor onset. Results are the mean ± SEM; ****p < 0.0001 or (or *p* = 5.48E-06) using unpaired two-tailed *t*-test. **d** Incidence of metastatic lesions in the lungs. When tumors reached endpoint, the mice were euthanized, and metastatic lesions in the lungs were quantified. Results are the mean ± SEM; ****p < 0.0001 (or *p* = 7.2186E-11) using unpaired two-tailed *t*-test. **e** Cell-autonomous deletion of HK2 impairs lung metastasis. Isolated *MMTV-PyMT;HK2*^*f/f*^ mammary tumor cells were treated with GFP-Cre adenovirus to delete HK2 or GFP adenovirus as a control. After 72 h, the cells were transplanted into the mammary fat pads of recipient immunodeficient NOG mice. At the endpoint, mice were euthanized, and lung metastatic lesions were quantified. The results are the mean ± SEM; *p = 0.013 using unpaired two-tailed *t*-test with (*n* = 13 biologically independent animals with *MMTV-PyMT;HK2*^*f/f*^ GFP-Cre adenovirus cells and *n* = 14 biologically independent animals with *MMTV-PyMT;HK2*^*f/f*^ GFP adenovirus). **f** Upper panel: schematic showing experimental design. *MMTV-PyMT;HK2*^*f/f*^*;LSL.Luc;MMTV.rtTATet(O)Cre* and control *MMTV-PyMT;LSL.Luc;MMTV.rtTATet(O)Cre* mice were subjected to DOX diet after tumor onset and metastasis was quantified at endpoint. Bottom panel: quantification of metastasis to the lung. The results are the mean ± SEM; **p = 0.0038 using one-way. ANOVA. (*n* = 10 for *MMTV-PyMT;LSL.Luc;MMTV.rtTA;Tet(O)Cre* mice and *n* = 8 for *MMTV-PyMT;HK2*^*f/f*^*;LSL.Luc;MMTV.rtTA;Tet(O)Cre* mice). Uncropped blots are provided as a Supplementary Fig. 16. Source data are provided as a Source Data file.

### HK2 deletion decreased the expression of epithelial mesenchymal transition (EMT) genes and SNAIL protein abundance

We analyzed the primary tumors with single-cell RNA sequencing (scRNA-seq). We adopted Drop-seq technology for scRNA-seq as previously described^41–43^. We sequenced 28,417 cells from 15 biological replicates of primary tumors derived from *MMTV-PyMT;HK2*^*f/f*^*;UBC-Cre*^*ERT2*^ mice with and without systemic HK2 deletion (seven replicates and eight replicates, respectively). 

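Drop-seq encloses single cells in droplets with barcoded beads, and a unique molecular identifier (UMI) lets each captured mRNA molecule be counted once. Matrices of 7 control tumors, each from a different MMTV-PyMT;HK2f/f mouse, were analyzed. Tumors with systemic HK2 deletion were not analysed here. The legend of Fig. 7a gives n = 7 for the control tumors, whereas the text of the results gives 8 replicates without deletion. According to the labels, the tumors were taken 3 months after they became palpable, whereas the paper describes 7 days of tamoxifen and an endpoint at a tumor diameter of about 2 cm. The control replicates carry the numbers 1, 2, 3, 4, 5, 7 and 8. Their titles form a CB series (replicates 1 to 4) and a WT series (replicates 5, 7 and 8), and the paper's text does not name what separates these series.

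The authors aligned the reads to mm10 with the PyMT sequence added, and deposited for each tumor a matrix of whole UMI counts per gene and barcode, without normalization. The matrices list genes by symbol, and the gene identifiers and coordinates given here are those of the GENCODE annotation of mm10 (GRCm38). Between 4000 and 7000 barcodes were deposited per tumor, each time a multiple of 1000, for a total of 37000. Of these, 15047 had 200 to 6000 genes once mitochondrial genes were left out, and these were kept as cells. A tumor gave 1133 to 4780 cells, with a median of 1988. The cells of a tumor held 962677 to 4471473 UMIs in all, with a median of 2033997, and the median cell of a tumor held 527 to 694 UMIs. At this depth, many genes that a cell transcribes have no UMI in that cell.

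The cells of the 7 tumors were pooled and clustered with the settings of the paper's methods in a later version of Seurat. Vim, Mmp2, Sparc, Tagln, Cdh1, Cldn1, Dsp, PYMT, Hk2 and Snai1 were left out of the variable genes, so that no cluster was defined by a gene whose level was then compared. This removed 4 of the 587 variable genes (Mmp2, Sparc, Tagln and PYMT). Clusters were named with the suffix "-like" from fixed lists of marker genes, and the rule that scores these lists was set after the clusters had been seen. Because cells of 1 tumor are not replicates, UMIs were summed per mouse and group of clusters. A mouse entered a comparison with at least 10 cells in each group. Levels are given in CPM, the UMIs of a gene normalized to all UMIs of the sum. Most comparisons within mice used edgeR's quasi-likelihood test with the mouse as a block and Benjamini-Hochberg adjustment over all genes tested. Comparisons of PYMT used a two-sided exact sign-flip permutation test on log2(CPM + 1), whose smallest p is 0.0156 with 7 mice and 0.0312 with 6.

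**Figure D1:**
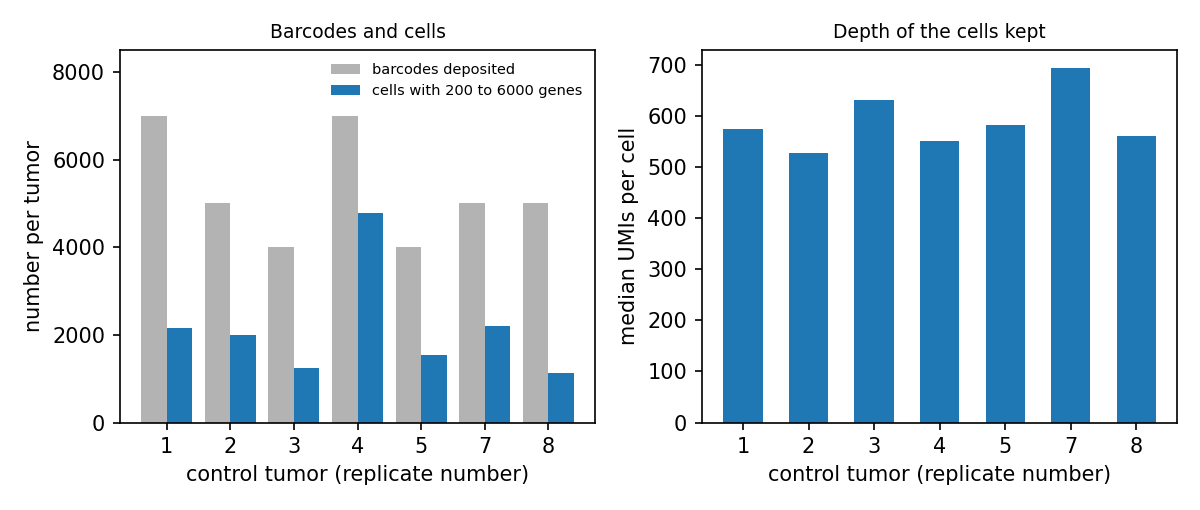
Left, number of barcodes deposited (gray bars) and of cells with 200 to 6000 genes (blue bars) for each of the 7 control tumors, by replicate number. Right, median number of UMIs per cell kept. Replicate 4 gave 4780 cells and the other tumors 1133 to 2194, while the median depth lay between 527 and 694 UMIs per cell in all 7 tumors.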

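The transgene is listed as PYMT in the matrices and has no position in the mouse genome, since its sequence was added to the reference. The control tumors alone gave 12 clusters. Marker lists gave a name to 11 of them, and the remaining cluster, number 11, stayed unnamed. Clusters 2, 3, 4, 5 and 9 were immune-like and held 5486 cells. Their 187 ± 105 CPM of PYMT (SD, n = 7 mice) was used as the reference level. Whether these UMIs came from free RNA alone was not tested. The barcodes under 200 genes, which hold free RNA and can also hold cells with few genes, were compared after the data were seen. They had 552 to 1419.8 CPM of PYMT, above the immune-like cells in 7 of 7 mice. A cluster was called a PyMT cluster when its mean CPM was at least 3 times that of the immune-like cells of the same mice. This held for 3 clusters with 6373 cells, all of them tumor/alveolar epithelial-like. PYMT was at 1855 ± 936 CPM (SD, n = 7) in cluster 0, at 2995 ± 2295 CPM (SD, n = 7) in cluster 1 and at 2192 ± 1414 CPM (SD, n = 7) in cluster 10, or 9.93, 16.0 and 11.7 times the immune-like level. Taken together, these clusters lay above the barcodes under 200 genes of the same mouse in 6 of 7 mice, at 0.881 to 5.97 times their level, and replicate 3 was the exception.

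Over the 3 clusters together, PYMT was at 2183 ± 1315 CPM (SD, n = 7), a mean log2 difference of 3.48 from the immune-like cells. The level was higher in 7 of 7 mice (exact sign-flip test, two-sided, p = 0.0156, the smallest that 7 mice allow, and 0.0312 after Benjamini-Hochberg adjustment over 4 planned comparisons). Because the clusters were chosen by their PYMT level, the direction of this difference and its p follow from that choice, and neither bears on its size. Within the CB series the log2 difference was 3.01, higher in 4 of 4 mice (exact sign-flip test, two-sided, p = 0.125, the smallest possible), and within the WT series it was 4.11, higher in 3 of 3 mice (same exact test, p = 0.25, the smallest possible). Of the cells in PyMT clusters, 56.1% had a PYMT UMI at a median depth of 673 UMIs, against 5.65% of the immune-like cells at a median depth of 464 UMIs. With every cell thinned to 300 UMIs, which left out 684 and 774 shallower cells, the shares were 34.7% and 3.42%.

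Outside the PyMT clusters, the highest ratio to the immune-like level was 2.82, in cluster 11, which lies close to the threshold. The corresponding cluster, that with the highest Acta2 level, passed the same threshold with at least 500 genes per cell (3.19), with called doublets left out (3.25), at a resolution of 0.4 (3.41), with the reported genes kept in clustering (3.00) and with 20 principal components (5.55), and at a resolution of 1.0 it did not (2.82). Hormone-sensing luminal epithelial-like clusters 8 and 7 had ratios of 2.34 and 2.03. B-like cluster 9 had a ratio of 2.14, although it is itself among the immune-like clusters. The number of PyMT clusters moved most when the threshold was set at 2 times or when 20 principal components were used, to 7 in both cases. The total number of clusters moved most with a resolution of 1.0, to 17.

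**Figure D2:**
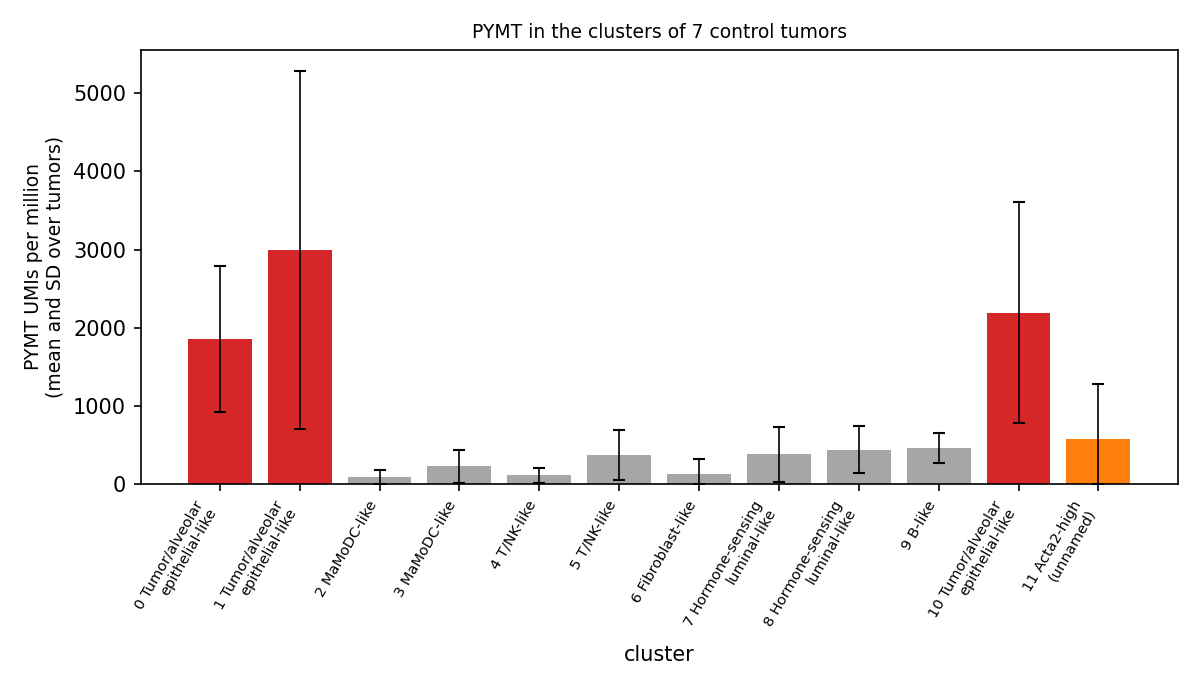
Mean PYMT level in CPM for each of the 12 clusters, with the SD over tumors as error bars, which stop at 0. Red bars are the 3 PyMT clusters, the orange bar is the cluster with the highest Acta2 level and gray bars are the others. The red bars stand at 1855, 2995 and 2192 CPM, and the orange bar at 577 with an SD larger than its height.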

We found 25 clusters and identified 9 clusters (0, 3, 5, 9, 10, 11, 14, 15, and 18) within the primary tumor based on the expression of PyMT (Fig. 7a, Supplementary Fig. 13a, b, and Supplementary Data 1). 

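Cluster numbers differ between the control tumors and the paper, so counterparts were fixed by marker genes that are not among those compared. In Supplementary Data 1, of which the first 1999 gene rows were used and 19914 further rows were not used here, Acta2 is far higher in cluster 15 than in any other cluster. Acta2 (ENSMUSG00000035783.9), which encodes smooth muscle actin, lies on chromosome 19 of mm10 from 34241090 to 34255590. In the control tumors it was highest in cluster 11, at 1589 ± 1411 CPM (SD, n = 6 mice), against 14.7 ± 6.74 CPM (SD, n = 7) in the PyMT clusters. This Acta2-high cluster held 416 cells at a median depth of 595.5 UMIs, and replicate 3 had only 4 of them. Its leading genes were 1500015O10Rik, Mylk, Igfbp3, Acta2 and Myl9. Endothelial, myoepithelial and fibroblast markers were all present in it, and it was left unnamed. Across the genes of Supplementary Data 1, which are not independent replicates, its mean expression correlated best with cluster 15 (Pearson's r = 0.959).

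PYMT in the Acta2-high cluster was at 577 ± 705 CPM (SD, n = 6). Against the immune-like cells of the same mice the mean log2 difference was -0.20, with a higher level in 4 of 6 mice (exact sign-flip test, two-sided, p = 0.969, and 0.969 after Benjamini-Hochberg adjustment over 4 planned comparisons). No difference from the immune-like level was therefore detectable in these sums. Compared with the barcodes under 200 genes of the same mouse, the level was higher in 1 of 6 mice, replicate 8. A single mouse set the sign. Without replicate 2, which gave 11 cells, the mean log2 difference was 1.14, higher in 4 of 5 mice (exact sign-flip test, two-sided, p = 0.125). The largest change came with 20 principal components, where the cluster with the highest Acta2 level was a myoepithelial-like one of 267 cells. PYMT there lay above the immune-like level by 2.03 on the log2 scale, in 5 of 5 mice (exact sign-flip test, two-sided, p = 0.0625, the smallest that 5 mice allow). In the CB series alone the log2 difference was -2.29 in 3 mice (exact sign-flip test, p = 0.75), and in the WT series alone 1.89 in 3 mice (exact sign-flip test, p = 0.25, the smallest that 3 mice allow). The CB value rests on replicate 2, which had 0 CPM of PYMT in this cluster against 116 CPM in its immune-like cells. Replicate 1 had 164 against 243 CPM and replicate 4 had 287 against 191 CPM. No contrast between the series is read from these values.

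Krt8 and Krt18, whose dots are largest in cluster 14 among the PyMT clusters of Supplementary Fig. 13b, picked the second counterpart. Krt8 (ENSMUSG00000049382.10) and Krt18 (ENSMUSG00000023043.7) encode luminal keratins and lie on chromosome 15, from 101996698 to 102004482 and from 102028180 to 102032027. Exons of Krt8 overlap Gm36026 on the other strand. Their summed level was 4527 CPM in cluster 0, 4399 CPM in cluster 1 and 3981 CPM in cluster 10, so cluster 0 was taken by a narrow and untested margin. This Krt8/Krt18-high cluster held 3552 cells at a median depth of 712.5 UMIs and was led by Slpi, Spp1, Cp, Saa1 and Chil1. Its mean expression correlated best with the paper's cluster 0 (Pearson's r across genes 0.995) and less with cluster 14 (r = 0.960). The hormone-sensing luminal epithelial-like clusters 7 and 8 had more Krt8 and Krt18, 9828 and 8371 CPM, and were not PyMT clusters at the threshold of 3 times.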

Interestingly, when we had a close look at two adjacent clusters; cluster 14, which expresses the highest levels of epithelial markers, and cluster 15, which expresses the highest levels of mesenchymal markers, we found changes in the expression of SNAIL target genes by the deletion of HK2 (Supplementary Fig. 13c). 

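Cdh1 (ENSMUSG00000000303.12), which encodes the adhesion protein E-cadherin, lies on chromosome 8 of mm10 from 106603351 to 106670246. Cldn1 (ENSMUSG00000022512.3), which encodes the tight junction protein claudin-1, lies on chromosome 16 from 26356642 to 26371841. Dsp (ENSMUSG00000054889.10), which encodes the desmosomal protein desmoplakin, lies on chromosome 13 from 38151294 to 38198577, and its exons overlap Gm10129 on the other strand. The Krt8/Krt18-high cluster of the control tumors was compared with the other 2 PyMT clusters in 7 mice, with 125315 to 1087380 UMIs per sum in the former and 118159 to 1168867 in the latter. Cdh1 was at 199.7 ± 51.7 CPM (SD, n = 7) in the Krt8/Krt18-high cluster and at 194 ± 71.0 CPM in the others. The log2 fold change was 0.15 (standard error 0.094, adjusted p = 0.39 by edgeR's quasi-likelihood test), with a higher level in 5 of 7 mice. Cldn1 was at 58.6 ± 18.0 CPM against 67.8 ± 26.6 CPM, a log2 fold change of -0.19 (standard error 0.19, adjusted p = 0.64 by the same edgeR test), higher in 3 of 7 mice. Dsp was at 55.2 ± 28.2 CPM against 50.8 ± 34.6 CPM, a log2 fold change of 0.25 (standard error 0.17, adjusted p = 0.43 by the same edgeR test), higher in 4 of 7 mice.

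Of these 3 genes, edgeR called 0 at an adjusted p under 0.05 over the 6671 genes tested, 0 adjusted over the list alone, and 0 at an unadjusted p under 0.05, and DESeq2 called 0. No consistent difference within mice was thus detected for these genes between the Krt8/Krt18-high cluster and the other PyMT clusters. Between the same clusters, edgeR called 374 genes higher and 252 lower, 626 in all, and 10 higher and 23 lower when the mouse was not used as a block. These counts include genes from which the clusters were made.

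All 3 genes lay above the level in immune-like cells, which was 45.6 ± 14.8 CPM for Cdh1, 6.55 ± 5.66 CPM for Cldn1 and 8.25 ± 6.39 CPM for Dsp (SD, n = 7). The hormone-sensing luminal epithelial-like clusters had 296 ± 63.4 CPM of Cdh1, 120.03 ± 48.4 CPM of Dsp and 10.3 ± 12.3 CPM of Cldn1 (SD, n = 7). With 20 principal components, or with a PyMT threshold of 2 times, a cluster of this type became the PyMT cluster with the most Krt8 and Krt18. The log2 fold change of Cldn1 was then -3.13 in both settings (adjusted p = 2.5e-08 and 4.2e-08 by edgeR's quasi-likelihood test), the largest change under any alternative, where the adjusted p of Cldn1 ranged from 2.5e-08 to 0.98. Under these settings the log2 fold change was 1.12 and 0.84 for Dsp, and it was 0.58 for Cdh1 with 20 principal components (adjusted p = 3.5e-05, 0.0025 and 7.6e-04 by the same edgeR test). Over all alternatives the adjusted p ranged from 3.5e-05 to 0.98 for Dsp and from 7.6e-04 to 0.997 for Cdh1. Signs were not stable either. At least 500 genes per cell gave a log2 fold change of 0.090 for Cldn1 and -0.37 for Dsp, a resolution of 1.0 gave -0.083 for Cdh1, and the sums without replicate 7 gave 0.071 for Cldn1.

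**Figure D3:**
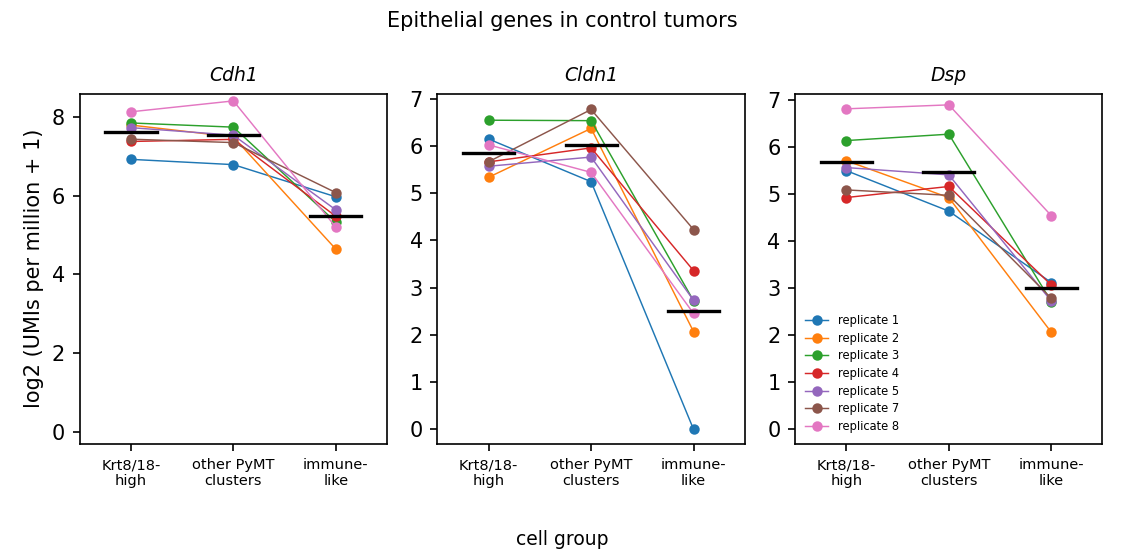
Levels of Cdh1, Cldn1 and Dsp as log2(CPM + 1) in the Krt8/Krt18-high cluster, the other PyMT clusters and immune-like cells. Each colored line is 1 of the 7 control tumors and black bars are means. Lines cross between the first and second positions, with 5, 3 and 4 of 7 tumors higher in the Krt8/Krt18-high cluster, and fall toward the immune-like cells.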

Cluster 14 exhibited high expression of the epithelial markers including E-cadherin (Cdh1), Claudin-1 (Cldn1), and Desmoplakin (Dsp), which are known to be repressed by SNAIL^44–46^. 

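Vim (ENSMUSG00000026728.9), which encodes the intermediate filament protein vimentin, lies on chromosome 2 of mm10 from 13573927 to 13582826. Mmp2 (ENSMUSG00000031740.8), which encodes a metalloproteinase of the extracellular matrix, lies on chromosome 8 from 92827291 to 92853420. Sparc (ENSMUSG00000018593.13), which encodes a matrix glycoprotein, lies on chromosome 11 from 55394500 to 55423183. Tagln (ENSMUSG00000032085.5), which encodes the actin-binding protein transgelin, lies on chromosome 9 from 45929619 to 45936058, and its exons overlap Gm48529 and Pcsk7 on the other strand. The Acta2-high cluster was compared with the 3 PyMT clusters in the 6 mice with enough cells. Its sums were shallow, 8536 to 160116 UMIs per mouse with a median of 51488.5, against 243474 to 1939546 with a median of 1186925 in the PyMT clusters.

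Vim was at 3191 ± 1075 CPM (SD, n = 6) in the Acta2-high cluster and at 76.1 ± 43.5 CPM (SD, n = 7) in the PyMT clusters. The log2 fold change was 5.62 (standard error 0.31, adjusted p = 2.1e-13 by edgeR's quasi-likelihood test over 3345 genes, and 1.2e-15 adjusted over the list alone). Sparc was at 9564 ± 3315 CPM (SD, n = 6) against 65.0 ± 62.9 CPM (SD, n = 7), a log2 fold change of 7.30 (standard error 0.45, adjusted p = 1.8e-12 by the same edgeR test, and 9.4e-15 adjusted over the list alone). Both genes were higher in 6 of 6 mice. The alternative that moved Vim most was edgeR without a filter on low counts, which gave 5.00.

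Mmp2 and Tagln had too few UMIs to pass edgeR's filter on low counts, 158 and 144 in the Acta2-high sums against 37 and 30 in the PyMT sums. Mmp2 was at 326 ± 190 CPM (SD, n = 6) against 8.37 ± 10.8 CPM (SD, n = 7), and Tagln at 388 ± 396 CPM (SD, n = 6) against 3.64 ± 3.13 CPM (SD, n = 7). Fitted without the filter over 23462 genes, Mmp2 had a log2 fold change of 5.30 (standard error 0.40, adjusted p = 1.6e-36 by edgeR) and Tagln 5.69 (standard error 0.44, adjusted p = 4.7e-36 by edgeR). These p-values cannot be set beside those of the filtered fit, since Vim has an adjusted p of 1.3e-55 by edgeR without the filter. Tagln was higher in 6 of 6 mice. Mmp2 was higher in 5 of 6, because replicate 2 had no Mmp2 UMI among its 8536 in the Acta2-high cluster. With an exact sign-flip test on the levels of each mouse, added after the values had been seen, Mmp2 did not pass the threshold (log2 difference 4.27, two-sided p = 0.0625) and Tagln did (log2 difference 5.87, two-sided p = 0.0312, the smallest that 6 mice allow). In the whole comparison, edgeR called 345 genes higher and 335 lower, 680 in all, and 409 without replicate 4. The balance depends on the tool and the filter, with 1167 higher and 576 lower by DESeq2, and 970 higher and 1458 lower by edgeR without the filter on low counts. These counts include genes from which the clusters were made, and describe the clusters.

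Fibroblast-like cluster 6 had 3466 ± 328 CPM of Vim, 1407 ± 340 CPM of Mmp2, 16671 ± 4537 CPM of Sparc and 82.5 ± 59.1 CPM of Tagln (SD, n = 7).

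**Figure D4:**
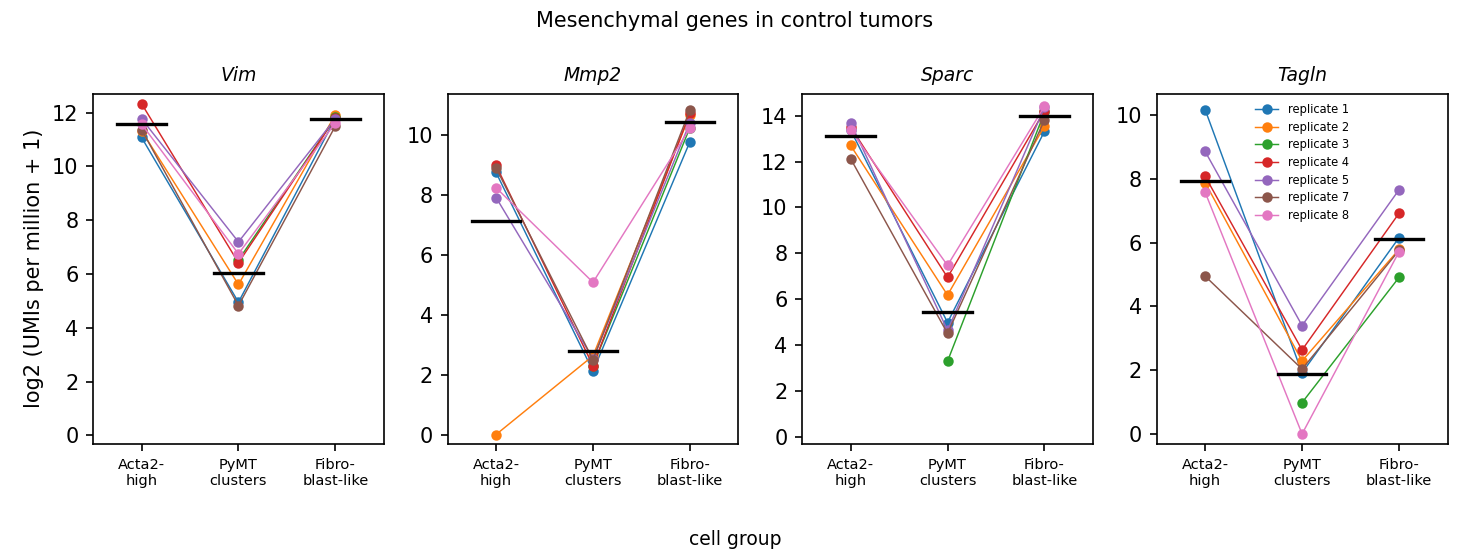
Levels of Vim, Mmp2, Sparc and Tagln as log2(CPM + 1) in the Acta2-high cluster, the PyMT clusters and the fibroblast-like cluster. Each colored line is 1 control tumor, replicate 3 is absent from the Acta2-high cluster and black bars are means. Tumors lie higher in the Acta2-high cluster than in the PyMT clusters for all 4 genes, except replicate 2 for Mmp2.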

Cluster 15 expresses the highest level of genes that promote EMT and are known SNAIL targets (vimentin (Vim), Matrix metaloproteinase 2 (Mmp2), secreted protein acidic and cysteine rich (Sparc), and Transgelin (Tagln) (Supplementary Data 1 and Supplementary Data 2). Interestingly, the systemic deletion of HK2 markedly reduced SNAIL target genes in Cluster 15 and increased epithelial genes in Cluster 14 in comparison with their levels in the control samples (Fig. 7b and c). These results suggest that the loss of HK2 in primary tumors impaired the expression of SNAIL-regulated targets important for EMT and metastasis.

**Fig. 7:**
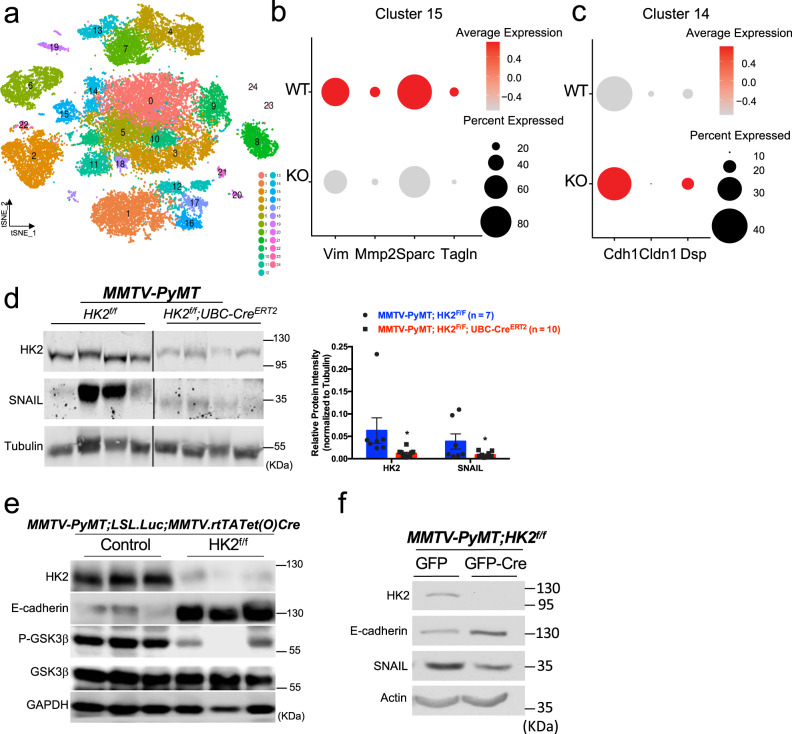
The effect of HK2 deletion on specific SNAIL target gene expression in epithelial and mesenchymal cell clusters and SNAIL protein levels in the primary tumors. **a** Single-cell RNA sequencing and clustering of primary tumor cells derived from tumors at end-point of *MMTV-PyMT;HK2*^*f/f*^ (*n* = 7) and *MMTV-PyMT;HK2*^*f/f*^*;UBC-Cre*^*ERT2*^ (*n* = 8) mice after TAM exposure. t-Distributed Stochastic Neighbor Embedding (tSNE) is shown. The color-coded clusters are grouped together by similar gene expression. Twenty-five clusters including nine primary tumor PyMT-expressing clusters were identified. **b** Dot plot showing the expression of SNAIL targets important for EMT and metastasis (Vim, Mmp2, Sparc, Tagln) in Cluster 15 from WT and KO (MMTV-PyMT;HK2^f/f^ and MMTV-PyMT;HK2^f/f^;UBC-Cre^ERT2^) tumors after TAM exposure at tumor onset. High RNA expression is indicated by a dark red color. **c** Dot plot showing the expression epithelial markers such as E-cadherin (Cdh1), Claudin-1 (Cldn1), and Desmoplakin (DSP) in Cluster 14 from WT and KO (*MMTV-PyMT;HK2*^*f/f*^ and *MMTV-PyMT;HK2*^*f/f*^*;UBC-Cre*^*ERT2*^ tumors after TAM exposure at tumor onset). A high RNA expression is indicated by a dark red color. **d** Left: immunoblot image of HK2 and SNAIL protein levels in tissue samples collected from primary mammary gland tumors at end-point after exposure to TAM at tumor onset, in *MMTV-PyMT;HK2*^*f/f*^ and *MMTV-PyMT;HK2*^*f/f*^*;UBC-Cre*^*ERT2*^ mice. Right: quantification of HK2 and SNAIL protein levels, *MMTV-PyMT;HK2*^*f/f*^ (*n* = 7 tumors from four different mice), *MMTV-PyMT;HK2*^*f/f*^*;UBC-Cre*^*ERT2*^ (*n* = 10 tumors from six different mice). Results are the mean ± SEM. *p = 0.048 versus *MMTV-PyMT;HK2*^*f/f*^; unpaired two-tailed *t*-test. **e** Immunoblot image of HK2, pGSK3b, GSK3β, E-cadherin, and SNAIL protein levels in primary mammary tumors at end-point derived from *MMTV-PyMT;LSL.Luc;MMTV.rtTATet(O)Cre* control mice (*n* = 3) or *MMTV-PyMT;HK2*^*f/f*^*;LSL.Luc;MMTV.rtTATet(O)Cre* mice (*n* = 3) subjected to DOX diet after tumor onset. **f** Representative immunoblot image of HK2, E-cadherin, and SNAIL protein levels in protein extracts from cells isolated from tumors in *MMTV-PyMT;HK2*^*f/f*^ mice after infection with adenovirus expressing either GFP or GFP-Cre. Similar results obtained in three independent experiments. Uncropped blots are provided as a Supplementary Fig. 16. Source data are provided as a Source Data file.

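In a dot plot the size of a dot is the share of cells with at least 1 UMI of the gene, which rises with depth and includes free RNA. In the Acta2-high cluster of the 7 control tumors, 74.3% of cells had a Vim UMI, 20.4% an Mmp2 UMI, 88.2% a Sparc UMI and 15.9% a Tagln UMI. Immune-like cells, at 464 UMIs per cell against 595.5, gave shares of 1.40% for Mmp2, 4.39% for Sparc and 0.237% for Tagln. Vim is expressed by immune cells, and 31.4% of them had a UMI, so their share is not a background for this gene. After thinning to 300 UMIs per cell, which left out 55 of the Acta2-high and 774 of the immune-like cells, the Acta2-high cluster had shares of 57.1% for Vim, 11.4% for Mmp2, 80.3% for Sparc and 7.76% for Tagln. The thinned immune-like shares were 21.6%, 0.594%, 2.63% and 0.127%. Tumors with HK2 deletion were not analysed here.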

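In the Krt8/Krt18-high cluster of the 7 control tumors, 15.5% of cells had a Cdh1 UMI, 5.29% a Cldn1 UMI and 4.00% a Dsp UMI. The shares in immune-like cells, which were shallower by median depth (464 against 712.5 UMIs), were 2.37% for Cdh1, 0.419% for Cldn1 and 0.419% for Dsp. In T/NK-like cluster 4 the Cdh1 share was 4.01%, and its level was 78.1 CPM against 195 CPM in the PyMT clusters. There PYMT was at 107 against 2183 CPM and Krt8 at 120 against 1818 CPM, both relatively far lower than Cdh1. The immune-like share was therefore not taken as a background for Cdh1. Thinned to 300 UMIs, with 315 and 774 shallower cells left out, the Krt8/Krt18-high cluster had shares of 4.94%, 1.61% and 1.08%, and the immune-like cells 1.27%, 0.170% and 0.233%. In the other 2 PyMT clusters, at a median depth of 618 UMIs, the thinned shares were 4.49%, 1.55% and 1.06% with 369 shallower cells left out. From the lower mesenchymal and higher epithelial expression after deletion, which was not analysed here, the paper proposes that loss of HK2 impairs targets of SNAIL in primary tumors.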

EMT is important for breast cancer metastasis, and the deletion of SNAIL in the mammary gland of MMTV-PyMT mice was shown to inhibit metastasis to the lung^39,47^. Therefore, the results raised the possibility that the deletion of HK2 could affect metastasis by impairing SNAIL activity to mediate EMT. Indeed, we found that SNAIL protein levels in the tumors were markedly reduced after HK2 deletion (Fig. 7d). To determine if the effect of systemic HK2 deletion on SNAIL is cell autonomous, we analyzed primary tumors in the cell autonomous mouse model described in Fig. 6f. As shown in Fig. 7e, cell autonomous HK2 deletion in the mammary gland decreased p-GSK3β, with concomitant increase in E-cadherin, in the primary tumors. Finally, when cells were isolated from the primary tumors of *MMTV-PyMT;HK2*^*f/f*^ mice and HK2 was deleted by adenovirus expressing Cre, we found that the SNAIL protein level was decreased and a concomitant increase in the E-cadherin protein level (Fig. 7f). Taken together, these results indicate that HK2 deletion reduced SNAIL protein level and leading to a decrease in its transcriptional activity important for EMT.

### Increased HK2 expression correlates with increased metastatic potential

To further investigate the cell autonomous role of HK2 in metastasis, we utilized two isogenic mammary tumor cell lines (67NR and 4T1) that, when implanted into the mammary gland of mice, display different metastatic potential^48^. Both cell lines could form mammary tumors within a month. However, the 67NR cells only forms primary tumors with no metastasis, whereas the 4T1 cells forms primary tumor with high incidence of metastasis to the lung. When HK2 protein levels were analyzed, the non-metastatic cell line 67NR exhibited markedly lower levels when compared to the highly metastatic 4T1 cell line (Fig. 8a). As a result, this enabled us to manipulate the level of HK2 expression in these cell lines to determine whether HK2 plays a cell autonomous role in the metastatic potential of these cell lines. Therefore, we silenced HK2 in 4T1 cells (4T1shHK2) and overexpressed HK2 in 67NR cells (67NR HK2) (Supplementary Fig. 14a). The knockdown of HK2 in 4T1 cells decreased transwell migration, and invasion (Supplementary Fig. 14b, d) while the overexpression of WT HK2 in 67NR cells increased migration (Supplementary Fig. 14b, c). Interestingly, even overexpression of kinase inactive HK2DA mutant in 67NR cells was able to increase migration (Supplementary Fig. 14c), suggesting that, at least in these cells, the scaffolding activity of HK2 is predominant in promoting migration. Thus, overall, HK2 level appears to correlate with the metastatic potential of these cell lines. Next, we assessed the effect of HK2 on the metastasis of 4T1 cells in vivo. 4T1 or 4T1 shHK2 cells were injected orthotopically into the fourth mammary fat pad of syngeneic mice. At endpoint, when primary tumors reached the same size, the mice were euthanized, and the lungs were analyzed for lung metastases. The knockdown of HK2 significantly decreased the number of lung metastases. The control 4T1 tumors had an average of 28 lung metastases whereas the mice with 4T1 shHK2 tumors had an average of 4 lung metastases (Fig. 8b).

**Fig. 8:**
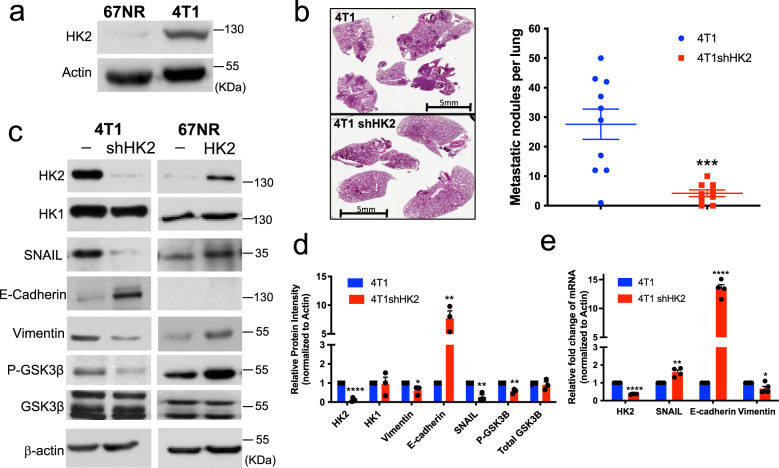
HK2 silencing in 4T1 cells inhibits metastasis to the lung, decreases SNAIL protein level and EMT gene expression. **a** Immunoblot image, representative of 3 independent experiments, showing HK2 levels in two isogenic breast cancer cell lines: 67NR (a non-metastatic line) and 4T1 (a highly metastatic line). **b** Left: representative images showing H&E staining of lung sections after orthotopic transplantation of 4T1 or 4T1shHK2 cells into Balb/cj mice. Scale bar: 5 mm. Right: quantification of lung metastatic lesions (4T1 transplantation, *n* = 10; 4T1 shHK2 transplantation, *n* = 9) at endpoint. Results are the mean ± SEM; ***p = 0.0006 analyzed by an unpaired two-tailed *t*-test. **c** A representative immunoblot image showing the effect of HK2 silencing in 4T1 cells and overexpression of HK2 in 67NR cells on SNAIL and E-cadherin protein levels and GSK3β phosphorylation *n* = 3 (three independent experiments). **d** Quantification of protein levels after HK2 silencing in 4T1 cells. Results are the mean ± SEM of three independent experiments. *p < 0.05 versus 4T1 (HK2 *p* = 1.29E-06, HK1 *p* = 0.91, Vim *p* = 0.043, E-cad *p* = 0.0064, SNAIL *p* = 0.0033, P-GSK3B *p* = 0.0039, Total GSK3B *p* = 0.59); unpaired two-tailed *t*-test. **e** Quantitative RT-PCR analysis measuring relative mRNA levels in 4T1 and 4T1shHK2 cells. Results are the mean ± SEM (*n* = 4 biologically independent experiments). *p < 0.03 versus 4T1 (HK2 *p* = 5.7E-10, SNAIL *p* = 0.0023, E-cad *p* = 2.34E-06, Vim *p* = 0.026); unpaired two-tailed *t*-test. Uncropped blots are provided as a (Supplementary Fig. 16). Source data are provided as a Source Data file.

### HK2 silencing in 4T1 cells inhibits SNAIL protein stability and nuclear localization in a GSK3-dependent manner, and SNAIL resistant to GSK3 phosphorylation restores metastasis of HK2-deficient 4T1 cells

As SNAIL protein level was shown to be regulated by GSK3 phosphorylation, targeting it for proteasomal degradation^20^, and because SNAIL protein level and GSK3β phosphorylation are decreased in the primary tumors (Fig. 7d–f), we determined whether HK2 affects the level of SNAIL via GSK3. We employed the two isogenic breast cancer cell lines, 4T1 and 67NR. Consistent with the results obtained with the primary MMTV-PyMT tumors (Fig. 7d–f), SNAIL protein levels were decreased by knocking down HK2 in 4T1 cells, with a concomitant decrease in Vimentin and increase in E-cadherin at both the protein and mRNA levels (Fig. 8a–e). Interestingly, the mRNA level of SNAIL (Fig. 8e) did not correlate with SNAIL protein levels (Fig. 8c, d), indicating that SNAIL protein stability was impaired by HK2 silencing. We also found that the decrease of SNAIL protein level in 4T1shHK2 cells was associated with a concomitant decrease in GSK3β phosphorylation, whereas the increase in SNAIL protein level in 67NR WTHK2 cells is associated with concomitant increase in GSK3β phosphorylation (Fig. 8c, d). To directly test the possibility that HK2 affects SNAIL protein stability, we analyzed the half-life of SNAIL in 4T1 cells after the knockdown of HK2 and found that the half-life of SNAIL protein was markedly decreased (Fig. 9a). The half-life of ectopically expressed SNAIL-GFP fusion protein was also markedly decreased by the knockdown of HK2 (Fig. 9b), but this was not true for the half-life of 6SA-SNAIL-GFP fusion protein, in which all the serine residues that are phosphorylated by GSK3 were converted alanine residues^20^ (Fig. 9c).

**Fig. 9:**
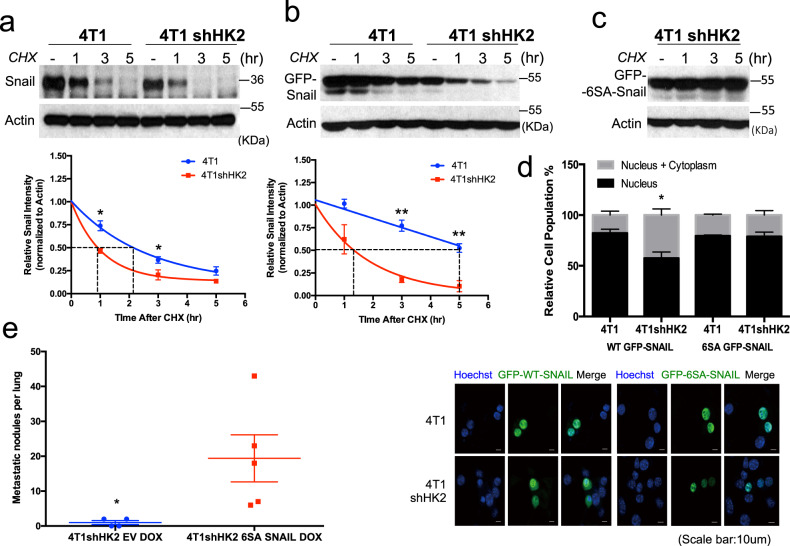
HK2 silencing in 4T1 cells inhibits SNAIL protein stability and nuclear localization in a GSK3-dependent manner, and SNAIL resistant to GSK3 phosphorylation restores metastasis of HK2-deficient 4T1 cells. **a** Protein stability of SNAIL in 4T1 and 4T1shHK2 cells as measured after exposure to cycloheximide (CHX). Upper: representative immunoblot image. Bottom: plot showing SNAIL protein half-life after quantification relative to β-actin in three independent experiments. The half-life results are the mean ± SEM. *p = 0.0104 in 1 h, *p = 0.0237 in 3 h versus 4T1; two-sided unpaired *t*-test. **b** Protein stability of transiently expressed GFP-tagged SNAIL in 4T1 and 4T1shHK2 cells as measured after exposure to cycloheximide (CHX). Upper: representative immunoblot image. Bottom: plot showing GFP-SNAIL protein half-life after quantification relative to β-actin in three independent experiments. The half-life results are the mean ± SEM. **p = 0.0011 in 3 h, **p = 0.0058 in 5 h versus 4T1; two-sided unpaired *t*-test. **c** Immunoblot image showing the level of transiently expressed GFP-tagged 6SA-SNAIL mutant in 4T1shHK2 after exposure to cycloheximide over a 5-h time course in three independent experiments. **d** GFP-SNAIL and GFP-6SA-SNAIL were transiently expressed in 4T1 and 4T1shHK2 cells. After fixation of the cells, the localization of SNAIL (green) and nuclei (blue; Hoechst 33342) was examined under a fluorescence microscope and quantified (bottom). The bar graph represents the relative GFP-SNAIL localization in the cytoplasm versus in the nucleus in 4T1 and 4T1shHK2 cells in three independent experiments. Each experiment was observed in at least 40 randomly selected fields (x400 magnification). Data represent the mean ± SEM; Statistical significance of the differences was determined by one-way ANOVA (Bonferroni’s method); *p = 0.02. **e** Transient expression of 6SA SNAIL in 4T1shHK2 cells restores metastasis to the lung. 4T1shHK2 cells expressing DOX-inducible empty vector (EV) and 4T1shHK2 cells expressing DOX-inducible 6SA SNAIL were orthotopically implanted in Balb/cj mice (4T1shHK2 EV, *n* = 4; 4T1shHK2 6SA SNAIL, *n* = 5) and exposed to DOX for 1 week. At endpoint lung metastatic lesions were quantified. The results are the mean ± SEM; *p = 0.047 using unpaired two-tailed *t*-test. Uncropped blots are provided as a Supplementary Fig. 16. Source data are provided as a Source Data file.

GSK3β not only targets SNAIL for degradation, but also shifts the localization of SNAIL from the nucleus to the cytoplasm^20^. We wanted to determine whether HK2 expression could mediate the localization of SNAIL in a GSK3β-dependent manner. We therefore quantified the intracellular localization of WT SNAIL-GFP fusion protein or mutant 6SA-SNAIL-GFP fusion protein, which is resistant to GSK3 phosphorylation^20^, in 4T1 and 4T1shHK2 cells. WT SNAIL was mainly localized to the nucleus in the 4T1 cells, but its localization shifted to a more cytoplasmic localization in the 4T1shHK2 cells, whereas the SNAIL-6SA mutant remained mostly nuclear in both cell lines (Fig. 9d). Taken together these results strongly demonstrate that HK2 affects SNAIL protein stability and nuclear localization via its effect on GSK3. Furthermore, 2DG treatment, which led to the accumulation 2DG6P, as well as 6-AN treatment that leads to accumulation of G6P and activation of GSK3 decreased SNAIL protein levels in 4T1 cells (Supplementary Fig. 15 a, b, c). Finally, the same as was shown for HEK293 cells in Fig. 2f, we found that in 4T1 cells endogenous HK2 binds endogenous GSK3 only in the presence of glucose and not in the in the presence of 2-DG (Supplementary Fig. 15c).

If the HK2 effect on metastasis is via SNAIL, it is expected that 6SA-SNAIL mutant would restore metastasis in HK2-deficient cells. Since it was reported that only transient SNAIL expression induces metastasis, whereas constitutive expression of SNAIL does not and may impede metastasis^39^, we generated a 4T1shHK2 cell line with doxycycline-inducible 6SA-SNAIL expression. Transient inducible expression of SNAIL-6SA mutant in the 4T1shHK2 in mice rescued changes in lung metastasis (Fig. 9e). We concluded that HK2 affects metastasis through its effect on SNAIL protein stability and nuclear localization.

### HK2 deficiency impaired global O-GlcNAcylation and specific SNAIL O-GlcNAc modification

It was previously reported that O-linked-N-acetylglucosamine (O-GlcNAc) modification (O-GlcNAcylation) is important to breast cancer primary tumor progression and metastasis, and that primary tumor GlcNAcylation levels were found to be increased during mammary tumor progression in MMTV-PyMT mice^49^. Uridine 5′-diphospho-N acetylglucosamine (UDP-GlcNAc), which is transferred to the serine or threonine residues of proteins to yield O-GlcNAcylation, is generated by the hexosamine biosynthetic pathway. Flux in the hexosamine biosynthesis pathway is dependent on G6P, raising the possibility that HK2 deficiency reduces glycosylation. By using an O-GlcNAc specific antibody on total protein lysates, we found that the systemic deletion of HK2 in MMTV-PyMT mice decreased the total O-GlcNAcylation levels in the primary tumors at endpoint (Fig. 10a). Consistently, the non-metastatic 67NR cells, which express relatively low level of HK2, had less total O-GlcNAcylation when compared to the metastatic 4T1 cells, which express higher level of HK2 (Fig. 10b). Furthermore, the knockdown of HK2 in 4T1 cells decreased total protein O-GlcNAcylation, and overexpression of WT HK2 in 67NR cells increased the total protein O-GlcNAcylation (Fig. 10b). Taken together these results strongly suggest that HK2 deficiency reduces global O-GlcNAcylation. To further interrogate the role of HK2 in the hexosamine pathway we conducted a metabolic labeling experiment to determine whether HK2 deficiency decreases the flux of glucose to the hexosamine pathway. As shown in Fig. 10c, HK2 deficiency markedly decreased the incorporation of U^13^ C_6_ glucose in all UDP-GlcNAc isotopomers.

**Fig. 10:**
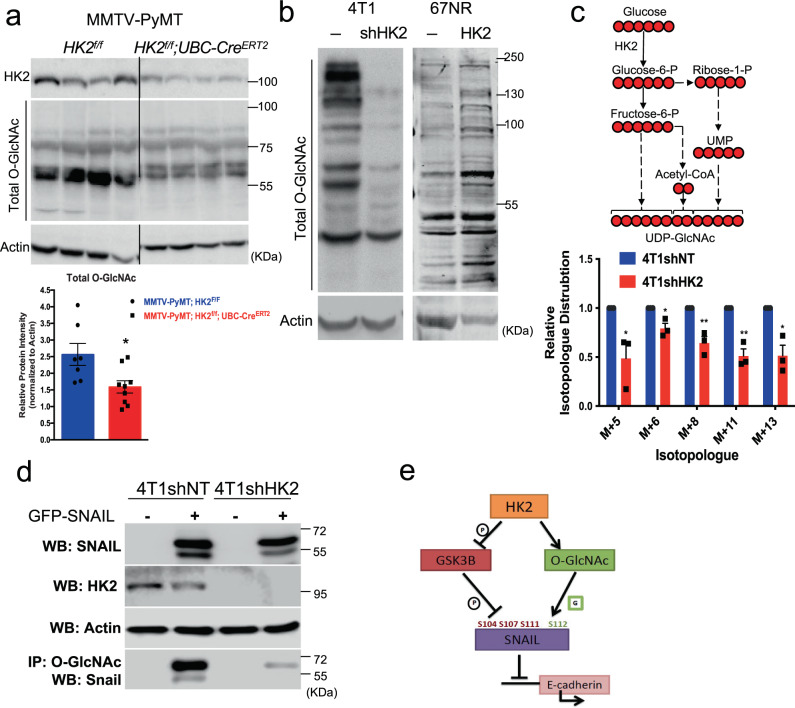
HK2 deficiency inhibits the incorporation of metabolically labeled glucose into UDP-N-acetylglucosamine and reduces total and SNAIL O-GlcNAc modification. **a** Left: representative immunoblot images showing total O-GlcNAc protein modification in MMTV-PyMT mammary gland tumors after systemic deletion of HK2. Right: quantification of total O-GlcNAc modifications in control primary tumors (*n* = 7 tumors from three mice) and primary tumors after systemic HK2 deletion (*n* = 9 tumors from six mice). Results are the mean ± SEM; *p = 0.016 using unpaired two-tailed *t*-test. **b** Immunoblot images of total O-GlcNAc protein modification in 4T1 cells after HK2 silencing and 67NR cells after HK2 overexpression (representative of two immunoblots from two independent experiments). **c** Tracing of UDP-GlcNAc isotopomers after culturing 4T1 and 4T1shHK2 cells with 5 mM of U^13^C_6_-glucose for 5 min. Tracing was performed by ion chromatography (IC-MS). Data shown as fold-changes relative to the control 4T1shNT cells for each isotopomer for UDP-GlcNAc with natural abundance correction and represented as the mean ± SEM. *p < 0.05, **p < 0.01 (*M* + 5 *p* = 0.03, *M* + 6 *p* = 0.015, *M* + 8 *p* = 0.005, *M* + 11 *p* = 0.0023, *M* + 13 *p* = 0.01) from triplicate experiments using two-tailed *t*-test (*n* = 3). The schematic shows the contribution U^13^C_6_-glucose-6-P to the UDP-GlcNAc isotopomers. **d** Immunoprecipitation with anti-O-GlcNAc and immunoblotting with anti-SNAIL after transient transfection of 4T1 and 4T1shHK2 cells with GFP-SNAIL (representative of two independent experiments). **e** Schematic depicting how HK2 affects SNAIL protein stability and activity. Uncropped blots are provided as a Supplementary Fig. 16. Source data are provided as a Source Data file.

O-GlcNAcylation had been shown to contribute to SNAIL protein stability by blocking GSK3β from serially phosphorylating SNAIL to promote its degradation^50^. O-GlcNAc at Ser112 stabilizes SNAIL by blocking GSK3β from serially phosphorylating at serine 104, 107, and 111 and promoting SNAIL degradation^50^. Therefore, we wanted to examine whether in addition to the non-catalytic effect of HK2 on GSK3 activity, HK2 could affect the glycosylation of SNAIL. To verify whether there are specific changes in O-GlcNAcylation of the SNAIL protein itself occurred, GFP-SNAIL was transiently expressed in the 4T1 and 4T1shHK2 cells. This was followed by immunoprecipitation with anti-O-GlcNAc antibody and immunoblotting with anti-SNAIL antibody (Fig. 10d). The results clearly showed that SNAIL O-GlcNAcylation was diminished by the deficiency of HK2. We concluded that in addition to its non-catalytic activity on GSK3, HK2 catalytic ability can also contribute to the stability and nuclear localization of SNAIL via O-GlcNAcylation (Fig. 10e).

## Discussion

HK2 is markedly induced in cancer cells when compared to normal cells. An increase in HK2 expression and activity is a critical determinant of the accelerated glucose metabolism in cancer cells. We previously documented that HK2 is required for tumorigenesis both in vitro and in vivo^4,51,52^. HK2 expression also correlates with the incidence of breast cancer metastasis to the brain^40^. However, thus far the pro-tumorigenic role of HK2 has been attributed to its metabolic activity as a glucose kinase that converts glucose to glucose 6-phosphate. Here we uncovered an activity of HK2 independent of its catalytic activity. We showed that HK2 binds to GSK3 as well as the PKA regulatory subunit RIa, and it is conceivable that HK2 thereby facilitates the phosphorylation of GSK3 by PKA. Since these interactions may not require HK2 catalytic activity, HK2 may act as purely a scaffold in this scenario. On the other hand, the conversion of glucose to G6P or 2-DG to 2-DG6P by catalytically active hexokinase seems to be required for the diminished phosphorylation of GSK3 and therefore its activation. Binding of G6P or 2-DG6P to HK2 induces a conformational change that can dissociate GSK3. Indeed, we found that 2-DG disrupted the HK2-GSK3 and HK2-RIa interactions. In addition, we found that following the dissociation of GSK3 by 2-DG, it interacts with PP2A, which facilitates its dephosphorylation and thus its activation.

Our results suggest that HK2 can function as an A-kinase-anchoring protein (AKAP), a novel moonlighting function for this important glycolytic enzyme that has not previously been described. Two of the AKAPs, AKAP220 and GSKIP, were shown to facilitate GSK3 phosphorylation by anchoring PKA through its interaction with PRKAR2^29,37,38^, but AKAP220 was also reported to interact with PRKAR1^38^. Interestingly, some AKAPs were shown to interact with phosphatases. For instance, AKAP220 was shown to interact with PP1, which could contribute to the regulation of GSK3 phosphorylation^38^. Although we were unable to demonstrate binding of PP2A to HK2, we showed that GSK3 binds PP2A when not sequestered by HK2. That said, we cannot completely exclude PP2A binding to HK2. It is interesting to note that D-AKAP1 interacts with the outer mitochondrial membrane through a hydrophobic motif similar to those of HK1 and HK2^53^ and thus could be in close proximity to the mitochondrial HK2. Therefore, we could not completely rule out the possibility that PKA and phosphatases associated with D-AKAP1 could also influence the phosphorylation of GSK3 associated with HK2, although we found that a mitochondrial binding-deficient mutant of HK2 could still exert a similar effect on GSK3. We clearly showed that HK2 binds GSK3β and affects GSK3β phosphorylation in a kinase-independent manner. The yeast two-hybrid screen showed that the amino-terminus domain of RIa, which possess the docking site to AKAPs^24^, is sufficient to bind HK2. The binding of HK2 to RIa was confirmed by co-immunoprecipitation in mammalian cells and together with the inhibition of HK2-mediated GSK3 phosphorylation by pharmacological inhibitors of adenylate cyclase and PKA, the results strongly suggest that HK2 could be a bona-fide AKAP. This is confirmed by the in vitro binding assays with purified proteins that showed unequivocally a direct binding between HK2, GSK3β, and RIa to form complexes that are disrupted upon addition of G6P.

All ~100 kDa high-affinity hexokinases are thought to have arisen from gene duplication and tandem ligation events involving a common ancestral ~50 kDa hexokinase^23,54^. Because of this common evolutionary origin, the individual amino- and carboxy-halves of HK2 are highly homologous with each other and with the corresponding hemi domains of HK1. Given their known structural similarities, it is conceivable that both hemi domains could anchor GSK3, PKA, and possibly PP2A (Supplementary Fig. 12). Although presently speculative, we also cannot exclude the possibility that HK1 may serve similar AKAP-like roles.

In summary, we have discovered a novel phenomenon, wherein glucose metabolites regulate the activity of GSK3 with far-reaching and profound biological significance. HK2 can sequester GSK3 and facilitate its phosphorylation. However, a metabolic slow-down that leads to the accumulation of the most upstream glucose metabolite, G6P, could trigger the dephosphorylation and consequent activation of GSK3. In turn, GSK3 could affect cell proliferation, cell growth, cell survival by multiple mechanisms, and tumorigenesis. We showed that HK2 could affect the levels of three proteins that are known targets of GSK3: MCL1, NRF2, and SNAIL. Here, we also showed that systemic deletion of HK2, which emulates drug therapy, inhibited breast cancer metastasis in a mouse model of breast cancer metastasis. Our results strongly suggest that the effect of HK2 on metastasis is mostly cell autonomous, although we cannot completely exclude non-cell autonomous effects. We have demonstrated that HK2 depletion reduced SNAIL protein levels in a GSK3-dependent manner and in turn affected the expression of EMT genes and metastasis. It was shown that the extent of GlcNAcylation is induced in human breast cancer and is further elevated in metastatic lymph nodes^55^. It was also reported that O-GlcNAcylation and GlcNAcylation in general are important for breast cancer tumor progression and metastasis^49,55^ and that SNAIL phosphorylation by GSK3 could be counteracted by O-GlcNAcylation^50^. Therefore, we examined the effect of HK2 depletion on the hexosamine pathway, as well as general and SNAIL-specific O-GlcNAcylation. Our findings showed that HK2 depletion markedly reduced the hexosamine pathway and both general and SNAIL-specific O-GlcNAcylation. Thus, our results showed that both the non-catalytic activity, uncovered here, and the catalytic HK2 activity contribute to the regulation of SNAIL protein levels and metastasis. Importantly, as we had previously suggested the feedback inhibition of HK2 by its own catalytic product G6P could be used as a strategy to target HK2 for cancer therapy by developing mimetics of G6P or 2DG6P to inhibit its activity^51^. Using this approach, inhibitors that selectively target HK2 and not HK1 were developed^7^. Since G6P or 2DG6P also dissociates GSK3 from HK2 thereby increasing the activity of GSK3, this approach could inhibit both the glycolytic activity of HK2 as well as its moonlighting activity as a promoter of metastasis.

## Methods

### Cell culture, transfection, and transduction

HCT116, HEK293, Huh7, Hep3B, A549, Hela, and 4T1 cell lines were obtained from the American Type Culture Collection and were grown according to recommendations. Rat1a cells and MEFs generation were previously described^56,57^. MI5-4 CHO cells were originally provided by Dr. John Wilson and were previously described^22^. CHO cells were cultured in α-MEM supplemented with 10% FBS (Gemini) and 2 mM glutamine. All other cells were cultured in DMEM (Invitrogen) containing 10% FBS (Gemini). For glucose starvation, the medium was replaced with glucose-free DMEM (Invitrogen) containing 10% dialyzed FBS (Gemini) after washing with PBS. For immunoprecipitation, 2 × 10^6^ HEK293-HK2-HA cells were plated in 6-cm dishes 1 day before transfection using 2 µg of each plasmid. After 24 h of transfection, cells were used for experiments. For transient transfection of shRNA plasmids in HEK293-HK2-HA cells, 2.5 × 10^5^ cells were plated in 6-well plates one day before transfection using 3 µg of each shRNA plasmid and Lipofectamine 2000. After 48 h of transfection, cells were used for experiments. For the tet-inducible shRNA expression system, each shRNA sequence was inserted into the Tet-pLKO-puro vector (a gift from Dmitri Wiederschain; Addgene plasmid #21915). The most efficient shRNA sequences we used were TRCN0000281204 for G6PDsh, TRCN0000274975 for GPGDsh, and TRCN0000290649 for GPIsh. For lentivirus production, each lentiviral vector was cotransfected with pMD2.G and psPAX2 (gifts from Didler Trono; Addgene plasmids #12259 and #12260, respectively) in 293T cells using Lipofectamine 2000 as described in a protocol on the Addgene website. Lentivirus infection was performed overnight in the presence of polybrene, and selection was carried out with 10 µg/ml blasticidin.

The cDNA for rat HK2 was subcloned into the pcDNA3-HA vector. Site-directed mutagenesis of HK2-DA (D209A/D657A; a non-glucose-binding mutant), SA (S155A/S603A; a catalytically inactive mutant), and dMT (deletion of 1–20aa) was performed using QuickChange II XL (Stratagene) according to the manufacturer’s instructions. The HA-tagged cDNAs were subcloned into the pLenti6-D-TOPO vector (Invitrogen). The cDNA for human GSK3β was subcloned into the pCMV-myc vector. cDNA for human PRKAR1a was subcloned into the pLenti6-D-TOPO vector. All lentiviruses were produced using the BLOCK-iT lentiviral expression system (Invitrogen) according to the manufacturer’s instructions.

Polyclonal 4T1 cells with stable HK2 knockdown were generated after infection with pLenti6-blast vector expressing a mouse HK2 hairpin and selection with blasticidin. The HK2 mouse target sequence was 5′-GCATATGATCGCCTGCTTAT-3′. Flag-Snail-6SA and GFP-SNAIL-6SA were obtained from Mien-Chie Hung through Addgene (Addgene plasmid #16225; http://n2t.net/addgene:16225; RRID:Addgene_16225) and cloned into the PCW-puro vector (addgene: 50661, following the removal of Cas9 with NheI and BamHI) using Gibson Assembly. The ViraPower^TM^ lentiviral expression system from Thermo Fischer Scientific was used for virus production. The pLenti6-blast and pBABE-blast vector were both used to overexpress rat wild-type HK2 and kinase dead HK2 (S155A/S603A). Cells were selected with 2 µg/ml puromycin or 8 µg/ml blasticidin for 5 days. The established murine mammary 4T1, 67NR, and the isolated PyMT cells were cultured in high-glucose DMEM media with 10% serum and 1% pen/strep in a 37 °C incubator. The 4T1 cells were sent for screening with the IDEAX Impact I panel before orthotopic transplantation into mice. The cells used to test for total O-GlcNAc levels, and for immunoprecipitation experiments were plated in 5 mM glucose DMEM with 10% serum for at least 5 days prior to harvesting for experiments.

### Immunoprecipitation and immunoblotting

For immunoprecipitation, cells grown in 6-cm dishes were lysed in IP buffer (50 mM Tris-Cl (pH 8.0), 0.5% NP-40, 150 mM NaCl, 1 mM EGTA, 1 mM EDTA) containing phosphatase inhibitors (10 mM sodium pyrophosphate, 20 mM β-glycerophosphate, 100 mM NaF) and protease inhibitor cocktail (Roche Applied Science). Protein extracts were incubated with each antibody with rotation for 2 h and then added to protein A/G agarose beads (Santa Cruz, sc-2003) for an additional 1 h. The immunoprecipitates were washed three times with IP buffer and then resuspended in sample buffer for immunoblotting.

For immunoblotting, protein extracts were prepared in lysis buffer as described before^58^. Briefly, cells were lysed in lysis buffer (20 mM HEPES, 1% TX-100, 150 mM NaCl, 1 mM EGTA, 1 mM EDTA) containing phosphatase inhibitors (10 mM sodium pyrophosphate, 20 mM β-glycerophosphate, 100 mM NaF, 5 mM IAA, 20 nM okadaic acid (OA)) and protease inhibitor cocktail. Solubilized proteins were collected by centrifugation and quantified using protein assay reagent (Bio-Rad). Samples containing equal amounts of protein were resolved by electrophoresis on an 8–10% gel and transferred to polyvinylidene difluoride membranes (Bio-Rad). Standard enhanced chemiluminescence (ECL) was used for film exposure, and an Azure or LI-COR machine was used to image the blot. ImageJ or LI-COR imaging software was used to quantify bands on the blots. To determine total O-GlcNAc levels, cells were lysed in RIPA buffer with a Pierce^TM^ protease inhibitor mini tablet and a Pierce^TM^ phosphatase inhibitor mini tablet (1 tablet per 10 ml of lysis buffer). The lysates were incubated on ice for 30 min and centrifuged at 13,950 × *g* for 10 min before immunoblotting.

### Immunofluorescence

Cells were plated in triplicate in 4-well culture slides. Wild-type or 6SA GFP-tagged SNAIL plasmid (0.75 μg) was transiently transfected by using Lipofectamine 2000 overnight. Cells were fixed in 4% paraformaldehyde (PFA) for 30 min followed by four washes in ice cold PBS. After fixation of the cells, the localization of SNAIL proteins (green) and nuclei (blue; Hoechst 33342) were examined under a confocal microscope (Zeiss Lsm 700), in at least 40 randomly selected fields at ×400 magnification.

### Hexokinase activity assay

Hexokinase activity in whole-cell lysates and mitochondrial fractions was measured using a standard glucose-6-phosphate (G6P) dehydrogenase (G6PDH)-coupled spectrophotometric assay as described previously^56^. Whole-cell lysates were prepared by brief sonication in homogenization buffer containing 45 mM Tris-HCl, 50 mM KH2PO4, 10 mM glucose, and 0.5 mM EGTA. Hexokinase activity was measured as the total glucose-phosphorylating capacity of whole-cell lysates in a final assay mixture containing 50 mM triethanolamine chloride, 7.5 mM MgCl2, 0.5 mM EGTA, 11 mM monothioglycerol, 4 mM glucose, 6.6 mM ATP, 0.5 mg/ml NADP, and 0.5 U/ml G6PDH, pH 8.5. Hexokinase activity in each sample was calculated as the coupled rate of NADPH formation by the Lambert–Beer law as follows: [(A340/*t*)] × dilution factor/[protein], where (6.22 mM^−1^cm^−1^) is the extinction coefficient for NADPH at 340 nm (*t* = time, [protein] = protein concentration).

#### Quantitation of G6P in cells by fluorometric assay

An enzymatic fluorometric assay to quantify G6P was performed following the method described previously^59^ with minor modifications. Briefly, samples were extracted from 5 × 10^6^ cells with MeOH/CHCl_3_ and stored at −80 °C. Just prior to the assay, the extracted samples were dissolved in 50 μl of Millipore water, and then 10 μl of each extraction sample were incubated for 30 min at room temperature in a 96-well plate with 90 μl of an assay cocktail containing 50 mM triethanolamine (TEA, pH 7.6), 1.0 mM MgCl2, 100 μM NADP+, 10 μM resazurin, 1.5 U/ml G6PD, and 0.2 U/ml diaphorase). In this assay, G6P is oxidized by G6P dehydrogenase in the presence of NADP+, and stoichiometrically generated NADPH is then amplified by the diaphorase–resazurin system. Fluorescence at 590 nm was measured using excitation at 530 nm. Background fluorescence was corrected by subtracting the value of the blank for each sample, and G6P concentrations were calculated from a standard curve. Fluorescence was measured using a Tecan Infinite M200 PRO plate reader in 96-well black assay plates.

#### Protein stability assays

For measuring MCL1 protein stability in MI5-4 CHO cells and in MI5-4 CHO cells expressing HK2 or for measuring endogenous SNAIL protein stability in 4T1 and 4T1shHK2 cells, cells were plated on 6-well plates at a seeding density of 2 × 10^5^ cells/well. Cells were treated with cycloheximide (100 μM) for the indicated time points. For wild-type GFP-tagged or 6SA GFP-tagged SNAIL, 1.5 μg of plasmid was transiently transfected by using Lipofectamine 2000 overnight.

#### Enzyme-linked immunosorbent assay for monitoring the HK2/PRKAR1a and HK2/GSK3β interaction

Enzyme-linked immunosorbent assays were conducted in Pierce Nickel (His) or Glutathione (GST) 96-well coated plates. The plates were respectively coated with His-PRKAR1a (50 nM; Sino Biological) or GST-GSK3β (50 nM; Abcam), in coating buffer (phosphate-buffered saline containing 0.5 mM phenylmethanesulfonyl fluoride and 1 mM dithiothreitol) and incubated overnight at 4 °C. Thereafter, unbound protein was removed by washing the wells three times with 100 μl of washing buffer (phosphate-buffered saline containing 0.05% Tween 20) and blocking buffer (coating buffer containing 0.6% skimmed milk powder and 0.05% Tween 20) was added (100 μl, 1 h, room temperature). After removal, monitoring of interactions of PRKAR1a or GSK3β with HK2 was carried out in coating buffer and increasing concentration of Myc-HK2 protein (OriGene; 0–64 nM, 40 μl/well, 2 h, room temperature). For G6P-induced binding inhibition, 30 min before the end of the incubation, G6P (0–100 μM) is added directly to the wells. Unbound protein was removed by washing the wells three times with 100 μl of washing buffer and bound Myc-HK2 was detected with monoclonal anti-Myc HRP-conjugated antibody (Abcam; 1:5000 in blocking buffer, 1 h, room temperature). Bound PRKAR1a or GSK3β were detected by incubation with rabbit anti- PRKAR1a antibody (Cell Signaling; 1:2000 in blocking buffer) or mouse anti-GSK3β antibody (Millipore; 1:2000 in blocking buffer) and HRP-conjugated anti-rabbit or mouse IgG (1:3000, 1 h, room temperature). For each assay, non-specific binding is also conducted as described in figures.

Each antibody incubation step was followed by washing. The HRP reaction was initiated by addition of 3,3′,5,5′-tetramethylbenzidine enzyme-linked immunosorbent assay substrate solution (Sigma) and terminated after 30 min by adding H2SO4 (2 M; 50 μl/well). The colored reaction product was quantified by measuring A450 nm in a Cytation 1 plate reader (Biotek).

#### Enzyme-linked immunosorbent assay for monitoring the PRKAR1a/HK2/GSK3β interaction

Binding assay is conducted on Pierce Nickel-coated 96-well plates and after successive incubation with His-PRKAR1a and Myc-HK2 as described above, unbound proteins will be washed and blocking buffer will be added for 1 h at room temperature. Thereafter, GST-GSK3β is added at increasing concentration (0–64 nM; 40 μl/well, 2 h, room temperature). For G6P-induced binding inhibition, 30 min before the end of the incubation, G6P (0–1000 μM) is added directly to the wells. Unbound protein was removed by washing the wells as described above and bound GST-GSK3β was detected with monoclonal anti-GST HRP-conjugated antibody (Abcam; 1:5000 in blocking buffer, 1 h, room temperature). Bound PRKAR1a or HK2 were detected by incubation with rabbit anti- PRKAR1a antibody (Cell Signaling; 1:2000 in blocking buffer) or rabbit anti-HK2 antibody (Cell Signaling; 1:2000 in blocking buffer) and HRP-conjugated anti-rabbit IgG (1:3000, 1 h, room temperature). For each assay, non-specific binding is also conducted as described in figures and HRP reaction is conducted as described above.

#### Monitoring of GSK3 phosphorylation in the HK2/PRKAR1α/GSK3β complex

Enzyme-linked immunosorbent assays were conducted in Pierce Nickel-8-well-strip-coated plates. The plates were coated with His-HK2 (50 nM; Creative Biomart) in coating buffer and incubated overnight at 4 °C. Unbound proteins is then washed and blocking buffer is added for 1 h at room temperature. Thereafter, Myc-PRKAR1α (32 nM; Creative Biomart), PKAc (20 nM; Promega) and GST-GSK3β (32 nM; Abcam) successively, each for 1 h incubation at room temperature, and unbound protein will be carefully washed after each incubation. After all proteins are bound, kinase buffer (1 mM ATP and 10 mM MgCl_2_ in Tris 20 mM, pH 7.4) with or without cyclic AMP (10 µM) is added to all appropriate wells (1 h; room temperature). After incubation, kinase buffer is washed and appropriate antibody will be added to the wells de detect bound proteins (P-GSK3β, total GSK3, PRKAR1α, HK2, and PKAc) and incubated overnight at 4 °C. After washing, total bound GST-GSK3β was detected with monoclonal anti-GST HRP-conjugated antibody, and bound P-GSK3β, PRKAR1α, HK2 and PKAc antibodies are detected with HRP-conjugated anti-rabbit IgG (1:3000, 2 h, room temperature). The HRP reaction is conducted as described above.

For G6P-induced binding inhibition, G6P (1 mM) is added 30 min before the end of the incubation with GST-GSK3β, before the addition of kinase buffer.

Negative control reactions are conducted as described above, in absence of His-HK2 or Myc-PKAR1α.

#### Enzyme-linked immunosorbent assay for monitoring the PRKAR1a/HK2 interaction in presence of FMP-API-1

Binding assay is conducted on Pierce Nickel-coated 8-well strip plates and after successive incubation with His-PRKAR1α and Myc-HK2 as described above, unbound proteins will be washed and blocking buffer will be added for 1 h at room temperature. Thereafter, FMP-API-1 is added directly to the wells 30 min before the end of the incubation with Myc-HK2 at increasing concentration (0–1000 μM). Unbound protein was removed by washing the wells as described above and bound Myc-HK2 was detected with monoclonal anti-Myc HRP-conjugated antibody (Abcam; 1:5000 in blocking buffer, 1 h, room temperature). HRP reaction is then conducted as described above.

#### Metabolic labeling

For metabolic tracing in A549 cells, 7.0 × 10^5^ cells were plated onto 6-well plates for next day pulse-labeling with 25 mM [1,2-^13^C] glucose (Cambridge Isotope Laboratories). Isotope labeling experiments were performed for 4 h, and extra plates were included for cell counts. At the time of collection, plates were washed twice with 1 ml of (9 g/l) NaCl. Then, cells were incubated with 600 μl mixed solvent (water:methanol:acetonitrile = 1:1:1) containing 2 μl of 2 mg/ml Norvaline (SigmaAldrich) dissolved in distilled water as an internal standard, and then scraped down with cell scrapers. The solution was shaken at 1200 rpm for 30 min and centrifuged at 16,000 × *g* for 15 min at 4 °C. The supernatant (280 μl) was transferred to a clean tube and lyophilized under nitrogen gas. The lyophilized samples were derivatized with 15 µl of 2 wt% methoxylamine hydrochloride (Thermo Fisher) for 60 min at 42 °C. Next, 35 µl of N-methyl-N-(tert-butyldimethylsilyl)-trifluoroacetamide (MTBSTFA) +1% tert-butyldimetheylchlorosilane (t-BDMCS) (SigmaAldrich) was added and the samples were incubated for 60 min at 75 °C. The derivatized samples were then centrifuged at 16,000 × *g* for 5 min at 4 °C, and the supernatant (1 μl) was subjected to GC-MS measurement.

GC-MS analysis was performed using an Agilent 7890B GC equipped with a DB-5ms column (30 m × 0.25-mm inner diameter; film thickness, 0.25 μm; Agilent J&W Scientific). The front inlet temperature was 280 °C and helium flow was maintained at 1.428 ml/min. For intracellular lactate analysis, the column temperature was held at 60 °C for 1 min followed by 1-min of run time, rising at 10 °C/min to 320 °C and holding for 1 min followed by a post run of 320 °C for 9 min. For the analysis of G6P and 6PG, the initial rate was held at 60 °C for 1 min followed by 1-min of run time, rising at 10 °C/min to 325 °C and holding for 10 min followed by a post run of 60 °C for 1 min^60,61^. The peak area of each quantified ion was calculated and corrected for natural isotope abundances by following the procedure by Fernandez et al.^62^, and then normalized by the peak area of norvaline as an internal standard and cell number.

For metabolic tracing, in 4T1 and 4T1shHK2 cells, the cells were plated on 6 cm plate in triplicate (3 × 10^5^) in 5 mM glucose DMEM media for 48 h. Cells were washed in PBS and 5 mM of uniformly labeled C-13 glucose in DMEM with 10% dialyzed FBS was added for 5 min following extraction in 1 ml of cold 90/10 acetonitrile/water. Cells were collected using a cell scrapper, vortexed for 2 min, and centrifuged at highest speed for 5 min. The supernatant was transferred to clean Eppendorf tube and sent to MD Anderson Cancer Center’s Proteomics and Metabolomics Core Facility for analysis by Ion chromatography mass spectrometry (IC-MS). One 6 cm plate was collected for western blot. Cell number was counted on extra 6-well plate and protein concentration were quantified with remaining cell pellet.

#### Extracellular lactate measurements

Extracellular lactate concentrations were measured using a YSI 2700 Bioanalyzer (YSI).

#### Mouse strains and treatment protocol

C57BL/6 *MMTV-PyMT* and *HK2*^*f/f*^*;UBC-Cre*^*ERT2*^ mice were previously described^51^. *MMTV-PyMT;HK2*^*f/f*^ mice were crossed with *HK2*^*f/f*^*;UBC-Cre*^*ERT2*^ or *HK2*^*f/f*^ mice to generate experimental and control mice on a C57BL/6 background. Once a primary tumor was palpable (~12 weeks old), 0.1 ml of 30 mg/ml tamoxifen was injected IP for 7 consecutive days to systemically delete HK2 as previously described^51^. At the tumor endpoint (20% weight loss from baseline, 15% weight gain compared to aged-matched controls, tumor size greater than 15% of the body weight, tumor mass >2 cm, tumor ulceration, pallor, respiratory distress, or inability to ambulate), the mice were euthanized, and their lungs were analyzed for metastases.

*MMTV-rtTA*, *Tet(O)Cre*, and *LSL-luc* mice were purchased from Jackson Laboratory.

*MMTV-PyMT;Hk2*^*f/f*^*;LSL.Luc;MMTV.rtTATet(O)Cre* mice were generated by first crossing *MMTV-rtTA mice with LSL.Luc* and *Tet(O)Cre* mice to generat*e LSL.Luc;MMTV.rtTATet(O)Cre mice*. These mice were crossed *with MMTV-PyMT;Hk2*^*f/f*^ *mice*.

Balb/cJ mice were purchased from Jackson Laboratory and NOD.Cg-Prkdcscid (NOD-F) mice from TACONIC.

All animal work was conducted according to the ethical regulations set forth by the federal government, as reviewed and approved through the Office of Animal Care and Institutional Biosafety (OACIB) within the Office of the Vice Chancellor for Research at the University of Illinois, Chicago.

#### Histochemistry

Mammary tumor tissues and PBS-inflated lung lobes were collected, and macroscopic lung lesions were counted visually. The tissues were fixed in 10% formalin for 48 h. Tissues were paraffin embedded and sectioned for hematoxylin and eosin (H&E) staining (5-µm sections). Microscopic lung lesions were counted using a microscope.

### Primary tumor isolation and processing

Tumors isolated from MMTV-PyMT mice were isolated for scRNA-seq, western blotting, and orthotopic transplantation. The mice were sacrificed close to the tumor endpoint (primary tumor >2 cm). Primary tumors were dissected and washed several times in PBS with 1× pen/strep. The tumors were chopped into 1-mm pieces with a sterile scalpel and placed in collagenase for 1 h at 37 °C on a shaker. The collagenase mixture consisted of 10% type IV collagenase and 1% DNase dissolved and sterile filtered in DMEM. After digestion, the cells were spun for 5 min at 1000 rpm. The supernatant was aspirated, and 2 ml of ACK lysis buffer was used to resuspend the pellet for 2 min. The mixture was centrifuged again, and the pellet was washed in DMEM or PBS at least twice before proceeding with the experiment. For scRNA-seq, the pellet was resuspended in PBS and filtered through a 40-µm filter to isolate single cells for sequencing. The cells were counted with trypan blue staining to determine cell viability before proceeding with the Drop-seq protocol as previously described^42,43^.

### Single-cell RNA-seq and bioinformatics

For scRNA-seq, the PyMT tumors were isolated as described in the section regarding primary tumor isolation and processing. In total, we sacrificed 15 mice (7 and 8 replicates of primary tumors from the PyMT mouse model with or without systemic HK2 deletion, respectively) and performed the DropSeq protocol in each of the samples. The sequencing was also done independently. The pooling was done only after mapping, when we pooled the 15 matrices together to perform Seurat analysis. The pellet was resuspended in PBS and filtered through a 40-µm filter to isolate single cells for sequencing. The cells were counted with trypan blue staining to determine cell viability before proceeding with the Drop-seq protocol^41^. To isolate single-cell droplets, 1.65 × 10^5^ cells were resuspended in 1.5 ml of 0.1% BSA PBS and loaded on a microfluidic chip. Cells were lysed in the droplet, and mRNA was bound to a unique molecular identifier (UMI) on barcoded beads. The individual droplets were broken down and pooled in a reverse transcriptase mixture. Single-cell transcriptomes attached to microparticles (STAMPs) were created by reverse transcription. The STAMPS were PCR amplified, and unhybridized DNA was removed with exonuclease I treatment. The UIC Research Resources Center (RRC) used TapeStation and Qubit to check the cDNA quality and quantity of the amplified products. The Nextera XT kit was used to make the libraries, which were then sequenced by an Illumina NextSeq 500. The raw sequence data were filtered and aligned to the mouse genome (mm10) with the addition of the PyMT gene sequence to help identify positive tumor cells. The digital expression matrix file containing UMIs were analyzed with the Seurat package version 2.3.4^63^ R version 3.5.3. Mitochondrial genes were removed from the matrices before being analyzed in Seurat. 

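Genes with the mitochondrial prefix were listed in the matrices of replicates 7 and 8 only, 26 genes in the former and 27 in the latter, where they held 1.39% and 2.20% of the UMIs in cells. They were left out before any other step. The matrices of replicates 1 to 5 listed none, so for these the removal had no effect. The number of genes listed ranged from 19895 to 27049 per tumor.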

Only genes present in at least 3 cells were kept. 

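In the matrices of the control tumors, 2220 to 4848 barcodes per tumor had fewer than 200 genes. Barcodes above 6000 genes numbered 1 in replicate 1 and 2 in replicate 7, with none in the other tumors, so nearly all barcodes that were not kept had too few genes. Asking for at least 500 genes left 5830 cells, 397 to 1723 per tumor. Scrublet, a doublet caller run on each tumor separately, called 64 cells, 34 of them in replicate 7. This is too small a share of the cells for the caller to have worked, so the called cells were kept and doublets remain a limit of the levels reported. Without them 14983 cells remain.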

In order to filter out low-quality cells and likely doublets, we excluded cells with less than 200 and more than 6000 genes. Normalization and finding variable genes were done using default parameters using the functions “NormalizeData” and “FindVariableGenes”, respectively. Data was scaled using the function “ScaleData” regressing only the variable “nUMI”. 

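Cells of all 7 control tumors were found in each of the 12 clusters. The largest share that came from 1 tumor was 26.5% in cluster 0, from replicate 4, and 27.1% and 29.7% in clusters 1 and 10, from replicate 1. In hormone-sensing luminal epithelial-like cluster 7, 65.5% of the cells came from replicate 4. Any pair of tumors shared at most 1 cell barcode, so no library had been deposited under 2 names.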

No batch correction was performed. “RunPCA” was ran on the variable genes. Clusters were identified using the function “FindClusters” using a resolution of 0.6 and 9 dimensions that were selected using a *p*-value < 10^−10^ calculated using “JackStraw” function as cutoff. 

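The control tumors were clustered with the same resolution and number of dimensions, and the significance of the components was not computed again. A resolution of 0.4 gave 9 clusters, 20 principal components gave 15, and a lower limit of 500 genes per cell gave 10. Keeping the reported genes among the variable genes, or leaving out the cells called doublets, gave 12.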

Dimensionality reduction was done using the function “RunTSNE” using 9 dimensions as described earlier. We checked for over-clustering considering clusters for identical top genes. Top markers for each clusters were identified using the function “FindAllMarkers” using default parameters except for “only.pos = TRUE”. Based on the expression of top markers we annotated the cell type of each cluster using cell type markers used previously in scRNAseq data^64,65^. 

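For the control tumors, the name of a cluster came from the marker list with the highest mean log2 fold over the median of the clusters. Clusters 2 and 3, led by H2-M2 and Ccl6, were macrophage/monocyte/dendritic-like, and clusters 4 and 5, led by Xcl1 and Trac, were T/NK-like. Cluster 9, led by Igkc, was B-like and cluster 6, led by Col3a1, was fibroblast-like. Clusters 7 and 8, led by Fgb and Slc12a2, were hormone-sensing luminal epithelial-like. In cluster 11 the endothelial list scored highest (5.28), followed by the myoepithelial list (4.54), but no endothelial marker and 2 myoepithelial markers were among its 10 leading genes.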

We confirm the high expression of epithelial and mesenchymal markers in clusters 14 and 15 scoring all the cells with expression of the programs “GO_EPITHELIUM_DEVELOPMENT” and “HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION” from MSigDB collections (v6.2 updated in July 2018)^66^ using the Seurat function “AddModuleScore”.

#### Quantitative RT-PCR

Total RNA was extracted with TRIzol reagent (Invitrogen) or a Qiagen RNeasy mini kit. Quantitative PCR was performed with a BIO-RAD iTaq Universal SYBR Green One-Step Kit and system. Each sample was prepared in triplicate and normalized to B-actin mRNA levels.

### Orthotopic transplantation

Cells from *MMTV-PyMT;HK2*^*f/f*^ mice were isolated as described above. The pellet was resuspended in PBS and filtered through a 75-µm filter before the cells were plated in 10% FBS, 1% pen/strep, and high-glucose DMEM. The cells were then infected with either adenovirus expressing GFP or adenovirus expressing GFP-Cre at a MOI of 1000 to delete HK2. Deletion of HK2 was verified via western blotting. The cells were orthotopically transplanted into the mammary fat pads of 6-week-old NOG-F female mice. Briefly, the cells were trypsinized, resuspended, and counted with trypan blue staining to determine cell viability and number. Cells (1 × 10^5^) were resuspended in 100 µl of a 1:1 mixture of PBS and Matrigel (Corning). They were then transplanted into the fourth mammary fat pads of NOG-F mice. Similarly, approximately 5 × 10^5^ 4T1 and 4T1shHK2 cells resuspended in 100 µl of a 1:1 mixture of PBS and Matrigel (Corning) were transplanted into the fourth mammary fat pads of 6 weeks old syngeneic Balb/cJ female mice. The recipient mice were monitored until they reached the tumor endpoint. The lungs were then isolated and processed for H&E staining to quantify lung metastasis. Finally, 5 × 10^4^ cells of 4T1shHK2 with dox inducible Empty Vector or 6SA-SNAIL cells were resuspended in 100 μl of 1:1 in PBS and Matrigel (Corning) mixture and transplanted into the fourth mammary fat pad of syngeneic Balb/cJ mice. The following day DOX (1 ml/ml in water with 5% sucrose) was added to both groups of mice for 1 week. The recipient mice were monitored until they reached tumor endpoint and lungs were isolated and processed for H&E stain to quantify lung metastasis.

#### Transwell migration and invasion assays

For the transwell migration assay, 1 × 10^5^ cells in 200 µl were incubated in 24-plate chamber wells containing 8.0-μm filter in high-glucose DMEM with 0% serum. The lower chamber contained 750 µl of high-glucose DMEM with 20% serum as a stimulant. After 12 h, the cells were washed twice in PBS, and the nonmigrated cells were scraped away with a cotton swab. The cells were fixed in methanol and stained with crystal violet. Migrated cells in five random fields were counted with Image J (version 1.51). For the transwell invasion assay, 1 × 10^5^ cells in 500 µl were incubated in gel-coated 24-plate chamber wells containing an 8.0-μm filter in DMEM containing 5 mM glucose and 0% serum. The lower chamber contained 750 µl of DMEM containing 5 mM glucose and 20% serum as a stimulant. After 24 h, the cells were washed twice in PBS, and the nonmigrated cells were scraped away with a cotton swab. The cells were fixed with methanol and stained with crystal violet. Migrated and invaded cells in ten random fields were counted with Image J.

Antibodies: Supplementary Table 1

Recombinant Proteins: Supplementary Table 1

Chemicals and Enzymes: Supplementary Table 1

Commercial Assay Kits: Supplementary Table 1

Primers: Supplementary Table 2

### Statistical analysis

Unless otherwise indicated, statistically significant differences were assessed by unpaired Student’s *t*-test when two groups were compared or one-way ANOVA test when more than two groups were compared. Data were expressed as the mean ± SEM as indicated in the figure legends. Unless otherwise indicated, the criterion for statistical significance was set at *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical analyses were performed using GraphPad Prism Software Version 8.0 and Microsoft Excel. There is one example in the paper in which one mouse was excluded based on analysis by Prism (Fig. 9e). This figure shows that transient inducible expression of SNAIL rescues the ability of 4T1shHK2 cells to metastasize. All five mice showed the same trend. However, one mouse had more than 10-fold higher basal metastases when compared to the rest of the mice. The GraphPad Prism Software Version 8.0 recognized this mouse as an outlier and therefore this mouse was excluded from the analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

All data are included in the paper and supplementary information files. Uncropped images for immunoblots are provided. Single-Cell RNA sequencing raw data were deposited to the database Gene Expression Omnibus (GEO) [https://www.ncbi.nlm.nih.gov/geo) under the accession number GSE148445]. Raw data of metabolic tracing experiments are available upon request.

# Supplementary material for: A non-catalytic scaffolding activity of hexokinase 2 contributes to EMT and metastasis
**Source:** Nat Commun. 2022 Feb 16;13:899. doi: 10.1038/s41467-022-28440-3

## **Supplementary Information**

### **A non-catalytic scaffolding activity of Hexokinase 2 contributes to EMT and metastasis**

Catherine S. Blaha<sup>1\*</sup>, Gopalakrishnan Ramakrishnan<sup>1\*</sup>, Sang-Min Jeon<sup>2\*</sup>, Veronique Nogueira<sup>1\*</sup>, Hyunsoo Rho<sup>1</sup>, Soeun Kang<sup>1</sup>, Prashanth Bhaskar<sup>1</sup>, Alexander R. Terry<sup>1</sup>, Alexandre F. Aissa<sup>1</sup>, Maxim V. Frolov<sup>1</sup>, Krushna C. Patra<sup>1,6</sup>, R. Brooks Robey<sup>3,4</sup>, and Nissim Hay<sup>1,5</sup>

<sup>1</sup>Department of Biochemistry and Molecular Genetics, College of Medicine, University of Illinois at Chicago, Chicago, IL 60607, USA; <sup>2</sup>College of Pharmacy, Ajou University Yeongtong-gu, Suwon-si, Gyeonggi-do, 443-749, Korea, <sup>3</sup>Veterans Affairs Medical Center, White River Junction, VT 05009, USA; <sup>4</sup>Geisel School of Medicine at Dartmouth, Hanover, NH 03755, USA, and <sup>5</sup>Research & Development Section, Jesse Brown VA Medical Center, Chicago, IL 60612, USA;

\* Equal contributions

### **Supplementary Figures 1-15**

### **Supplementary Figure 16: Uncropped WBs.**

**Supplementary Table 1:** Antibody list, Recombinant protein list, Chemicals and Enzymes, Commercial Assay Kits

### **Supplementary Table 2: PRIMERS**

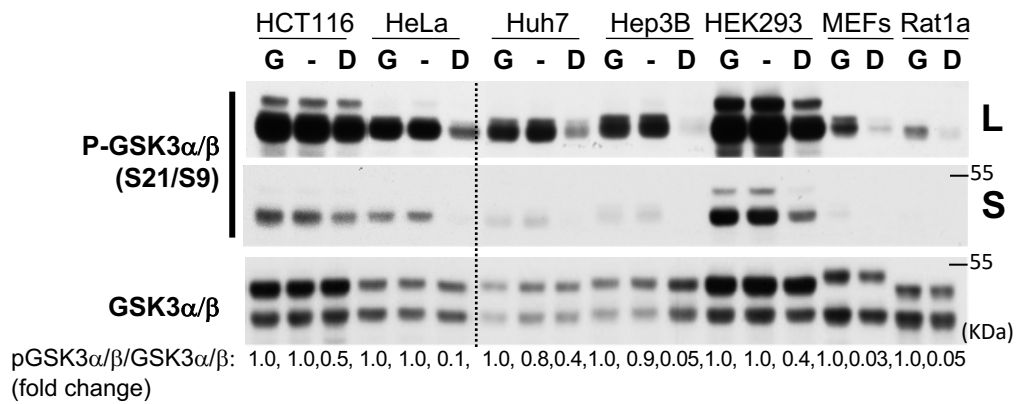

**Supplementary Fig. 1:** Cells were incubated in the presence of glucose (G), absence of glucose (-) or presence of 2-DG (D) for 2hr. An immunoblot image shows the phosphorylation of GSK3 $\alpha$  and GSK3 $\beta$ . Similar results with individual cell lines were obtained in 2 independent experiments. Relative densitometric quantifications of pGSK3/GSK3 are shown.

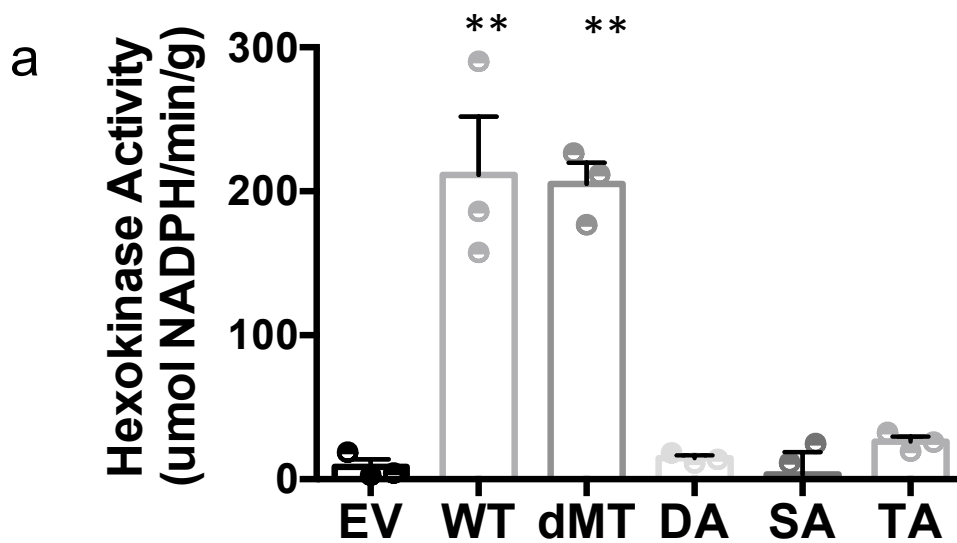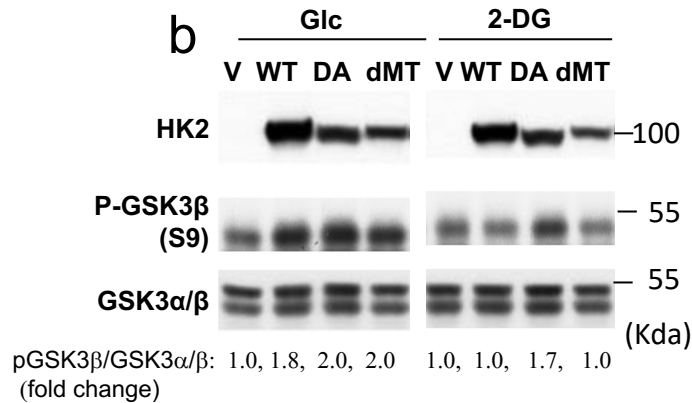

**Supplementary Figure 2: a.** Hexokinase activity in MI5-4 CHO cells expressing empty vector (EV), WT HK2 or HK2 mutants. Results are the mean  $\pm$  SEM of 3 independent experiments in triplicate. \*\* $p < 0.01$  ( $p = 0.0076$  for WT,  $p = 0.0002$  for dMT,  $p = 0.3461$  for DA,  $p = 0.7588$  for SA,  $p = 0.0521$  for TA) all 2-sided t-test vs. EV.

**b.** MI5-4 CHO cells expressing either wild type (WT), kinase-dead HK2 mutant (DA), mitochondrial binding deficient mutant (dMT) or empty vector (V) were incubated in glucose free medium in the presence of 10mM glucose (G) or 2-DG (D). After 2hr, cells were harvested and analyzed by immunoblotting. Immunoblot represents 2 independent experiments

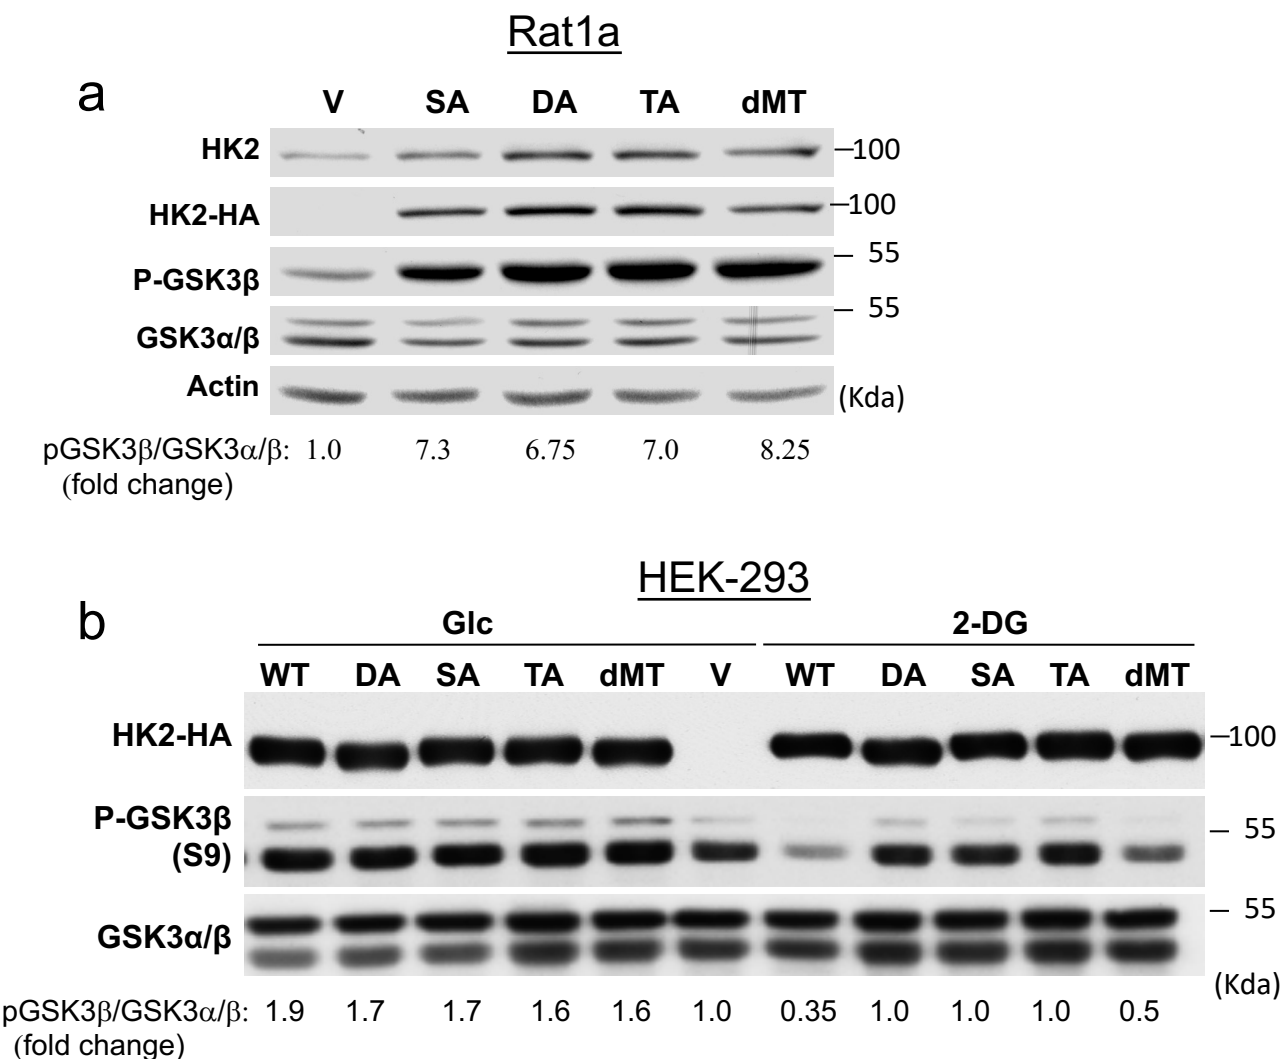

**Supplementary Figure 3. Hexokinase maintains GSK3β phosphorylation independent of its activity, but its activity is required to suppress GSK3β phosphorylation by 2-DG.**

**a.** The effect of WT HK2 and HK2 mutants overexpression on GSK3β phosphorylation in Rat1a cells (n=2).

**b.** The effect of 2-DG on GSK3β phosphorylation mediated by either WT HK2 or HK2 mutants in HEK293 cells (n=2).

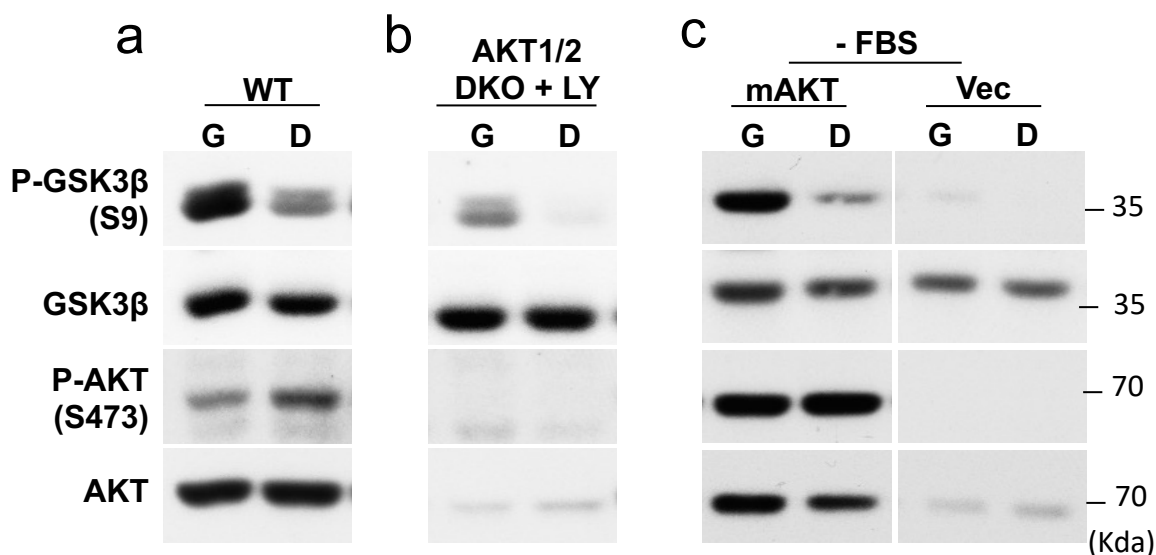

**Supplementary Figure 4. The effect of HK2 on GSK3β phosphorylation is independent of Akt activity.**

**a.** WT MEFs were incubated in glucose free medium in the presence of 10mM glucose (G) or 2-DG (D) followed by immunoblotting to determine GSK3β and Akt phosphorylation (n=3).

**b.** Akt1/2 DKO MEFs treated with LY294002 (LY) were incubated in glucose free medium in the presence of 10mM glucose (G) or 2-DG (D) followed by immunoblotting to determine GSK3β and Akt phosphorylation (similar results obtained in 3 different experiments).

**c.** MEFs expressing mAkt or vector control (Vec) were deprived of FBS and incubated in glucose free medium in the presence of 10mM glucose (G) or 2-DG (D) followed by immunoblotting to determine GSK3β and Akt phosphorylation (similar results obtained in 3 different experiments).

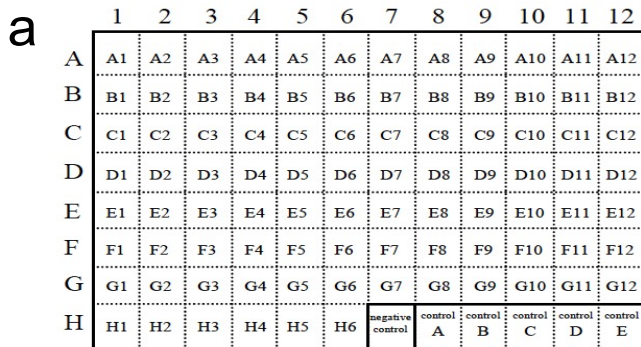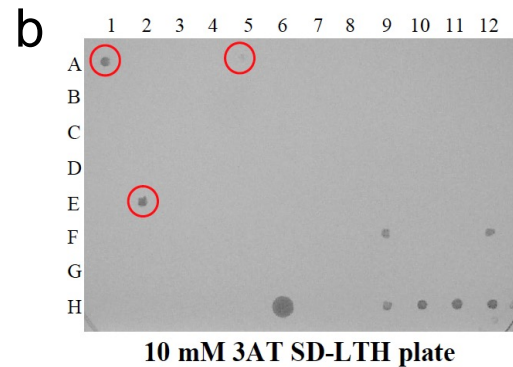

**The position of spotting colony**

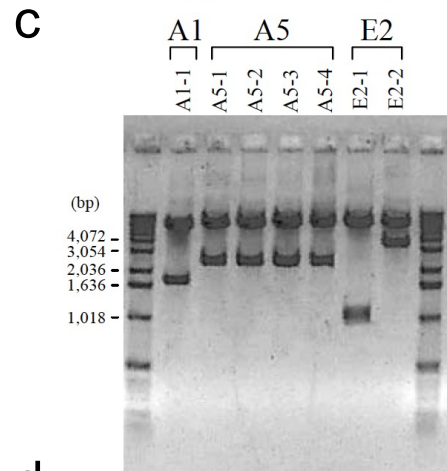

**d**

| Clone | SD-LT  | SD-LTH<br>10mM 3AT | $\beta$ -gal<br>assay | SD-LT-<br>Ura | SD-LT+<br>5FOA | Interaction strength<br>in ProQuest System |
|-------|--------|--------------------|-----------------------|---------------|----------------|--------------------------------------------|
| A1-1  | growth | -                  | white                 | -             | growth         | no interactor                              |
| A5-1  | growth | -                  | white                 | -             | growth         | no interactor                              |
| E2-1  | growth | -                  | white                 | -             | growth         | no interactor                              |
| E2-2  | growth | growth             | blue(weak)            | growth(weak)  | weak growth    | Possible weak interactor                   |

**e**

The insert sequence of E2-2

```

1 GGC GGG GCT GGG AGC AAA GCG CTG AGG GAG CTC GGT ACG CCG CCG
1  G  G  A  G  S  K  A  L  R  E  L  G  T  P  P

46 CCT CGC ACC CGC AGC CTC GCG CCC GCC GCC CGT CCC CAG AGA
16  P  R  T  R  S  L  A  P  A  A  A  R  P  Q  R

91 ACC ATG GAG TCT GGC AGT ACC GCC GCC AGT GAG GAG GCA CGC AGC
31  T  M  E  S  G  S  T  A  A  S  E  E  A  R  S

137 CTT CGA GAA TGT GAG CTC TAC GTC CAG AAG CAT AAC ATT CAA GCG
46  L  R  E  C  E  L  Y  V  Q  K  H  N  I  Q  A

183 CTG CTC AAA GAT TCT ATT GTG CAG TTG TGC ACT GCT CGA CCT GAG
61  L  L  K  D  S  I  V  Q  L  C  T  A  R  P  E

229 AGA CCC ATG GCA TTC CTC AGG GAA TAC TTT GAG AGG TTG GAG AAG
76  R  P  M  A  F  L  R  E  Y  F  E  R  L  E  K

275 GAG GAG GCA AAA CAG ATT CAG AAT CTG CAG AAA GCA GGC ACT CGT
91  E  E  A  K  Q  I  Q  N  L  Q  K  A  G  T  R

321 ACA GAC TCA AGG GAG GAT GAG ATT TCT CCT CCT CCA CCC AAC CCA
106 T  D  S  R  E  D  E  I  S  P  P  P  P  N  P

367 GTG GTT AAA GGT AGG AGG CGA CGA GGT GCT ATC AGC GCT GAG GTC
121 V  V  K  G  R  R  R  R  G  A  I  S  A  E  V

413 TAC ACG GAG GAA GAT GCG GCA TCC TAT GTT AGA AAG GTT ATA CCA
136 Y  T  E  E  D  A  A  S  Y  V  R  K  V  I  P

459 AAA GAT TAC AAG ACA ATG GCC GCT TTA GCC 480
151 K  D  Y  K  T  M  A  A  L  A

```

**Supplementary Figure 5: Yeast two-hybrid screen for HK2 interacting proteins** (Performed by Invitrogen life technologies, Japan). Full length HK2 was cloned into the pDEST32 vector as a plasmid bait. Empty pDEST32 or pDEST32 expressing HK2 were transformed into MaV203 yeast competent cells. Large scale screening was performed under 10 mM 3AT concentration. After 4 days incubation, comparatively large 90 colonies were selected and cultured in 100 ul of SD-LTH medium with 10mM 3AT for one day using a 96-well plate, and then spotted on SD-LT plate, SD-LTH 10 mM 3AT plate, and nylon membrane on YPD plate for beta-gal assay. Prey plasmids, purified from possible positive clone, were introduced into E. coli and were estimated fragment size by colony PCR. Plasmids then were purified from the E. coli and transformed along with the bait or empty plasmid back into yeast and tested for all four phenotypes (sensitivity to 3AT, growth on medium without uracil, sensitivity to 5-FOA and detection of  $\beta$ -galactosidase activity). The insert of potential interactor was sequenced and then BLAST search was performed.

- a.** Position of spotting clones.
- b.** Possible positive clones (grown on 10mM 3AT plates); A1, A5, and E2 (F9, F12, and H6 were false positive).
- c.** Inserts in A1, A5 and E2 were amplified by PCR and cloned into plasmids. Insert size after cloning is shown.
- d.** Plasmids were re-validated for interaction with the HK2 bait, and one plasmid E2-2 was found as a real interactor.
- e.** The insert sequence of E2-2. Red labeled amino acids.

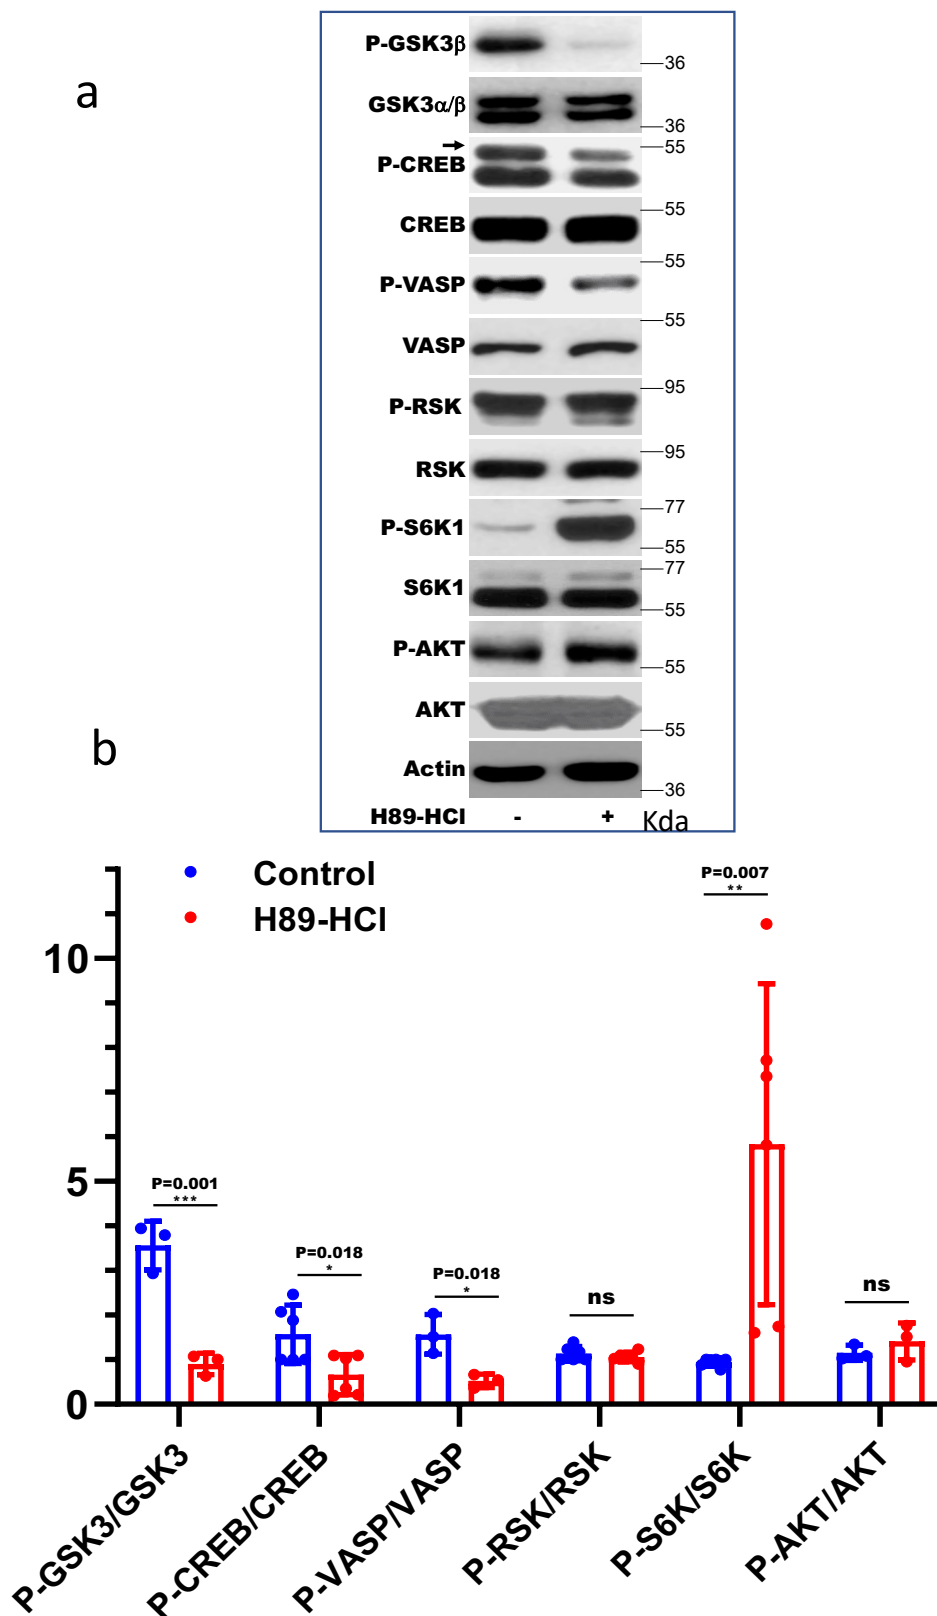

**Supplementary Figure 6. The effect of H89 on PKA relative to other kinases.**

CHO-M15-4 cells expressing HK2 were subjected to treatment with 10mM H89 for 2 hr, and proteins were extracted for immunoblotting. **a.** Representative immunoblot showing the phosphorylation of GSK3 $\beta$ , CREB and VASP as readouts for PKA activity, RSK, S6K1, and Akt. **b.** Quantification of phosphorylation: GSK3b (n=3), CREB (n=6), VASP (n=3), RSK (n=6), S6K1 (n=6), and Akt (n=3). Results are the mean  $\pm$  SEM (paired t test).

**a**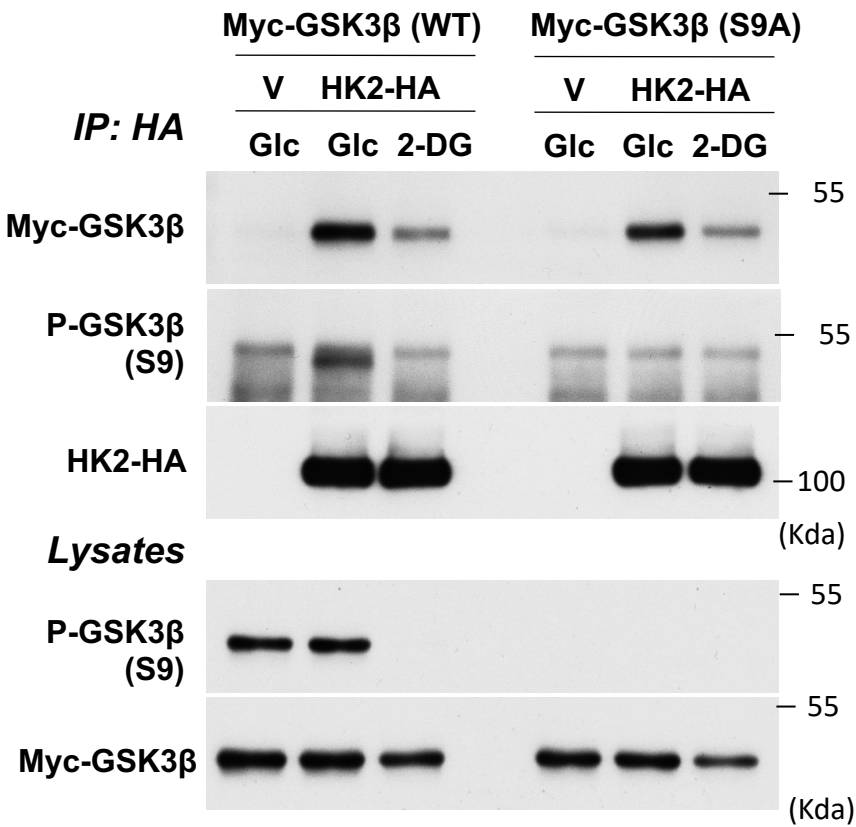**b**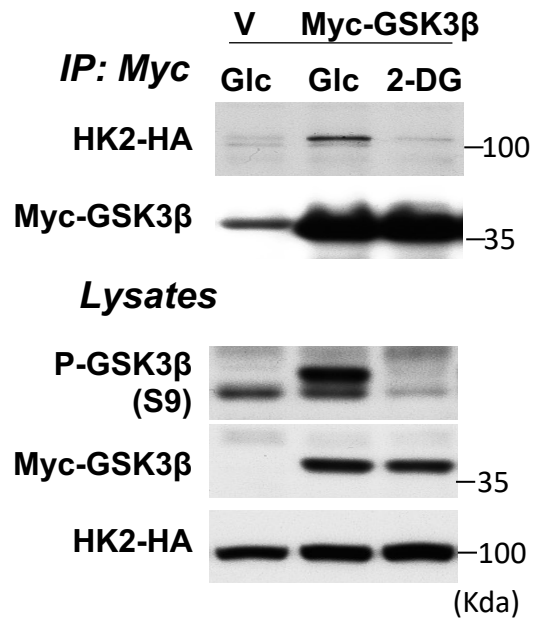**c**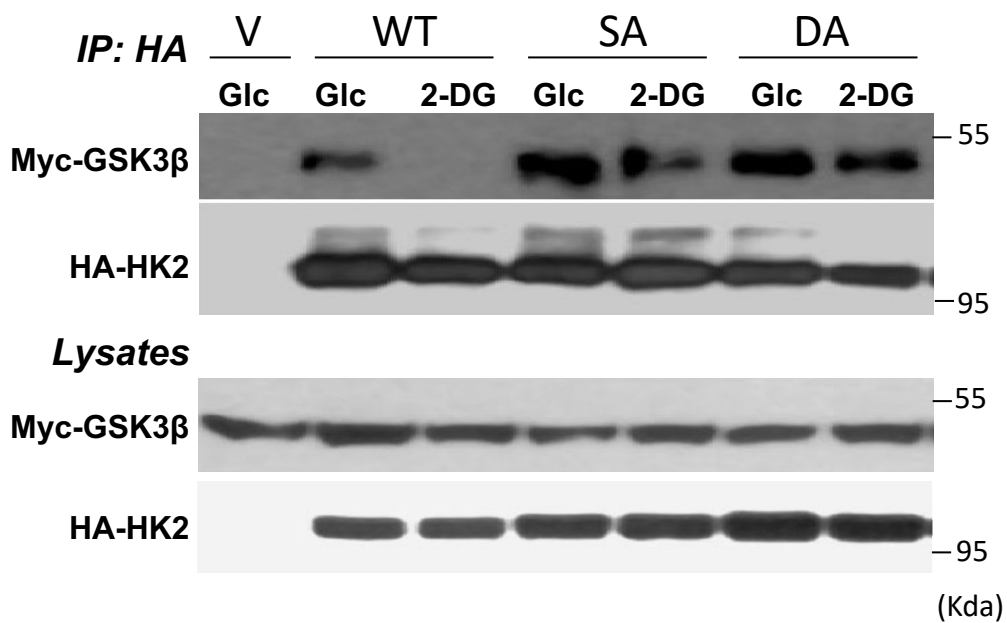

**Supplementary Figure 7. HK2 interacts with GSK3 $\beta$  in a 2DG-dependent manner.**

**a.** After co-transfection of HK2-HA or HA-vector with Myc-GSK3 $\beta$  wild type (WT) or Myc-GSK3 $\beta$  nonphosphorylatable mutant (S9A) into HEK293 cells, the cells were incubated in glucose free medium in the presence of 10mM glucose (Glc) or 2-DG. After 2hr, cells were lysed for immunoprecipitation with anti-HA antibody followed by immunoblotting using anti-Myc-HRP, anti-HA and anti-P-GSK3 $\beta$  antibodies. Total lysates were subjected to immunoblotting using anti-P-GSK3 $\beta$ , and anti-Myc-HRP antibodies. Similar results obtained in 2 experiments.

**b.** After transfection of control Myc-vector or Myc-GSK3 $\beta$  plasmid into HEK293-HK2-HA expressing cells, the cells were incubated in glucose free medium in the presence of 10mM glucose (Glc) or 2-DG. After 2hr, cells were lysed for immunoprecipitation with anti-Myc antibody followed by immunoblotting using anti-HA and anti-Myc-HRP, antibodies. Total lysates were subjected to immunoblotting using anti-P-GSK3 $\beta$ , anti-Myc-HRP, and anti-HA antibodies. Similar results obtained in 2 experiments.

**c.** After transfection of Myc-GSK3 $\beta$  into MI5-4 CHO cells expressing either WT or mutants HK2, cells were incubated in glucose free medium in the presence of 10mM glucose (Glc) or 2-DG. After 2hr, cells were lysed for immunoprecipitation with anti-HA antibody followed by immunoblotting using anti-Myc-HRP and anti-HA and antibodies. Total lysates were subjected to immunoblotting using anti-Myc-HRP and anti-HA antibodies. Similar results obtained in 2 experiments.

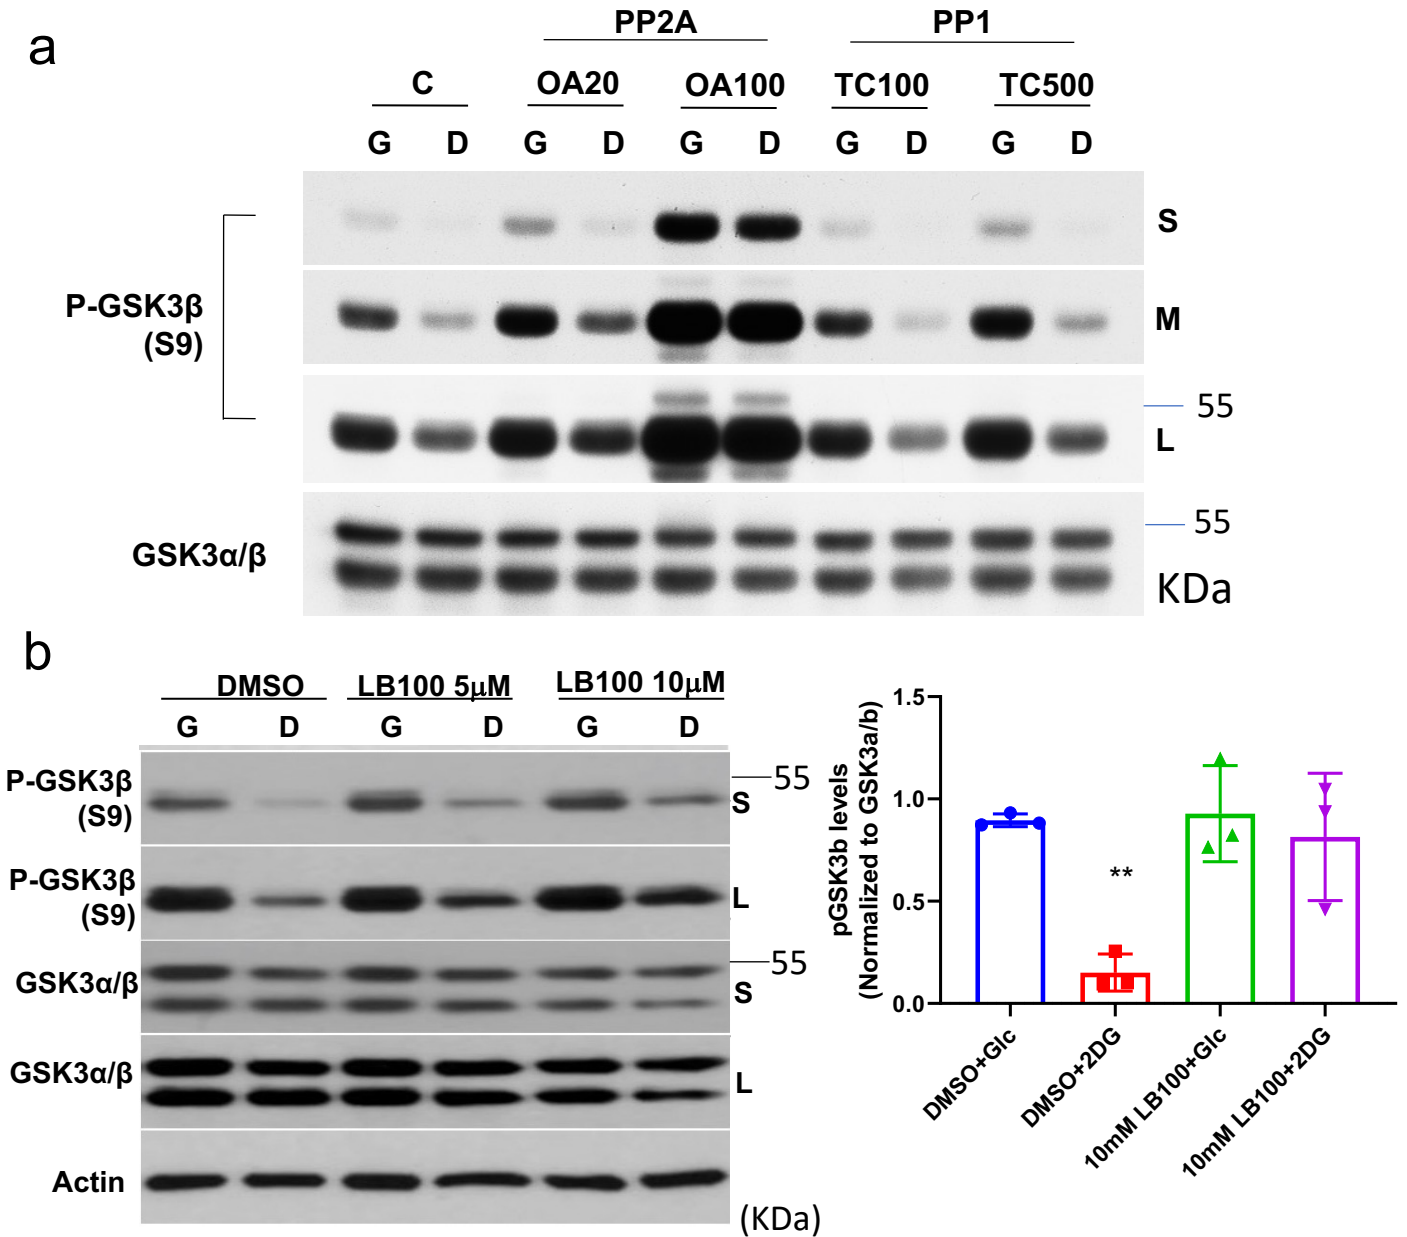

**Supplementary Figure 8. The effect of protein phosphatases on GSK3 $\beta$  phosphorylation.**

**a.** HeLa cells were incubated in glucose free medium in the presence of 10mM glucose (G) or 2-DG (D). DMSO (C), OA (20nM, 100nM), or TC (100nM, 500nM) were also treated with glucose or 2DG. After 2hr, cells were harvested and analyzed for immunoblotting using anti-P-GSK3 $\beta$  and anti-GSK3 $\alpha/\beta$  (S-short exposure, M-medium exposure, L-long exposure). Similar results were obtained in 2 independent experiments.

**b.** Experiment was done as in a except that cells were treated with LB100. Bar graph shows densitometric quantification of pGSK3b/GSK3a/b ratio (S-short exposure, L-long exposure). Results are the mean  $\pm$  SEM of 3 independent experiments; \*\*p = 0.007. One-way ANOVA test was used to calculate significant results.

a

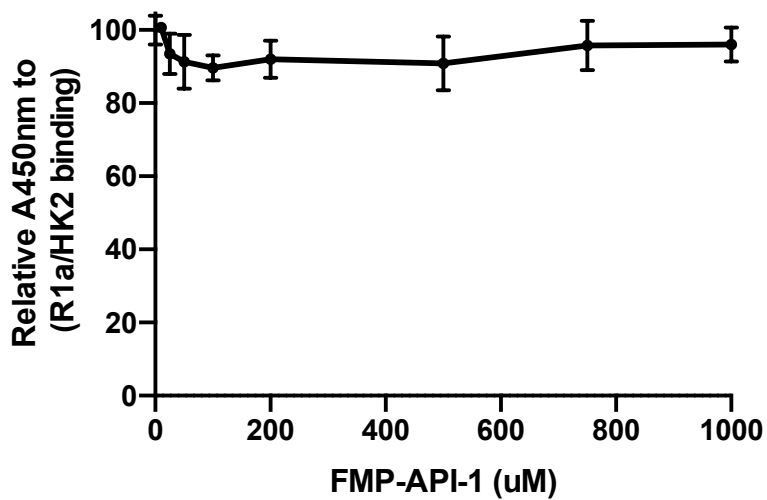

b

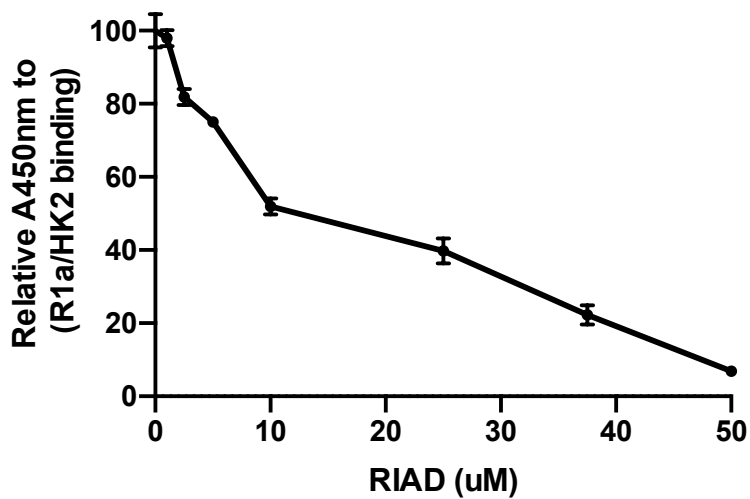

c

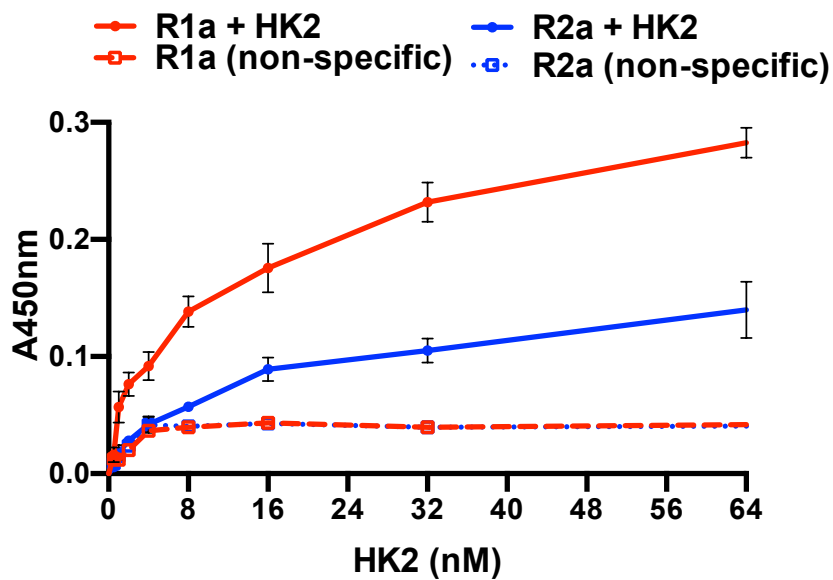

### **Supplementary Figure 9. HK2 binds specifically R1a.**

**a.** Nickel-coated 96-well plates were incubated overnight at 4°C with His-PRKAR1 $\alpha$  (50 nM) and then incubated with Myc-HK2 (32 nM) for 2h. Thirty minutes before the end of the later incubation, increasing concentrations of FMP-API-1 (0 – 1000uM) are added to the wells. HK2 binding was detected with anti-Myc-HRP conjugated antibody, and an HRP-catalyzed reaction with a chromogenic substrate solution. Results are the mean  $\pm$  SEM of 4 independent experiments (one way ANOVA  $p < 0.0001$ ).

**b.** Nickel-coated 96-well plates were incubated overnight at 4°C with His-PRKAR1 $\alpha$  (50 nM) and then incubated with Myc-HK2 (32 nM) for 3h. Two hours before the end of the later incubation, increasing concentrations of RIAD (0 – 50uM) are added to the wells. HK2 binding was detected with anti-Myc-HRP conjugated antibody, and an HRP-catalyzed reaction with a chromogenic substrate solution. Results are the mean  $\pm$  SEM of 4 independent experiments (one way ANOVA  $p < 0.0001$ ).

**c.** Nickel-coated 96-well plates were incubated overnight at 4°C with either His-PRKAR1a (50 nM) or His-PRKAR2a (50nM) and then incubated with Myc-HK2 (0.25– 64 nM) in blocking buffer or with blocking buffer without HK2. HK2 binding was detected with anti-Myc-HRP conjugated antibody, and an HRP-catalyzed reaction with a chromogenic substrate solution. Results are the mean  $\pm$  SEM of 4 independent experiments. Curves were fitted based on a one-site-binding model in GraphPad Prism followed by a comparison of fits with  $p < 0.0001$

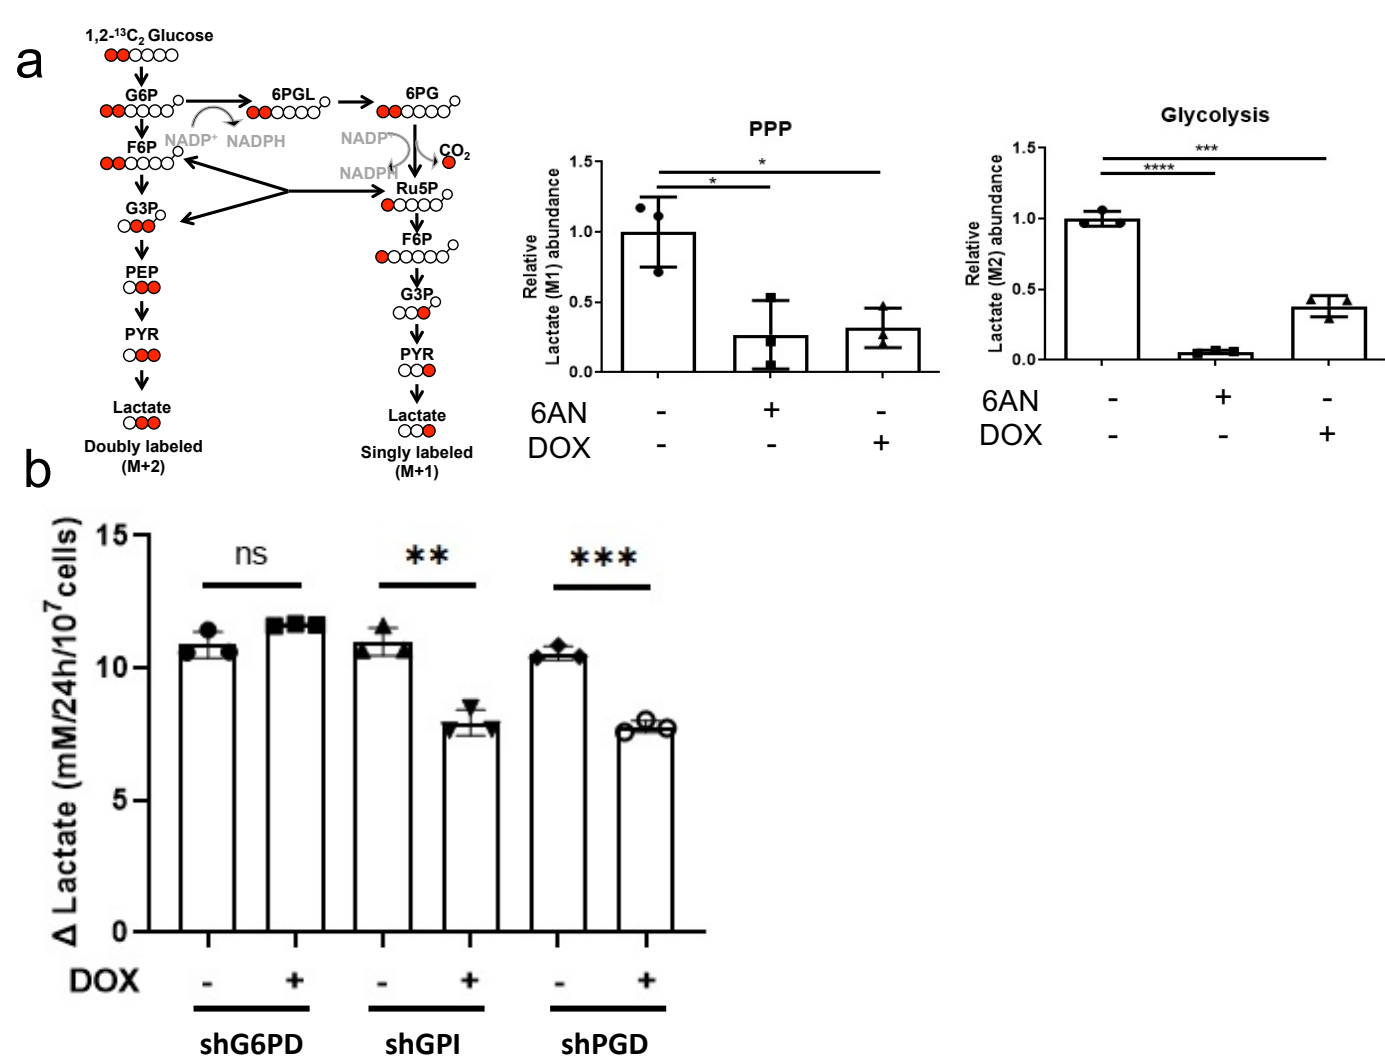

**Supplementary Figure 10. a.** Left panel: Simplified schematic of steps in glycolysis and the pentose phosphate pathway (PPP), showing <sup>13</sup>C labelling patterns resulting from [1,2-<sup>13</sup>C<sub>2</sub>]-glucose substrate and the conversion to M+1 and M+2 lactate. Red filled circles indicate <sup>13</sup>C atoms. Abbreviations: G6P, glucose-6-phosphate; 6PGL, 6-phosphogluconolactone; 6PG, 6-phosphogluconate; Ru5P, ribulose-5-phosphate; F6P, fructose-6-phosphate; G3P, glyceraldehyde-3-phosphate; PEP, phosphoenolpyruvate; PYR, pyruvate. Right panels: [1, 2-<sup>13</sup>C<sub>2</sub>]-glucose metabolic labelling in A549 cells showing the effect of 6-AN or the DOX-inducible knockdown of 6PDGH on the PPP and glycolysis (cells were treated with either 6-AN for 16h or with DOX for 4 days). Results show relative abundance of intracellular 1x<sup>13</sup>C lactate (M+1) and 2x<sup>13</sup>C lactate (M+2) after 25 mM [1, 2-<sup>13</sup>C<sub>2</sub>]-glucose labeling for 4 h. Results are the mean ± SEM of 3 independent experiments. \*p<0.05, \*\*\*p<0.001, \*\*\*\*p<0.0001 versus control; unpaired t-test. P values were calculated using two-tailed unpaired t test; \*P<0.05. \*\*\*P<0.001, \*\*\*P<0.001; exact P values are \*P=0.0221 and \*P=0.0144 for PPP, \*\*\*\*P<0.0001 and \*\*\*P=0.003 for Glycolysis. **b.** Extracellular lactate production rates in A549 cells. The amount of extracellular lactate production in 24 h was normalized to viable cell number; cells were treated with or without 0.2ug/ml DOX for 6 days. Results are the mean ± SEM of 3 independent experiments. P values were calculated using two-tailed unpaired t-test. \*\*P < 0.01, \*\*\*P < 0.001; exact P values are \*\*P=0.0017, \*\*\*P=0.002. \*\*P<0.005, \*\*\*P<0.0005.

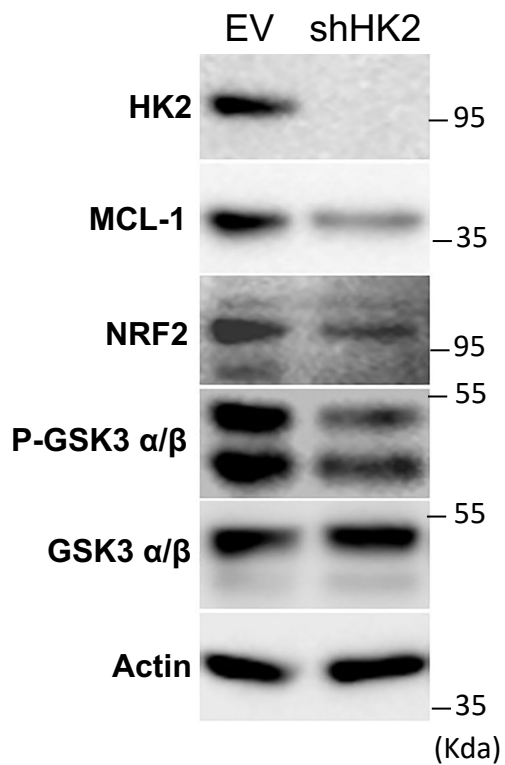

**Supplementary Figure 11.** Representative immunoblot image (n=2) showing p-GSK3 $\beta$ , MCL-1 and NRF2 levels after the knockdown of HK2 in A549 cells.

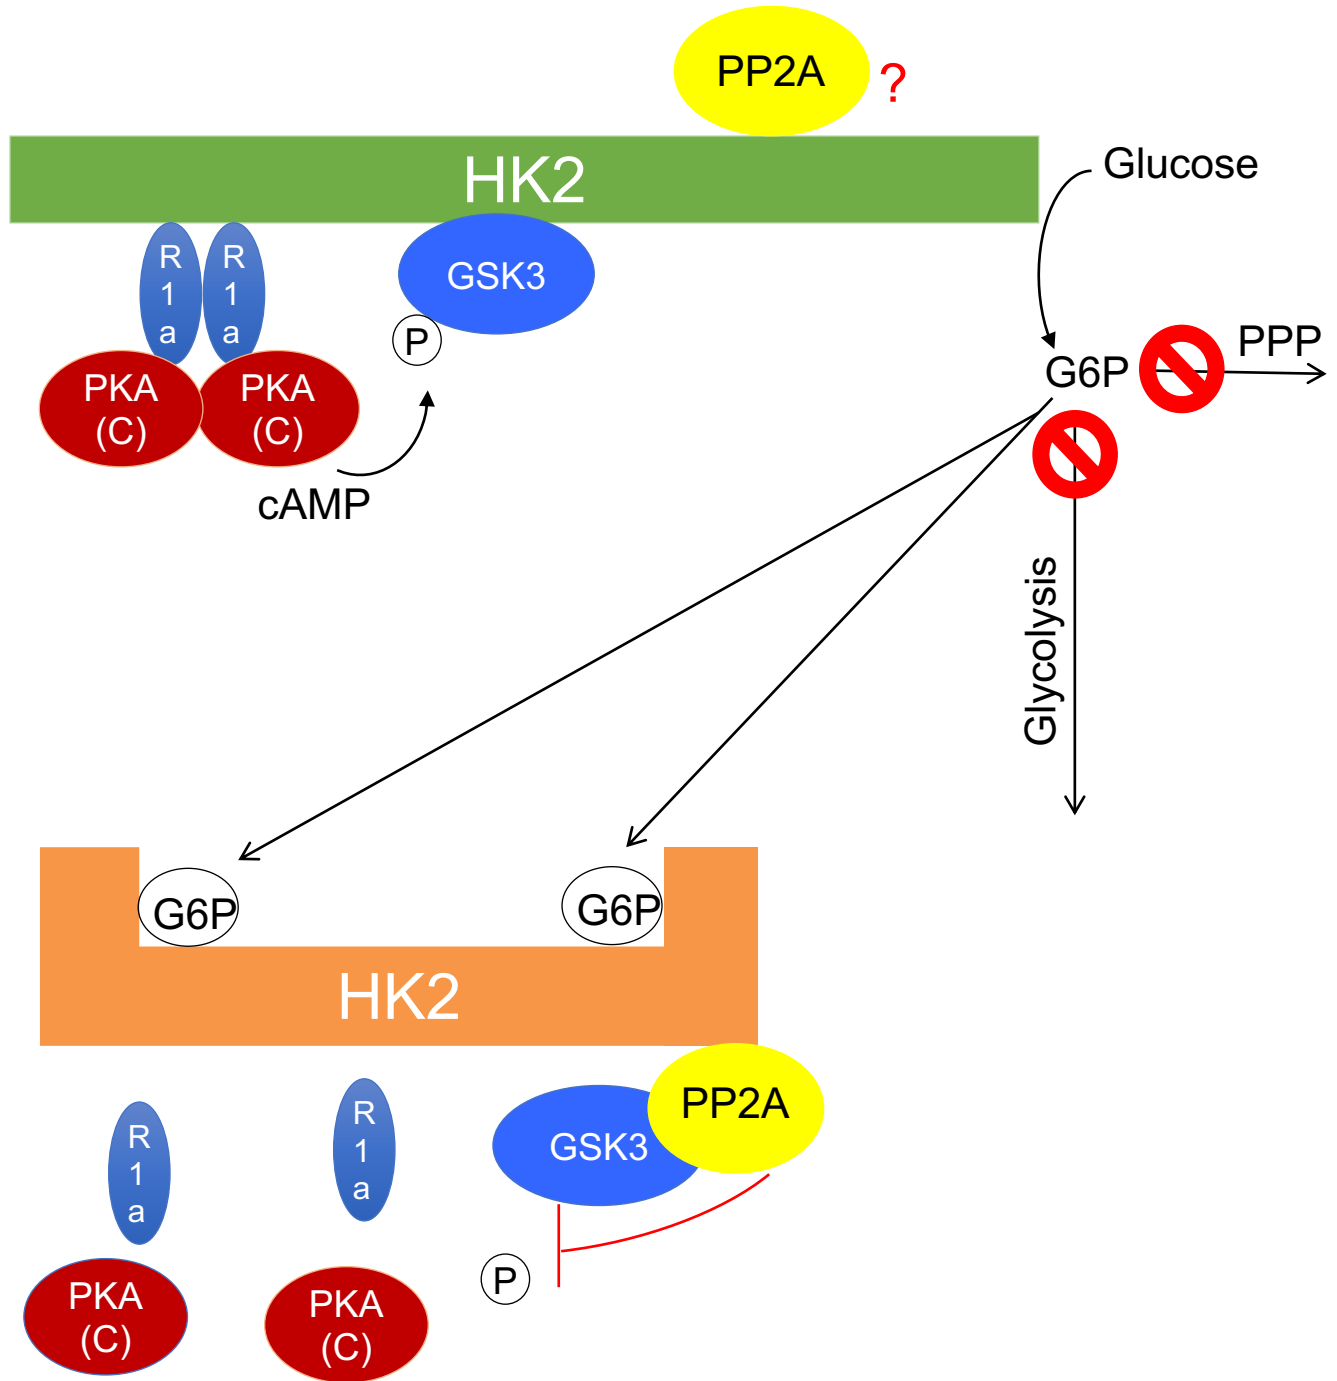

**Supplementary Figure 12. A model depicting HK2 as a scaffold for GSK3 and PRKAR1a-PKA.** When cells have high glucose flux, HK2 brings PKA and GSK3 into proximity. In the presence of cAMP, PKA is released from PRKAR1a to phosphorylate GSK3. When glucose flux is attenuated and G6P accumulates, an allosteric change is conferred to HK2 releasing GSK3 and PRKAR1a and increasing the availability of phosphorylated GSK3 to PP2A. It is possible that the amino-terminus half and the carboxy-terminus half of HK2 each binds GSK3 and PRKAR1a.

a

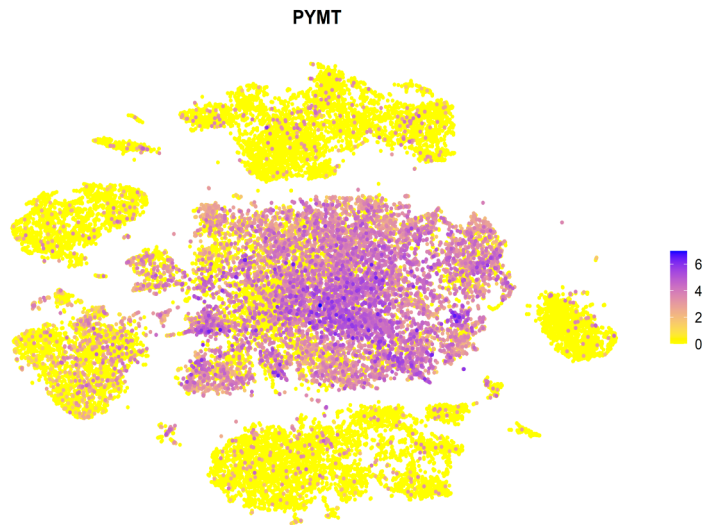

b

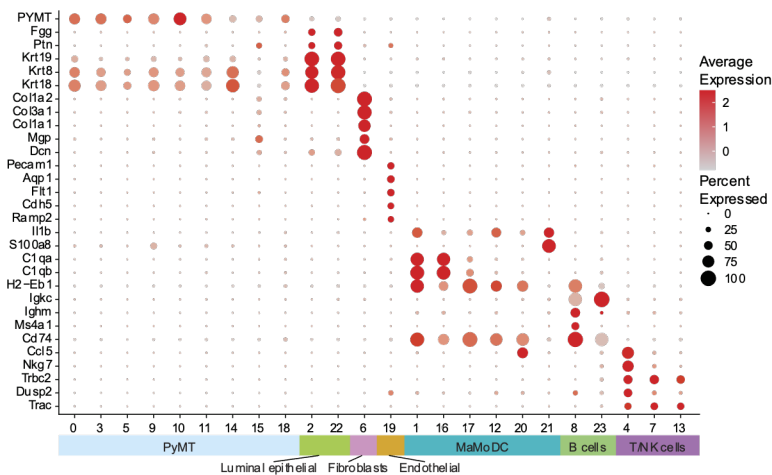

c

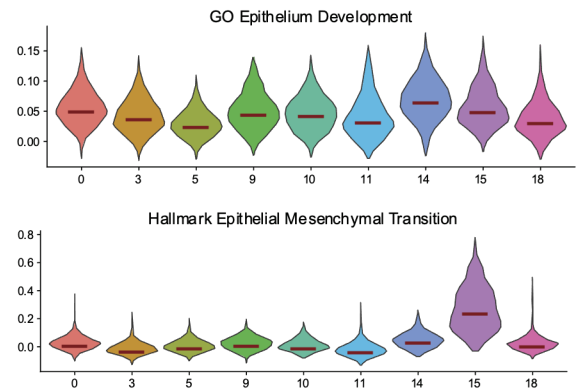

### Supplementary Figure 13: Annotated clusters of pooled wild-type and HK2 deletion primary tumor samples.

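A feature plot colors each cell by its UMIs of 1 gene, and a cell without a UMI looks the same whether or not it transcribes that gene. In the control tumors, 55.9% of cells in cluster 0, 50.2% in cluster 1 and 86.4% in cluster 10 had a PYMT UMI, with 95% Clopper-Pearson intervals of 54.3 to 57.6%, 48.2 to 52.3% and 83.0 to 89.4%, which cover counting error only. Cluster 10 was far deeper, with a median of 4500.5 UMIs per cell against 712.5 and 509. Thinned to 300 UMIs, with 315, 362 and 7 shallower cells left out, the shares were 33.9%, 35.8% and 35.3%. The thinned shares of the other 9 clusters, immune-like clusters included, ran from 2.37% to 8.90%.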

- Feature plot showing cells colored by the expression of PyMT.
- Dot plot of expression for top cluster markers and cell type annotation for each cluster. The color of each dot represents the average expression level from low (gray) to high (red), and the size of each dot represents the percentage of the cells expressing the gene. MaMoDC: macrophages, monocytes and dendritic cells; B: B cells; T/NK: T and Natural Killer cells.
- Violin plots of expression level for groups of genes related to "GO\_EPITHELIUM\_DEVELOPMENT" and "HALLMARK\_EPITHELIAL\_MESENCHYMAL\_TRANSITION" (MSigDB Collections). The median of the data is shown by the horizontal line.

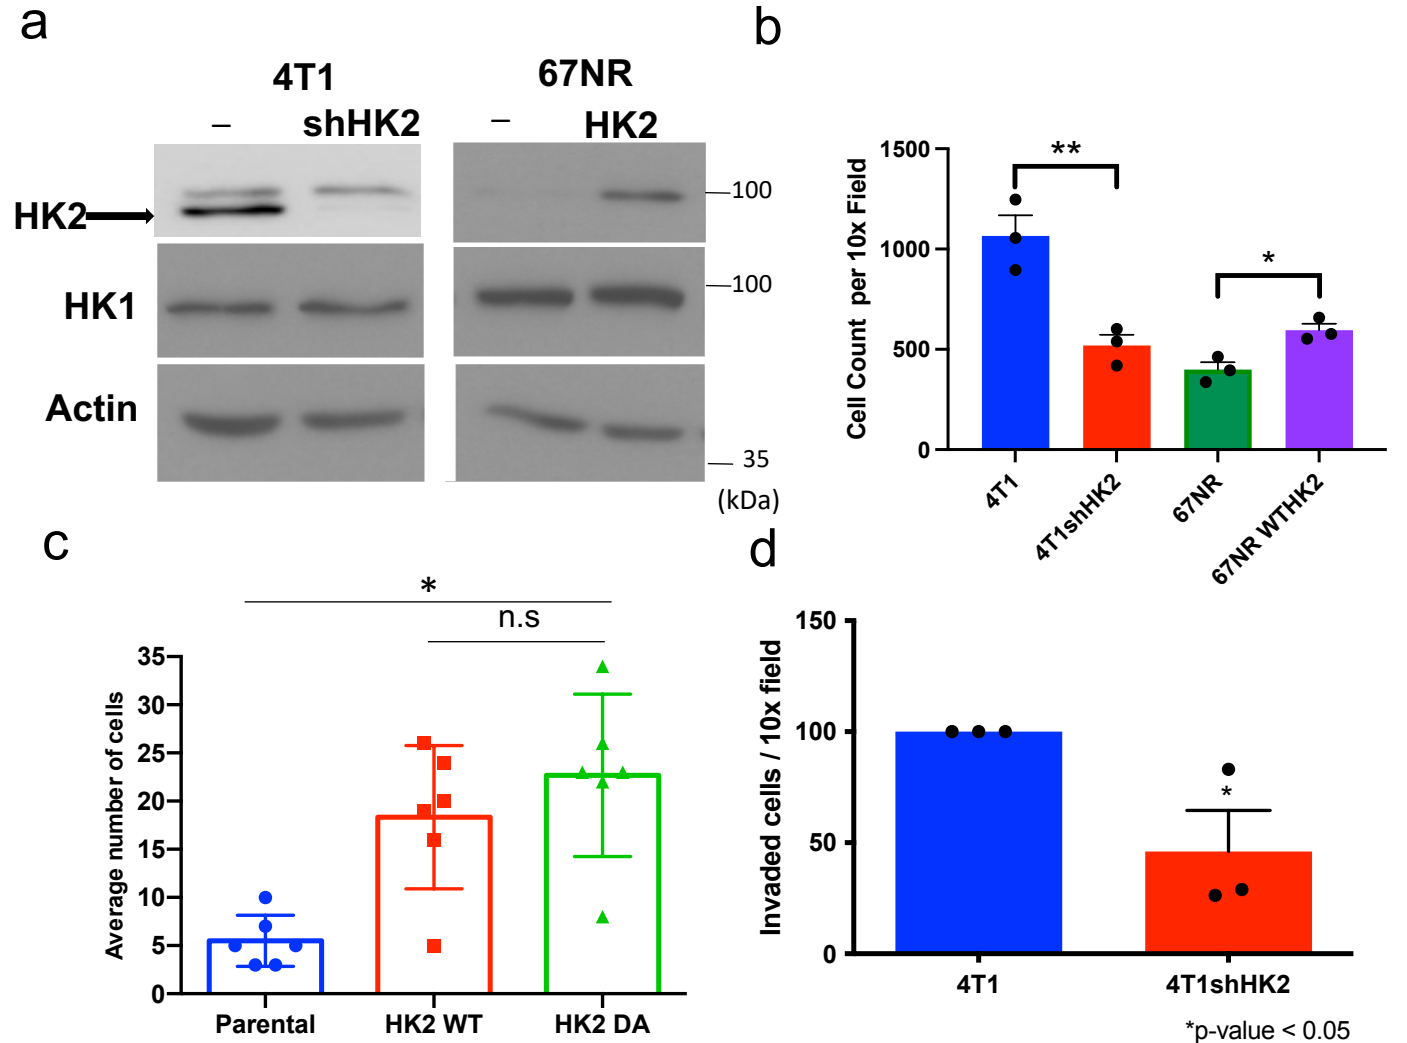

**Supplementary Figure 14. HK2 silencing in 4T1 cells decreases transwell migration and invasion, while overexpression of HK2 in 67NR cells increases transwell migration.**

**a.** Immunoblot showing (representative of 2 independent experiments) HK2 levels in 4T1 cells before and after silencing of HK2 and HK2 levels 67NR cells before and after overexpression of HK2.

**b.** Transwell migration comparing 4T1 shHK2 and 67NR WTHK2 cells to their parental cell lines. For transwell migration analysis, the cells were incubated in the upper transwell chambers for 12 hr with no serum while 20% serum was added to the lower chambers as a stimulant. Migrated cells in five random fields were counted after crystal violet staining, and three independent experiments with each group plated in triplicates were statistically analyzed. Quantified data represented as the mean  $\pm$  SEM, \* $p < 0.05$ , \*\* $p < 0.01$  ( $p = 0.009$  for 4T1 vs 4T1shHK2 and \* $p = 0.015$  for 67NR and 67NR WTHK2) using an unpaired two sided t-test.

**c.** Transwell migration analysis comparing 67NR cells to cells expression WT HK2 or HK2DA mutant. Quantified data represented as the mean  $\pm$  SEM, \* $p < 0.01$  (\* $p = 0.0013$ ) from three independent experiments with each group plated in duplicates.

**d.** Transwell invasion of 4T1shHK2 compared to their parental cell line. Briefly, the cells were incubated in a gel-coated transwell chambers for 24 hr with no serum, and 20% serum was added to the lower chambers as a stimulant. The same numbers of cells were plated on control transwell chambers for migration. The percent areas of invaded and migrated cells stained with crystal violet in ten random fields were counted, and the percentage of invaded cells was calculated. Three independent experiments were performed. The data represent the mean  $\pm$  SEM, \* $p = 0.043$  using unpaired two sided t-test.

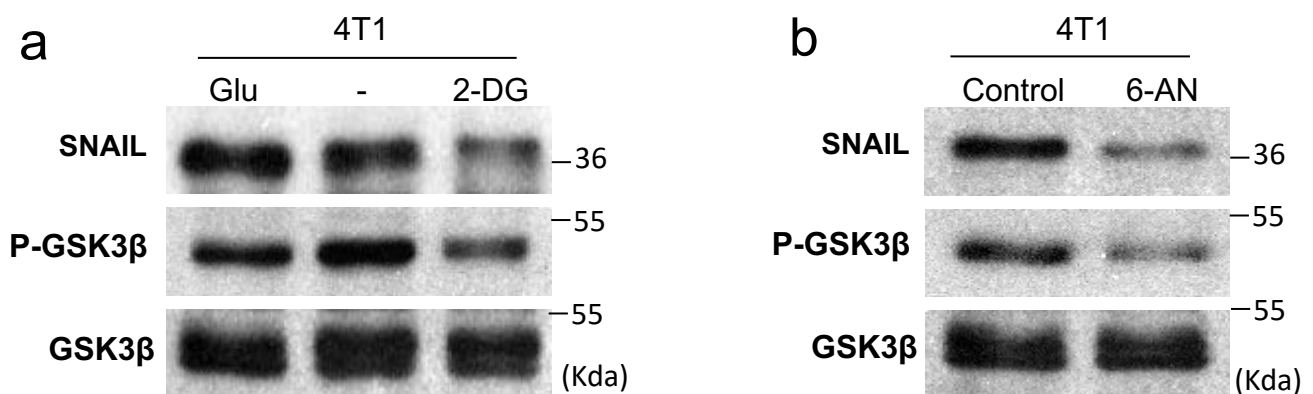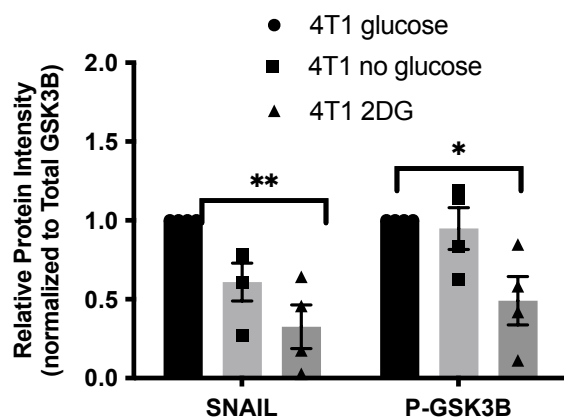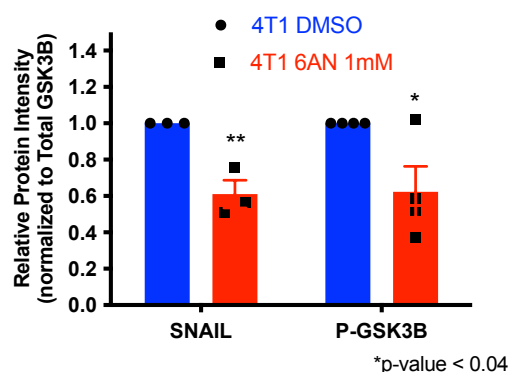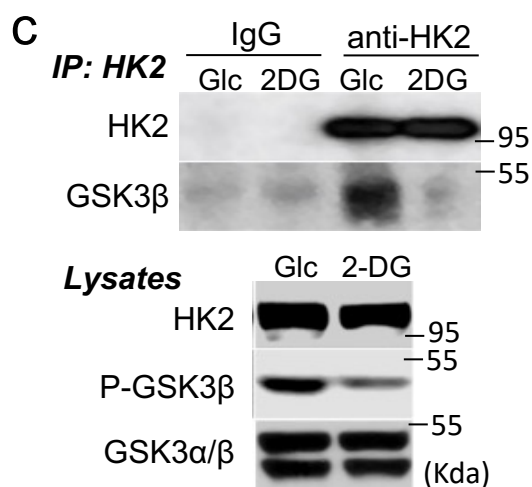

**Supplementary Figure 15. The effect 2-DG and 6AN treatment on SNAIL protein levels, GSK3 phosphorylation, and HK2-GSK3 binding.**

**a.** 4T1 cells were treated with 10 mM 2-DG or glucose as a control for 2 hr and then subjected to immunoblotting. Data were normalized to the amount of total GSK3 $\beta$ , and fold changes shown using an unpaired two tailed t-test. are relative to the control glucose-treated 4T1 cells. Quantified western blot data from 2-DG treatment are represented as the means  $\pm$  SEMs. \* $p < 0.05$ , \*\* $p < 0.01$  ( $p = 0.0027$  for SNAIL and for P-GSK3 $\beta$   $p = 0.016$ ) compared 2DG to glucose as the control from biologically 4 independent experiments

**b.** 4T1 cells were treated with 1 mM 6-AN for 12 hr and then subjected to immunoblotting to determine SNAIL and P-GSK3 $\beta$  levels. Quantified western blot data after 6-AN treatment are represented as the means  $\pm$  SEMs. \* $p < 0.05$ , \*\* $p < 0.01$  ( $p = 0.0068$  for SNAIL and  $p = 0.036$ ) for P-GSK3 $\beta$  from 3-4 biologically independent experiments using an unpaired two tailed t-test. Data were normalized to the amount of total GSK3 $\beta$ , and the fold changes shown are relative to the control DMSO-treated 4T1 cells. 4 replicates for P-GSK3 $\beta$ .

**c.** 4T1 cells were incubated in glucose free medium in the presence of 10mM glucose (Glc) or 2-DG. After 2hr, cells were lysed for immunoprecipitation. Endogenous HK2 was immunoprecipitated with anti-HK2 and subjected to immunoblotting with anti-HK2 and anti-GSK3 $\beta$  antibodies. Similar results were obtained in 2 independent experiments.

## Supplementary Figure 16: Uncropped WBs

# Fig. 1a

Rat1a

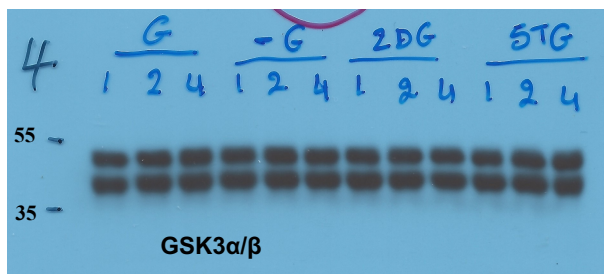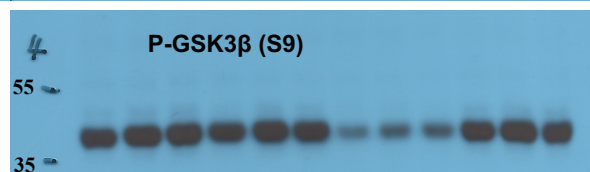

MEFs

P-GSK3β (S9)

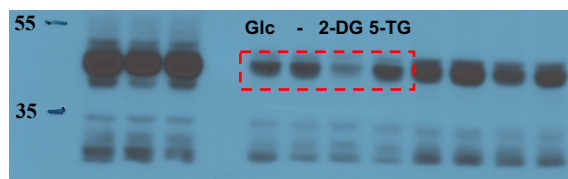

GSK3β

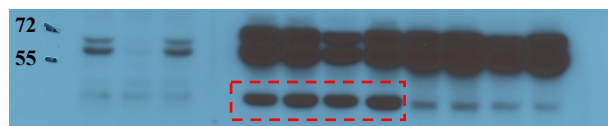

P-ACC (S79)

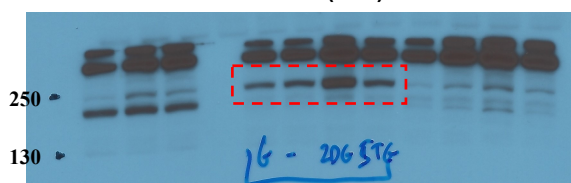

Additional experiments for quantifications

Rat1a

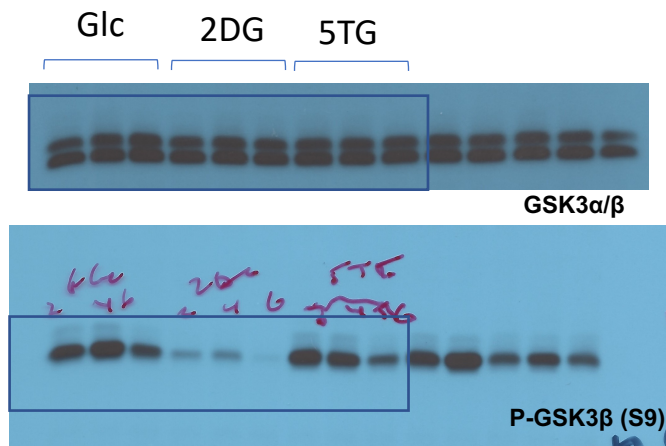

Rat1a

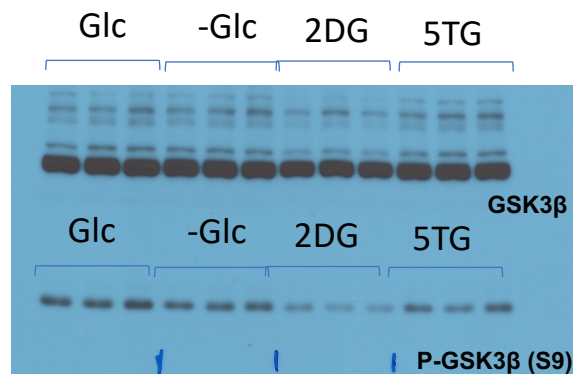

Fig. 1c

Exp. 1

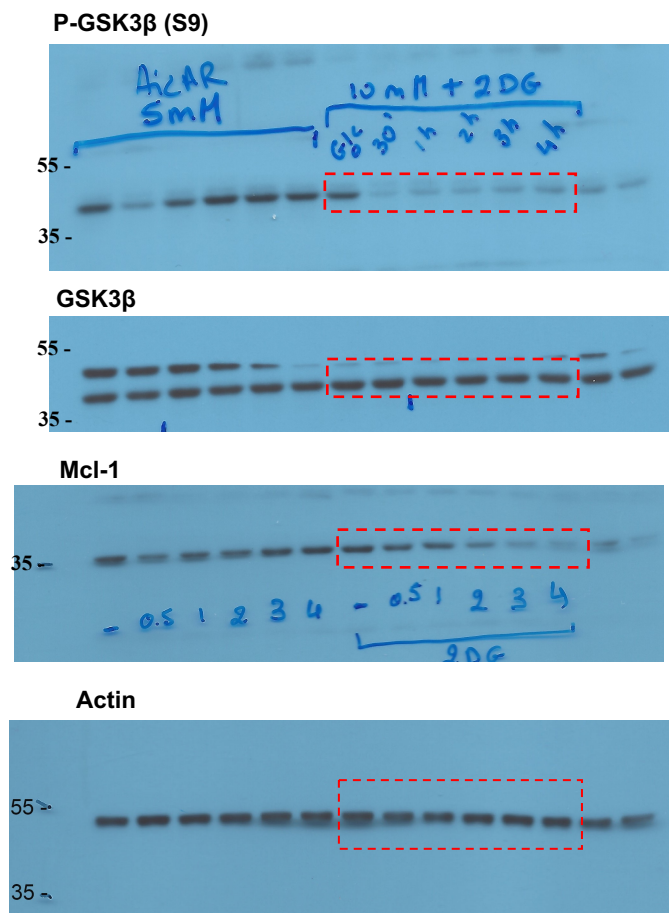

Exp. 2

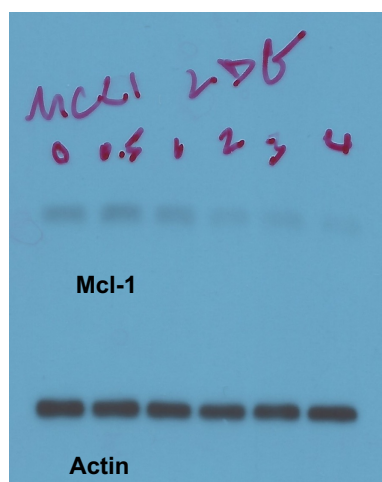

**P-GSK3 $\beta$  (S9)**

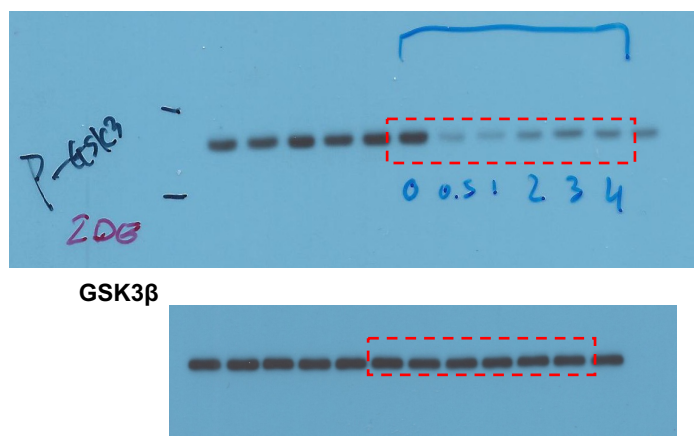

Fig. 1d

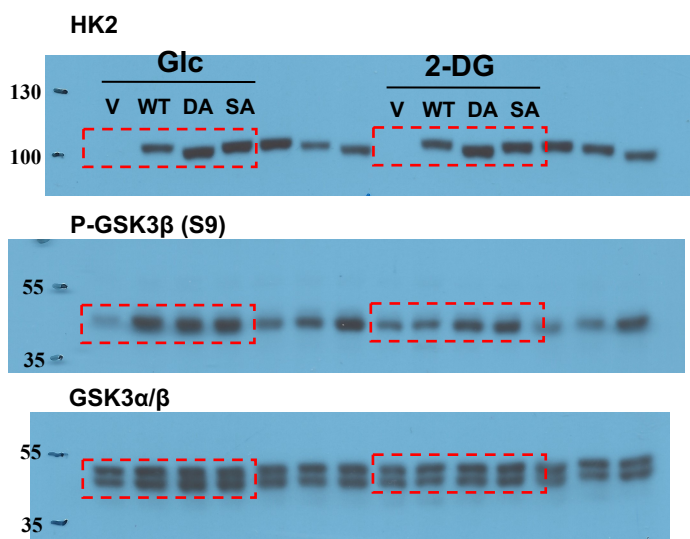

Additional experiments for quantifications

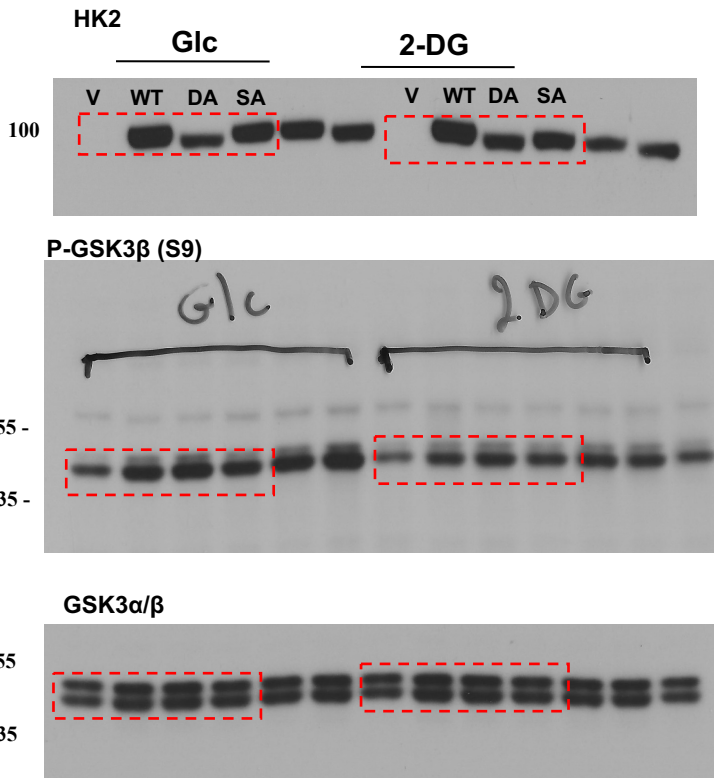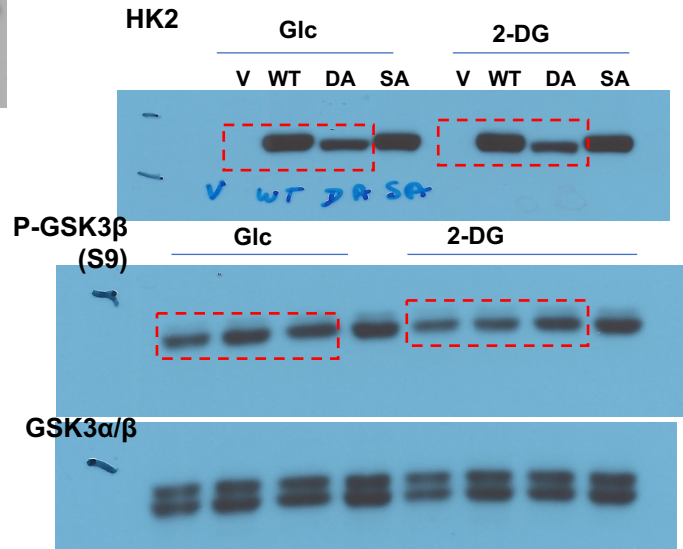

Fig. 1e

Experiment 1

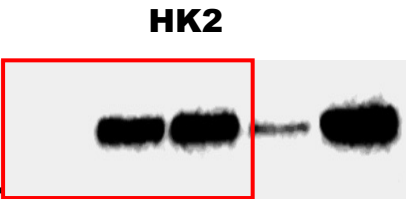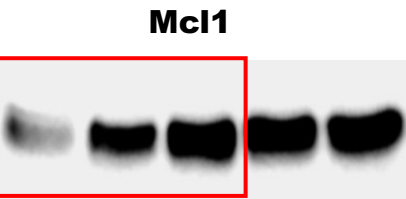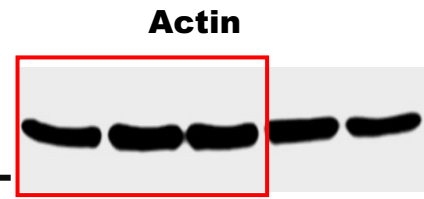

Experiment 2,3

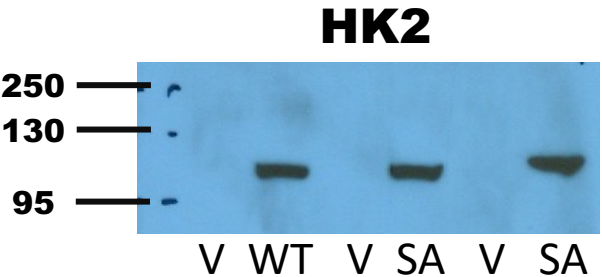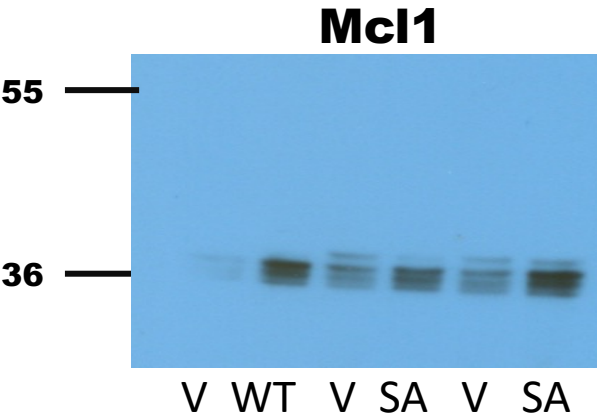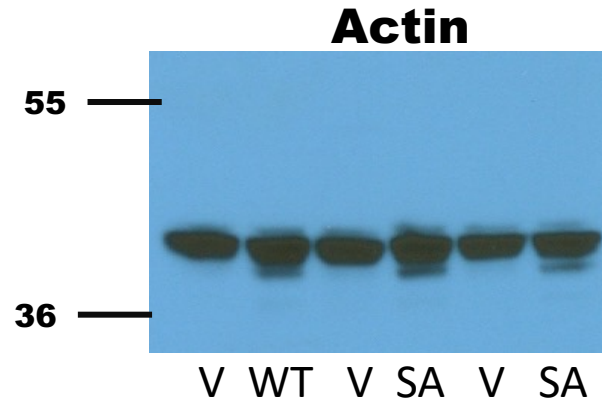

Fig. 1f

Exp.1

**Mcl1**

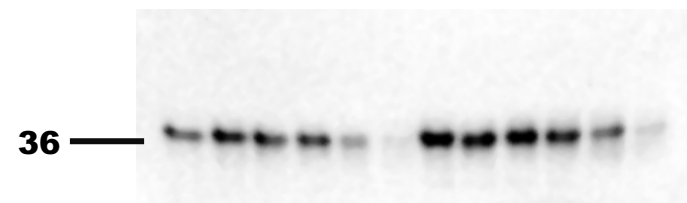

**HK2**

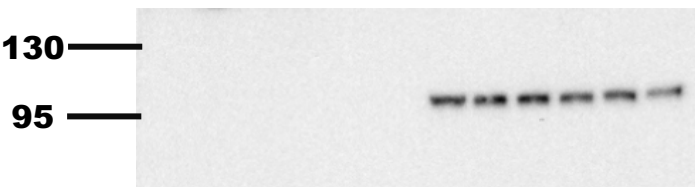

**Actin**

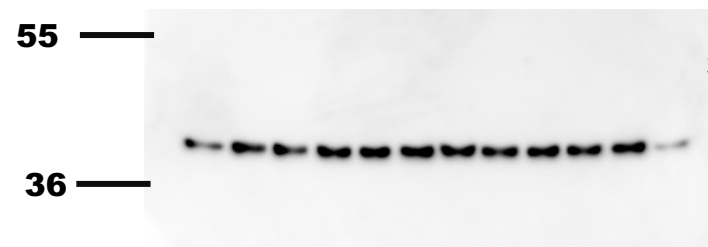

Exp.2

**Mcl1**

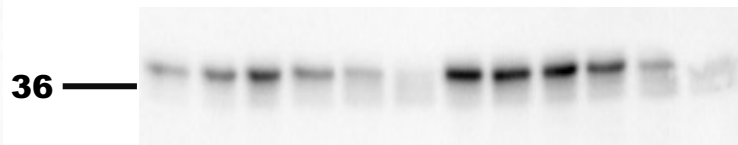

**HK2**

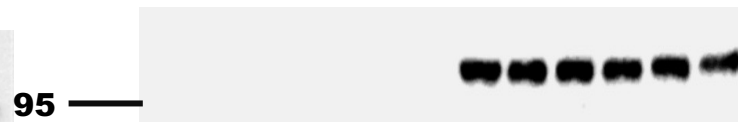

**Actin**

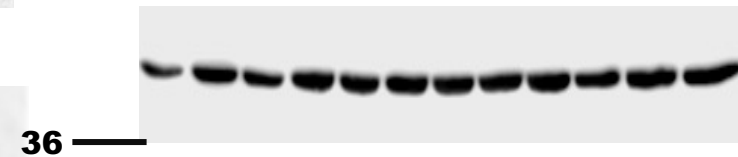

Exp.3

**Mcl1**

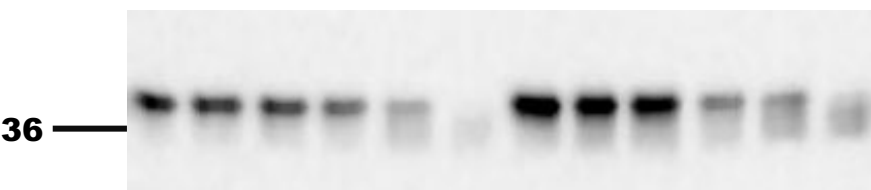

**HK2**

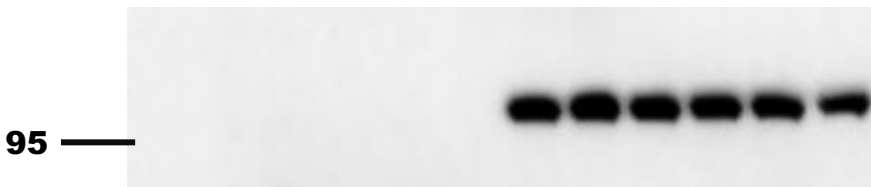

**Actin**

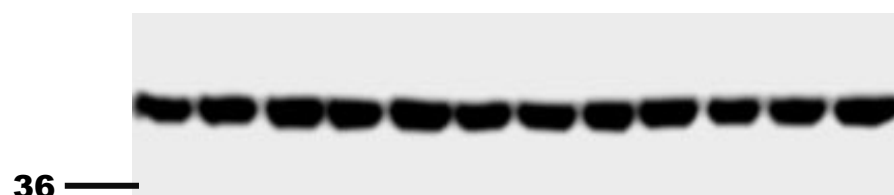

Fig. 2a

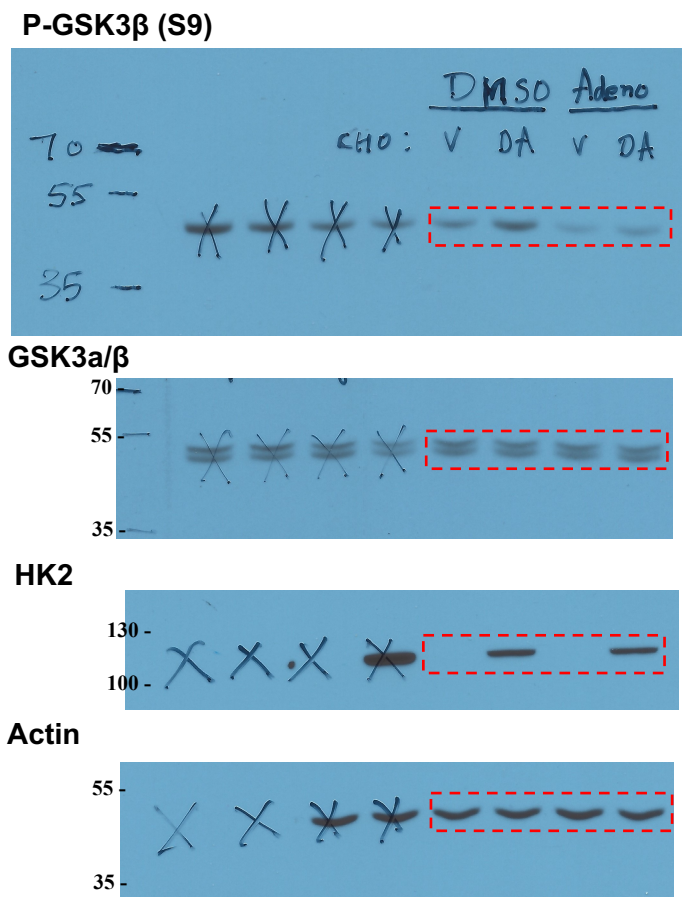

### Additional experiment

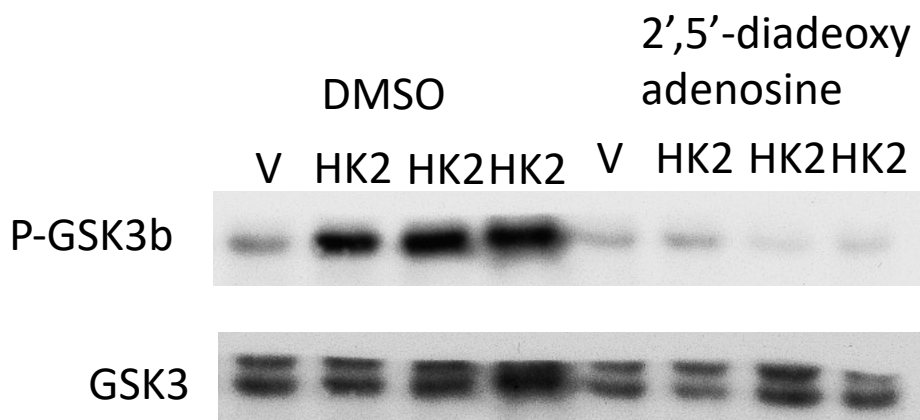

Fig. 2b

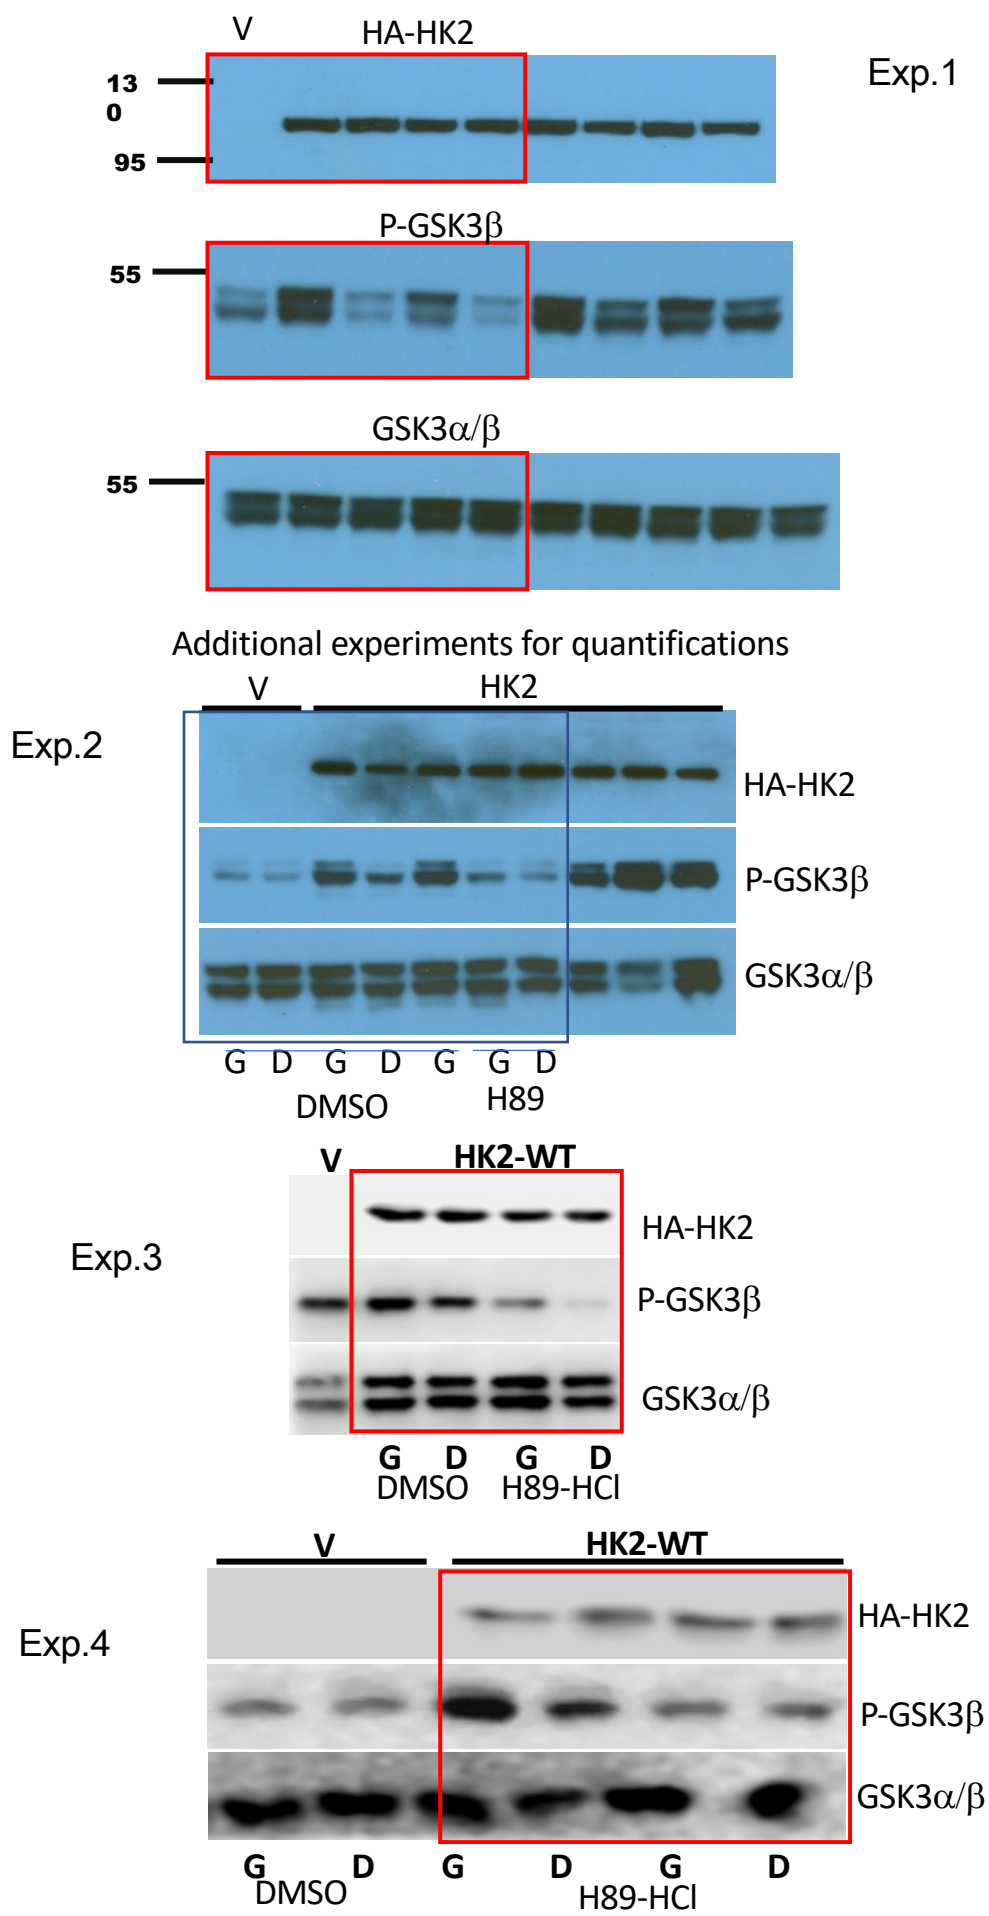

Fig. 2c

Experiment 2

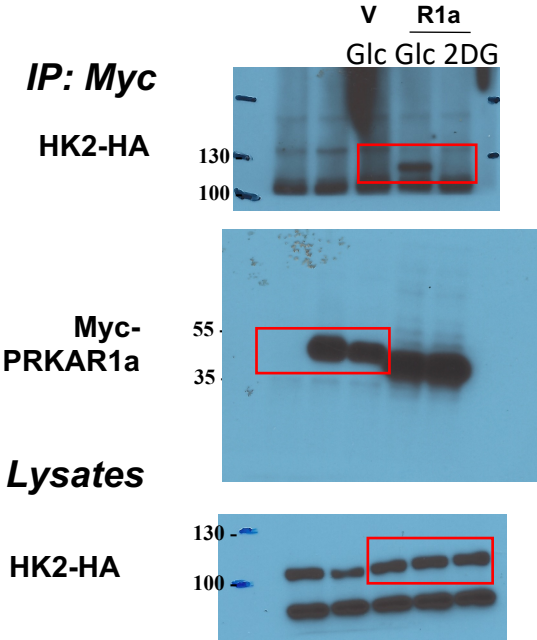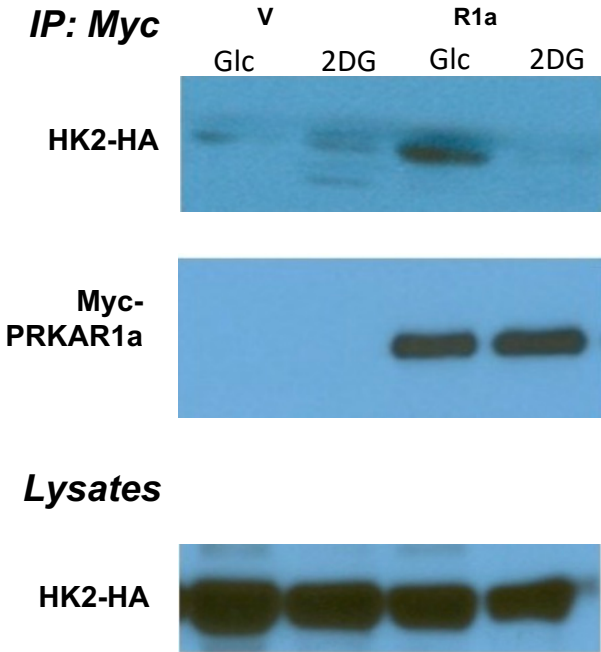

Fig. 2d

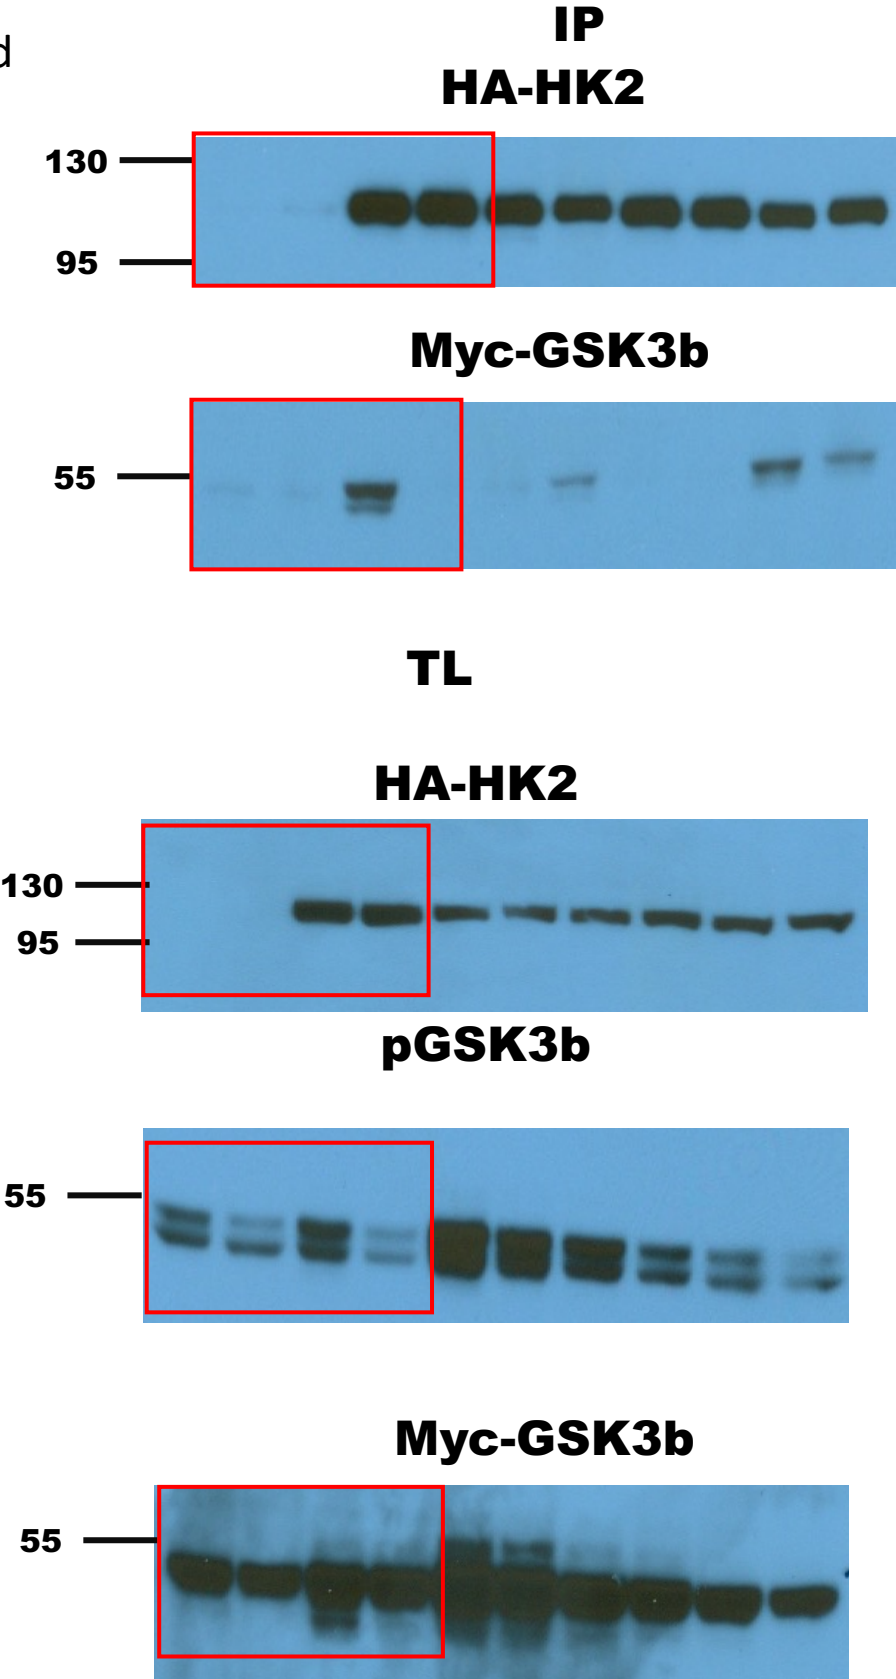

Fig. 2d (experiment 2)

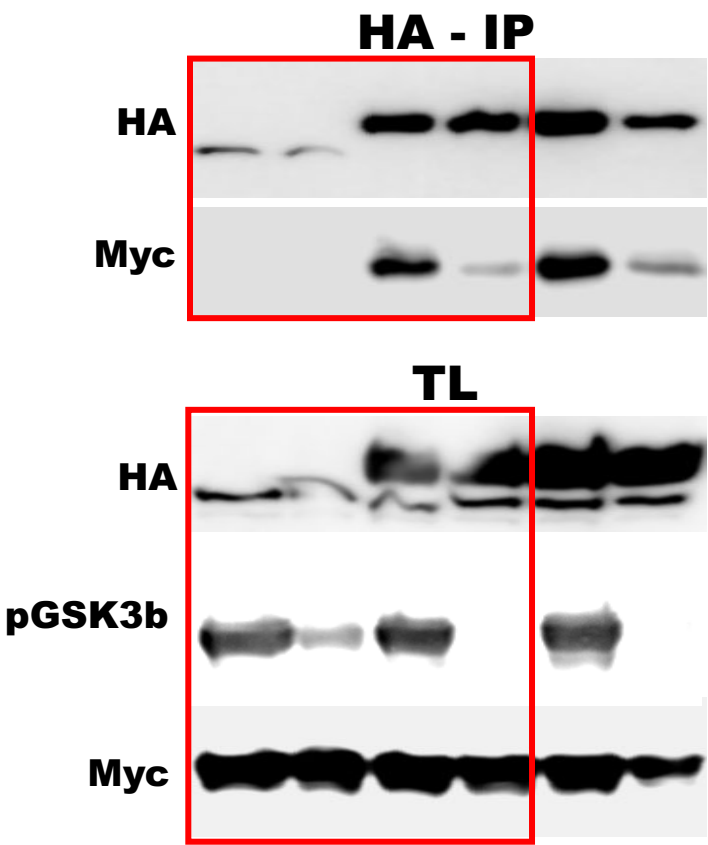

Fig. 2e

Experiment 1

**Myc-GSK3b**

Experiment 2

55

Experiment 1

**PRKAR1a**

Experiment 2

55

36

Experiment 1

**HA-HK2**

Experiment 2

95

Fig. 2f

**HK2**

130

95

**HK2**

130

95

**GSK3 a/b**

55

**pGSK3b**

55

**GSK3 a/b**

55

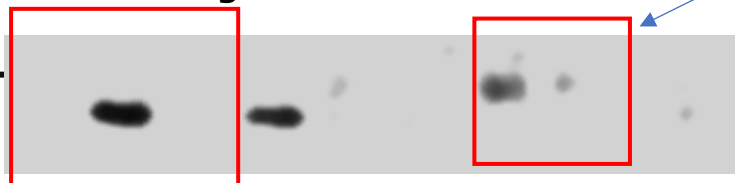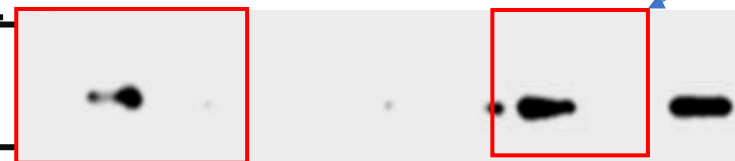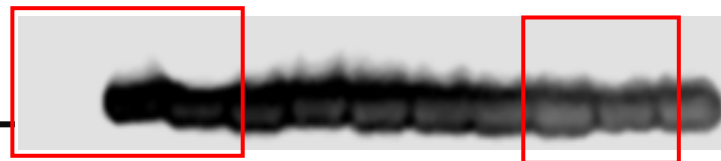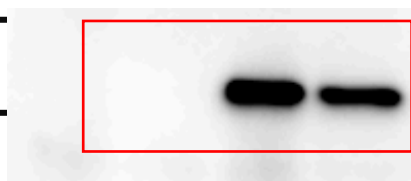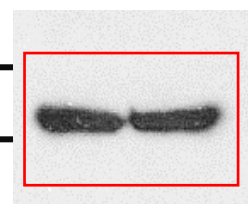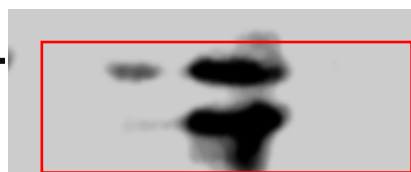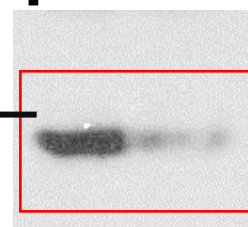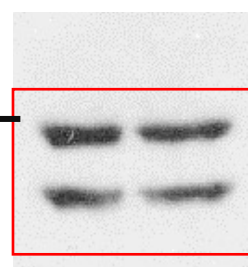

Fig. 2g

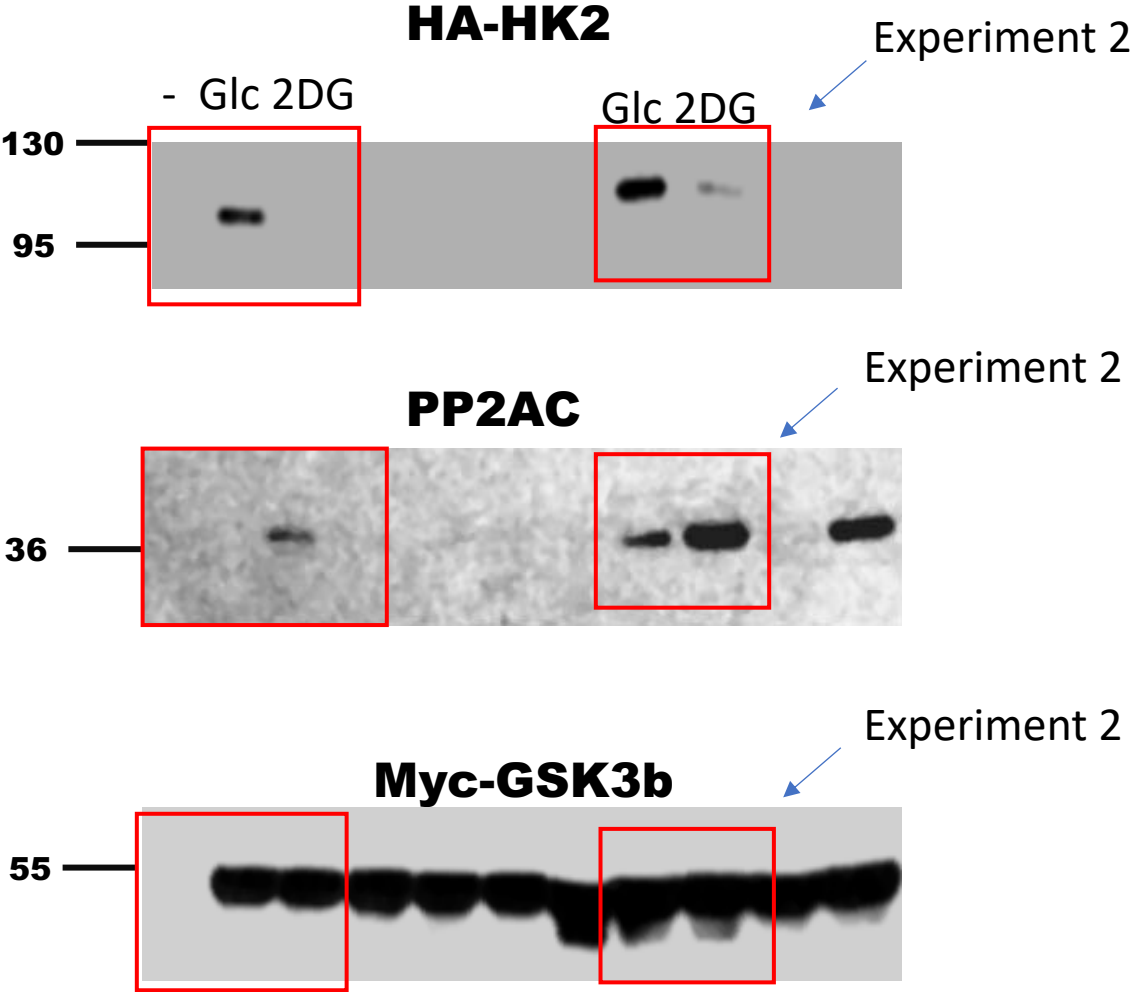

Fig. 5a

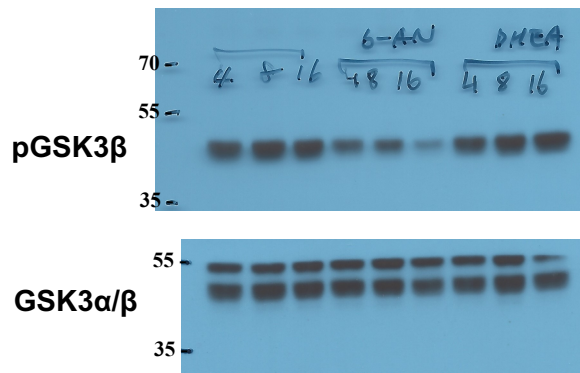

## Additional experiments used for quantifications

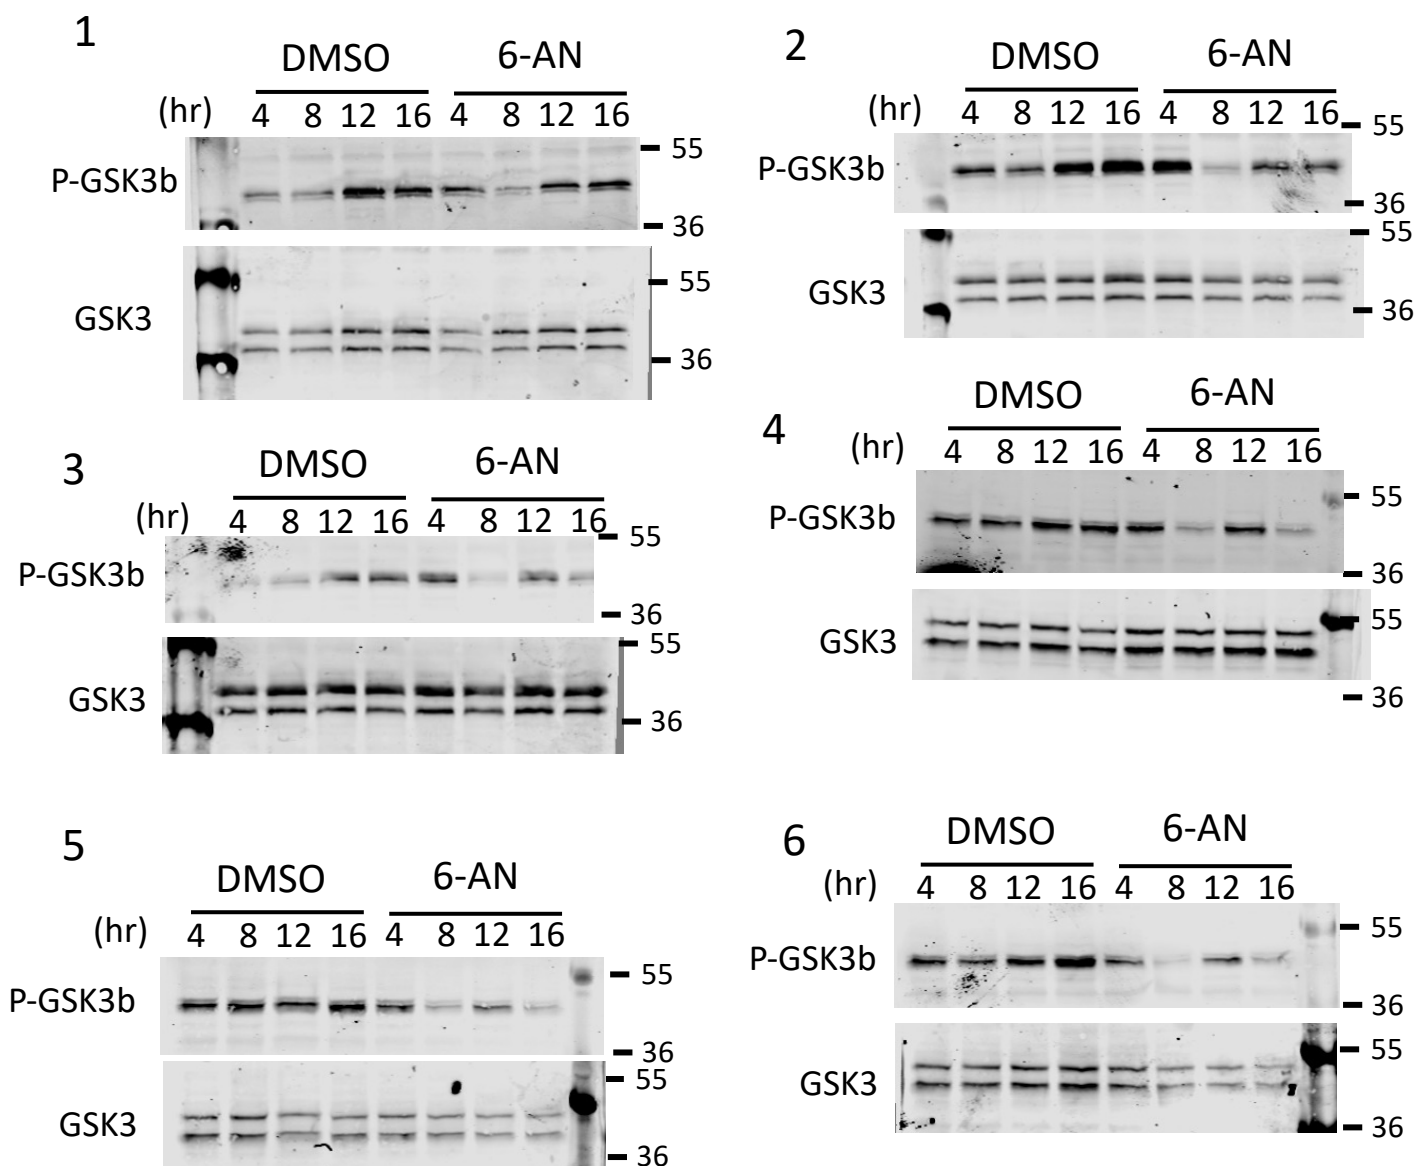

Fig. 5d

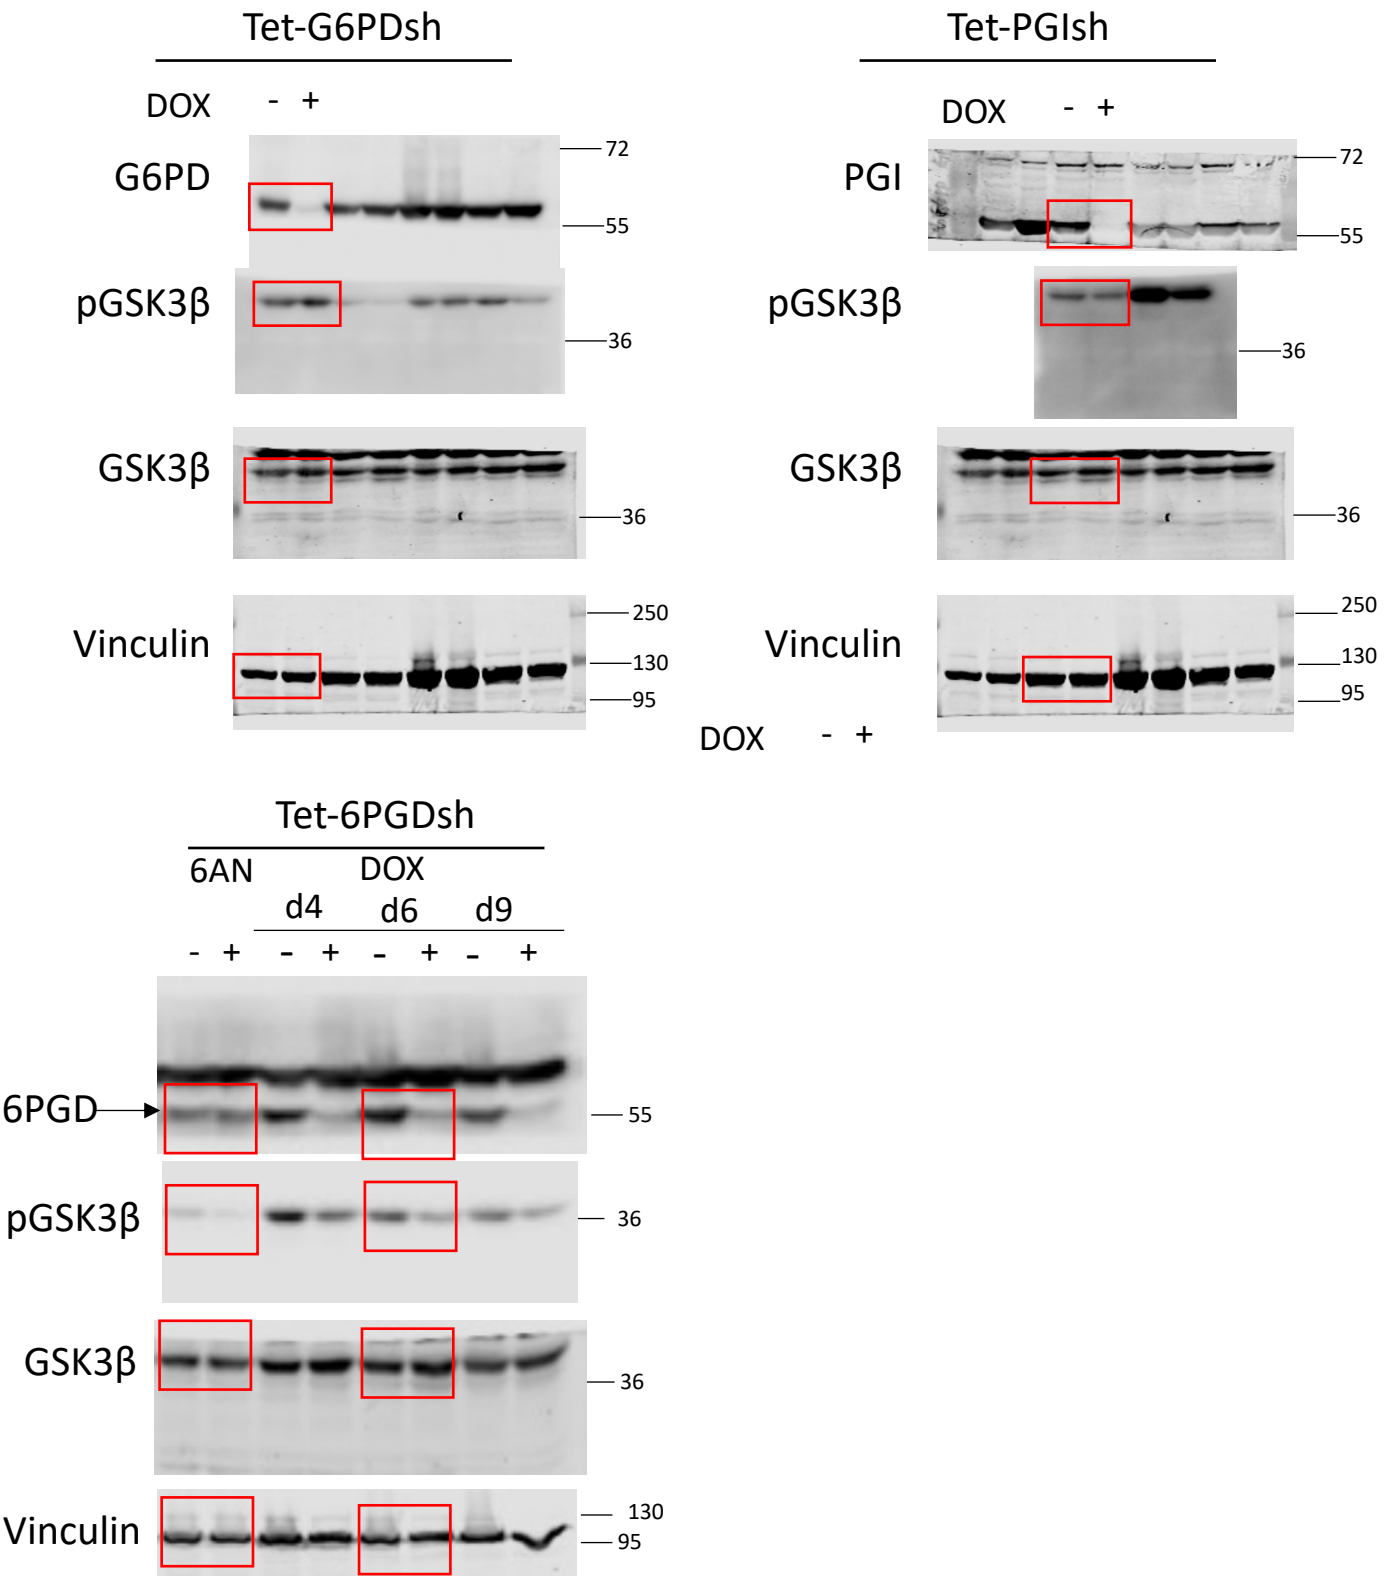

Fig. 5g

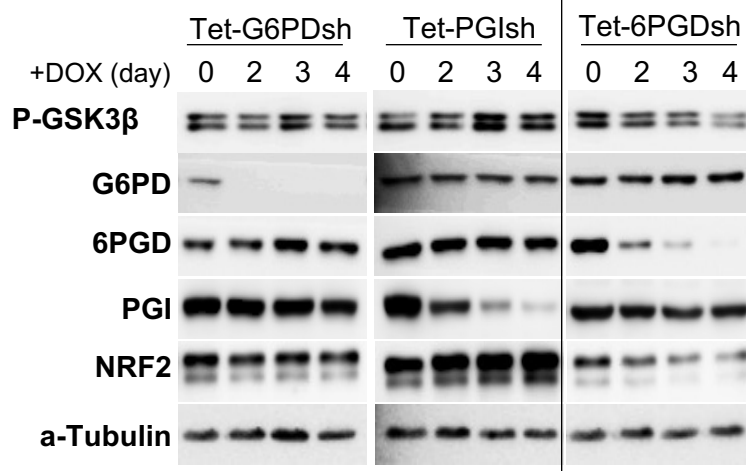

## Additional experiments

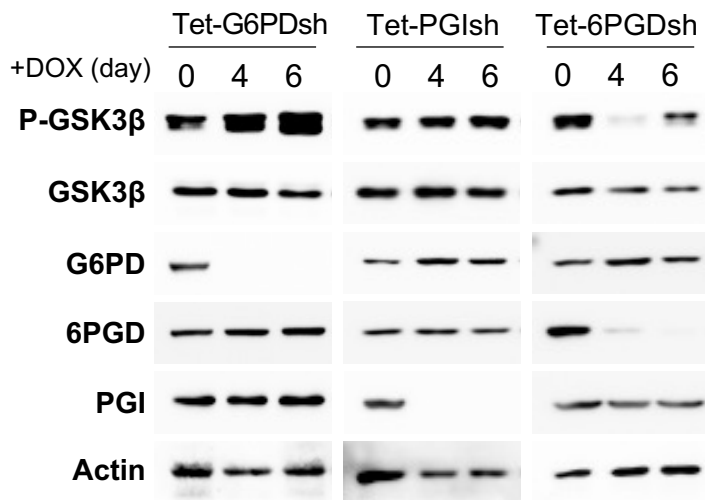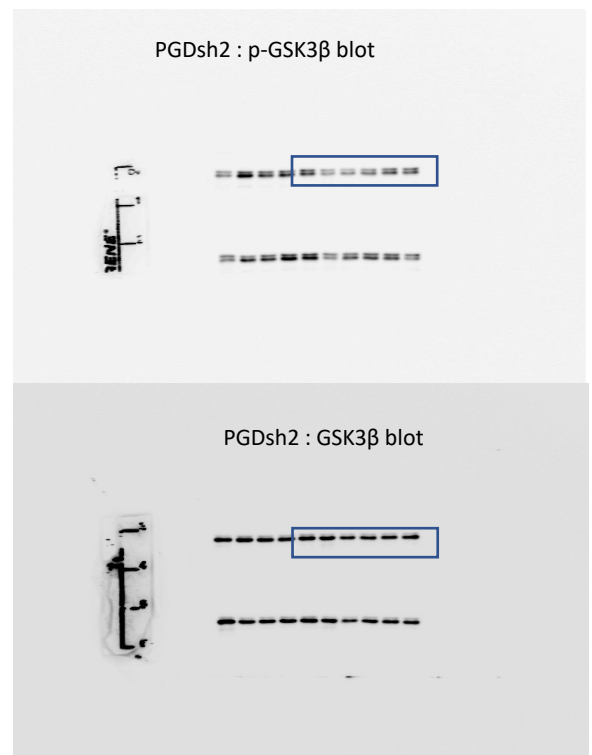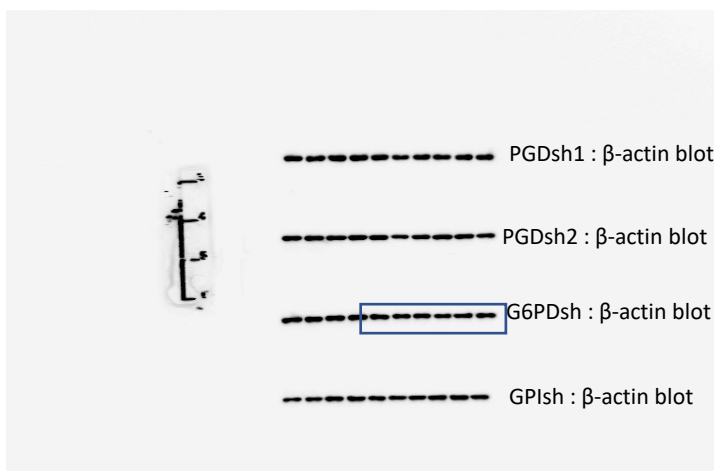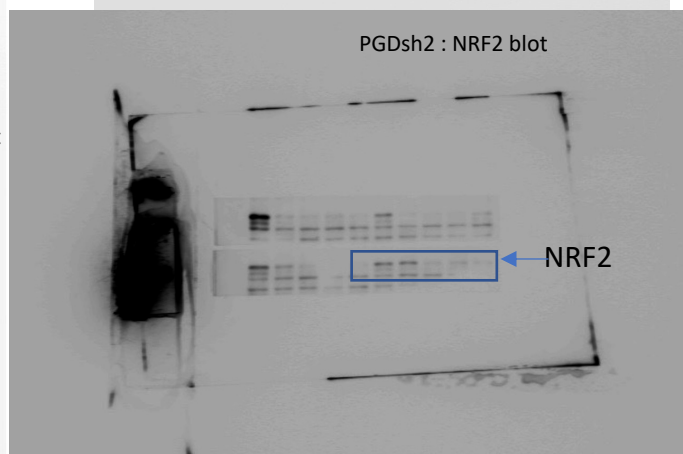

Fig. 6a

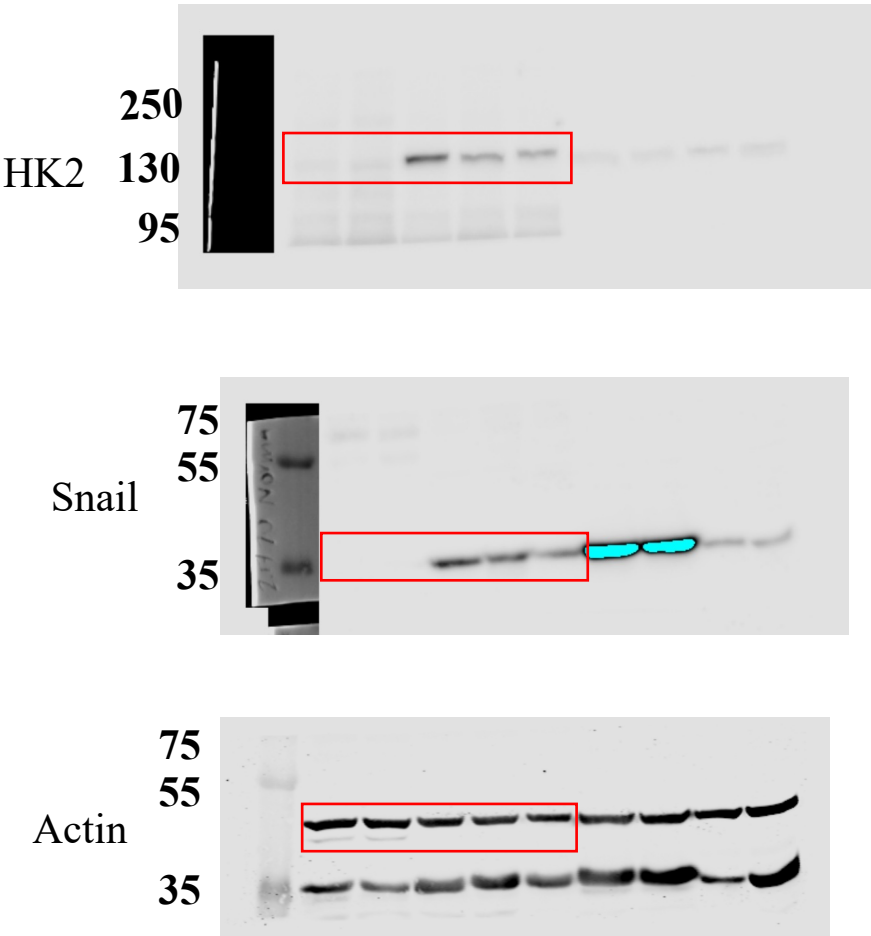

Fig. 7d

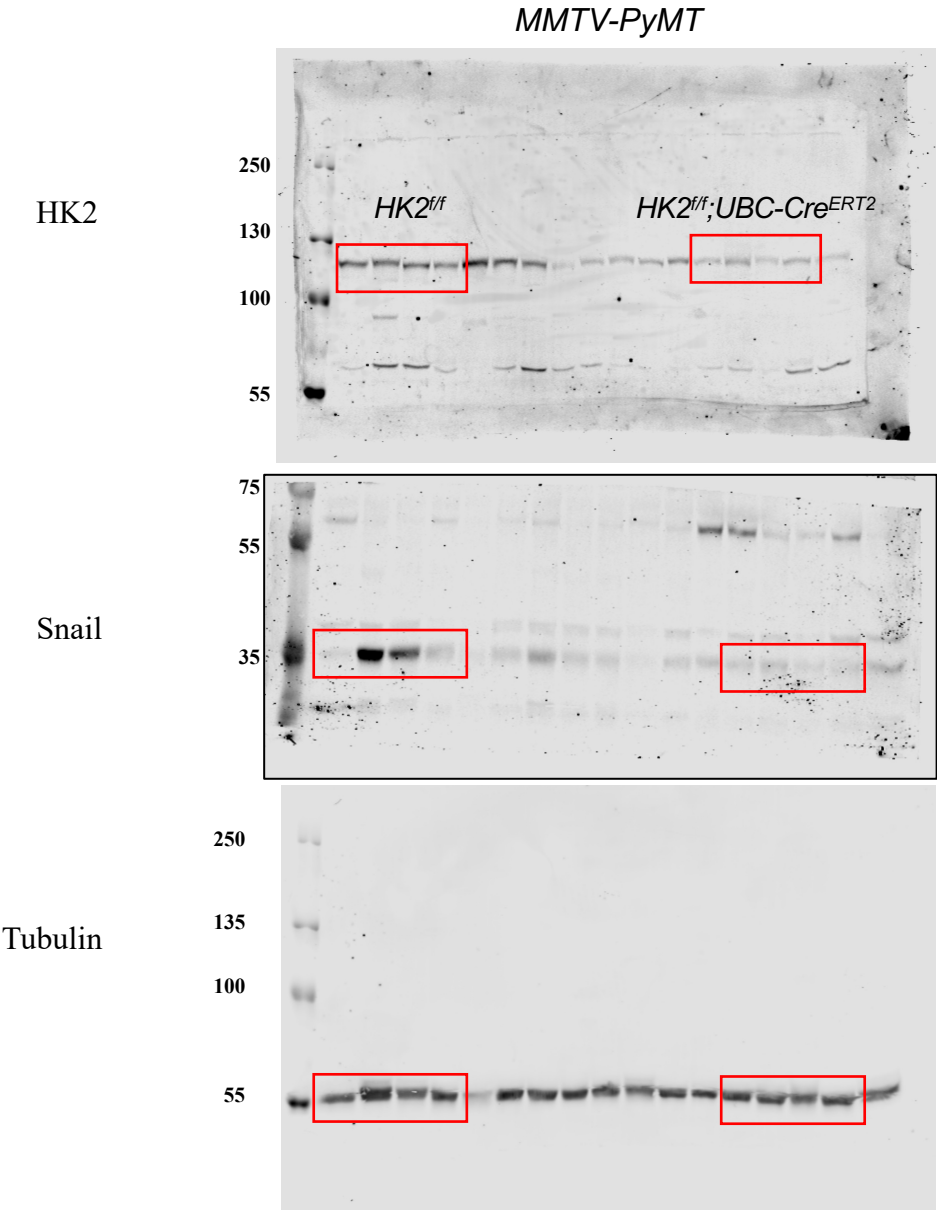

Fig. 7e

## HK2

130

95

**pGSK3b**

55

## GAPDH

28

## GSK3b

55

## E-Cadherin

130

Fig. 7f

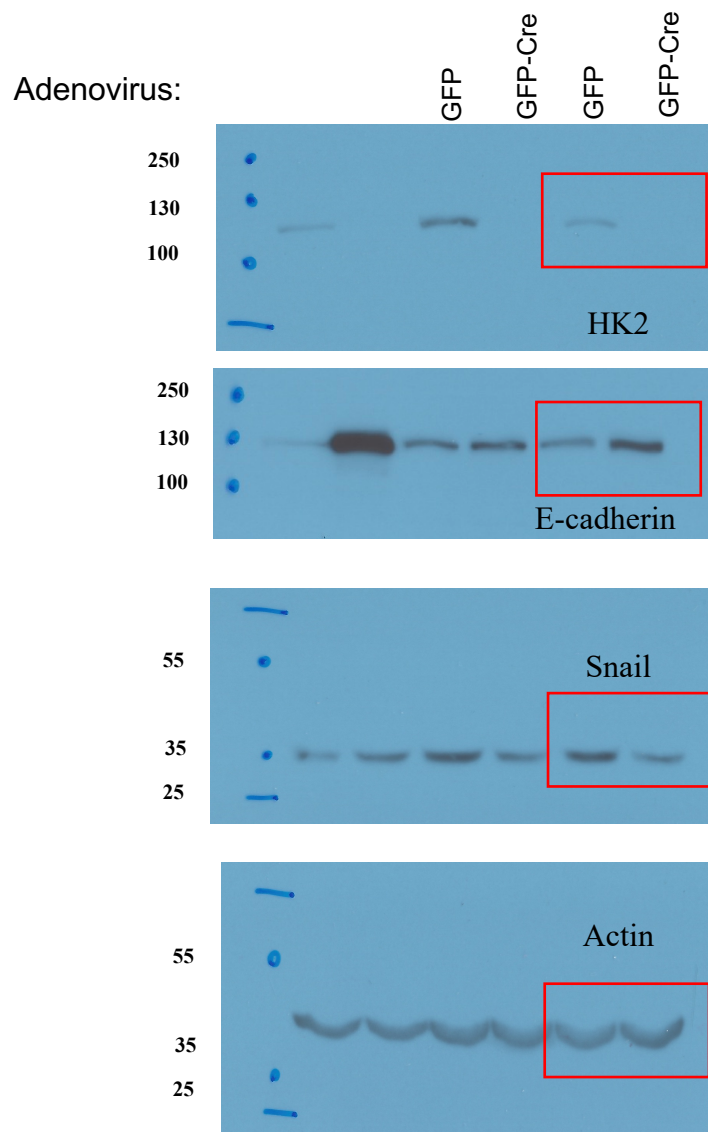

Fig. 8a

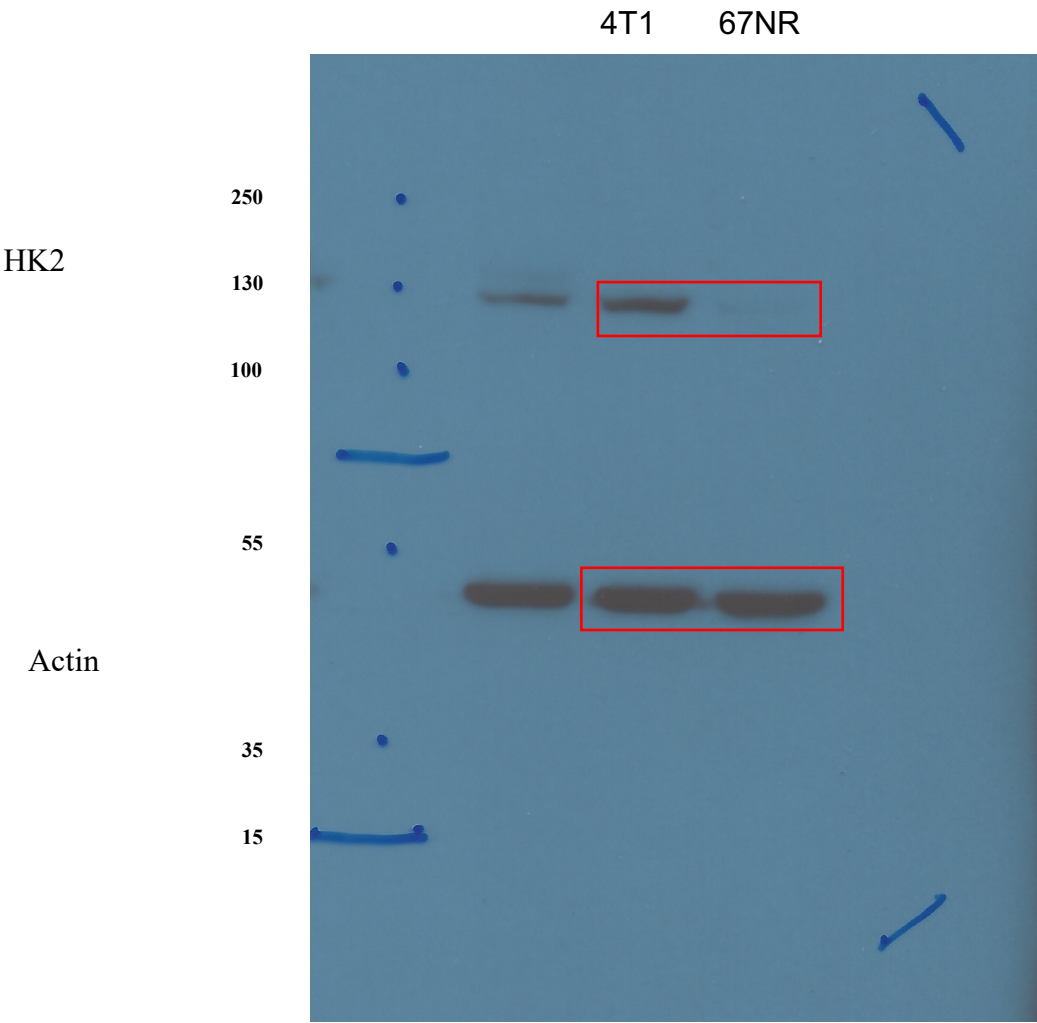

Fig. 8c +8d

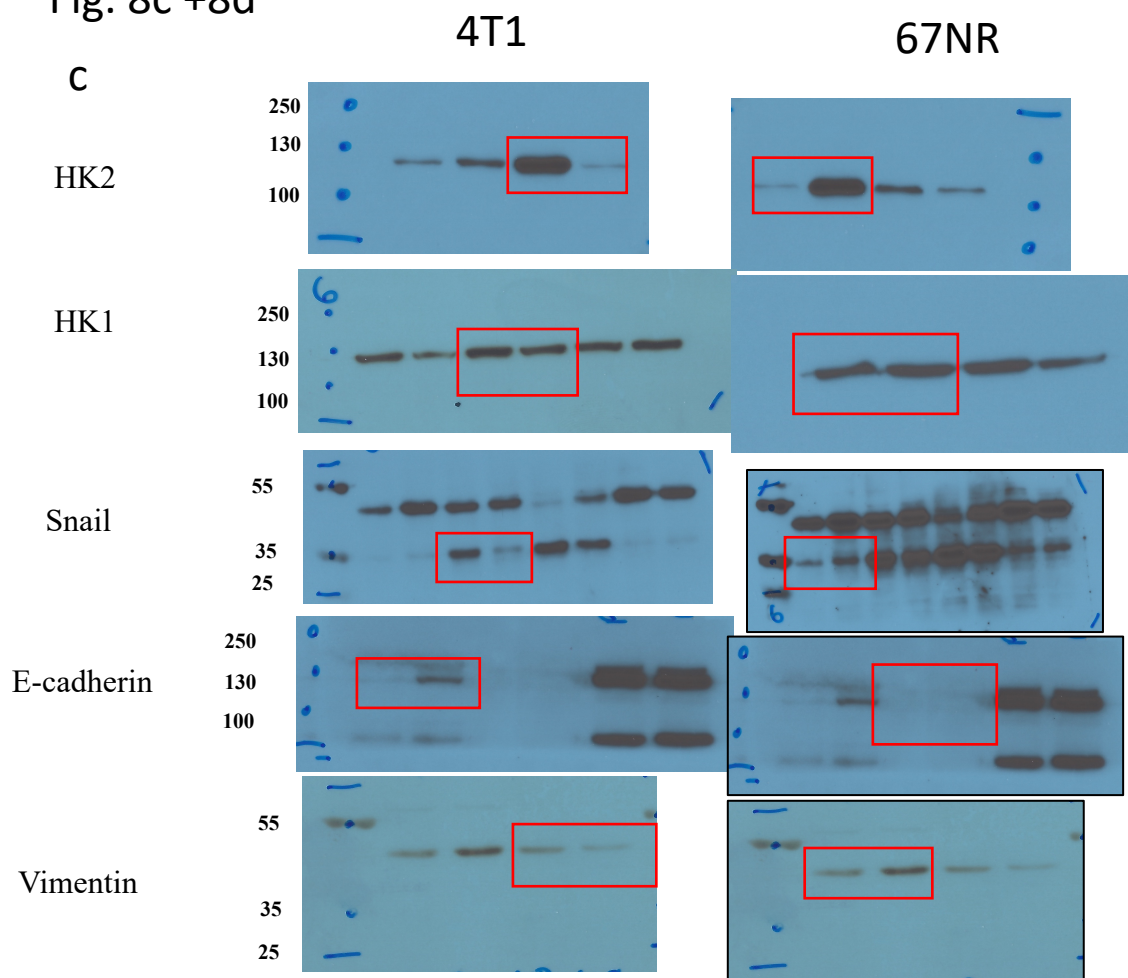

**d** (additional Immunoblots used for quantification)

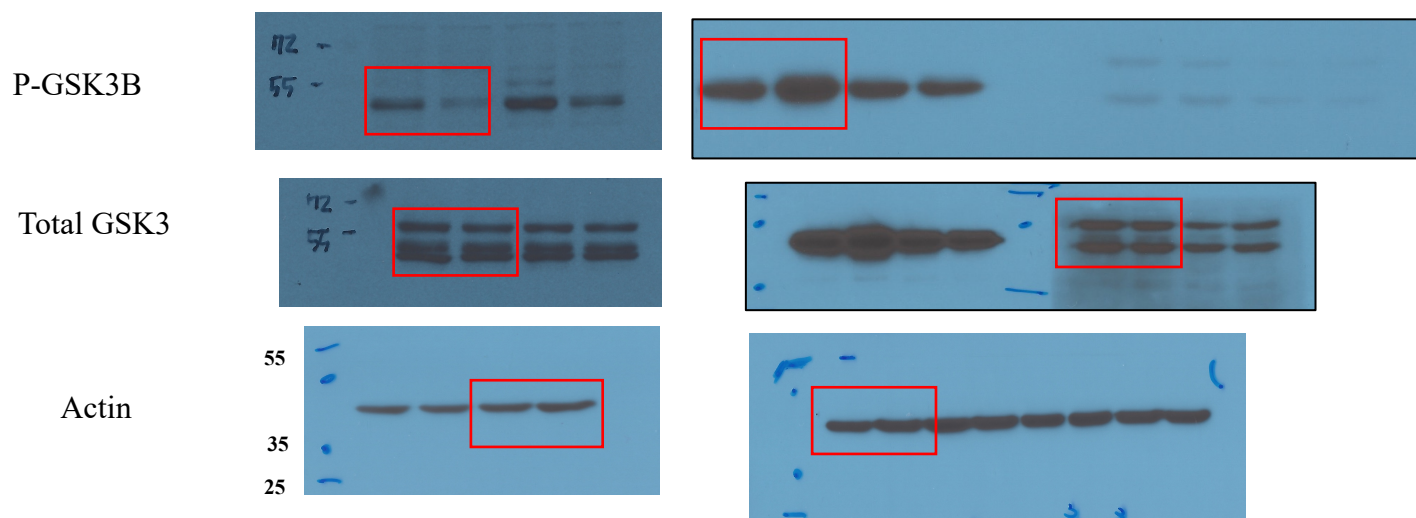

Fig. 8d  
(additional  
experiments)

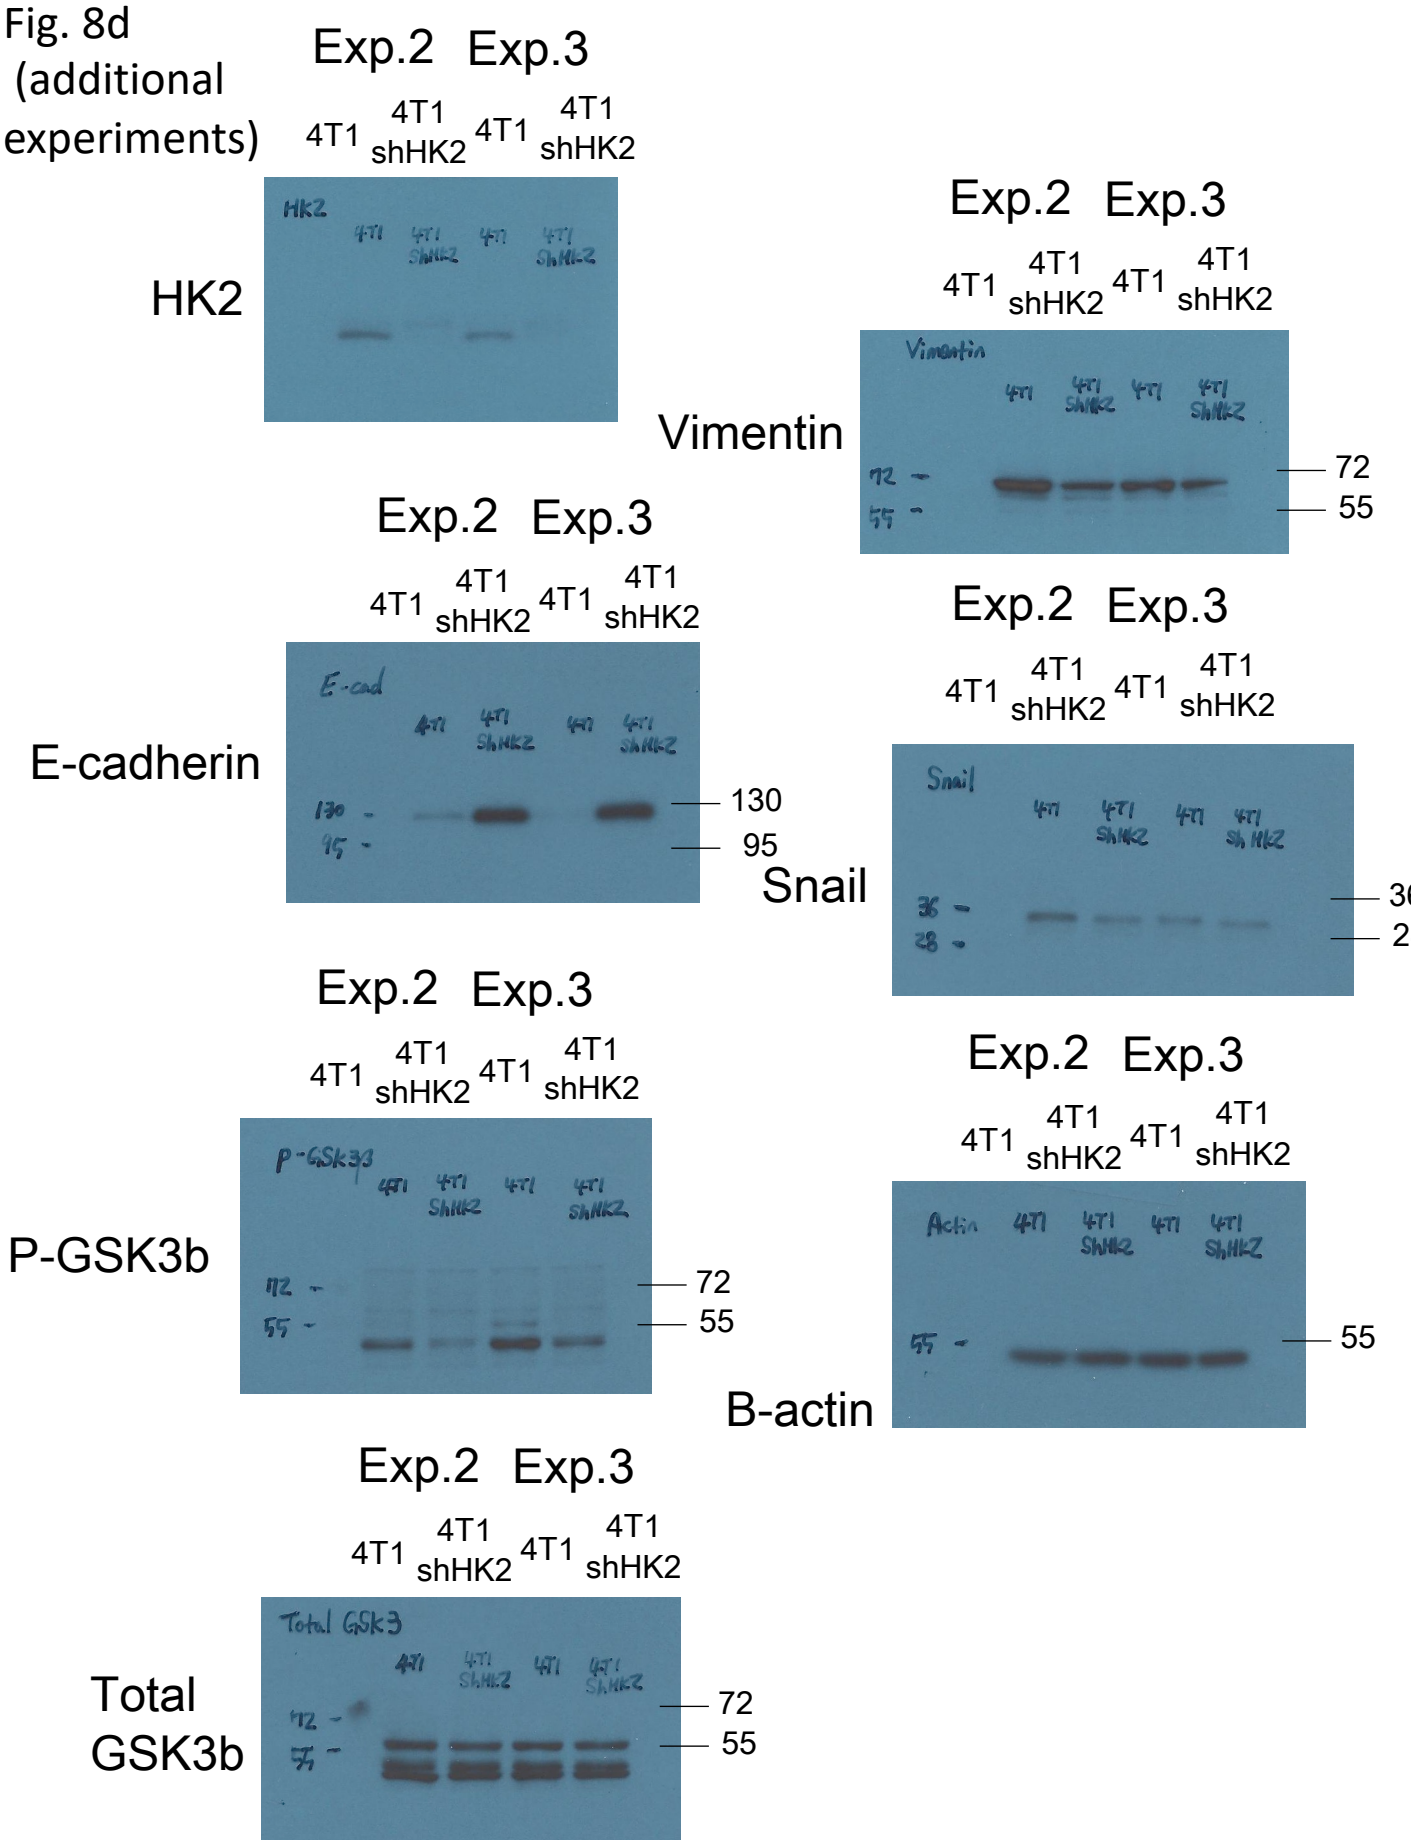

Fig. 8d  
(additional  
experiments)

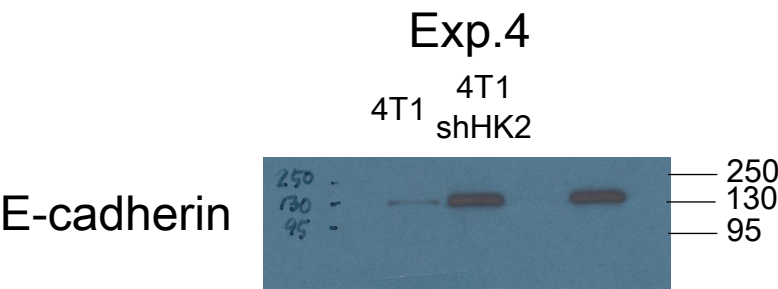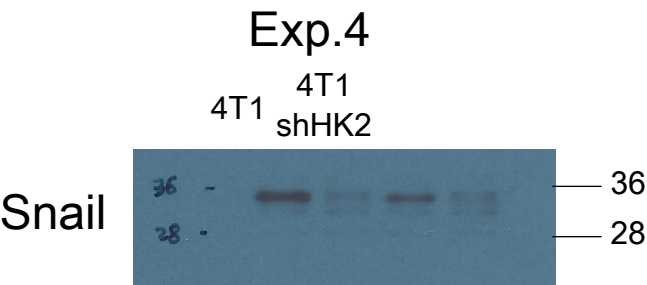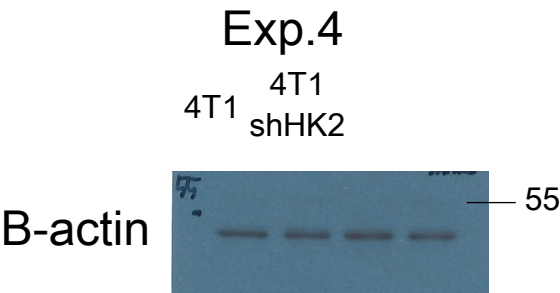

Fig. 9a

Snail

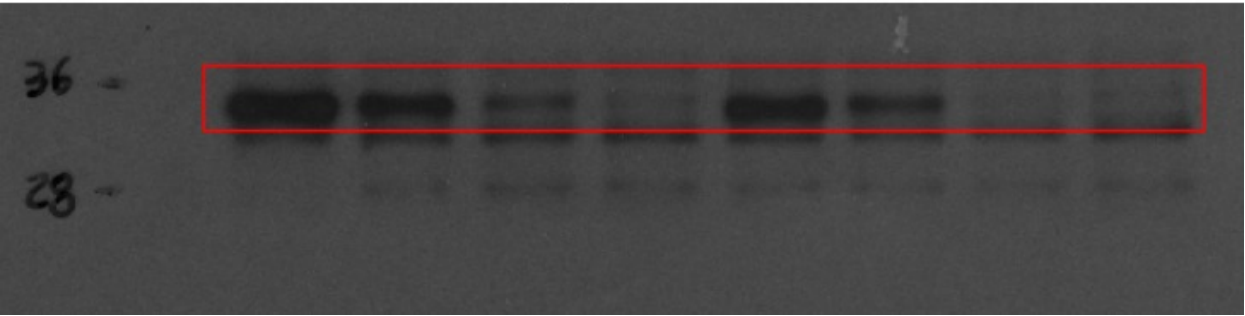

$\beta$ -actin

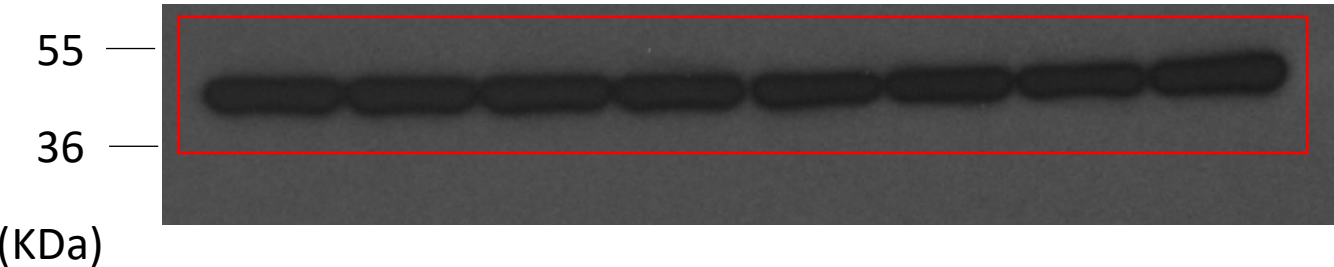

Fig. 9b (additional experiments)

Exp.2

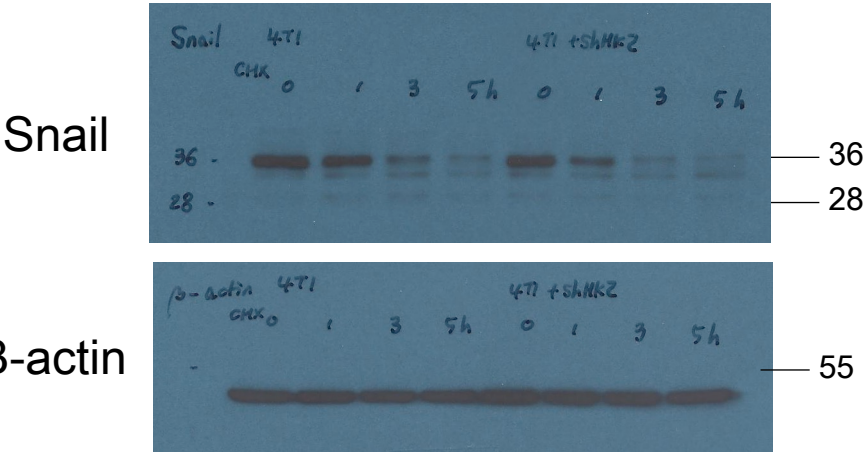

Fig. 9a (additional experiments)

### Exp.3

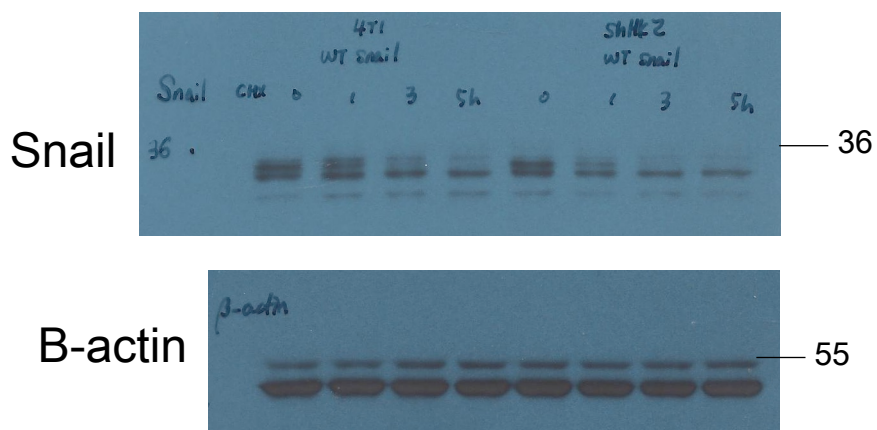

### Exp.4

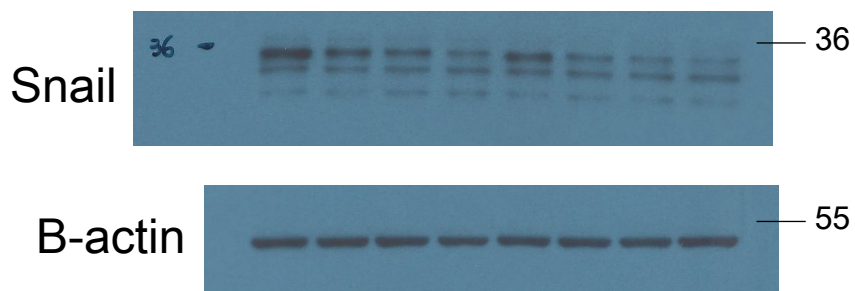

Fig.9b

Exp.1

GFP-WT-Snail

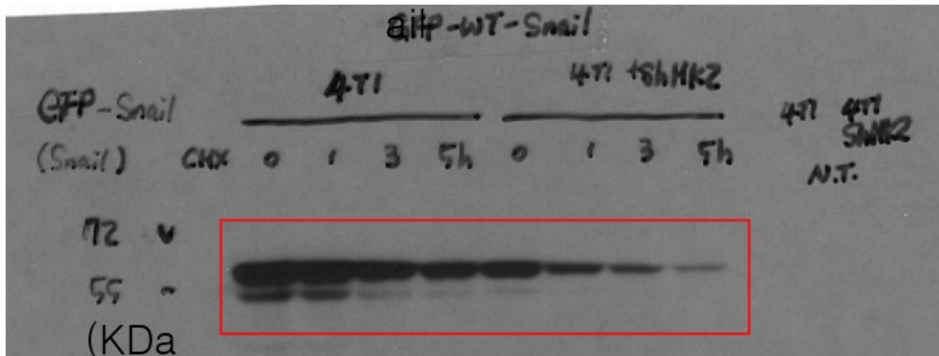

$\beta$ -actin

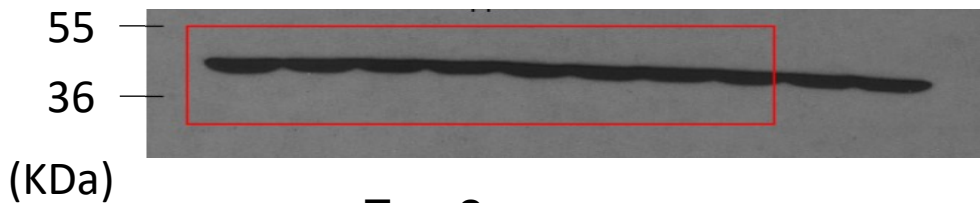

Exp.2

GFP-Snail

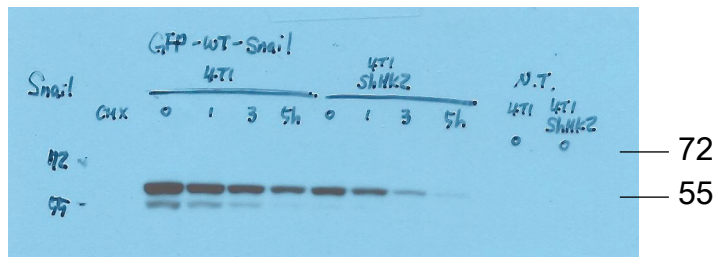

B-actin

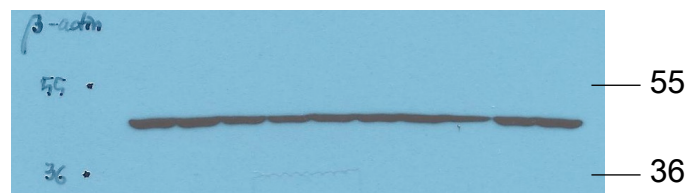

Exp.3

GFP-Snail

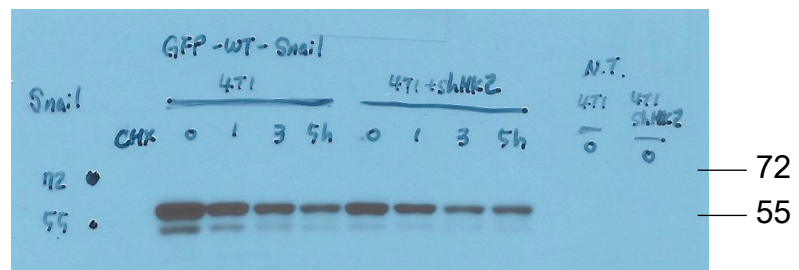

B-actin

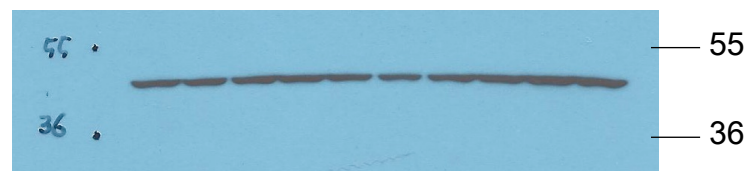

# Exp.1

Fig. 9c

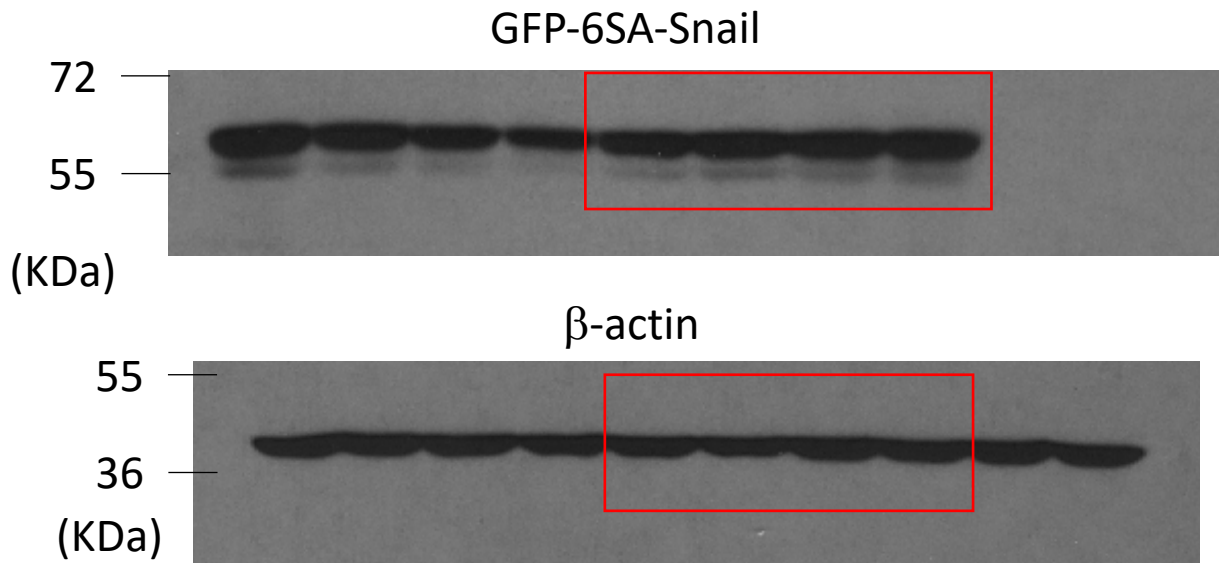

# Exp.2

GFP-6SA-Snail

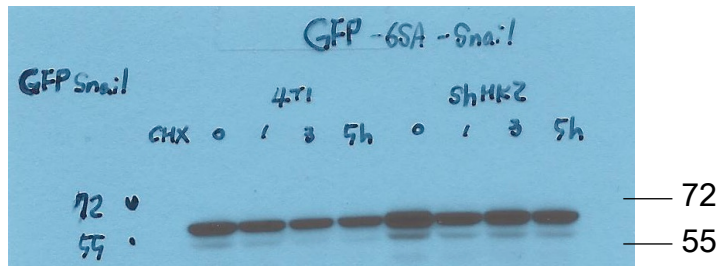

B-actin

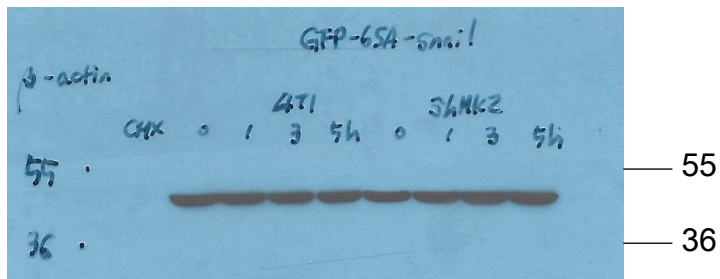

# Exp.3

GFP-6SA-Snail

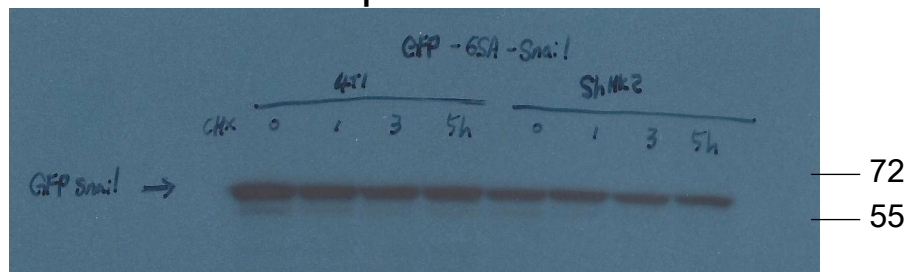

B-actin

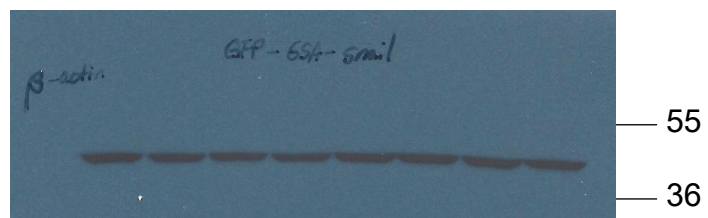

Fig. 10a

MMTV-PyMT

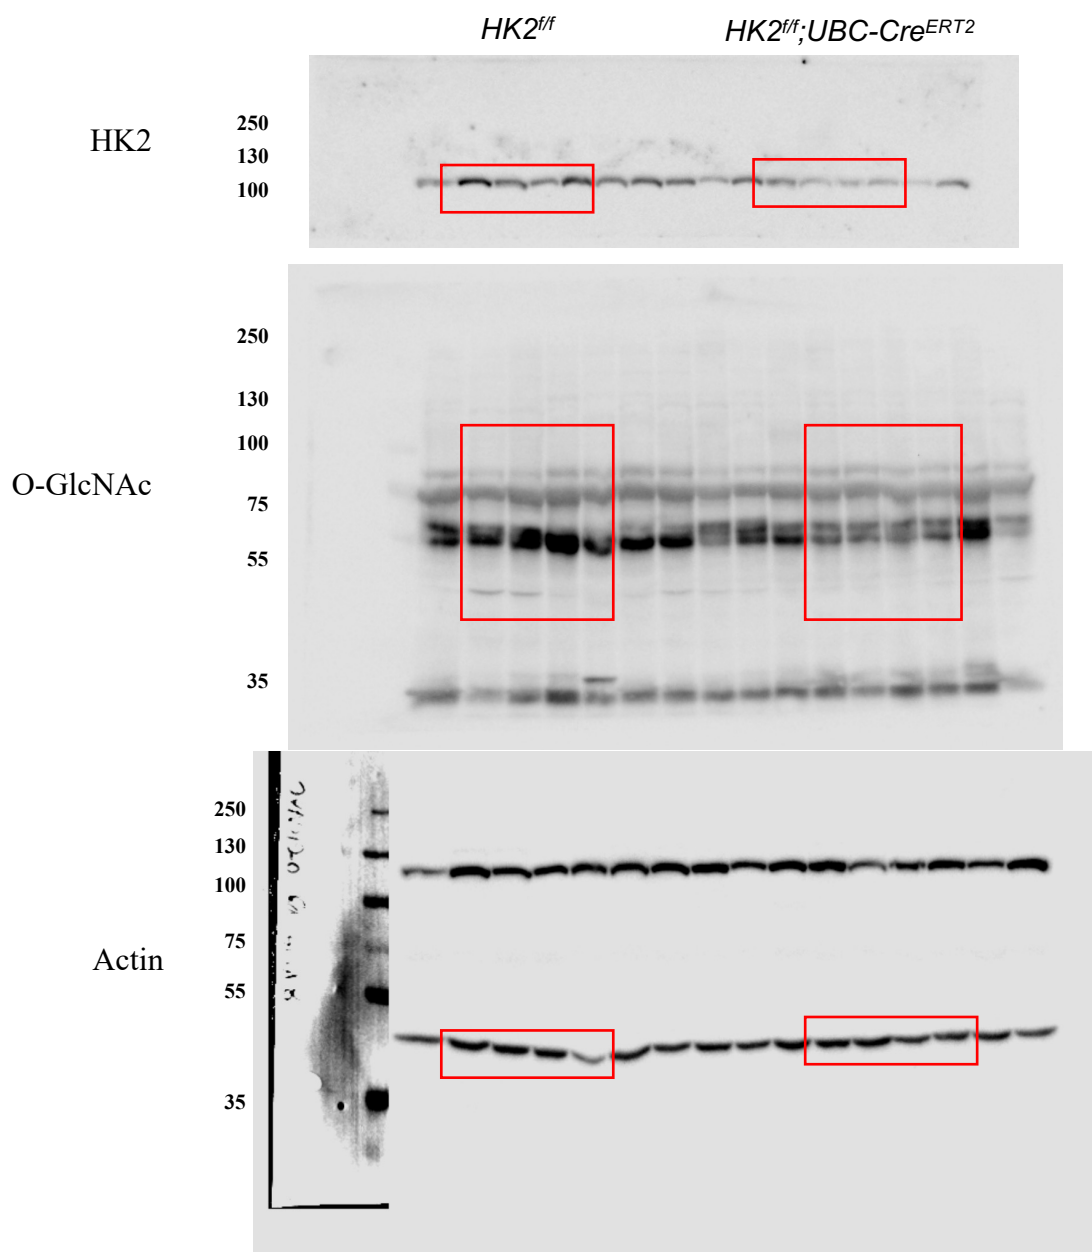

Fig. 10b

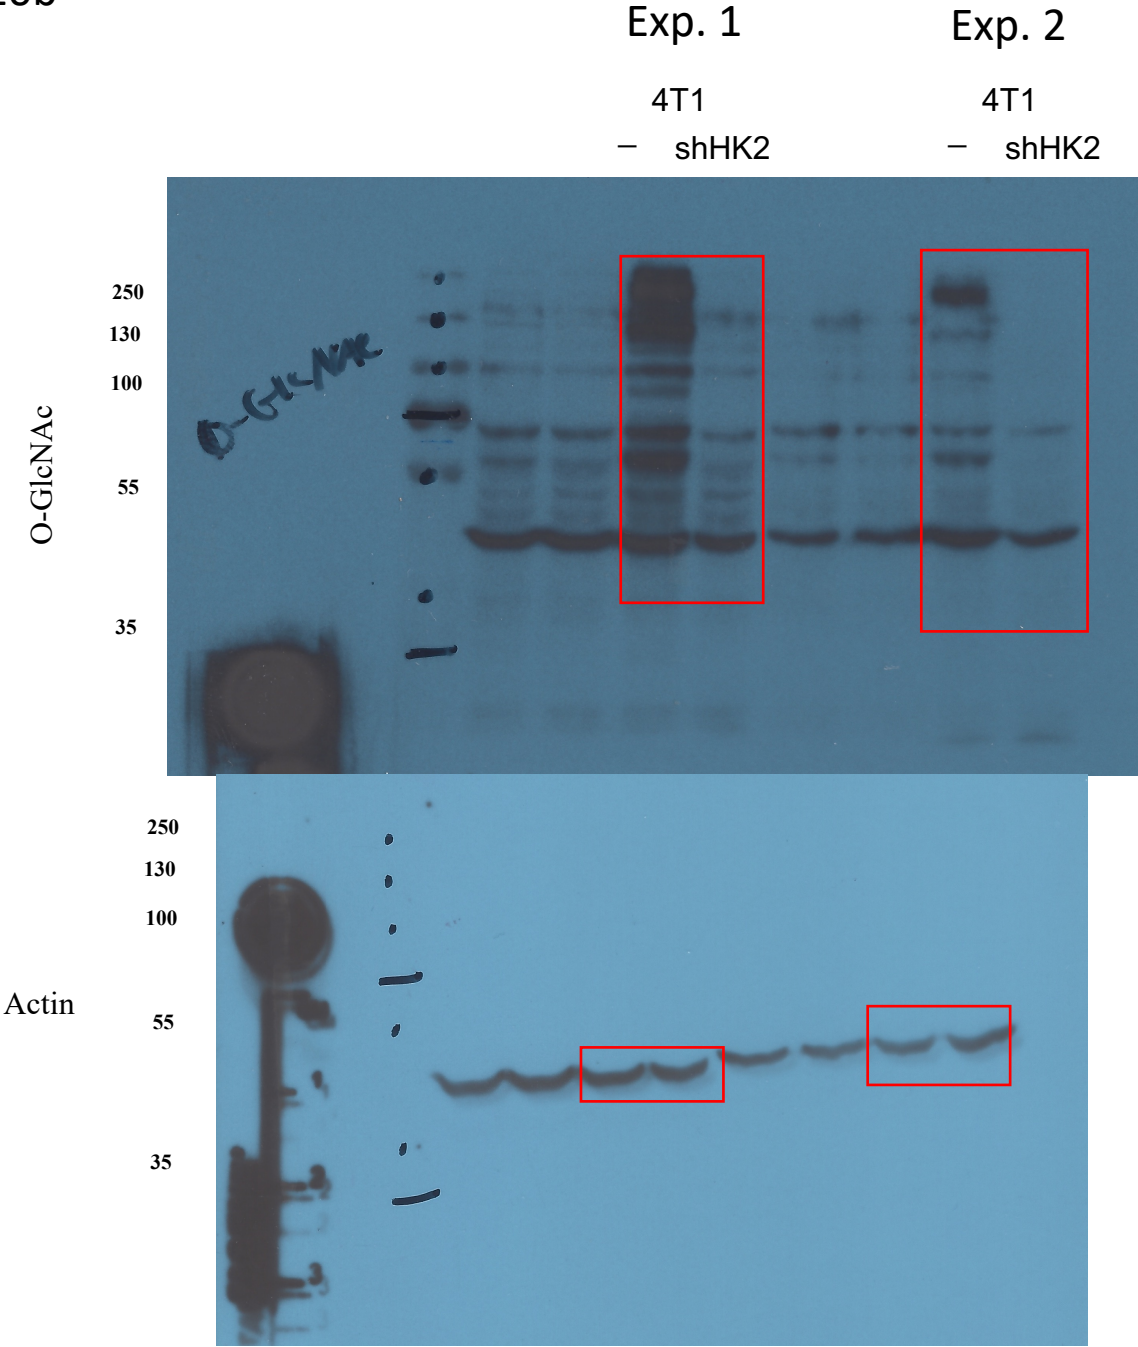

Fig. 10b

Exp. 1

67NR  
- HK2

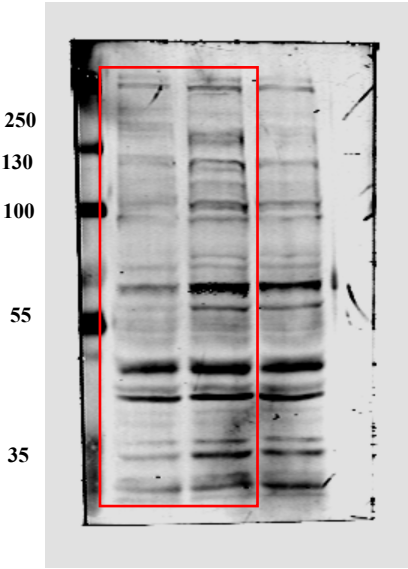

Exp. 2

67NR  
- HK2

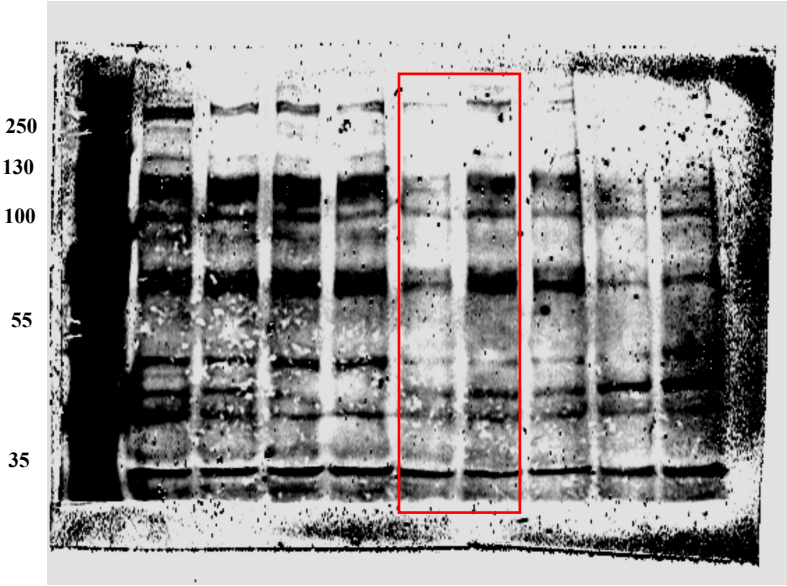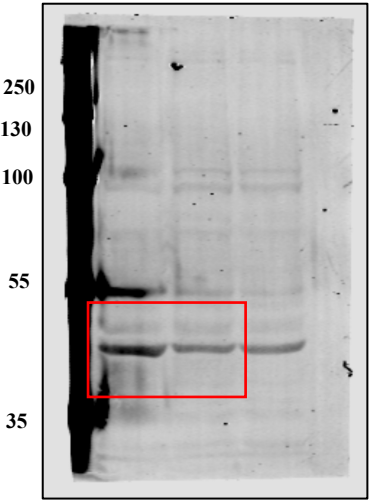

Actin

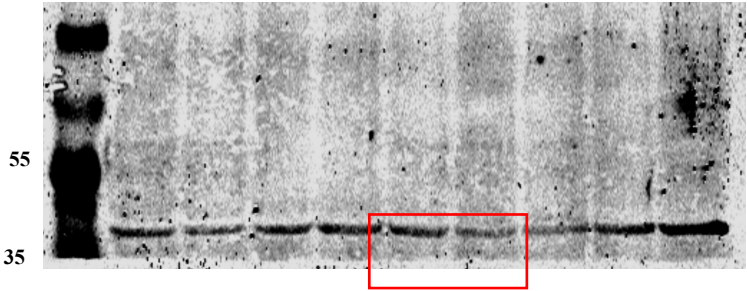

Fig. 10d

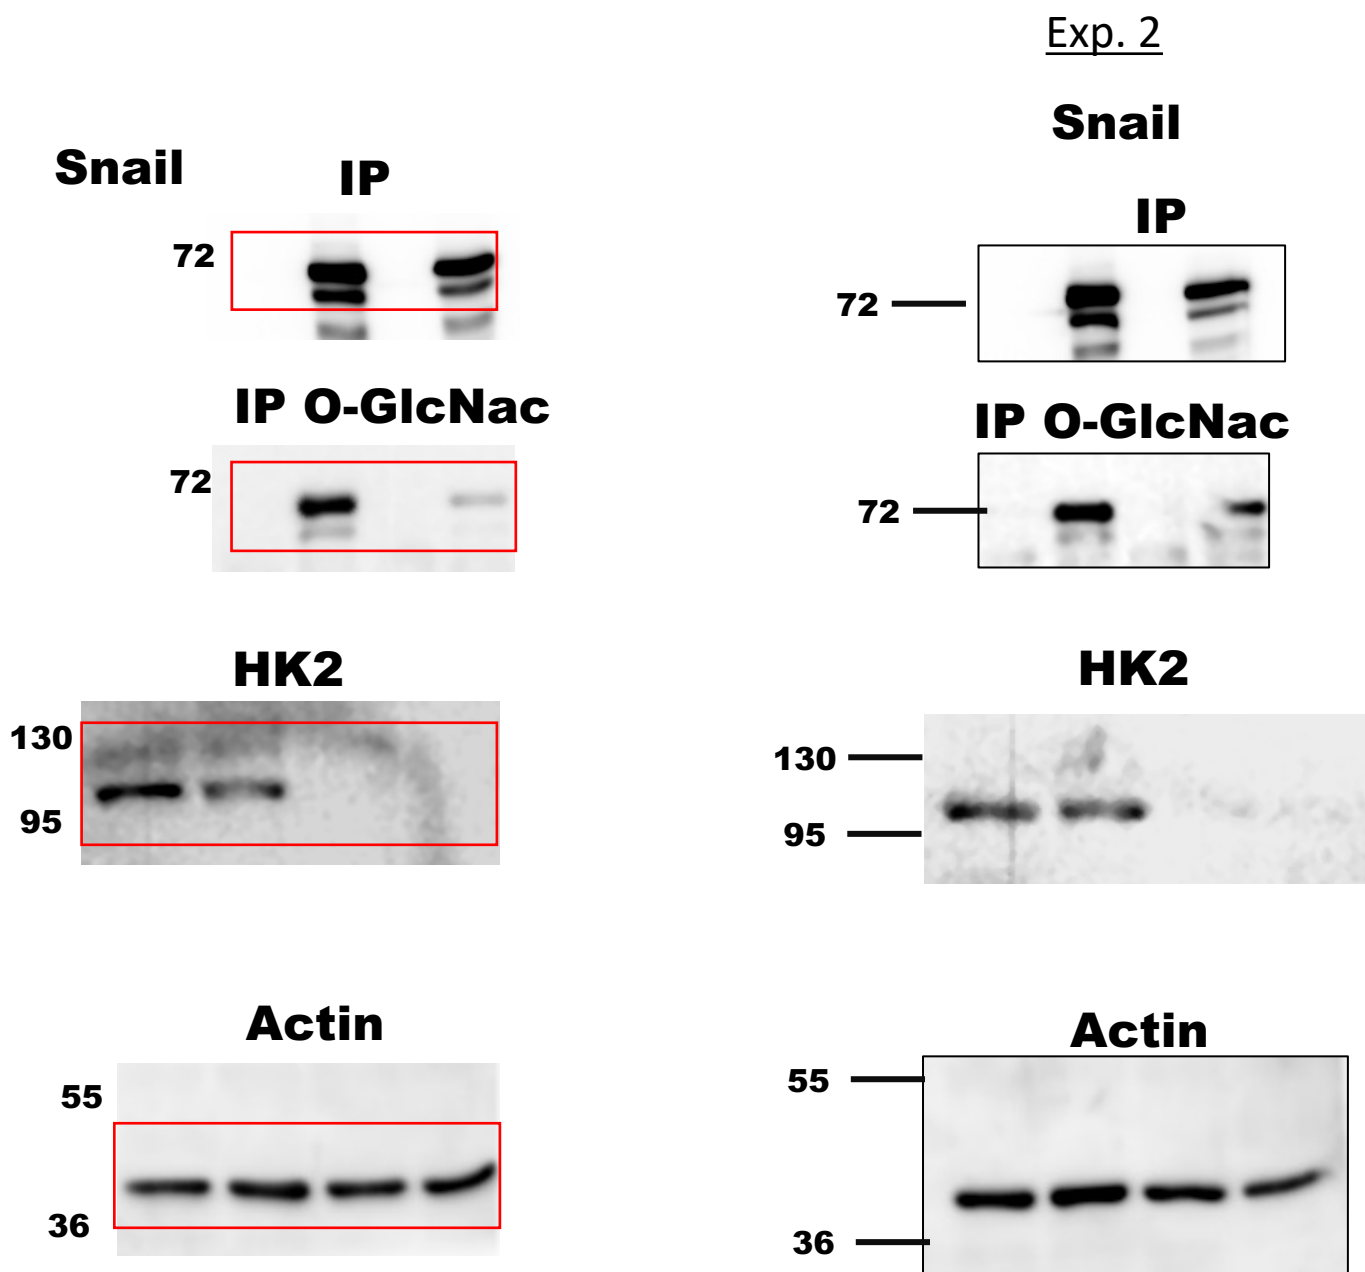

Supplmetary Fig. 1

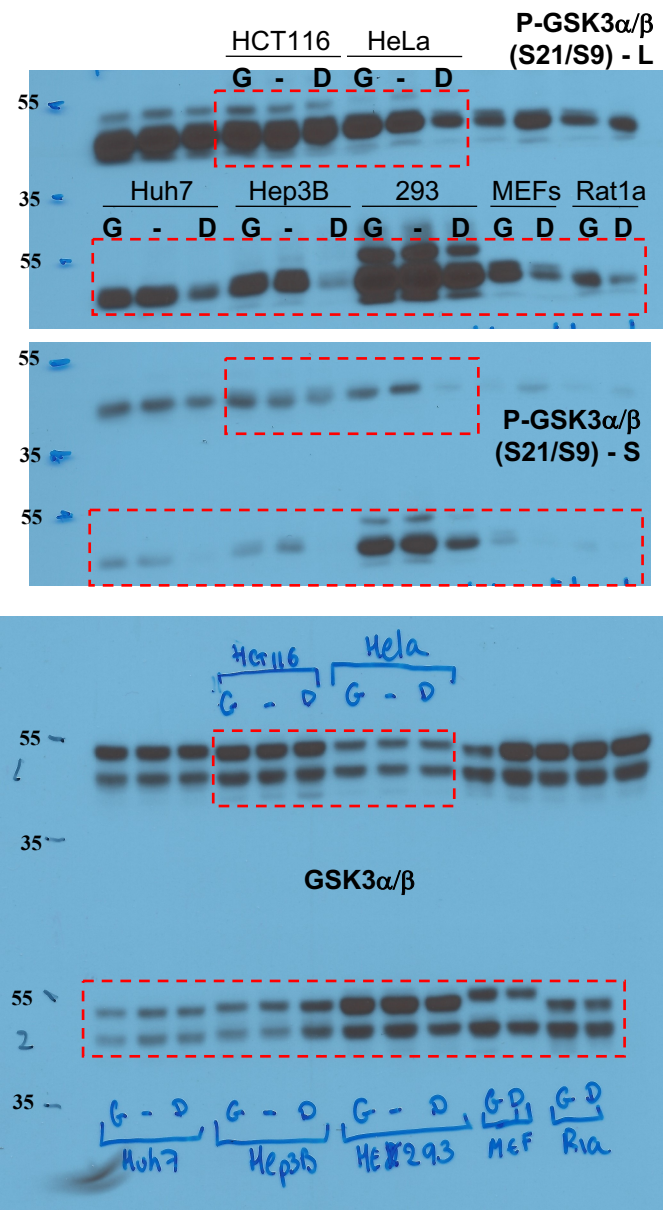

Additional Experiments

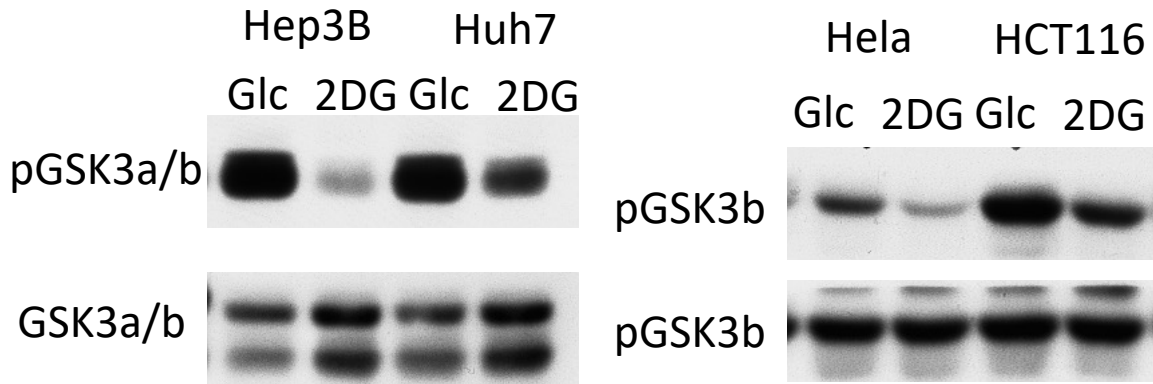

Supplementary Fig. 2

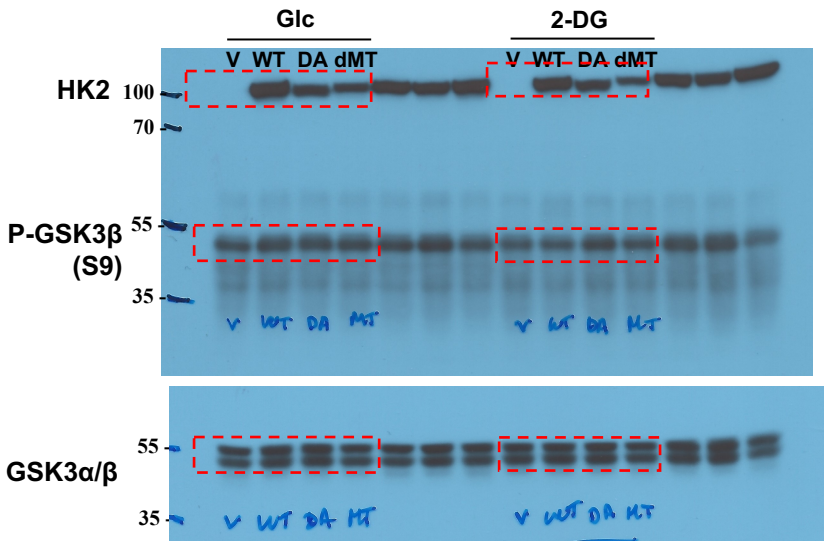

# Suppelementary Fig. 3a

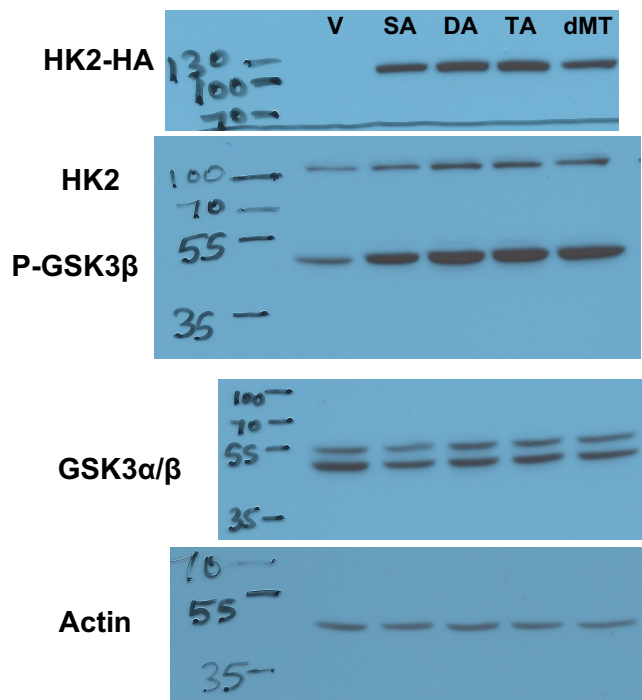

# Extended Data Fig. 3b

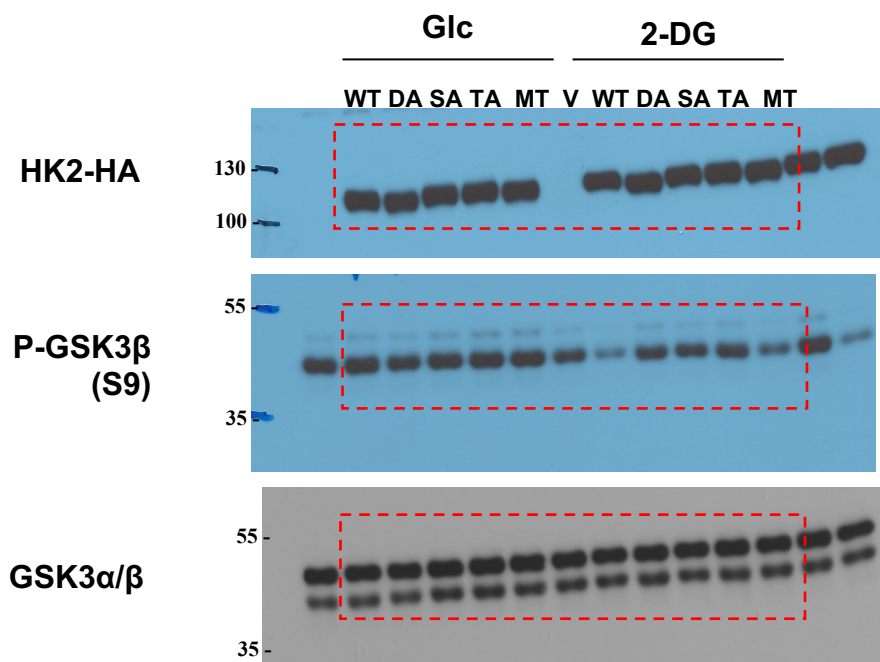

## Supplementary Fig. 4a/b

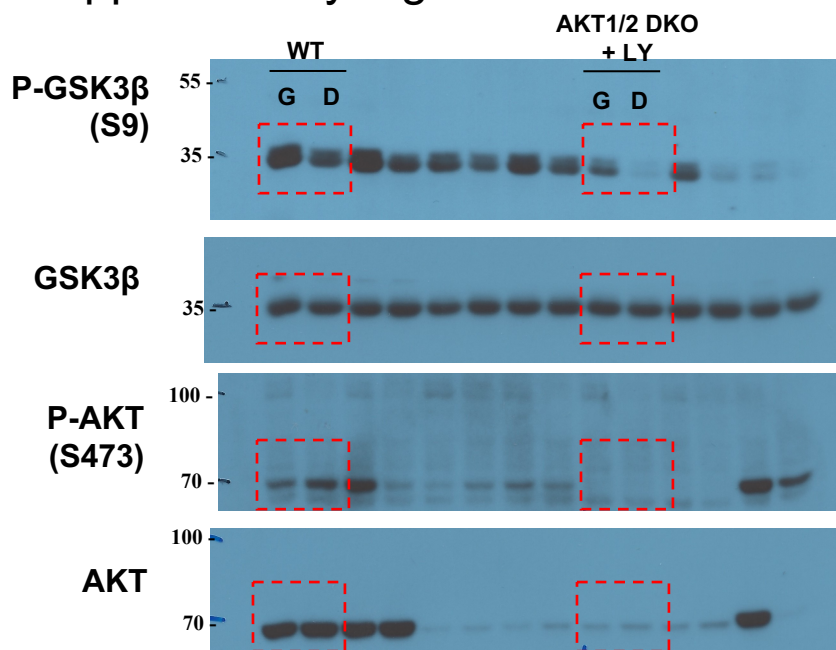

## Extended Data Fig. 4c

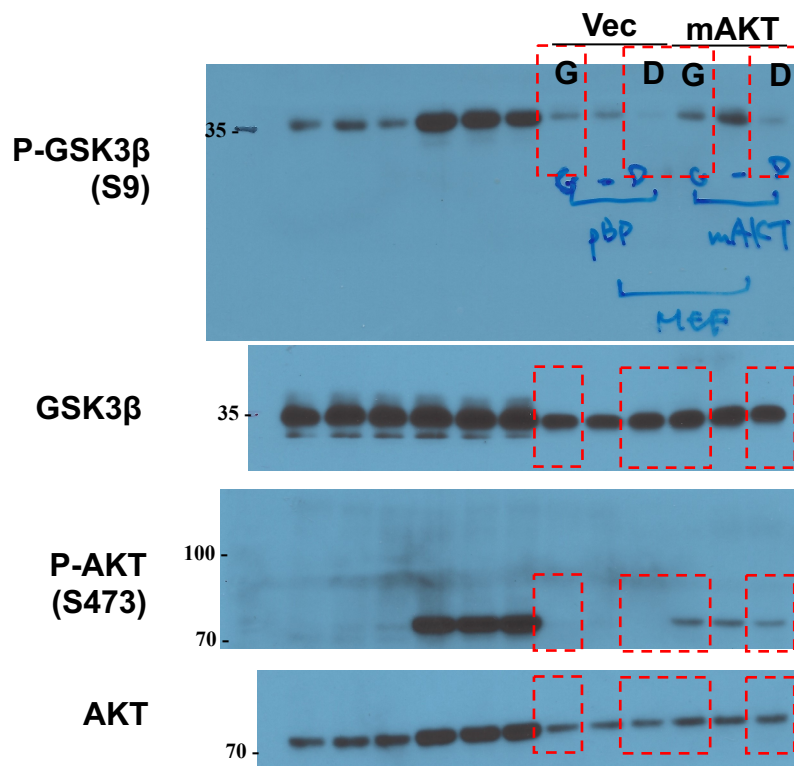

Supplementary Data Fig. 5a

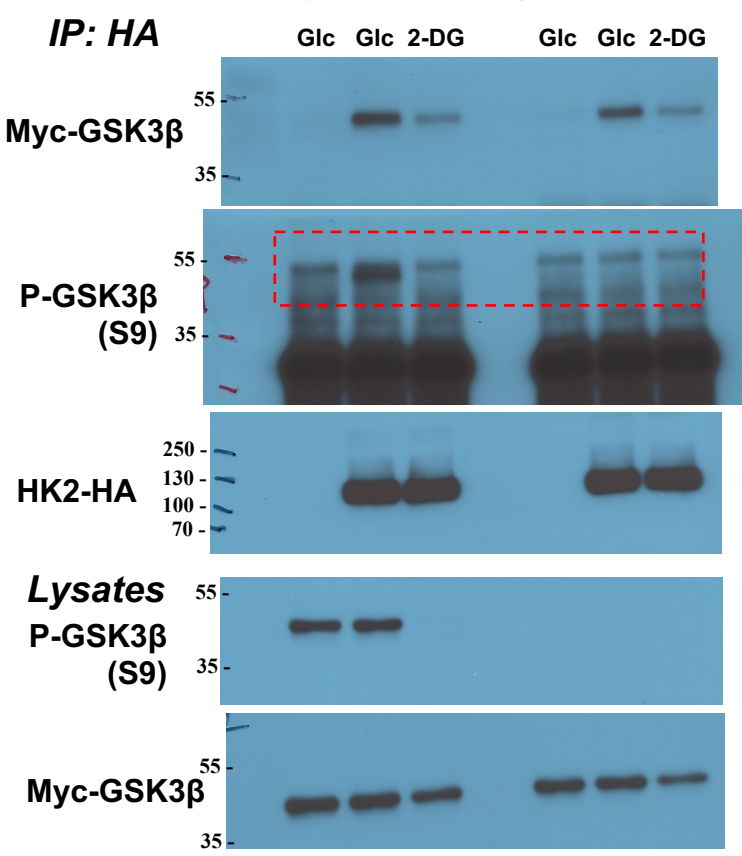

Experiment 2  
(Co-IP HK2-HA and Myc-GSK3b (S9A))

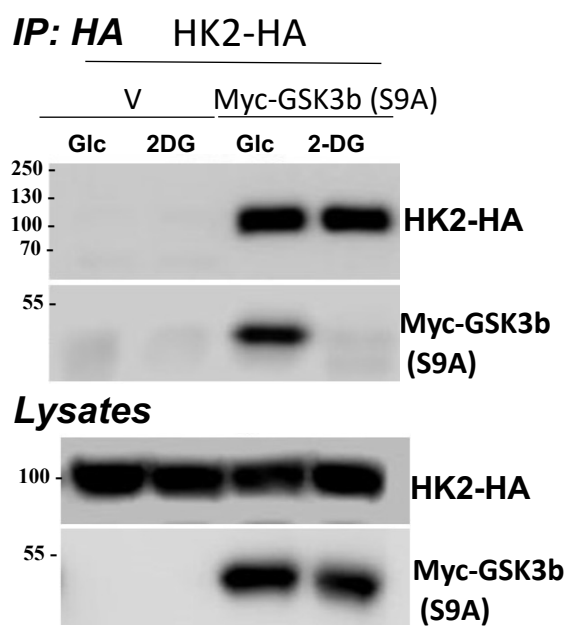

Supplementary Fig. 5b

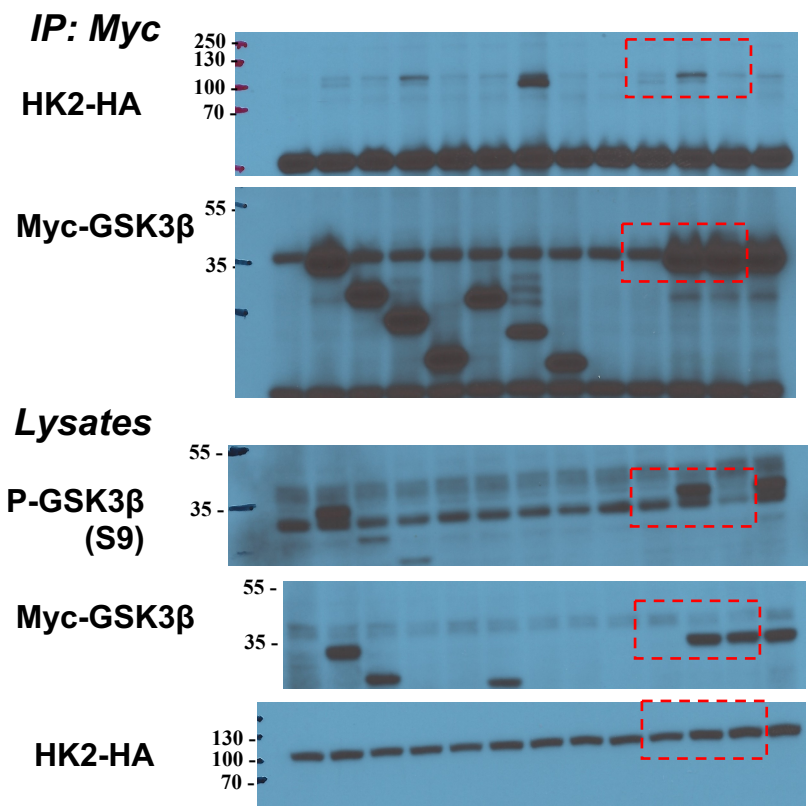

Supplementary Fig. 5c

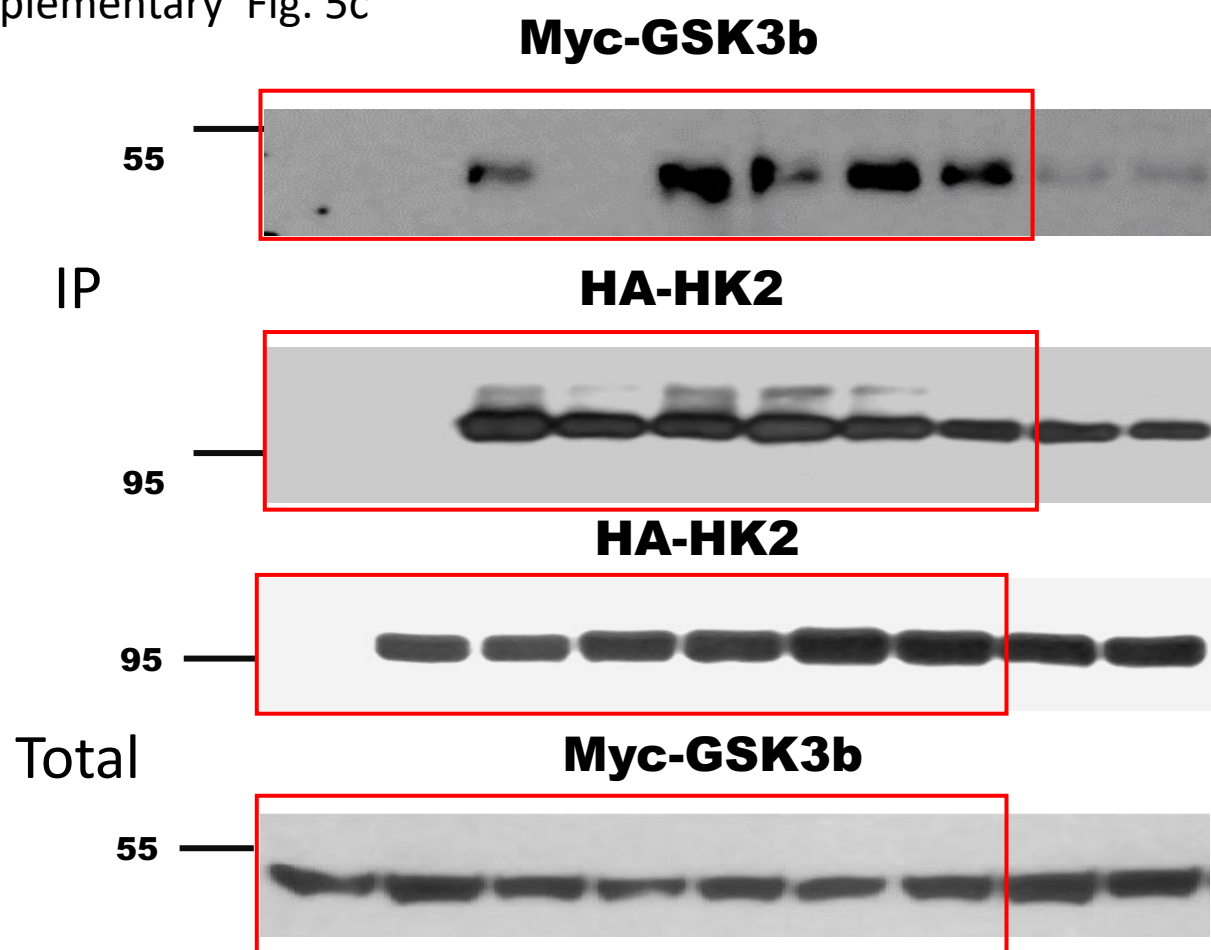

Supplementary Fig. 5c (Exp. 2)

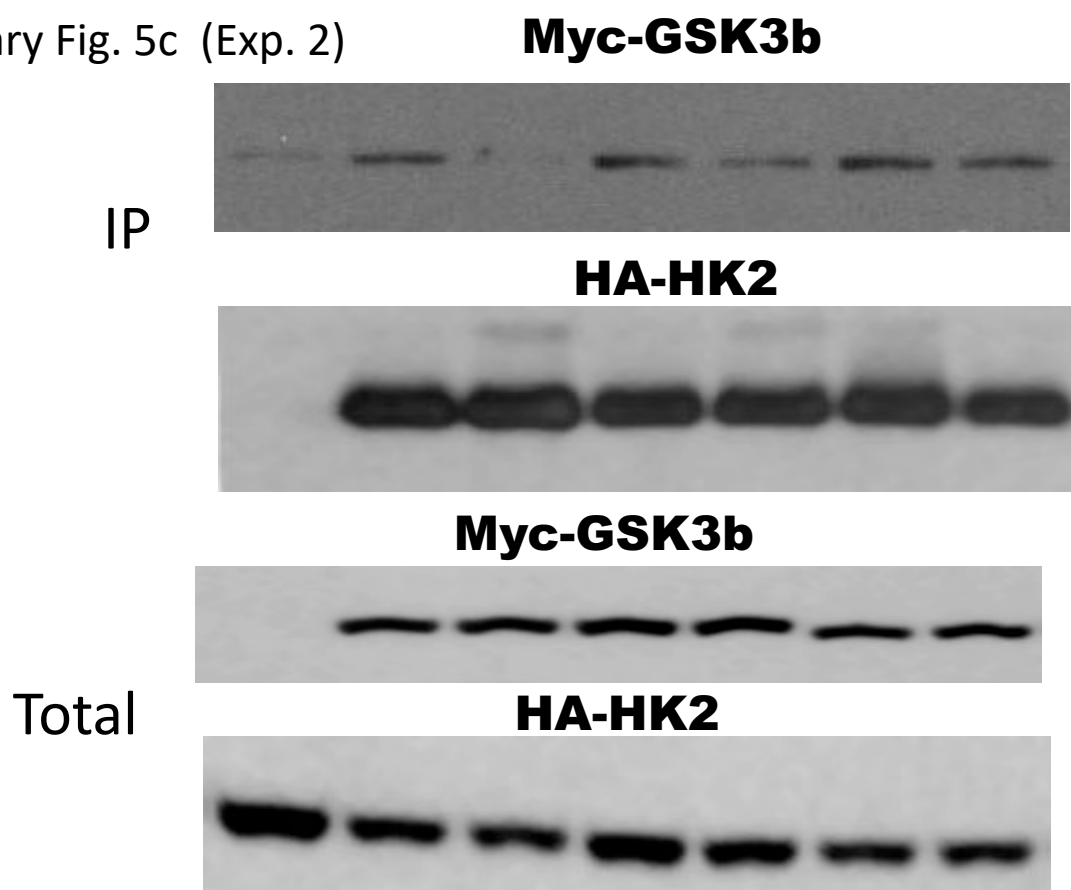

## Supplementary Fig. 6

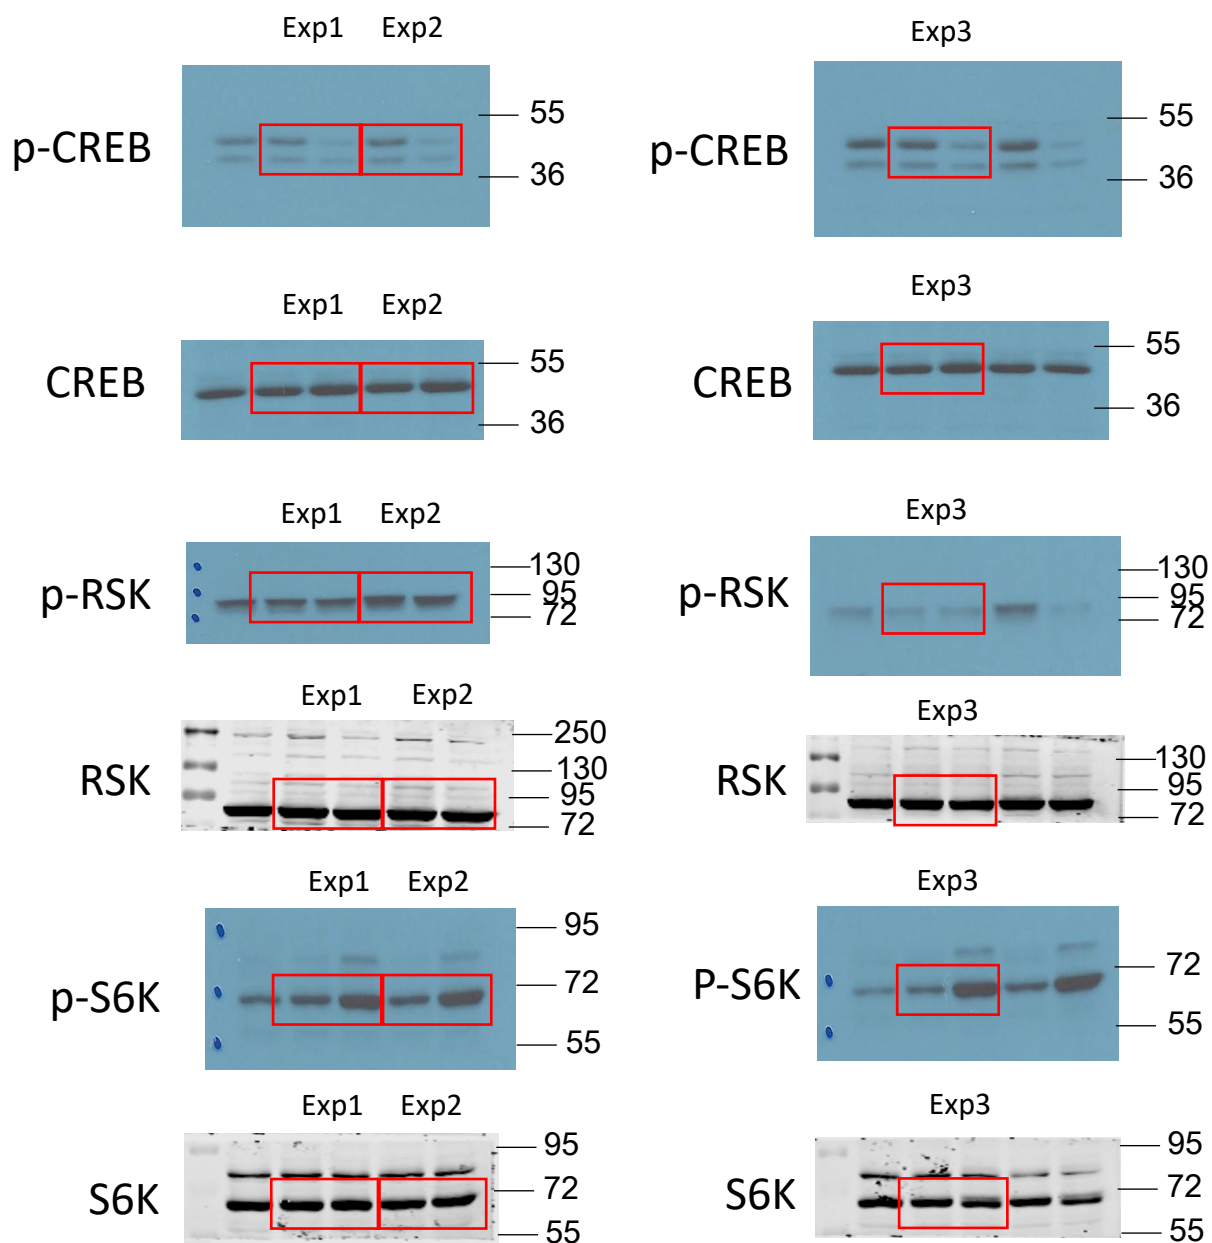

Supplementary Fig. 6 (continued)

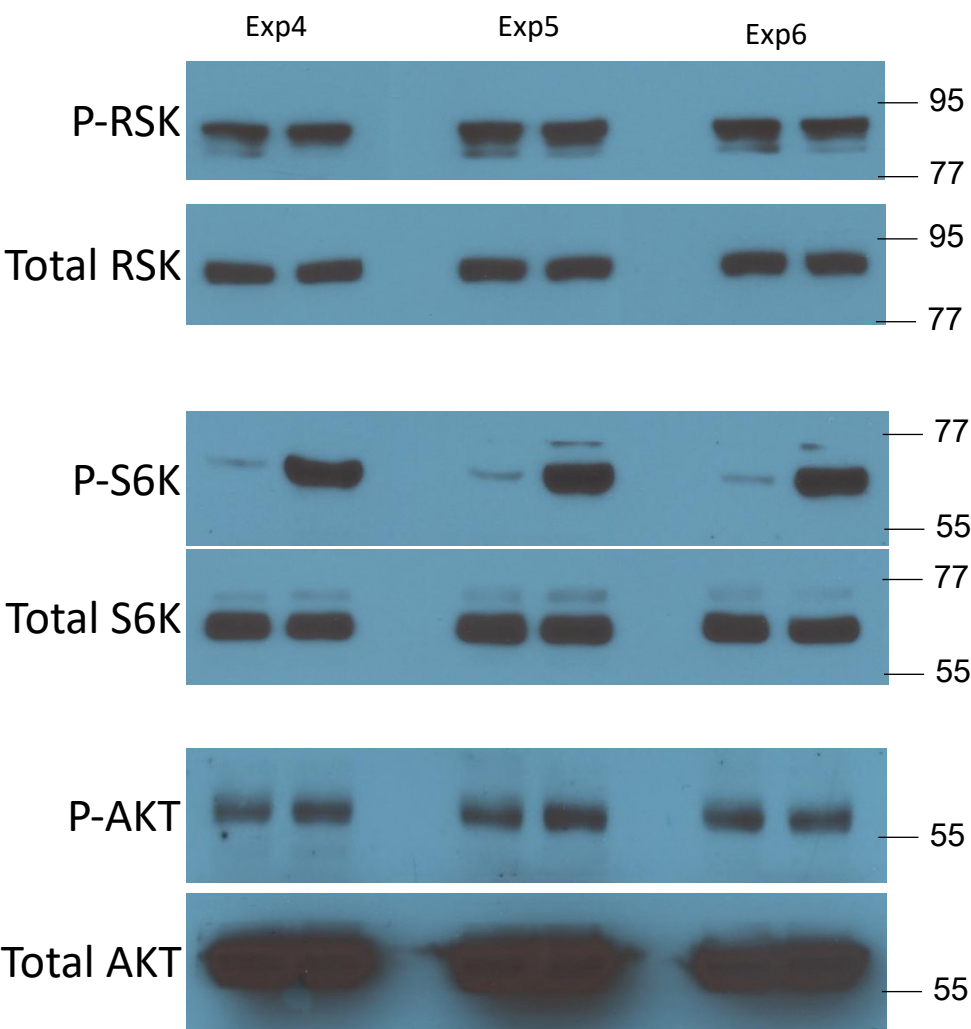

Supplementary Fig. 6 (continued)

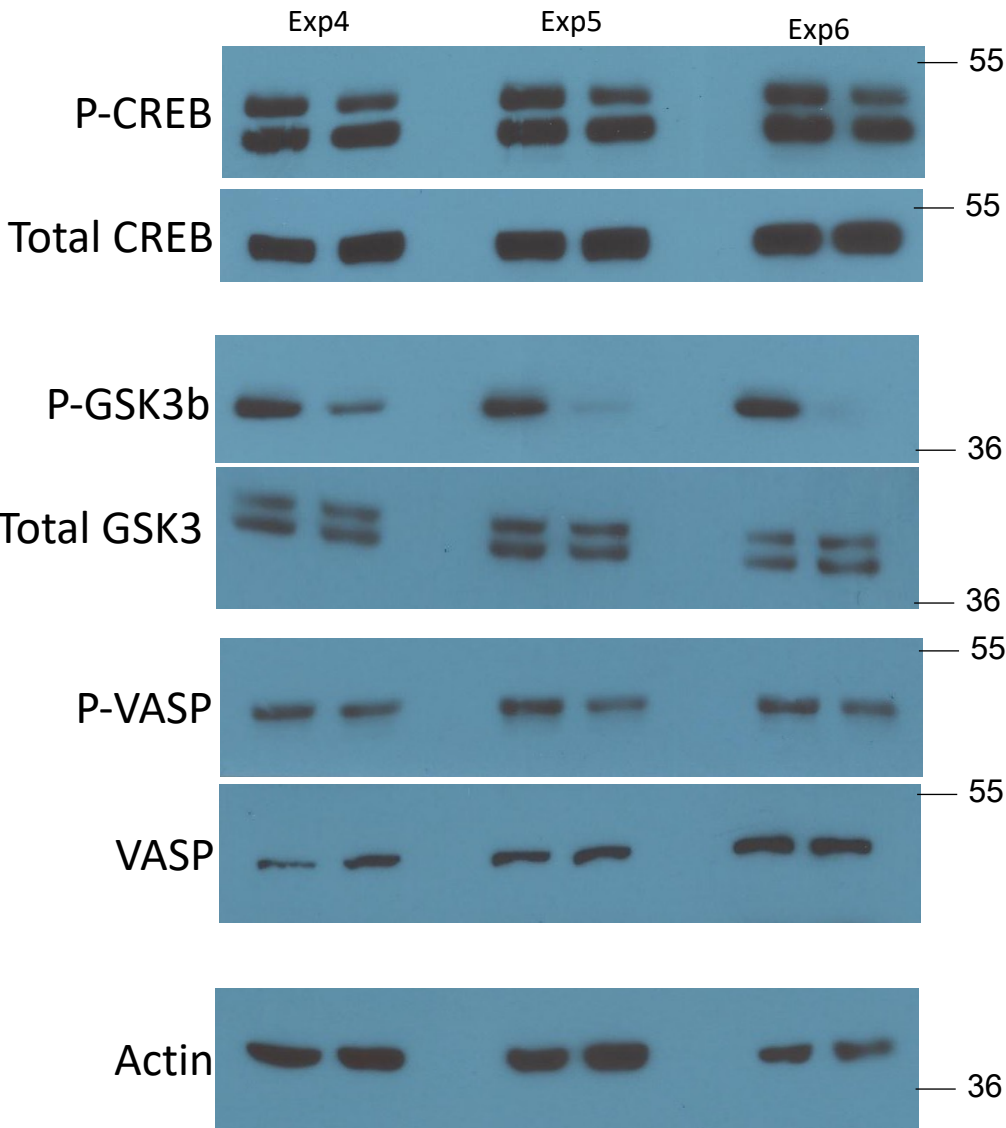

# Supplementary Fig. 8a

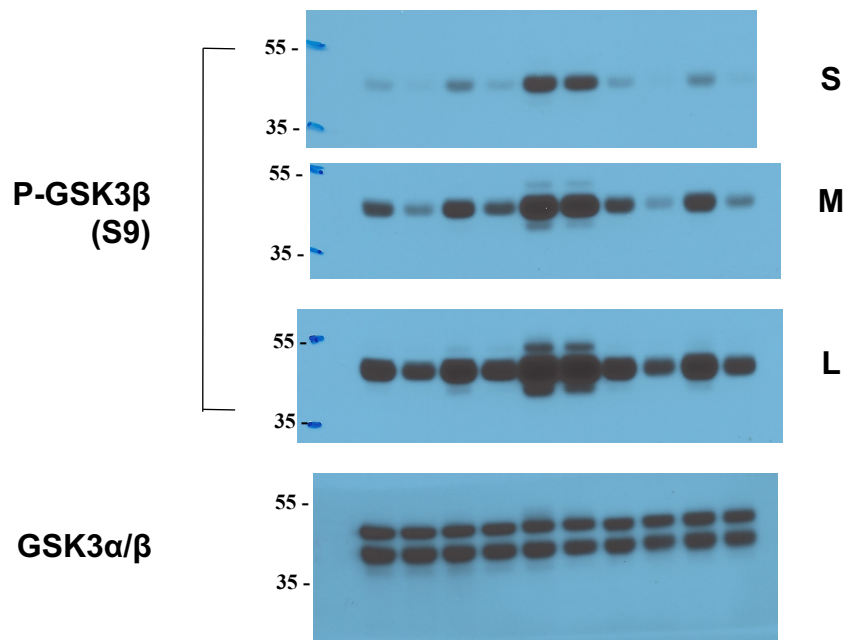

**pGSK3b**

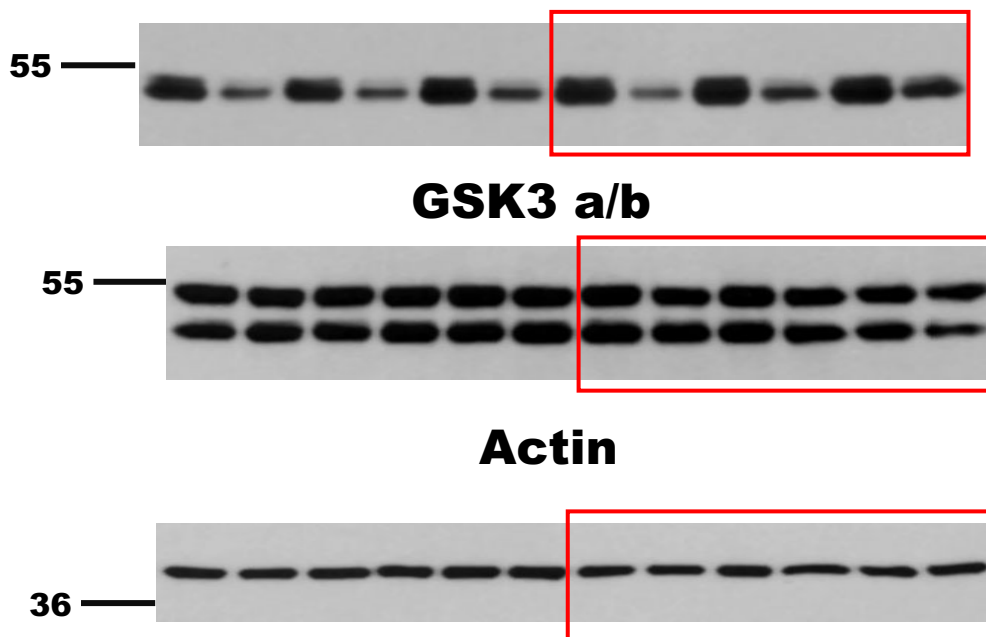

## Additional Experiments for quantifications

## Exp. 2

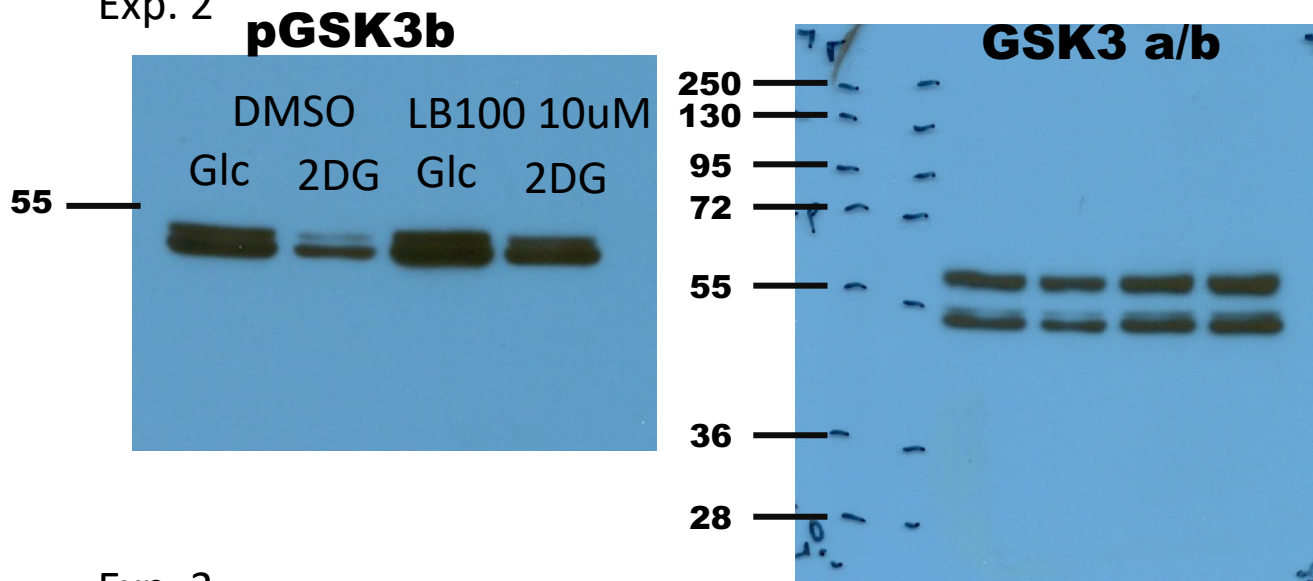

## Exp. 3

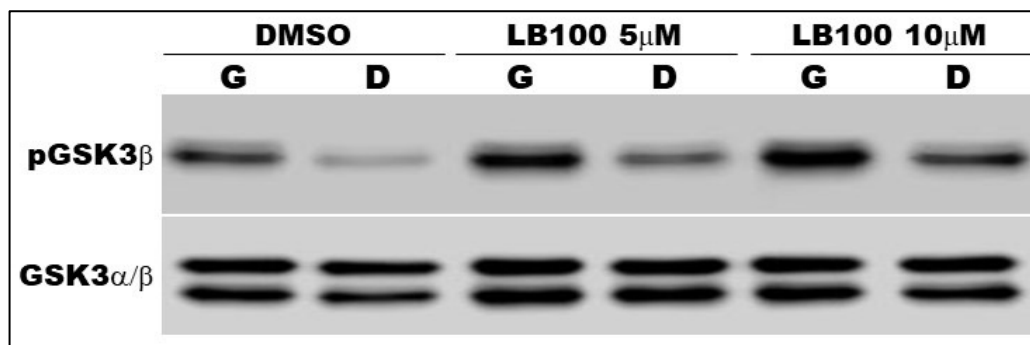

Supplementary Fig. 9

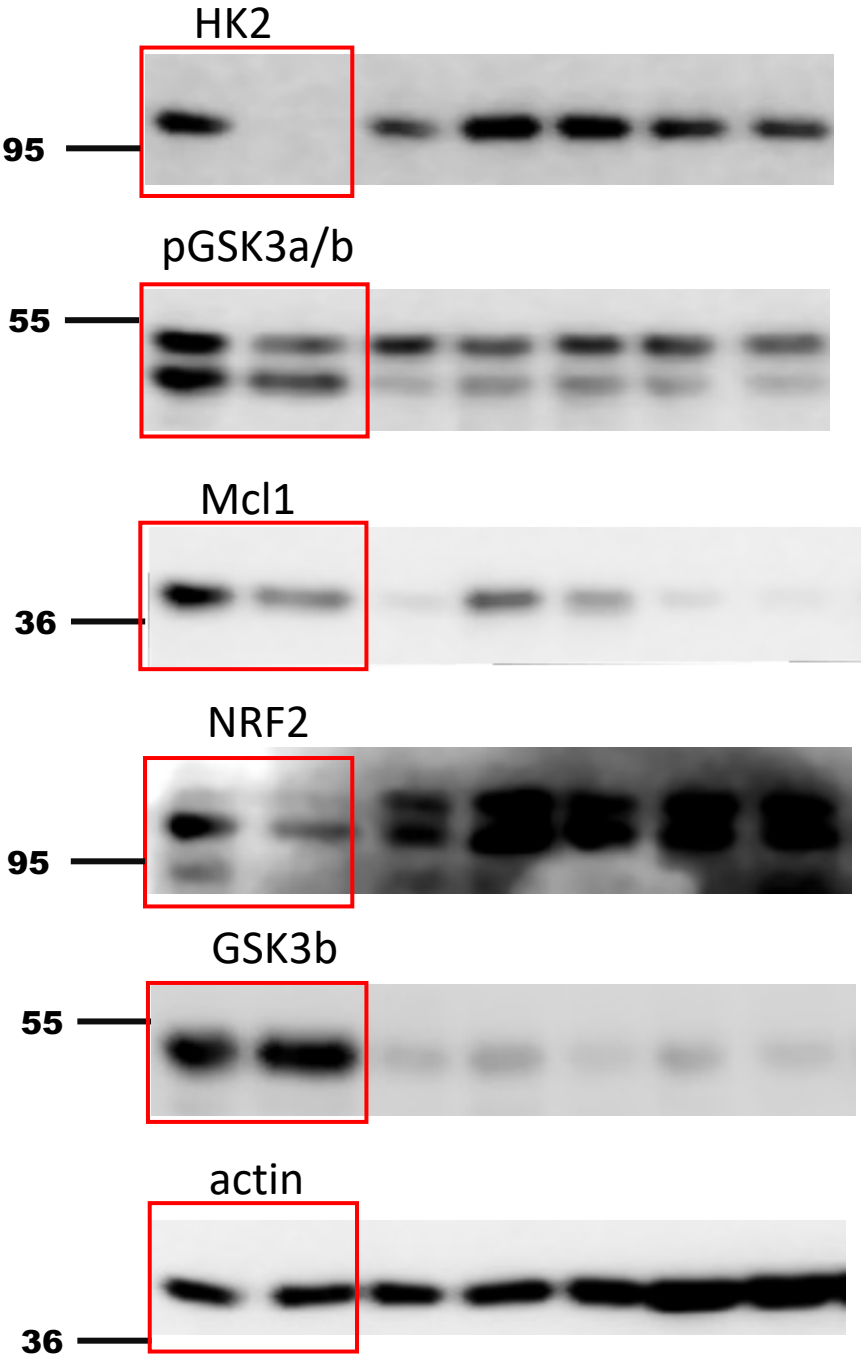

Supplementary Fig. 9 (Exp. 2)

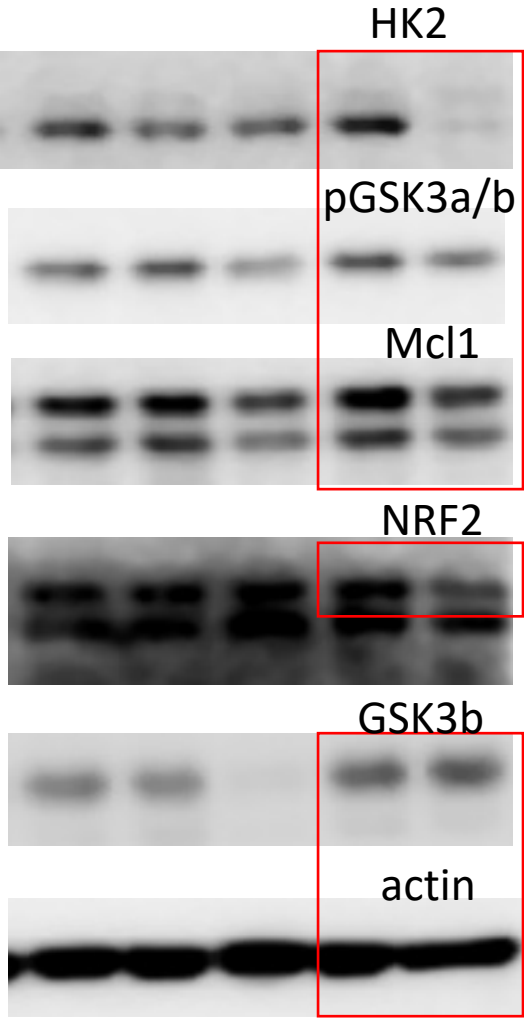

Supplementary Fig. 14a

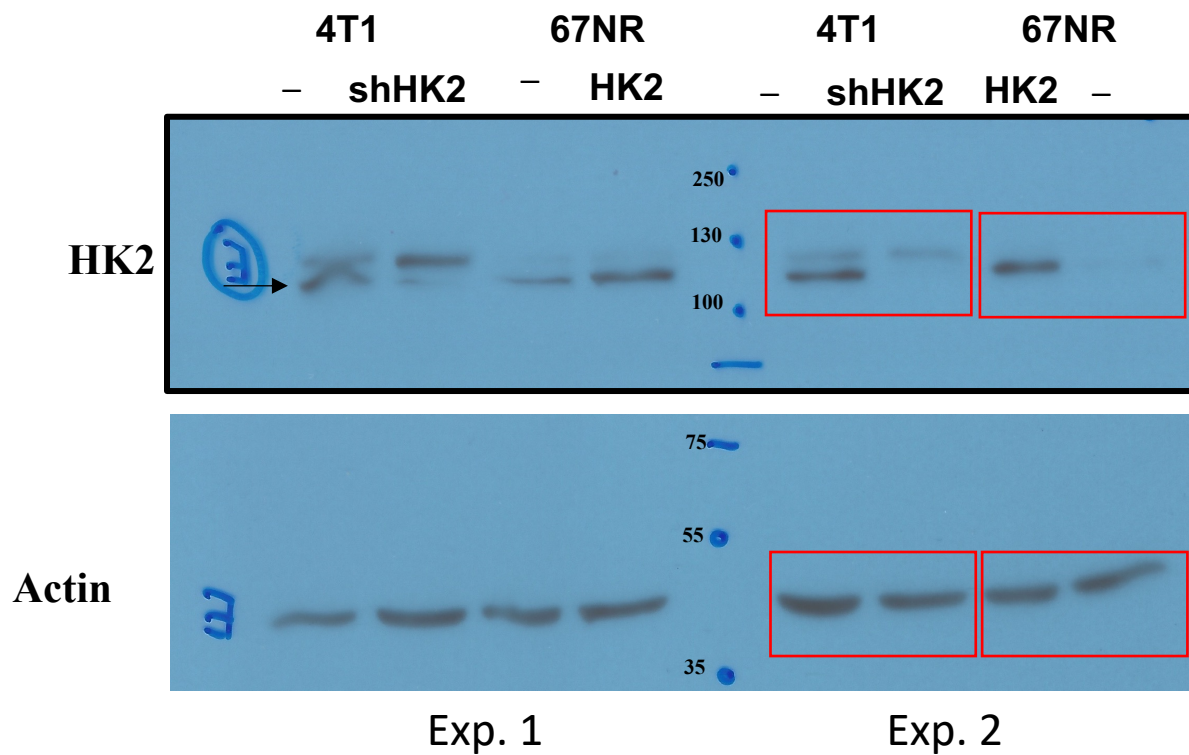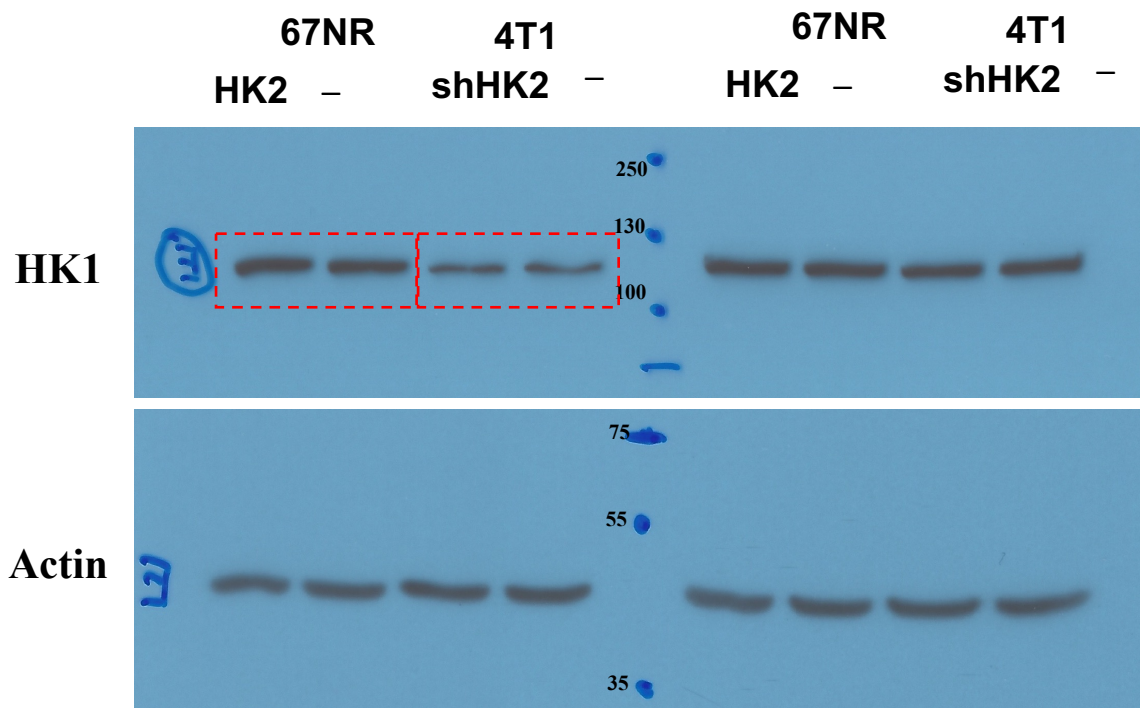

Supplementary Fig. 15a

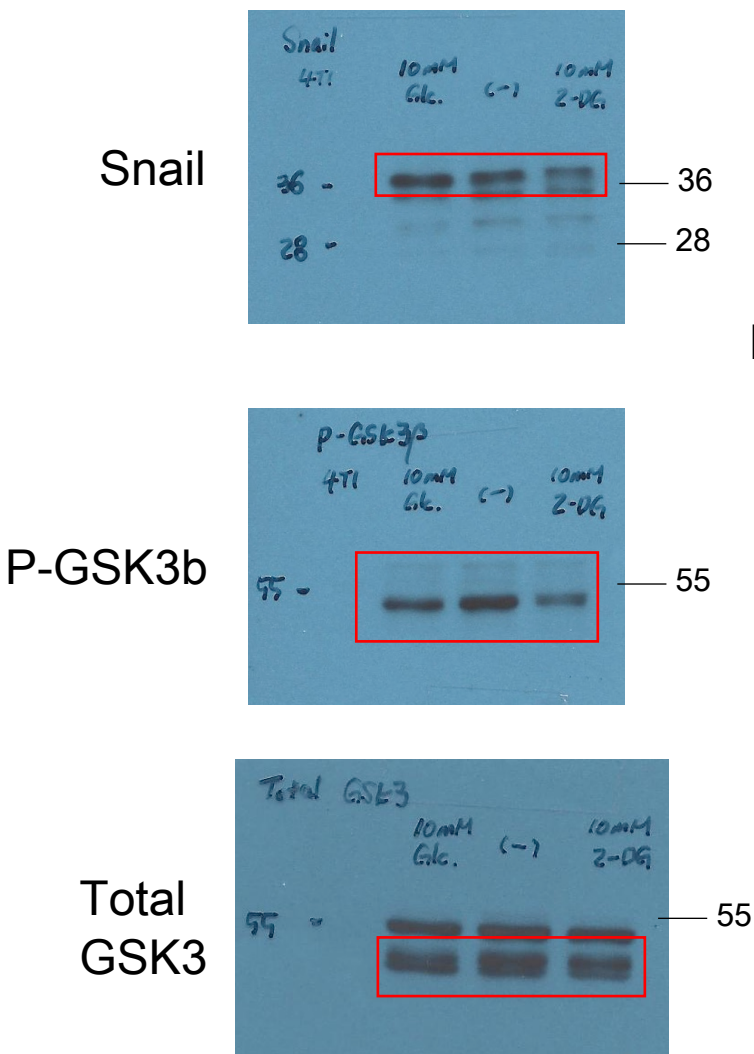

Supplementary Fig. 14b

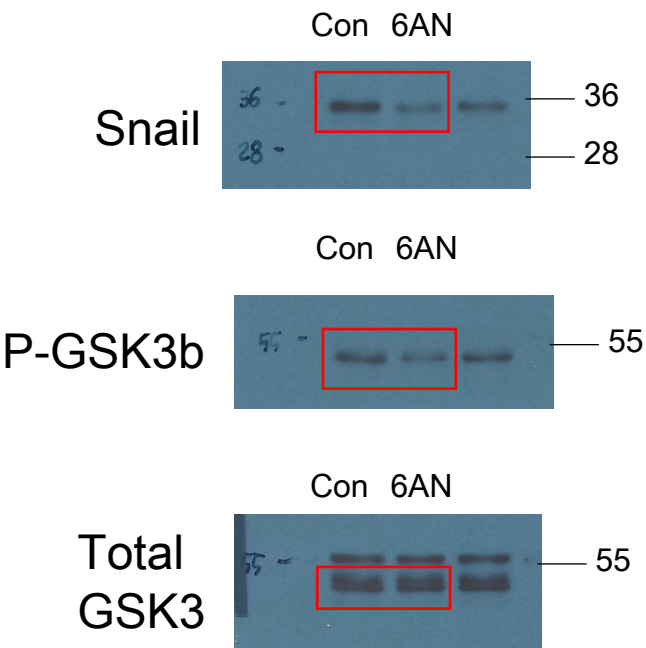

# Additional experiments used for quantifications

## Supplementary Fig. 15a

① p-GSK3 $\beta$

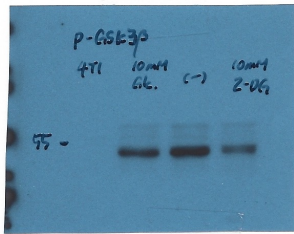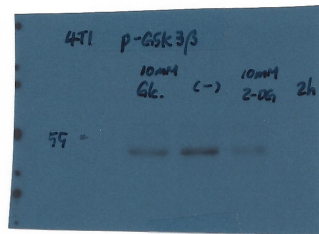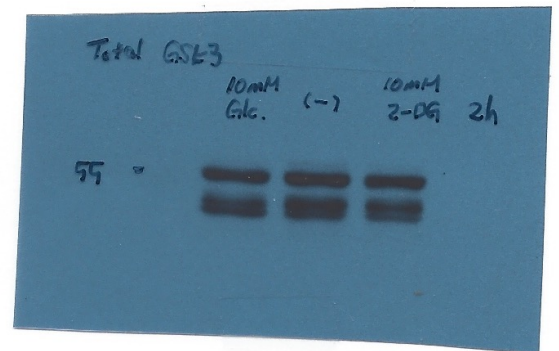

② Snail

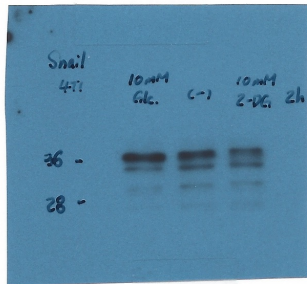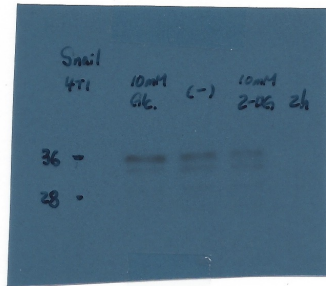

Extended data Fig. 14a

2hr  
Glucose  
Empty  
2DG

SNAIL

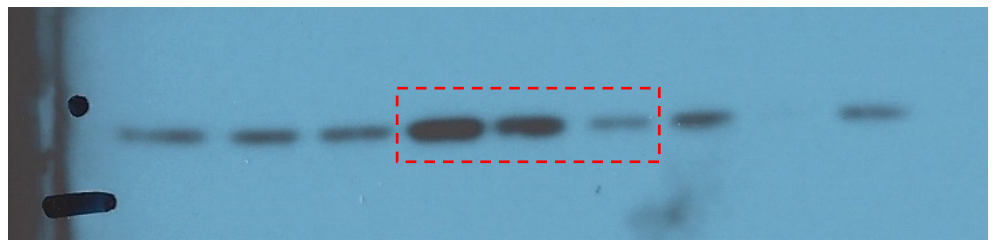

P-GSK3B

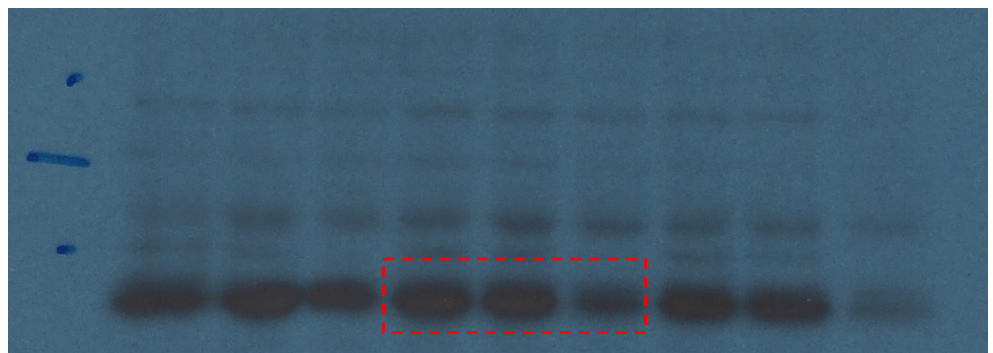

Total GSK3B

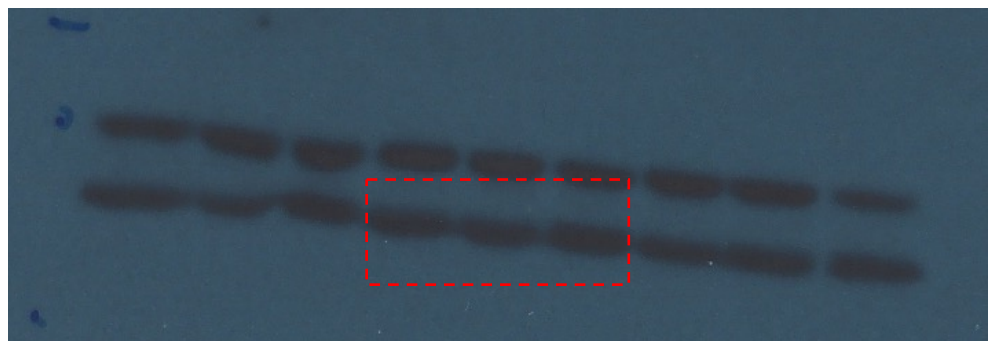

## Additional experiments used for quantifications

Supplementary Fig. 15a

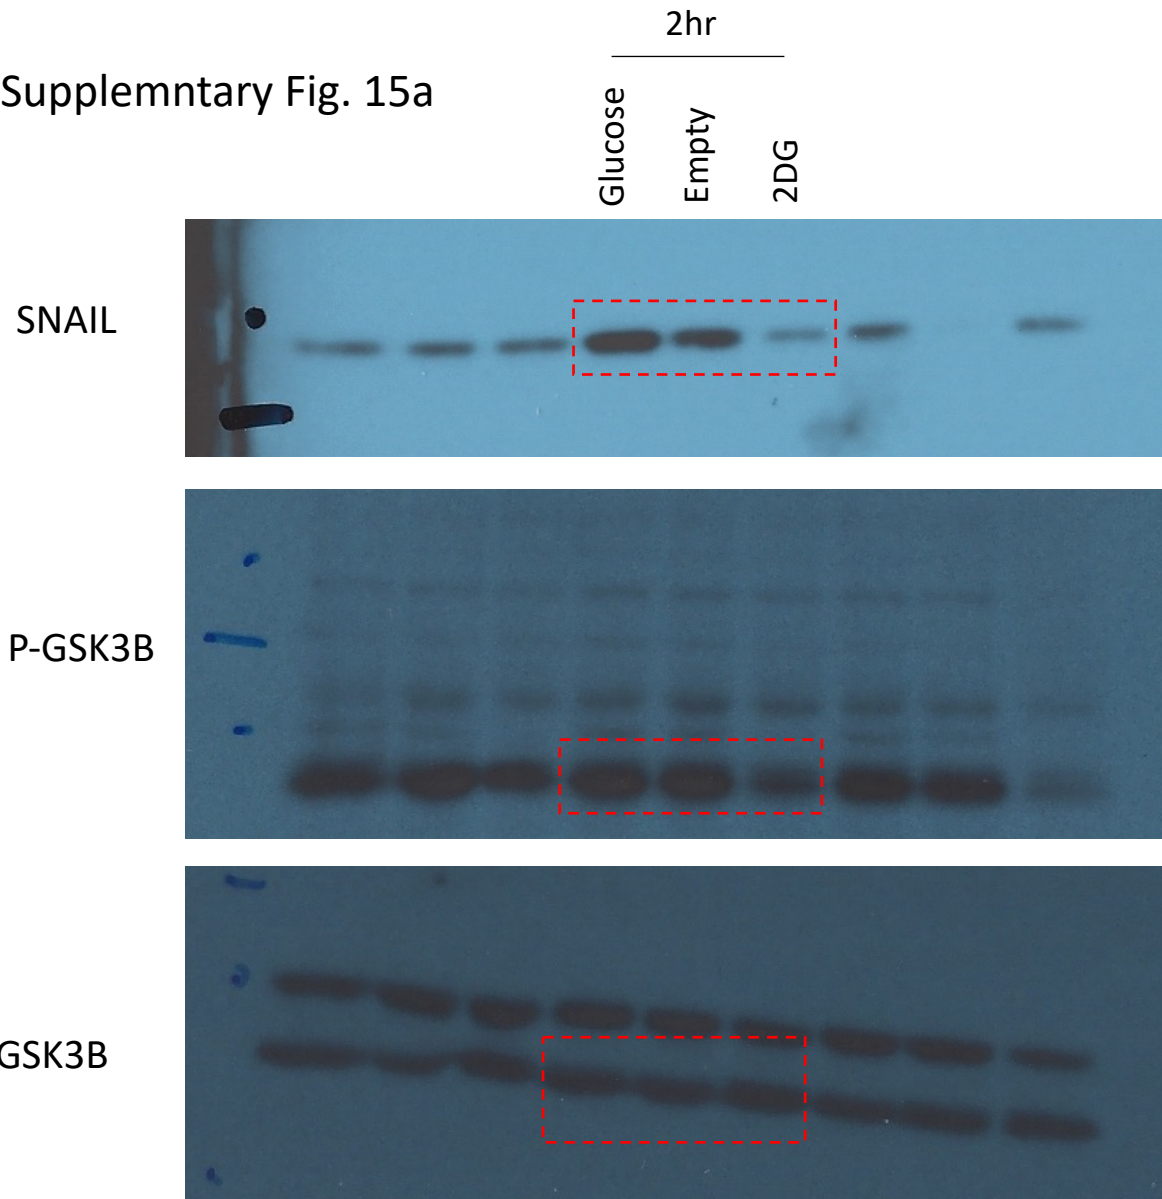

## Additional experiments used for quantifications

Supplementary Fig. 15a Supplemnatry Fig. 15b

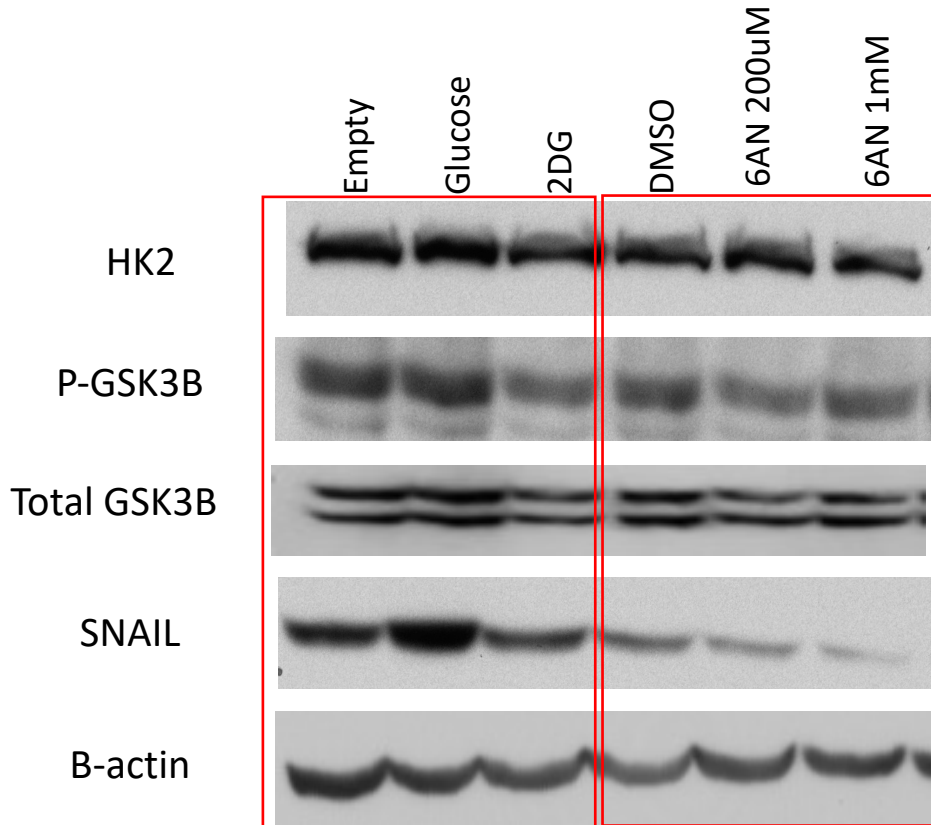

Extended data Fig. 14b

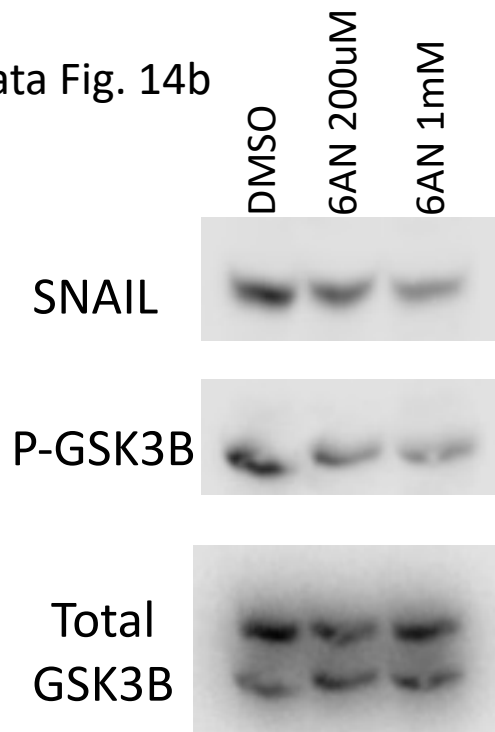

## Additional experiments used for quantifications

Supplemenatry Fig. 15b

P-GSK3b

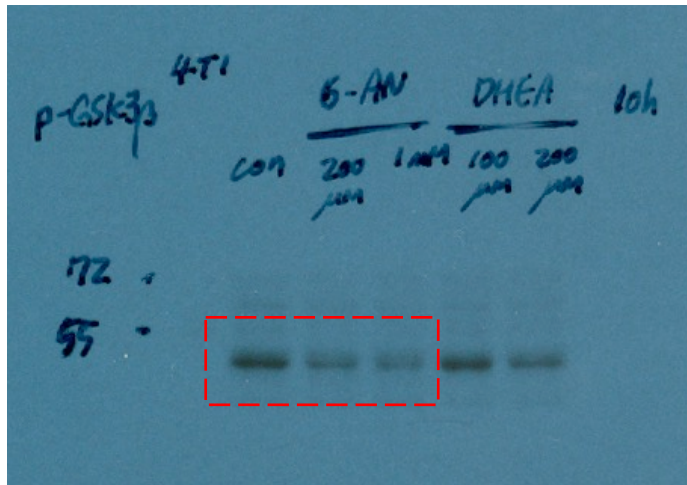

Total GSK3

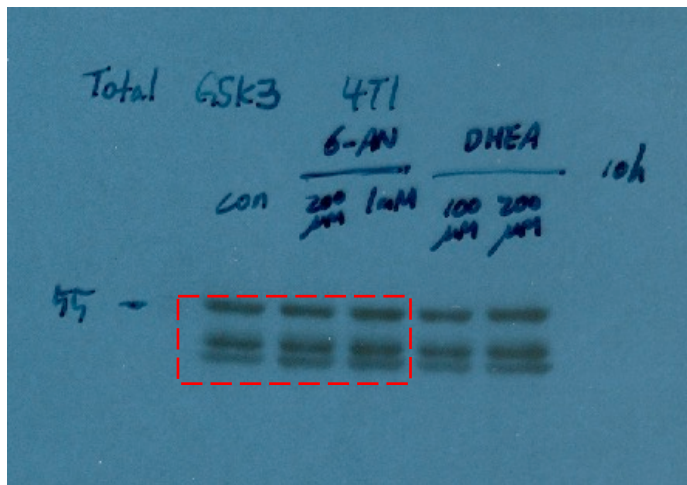

Snail

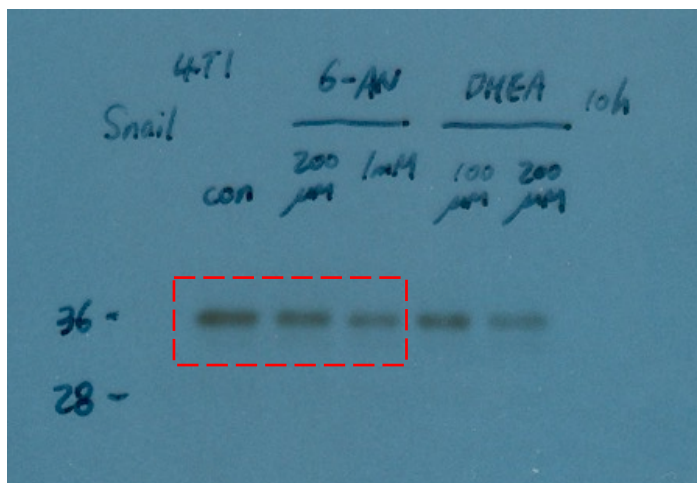

Supplementary Fig. 15c

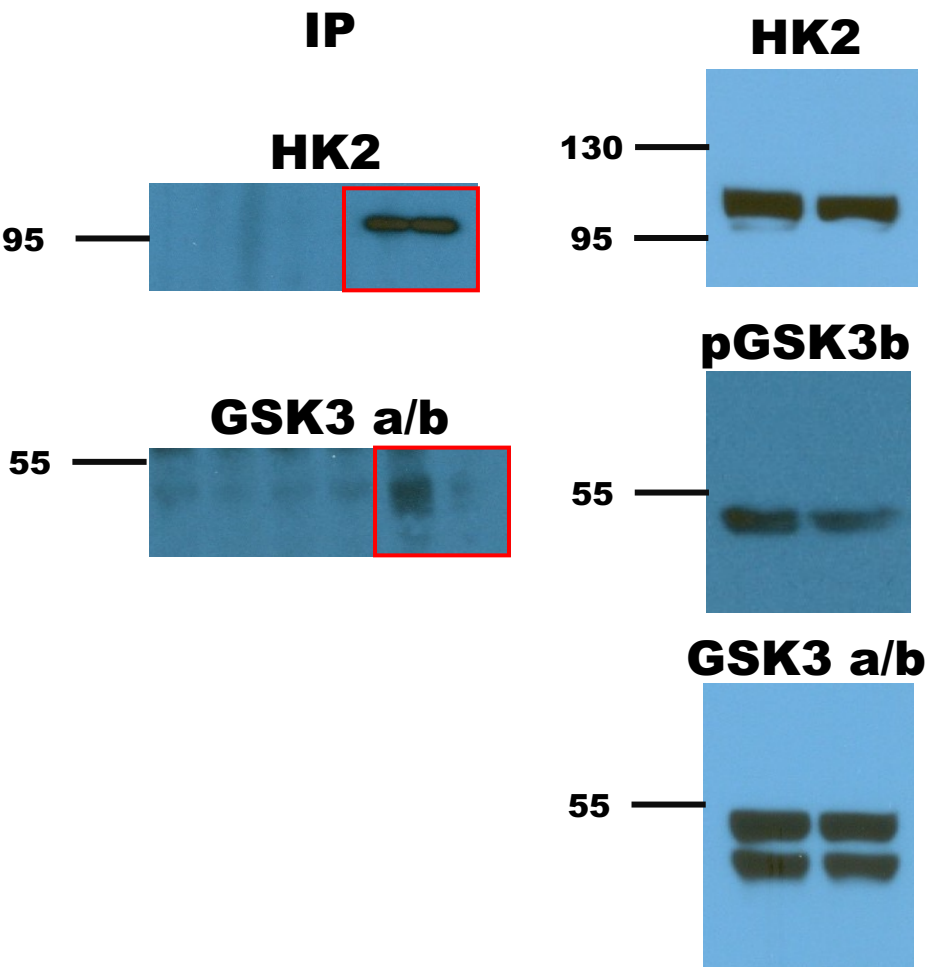

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: A non-catalytic scaffolding activity of hexokinase 2 contributes to EMT and metastasis
**Source:** Nat Commun. 2022 Feb 16;13:899. doi: 10.1038/s41467-022-28440-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Average Gene Expression In The Individual Clusters

**File Name:** Supplementary Data 2

**Description:** Genes expressed at the highest level in each cluster

# Supplementary material for: A non-catalytic scaffolding activity of hexokinase 2 contributes to EMT and metastasis
**Source:** Nat Commun. 2022 Feb 16;13:899. doi: 10.1038/s41467-022-28440-3
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection PRISM 6.0, Excel. Statistics for each experiment were justified as appropriate, because the data does meet the assumptions of the test. Estimates of variation are based on individual tests and were within limits, and the variance between groups compared were similar.

Data analysis Seurat package (version v2.2.1) using R (version 3.3.2)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

accession number GSE148445.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For animal studies, we performed power analyses using a web-based tool at <a href="http://www.biomath.info">www.biomath.info</a> . Within group, variation is expected to be about 30% at the end-point and we are expecting a difference of at least 50% between 2 groups. Based on those 8 tumors/group will have sufficient power with a confidence level of 0.95.                                                                                                                                                                                                                |
| Data exclusions | There is one example in the paper in which one mouse was excluded based on analysis by Prism (Fig. 9e). This figure shows that transient inducible expression of SNAIL rescues the ability of 4T1shHK2 cells to metastasize. All five mice showed the same trend. However, one mouse had more than 10-fold higher basal metastases when compared to the rest of the mice. The GraphPad Prism Software Version 8.0 recognized this mouse as an outlier. One possible explanation for the higher basal level of metastases in this mouse is a the "leakiness" of the inducible system. |
| Replication     | WBs quantifications were done with at least two independent experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Randomization   | The only experiments that required randomization were the in-vivo studies, where by groups were assigned to provide the most consistency in tumor size across groups at the start of the experiment.                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | Quantifications of lung metastases was done blindly. No other quantifications required blinding.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>All antibodies used herein are commercially available and have been validated by the companies that provide them.</p> <p>Rabbit monoclonal Hexokinase II (C64G5) Cell signaling 2867<br/> HXK II (C-14)<br/> (Used for immunoprecipitation) Santa Cruz sc-6521<br/> Mouse monoclonal E-cadherin (4A2) Cell signaling 14472<br/> Rabbit monoclonal Vimentin (D12H3) Cell signaling 5741<br/> Rabbit monoclonal Snail (C15D3) Cell signaling 3879<br/> Mouse monoclonal B-actin (AC-15) Sigma-Aldrich A5441<br/> Rabbit polyclonal Phospho-GSK3b (Ser9) Cell signaling 9336<br/> Mouse monoclonal Total GSK3b (4G-1E) Millipore 05-412<br/> p-GSK3a/b antibody Cell signaling 9331<br/> GSK3a/b Biosource 44-610<br/> AMPK antibody Cell signaling 2532<br/> p-ACC antibody Cell signaling 3661<br/> Mcl-1 Santa Cruze Sc-819</p> |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

HA-Tag (262) monoclonal antibody Cell signaling 2362  
Myc-Tag (9B11) mouse monoclonal antibody Cell signaling 2276  
Myc Tag Monoclonal Antibody, HRP Invitrogen R951-25  
PRKAR1a (D5405) Rabbit mAb Cell signaling 5675  
Anti-Myc Tag Monoclonal Antibody, HRP Invitrogen R951-25  
Anti-cPKA antibody Cell Signaling 4782  
PP2A C subunit Antibody Cell signaling 2492  
NRF2(D129C)  
Rabbit mAb Cell Signaling 12721  
Akt (pan) (11E7) Rabbit mAb Cell signaling 4685  
p-Akt (ser473) (193H12) Rabbit mAb Cell signaling 4085  
Mouse monoclonal O-GlcNAc (CTD110.6) Biolegend 38004  
Mouse monoclonal α-Tubulin Sigma-Aldrich T9026  
b-Actin (13E5) Rabbit mAb Cell signaling 4970  
G6PD Bethyl A300-404A  
6PGD Gene Tex GTX101703  
Anti-GST (HRP) Abcam ab58626  
Anti-p-CREB Cell signaling 9198  
Anti-CREB Cell signaling 9197  
Anti-p-VASP Cell signaling 84519  
Anti-VASP Cell signaling 3132  
Anti-p-p90RSK Cell signaling 8753  
Anti-p90RSK Cell signaling 9355  
Anti-p-p70S6K1 Cell signaling 9234  
Anti-p70S6K1 Cell signaling 2708

Validation

All antibodies used herein are commercially available and have been validated by the companies that provide them.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                         |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | ATCC or established in the laboratory.                                                                                                                                                                                                                  |
| Authentication                                                       | All cell lines were received from ATCC and are NOT on the latest version (Vs. 8.0) of ICLAC list of misidentified cell lines. All lines used were tested for mycoplasma contamination and confirmed negative of infection via PCR through the UIC core. |
| Mycoplasma contamination                                             | Cell lines used were tested for mycoplasma contamination and confirmed negative of infection via PCR through the UIC core.                                                                                                                              |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Not relevant                                                                                                                                                                                                                                            |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6, Balb/cj, and NOD.Cg-Prkdcid female mice.                                                                                                                                                                                                             |
| Wild animals            | None                                                                                                                                                                                                                                                          |
| Field-collected samples | Not relevant                                                                                                                                                                                                                                                  |
| Ethics oversight        | All animal work was conducted according to the ethical regulations set forth by the federal government, as reviewed and approved through the Office of Animal Care and Institutional Biosafety (OACIB) within the Office of the Vice Chancellor for Research. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

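Single-cell mRNA was measured by Drop-seq in 7 control tumors of MMTV-PyMT;HK2f/f mice, 1 library per mouse. The authors filtered the reads, aligned them to mm10 with the PyMT sequence added, and deposited per tumor the count of UMIs for each gene and barcode, as whole numbers without normalization. The aligner, the counting program and the gene annotation are not named in the paper's text. The deposited counts include barcodes below the limit of 200 genes. Mitochondrial genes were already absent from 5 matrices and were removed from the other 2. Libraries with HK2 deletion were not analysed here.

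The matrices were read with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Barcodes with 200 to 6000 genes were kept as cells, 2151, 1988, 1251, 4780, 1550, 2194 and 1133 in replicates 1, 2, 3, 4, 5, 7 and 8. Their total UMIs were 2319456, 2033997, 1411603, 4471473, 1684588, 3030033 and 962677 in the same order, or 71.3 to 91.1% of all UMIs of a matrix without mitochondrial genes. With medians of 362 to 467 genes per cell, the level of a gene in 1 cell is not precise, and levels were taken from sums over cells. Intervals cover counting error only.

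Clustering used Seurat 5.3.0 in R 4.3.3 in place of the authors' older version. The methods give Seurat 2.3.4 and the reporting summary another version, and clusters can differ between versions. The steps followed the paper's methods, with genes in at least 3 cells (24381), log normalization to 10000 UMIs per cell, variable genes with a mean between 0.1 and 8 and a dispersion of at least 1, the number of UMIs regressed out, 9 of 30 principal components, 30 neighbors and a resolution of 0.6. No batch correction was made. The 10 genes whose levels were to be compared were left out of the variable genes, 583 of which were used.

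A cluster took the name of the marker list with the highest score, the mean log2 fold over the median of the clusters (5 CPM added). That score had to be at least 1, and at least 3 markers had to have a UMI in at least 10% of its cells. No other list could have more markers among its 10 leading genes. Leading genes had a UMI in at least 20% of the cells and were ranked by the fold over all other cells. The markers were fixed first, and this scoring rule was set after the clusters had been seen. The lists for T/NK cells, B cells, macrophages, monocytes and dendritic cells, fibroblasts, hormone-sensing luminal epithelial cells and tumor/alveolar epithelial cells each named 1 to 3 of the 12 clusters. The lists for neutrophils, endothelial cells, myoepithelial cells, pericytes or smooth muscle, and erythroid cells named none, and with 20 principal components the endothelial, myoepithelial and erythroid lists named 1 cluster each. Names rebuilt in this way can differ from those of the paper. Doublets were left to the limit of 6000 genes, since scrublet (scanpy 1.11.5) called too few cells.

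UMIs were summed per mouse and group of clusters. The PyMT clusters, the Acta2-high cluster and the Krt8/Krt18-high cluster were chosen by rules set before the data were examined. Sums were compared by edgeR 4.0.16 (TMM normalization, its filter on low counts, quasi-likelihood test, mouse as block) or by an exact sign-flip test with a pseudocount of 1 CPM. The 2 sums of a comparison come from the same mouse, so they are paired by construction. Adjusted p-values are over all genes tested, with a threshold of 0.05. Counts were simulated with 200 changed genes, of which those passing the filter could be called. In the comparison of the Acta2-high cluster, edgeR called 120 of 131 changed genes and 3 unchanged ones among 3400. In that of the Krt8/Krt18-high cluster it called 156 of 156 and 6 among 6789. The simulated changes were far larger than the differences found for Cdh1, Cldn1 and Dsp, and no difference between mice was simulated. The check therefore does not show whether differences as small as these would be called.

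The genes named are those the paper names in its single-cell results and Fig. 7, the genes of the proteins it studies, the genes that pick the counterpart clusters, the marker lists and the 5 leading genes of each cluster discussed.  Alternatives were a lower limit of 500 genes, leaving out called doublets, resolutions of 0.4 and 1.0, 20 principal components, keeping the reported genes among the variable genes, PyMT thresholds of 2 and 5 times, at least 20 cells per group, a pseudocount of 10 CPM, counterparts matched to Supplementary Data 1, DESeq2 1.42.0, no filter on low counts, no block, each title series alone and each mouse left out. Gene set scores of the paper were not computed, as the gene sets were not used here.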

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

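All explanations in this part were tested only after the values had been seen, by tests chosen at that point. A value is listed here when, within the 7 control tumors, the gap between the highest or lowest tumor and its nearest neighbor is large relative to the whole range (Dixon's criterion at 95%). Of 28 groups of values tested, 5 passed, and chance alone gives about 1 in 20. The design holds a single condition, so no biological explanation was tested for any of them.

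Replicate 8 stood apart for 4 of these values. In its PyMT clusters Mmp2 was at 32.9 CPM, from 8 UMIs (95% exact Poisson interval 14.2 to 64.7), where the next tumor had 5.18 CPM. Snai1 in its PyMT clusters was also at 32.9 CPM from 8 UMIs, where the next tumor had 20.1 CPM. Its immune-like cells had 134 CPM of Hk2 from 30 UMIs (interval 90.5 to 191), against 73.3 CPM in the next tumor, and 8.94 CPM of Snai1 from 2 UMIs (interval 1.08 to 32.3), against 3.86 CPM. Replicate 8 also holds 402 of the 1019 fibroblast-like cells, 39.5% of them. RNA or cells of the fibroblast-like type would bring the fibroblast markers along. In the PyMT clusters of replicate 8, the 7 fibroblast markers reached a median of 0.657% of their level in its fibroblast-like cells, and 1.19% at most. Snai1 there would need 64.3%, or 4.80% at the lower bound of its count, so this explanation is excluded for Snai1. For Mmp2 the need was 2.39%, or 0.827% at the lower bound, which is below the highest marker, so the explanation stays open. In the immune-like cells the markers reached a median of 1.79% and at most 2.32%. Hk2 would need 17.5%, or 8.43% at the lower bound, which excludes the explanation, while Snai1 would need 25.9%, or 0.909% at the lower bound, and stays open because it rests on so few UMIs.

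Replicate 4 gave 4780 cells and the next tumor 2194. A larger number of deposited barcodes does not account for this. Of its barcodes, 68.3% passed the filter, against 43.9% in the next tumor, and replicate 1, with as many barcodes, kept 30.7%. Other explanations, such as the number of cells loaded, were not tested.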

How the results depend on the processing

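The exact sign-flip tests of the genes first tested with edgeR were chosen only after the results were seen, and the other alternatives were planned. Not every alternative is a separate check. A PyMT threshold of 5 times gave the same clusters, and matching to Supplementary Data 1 picked the same counterparts. At least 20 cells per group changed no sum where all 7 mice entered.

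Vim and Sparc stayed higher in the Acta2-high cluster and past the threshold under all 21 alternatives each, with log2 fold changes of 5.00 to 5.83 and 6.68 to 7.54. In this comparison leaving out replicate 3, which is not in it, also repeats the reported fit. At least 20 cells repeats the fit without replicate 2, and the same holds for Mmp2 and Tagln. Leaving out 1 mouse gave 5.44 to 5.83 for Vim and 6.95 to 7.54 for Sparc. Mmp2 and Tagln have no value with the filter on low counts over the 6 mice of the reported comparison, and were fitted without it. Some alternatives let 1 of them pass the filter, Mmp2 with at least 500 genes per cell (6.17), 20 principal components (6.65) and at least 20 cells or without replicate 2 (6.08), and Tagln without replicate 7 (6.66) and without replicate 8 (6.17), all past the threshold. With these filtered fits set aside, Tagln kept its direction and its call under 20 of 20 alternatives (4.95 to 6.30, and 4.95 to 6.05 with 1 mouse left out) and Mmp2 under 19 of 20. With the exact sign-flip test Mmp2 was 4.27 and no longer past the threshold (exact p = 0.0625), where replicate 2 with no Mmp2 UMI lowers the mean. With 1 mouse left out and no filter on low counts, Mmp2 ranged from 4.93 to 5.80.

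Without the pairing by mouse (no replicate block), the log2 fold changes were 5.49 for Vim, 7.08 for Sparc, 5.38 for Mmp2, 5.88 for Tagln, 0.12 for Cdh1, -0.17 for Cldn1 and 0.23 for Dsp. No call changed, but the genes called between the Krt8/Krt18-high cluster and the other PyMT clusters fell from 626 to 33, all 33 of them among the 626. Between the Acta2-high cluster and the PyMT clusters the fit without the block called 578 genes, against 680 with it.

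The count of 680 genes rose to 1743 with DESeq2 and to 2428 without the filter on low counts, both of which test more genes, and fell to 409 without replicate 4. With 1 mouse left out it lay between 409 and 865. The count of 626 genes changed to 193 with at least 500 genes per cell, to 78 at a resolution of 1.0, to 2329 with 20 principal components, to 1885 with a PyMT threshold of 2 times and to 355 with DESeq2. Of the 626 genes 374 were higher, whereas most were lower with at least 500 genes per cell (130 of 193), at a resolution of 1.0 (72 of 78), with 20 principal components (1207 of 2329), with a PyMT threshold of 2 times (1018 of 1885) and without the block (23 of 33). With 1 mouse left out it lay between 432 and 647. Where clusters changed, the groups compared are different cells, and beyond that the cause was not tested.

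Cdh1, Cldn1 and Dsp depend on the clustering. With 20 principal components the log2 fold changes passed the threshold, at 0.58, -3.13 and 1.12, and with a PyMT threshold of 2 times so did Cldn1 (-3.13) and Dsp (0.84). In both settings the Krt8/Krt18-high cluster is a hormone-sensing luminal epithelial-like one. Signs reversed, without a call, for Cdh1 at a resolution of 1.0 (-0.083), for Cldn1 with at least 500 genes per cell (0.090) and without replicate 7 (0.071), and for Dsp with at least 500 genes per cell (-0.37). The cause was not tested. Dsp has no value at a resolution of 1.0. With 1 mouse left out the ranges were 0.12 to 0.18 for Cdh1, -0.45 to 0.071 for Cldn1 and 0.11 to 0.34 for Dsp.

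The log2 difference of PYMT between the PyMT clusters and immune-like cells was 3.01 to 4.29 over 19 alternatives, and 3.27 to 3.72 with 1 mouse left out. The PyMT clusters are chosen by their PYMT level in each of them, which fixes the direction, so only the size can vary. Within a title series alone, at 3.01 (CB) and 4.11 (WT), the test cannot pass the threshold with 4 and 3 mice. The difference of the Acta2-high cluster from immune-like cells, -0.20, has no stable sign. It was 1.03 with at least 500 genes per cell, 0.19 at a resolution of 0.4, 2.03 with 20 principal components, 1.14 with at least 20 cells per group, which leaves out replicate 2, 0.32 with a pseudocount of 10 CPM and 1.89 in the WT series. With 1 mouse left out it ran from -0.93 to 1.14, the latter without replicate 2.

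The log2 difference of Hk2 between PyMT clusters and immune-like cells, -0.72, stayed negative under all 19 alternatives. It passed the threshold only with a PyMT threshold of 2 times (-0.74, exact sign-flip p = 0.0469, with exact p between 0.0469 and 0.5 over the alternatives). At 2 times, B-like cluster 9 is a PyMT cluster and also stays among the immune-like cells, so its cells stand on both sides. The same holds at 2 times for PYMT and Snai1, and no conclusion is drawn from that call. For Hk2 the sums were otherwise compared as before. With 1 mouse left out it ran from -0.97 to -0.55. Snai1 stayed positive under all 19 (1.09 to 3.48, and 2.54 to 3.05 with 1 mouse left out). It was 2.86 in the CB series and 2.73 in the WT series, again too few mice to pass. The correlation of Hk2 with Snai1, -0.17, was 0.011 without replicate 7 and ran from -0.58 to 0.011 with 1 mouse left out.

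A lower limit of 500 genes left 5830 cells. The number of PyMT clusters was 5 in that setting and at a resolution of 1.0, and 7 with 20 principal components and with a threshold of 2 times. The number of clusters, 9 to 17, stayed within 1.5 times the 12 reported. Depth limits Mmp2 and Tagln, with 158 and 144 UMIs in the Acta2-high sums, and Snai1 in immune-like cells, with 5 UMIs.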

Differences from the paper's values

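The tests that set the fibroblast-like cluster against the Acta2-high cluster were chosen after the results were seen. The values of the paper come from tumors with and without HK2 deletion or from its figures, and those given here from the 7 control tumors, clustered on their own.

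The paper counts 28417 cells in 15 tumors, and 15047 cells passed the same filter in the 7 control tumors. These have different denominators and no direction is read from them. At least 500 genes per cell (5830) and leaving out called doublets (14983) also differ from the paper's number. The paper reports 25 clusters, and 12 were found here. A resolution of 1.0 (17) comes within 1.5 times of the paper's number, whereas the other alternatives, at 9 to 15 clusters, do not. For the PyMT clusters the paper's number is 9 and the number here 3. With 20 principal components and with a PyMT threshold of 2 times it is 7, within 1.5 times of the paper's. With the other alternatives it is 3 to 5, which is not. At 2 times, the 7 include B-like cluster 9, which is an immune-like one.

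For the control row of the epithelial genes, the share of cells with a UMI in the paper's cluster 14 is about 40% for Cdh1, about 12% for Cldn1 and about 17% for Dsp in Fig. 7c, read by eye. In the Krt8/Krt18-high cluster the shares were 15.5%, 5.29% and 4.00%. With 20 principal components the share was 28.7% for Cdh1 and 11.3% for Dsp, and with a PyMT threshold of 2 times 33.1% and 13.6%, within 1.5 times of the paper's values. The other alternatives set before the data were examined did not close the gap for Cdh1 or Dsp, and none did for Cldn1, whose share was between 0.882% and 7.49%.

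The paper states that cluster 15 has the highest level of the 4 mesenchymal genes. Compared with the PyMT clusters, the Acta2-high cluster was higher for 4 of 4. Over all 12 clusters it was highest for 1 of 4, Tagln. The fibroblast-like cluster was higher in 6 of 6 mice for Mmp2 (log2 difference 3.32, two-sided exact sign-flip p = 0.0312, 0.0714 after Benjamini-Hochberg adjustment over 16 comparisons), in 5 of 6 for Sparc (0.81, exact p = 0.0625, 0.1 adjusted) and in 5 of 6 for Vim (0.16, exact p = 0.281, 0.346 adjusted), none of which passes the correction. The mean for Mmp2 rests in part on replicate 2, which had 0 Mmp2 UMIs in the Acta2-high cluster. Without it the log2 difference was 1.84 in 5 of 5 mice, a number of mice with which the test cannot pass the threshold. The mean levels of Mmp2 were 1438 ± 361 CPM in the fibroblast-like cluster and 326 ± 189.8 CPM in the Acta2-high cluster (SD, n = 6), and with 20 principal components the log2 difference was 1.40 in 5 of 5 mice. The paper states that cluster 14 expresses the epithelial markers at the highest level. Between the Krt8/Krt18-high cluster and the other PyMT clusters, 0 of 3 genes differed by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. With 20 principal components edgeR called 3 of 3, Cdh1 and Dsp higher and Cldn1 lower, and with a PyMT threshold of 2 times it called Cldn1 lower and Dsp higher.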

Other observations

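The comparisons of Hk2 and Snai1 between PyMT clusters and immune-like cells and their correlation were planned, and all other tests in this part were chosen after the results were seen.

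The mRNA of both proteins the paper links was measured in the control tumors. Hk2 (chromosome 6 of mm10, from 82725025 to 82774454) was at 41.5 ± 19.8 CPM (SD, n = 7) in PyMT clusters and at 67.1 ± 32.0 CPM in immune-like cells, a log2 difference of -0.72 and higher in 2 of 7 mice (two-sided exact sign-flip p = 0.125, 0.167 adjusted over 4 planned comparisons). Snai1 (chromosome 2, from 167538195 to 167542814) was at 16.4 ± 7.97 CPM in PyMT clusters and at 2.32 ± 3.24 CPM in immune-like cells, a log2 difference of 2.80 and higher in 7 of 7 mice (two-sided exact sign-flip p = 0.0156, the smallest possible, 0.0312 adjusted). Only 5 UMIs of Snai1 were counted in all immune-like cells. Snai1 was not highest in PyMT clusters by mean. Fibroblast-like cells had 41.9 ± 24.8 CPM (SD, n = 7) and lay above the PyMT clusters in 5 of 7 mice. The Acta2-high cluster had 35.3 ± 20.9 CPM (SD, n = 6) and lay above them in 5 of 6 mice. Neither difference passed the threshold (two-sided exact sign-flip p = 0.406 and 0.594). It was hypothesized that mice with more Hk2 in PyMT clusters have more Snai1. No such relation was detectable over 7 mice (Pearson's r = -0.17, permutation p = 0.732, Spearman's rho = -0.39, permutation p = 0.396, exact and two-sided), and r was 0.031 without the 2 mice farthest from the median of Hk2. The title series, with 4 and 3 mice, are too small for a correlation. Other genes of the paper's proteins in PyMT clusters were Hk1 at 63.6 ± 21.8 CPM, Gsk3b at 172.6 ± 19.7 CPM, Prkar1a at 255.7 ± 32.7 CPM, Mcl1 at 338 ± 91.6 CPM and Nfe2l2 at 82.5 ± 22.0 CPM (SD, n = 7).

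Fibroblast-like cells had more Hk2 mRNA than the tumor cells, 355 ± 157 CPM against 41.5 ± 19.8 CPM, a log2 difference of 3.09 (two-sided exact sign-flip p = 0.0156, the smallest possible, 0.05 after Benjamini-Hochberg adjustment over 16 comparisons, which is at the threshold and not under it). Several technical explanations were tested. The difference is not that of a single mouse, since it was there in 7 of 7 mice. Free RNA from other cells is excluded, since fibroblast-like cells also lay above immune-like cells, by 2.37 on the log2 scale in 7 of 7 mice. Deeper cells are excluded, since with all cells thinned to 300 UMIs 10.5% of fibroblast-like cells and 1.11% of cells in PyMT clusters had an Hk2 UMI. As a hypothesis, found and tested on the same data, fibroblasts of these tumors may express more Hk2 than the tumor cells. No condition in the design bears on it.

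Whether the Acta2-high cluster consists of tumor cells is open. Its PYMT level differed from that of immune-like cells by -0.20 on the log2 scale, which leaves free RNA from tumor cells possible. It lay above the barcodes under 200 genes of the same mouse in 1 of 6 mice. Endothelial cells in the same cluster are a candidate explanation for a lowered level. With 20 principal components they separate, and the myoepithelial-like part had more PYMT than the endothelial-like part in 3 of 3 mice with enough cells of each (254, 578 and 2774 CPM against 57.8, 162 and 62.2 CPM). The myoepithelial-like cluster lay above the immune-like cells beyond counting error in 4 of 5 mice, and in replicate 1 it did not (199 against 181 CPM), so free RNA cannot be told apart there. Above the barcodes under 200 genes it lay in 1 of 5 mice, replicate 8, which keeps free RNA open for the others as well. Doublets with tumor cells would bring other tumor transcripts along. In 3 of 5 mice the median share of 8 such transcripts was under 50% of that of PYMT. Single transcripts went both ways in these mice. Csn3 and Lcn2 reached 54.4% and 33.0% of their tumor level in replicate 4, against 6.77% for PYMT. In replicate 5 they reached 31.6% and 20.0%, against 15.3%, and the other transcripts lay below PYMT in both. In replicate 8 all lay below PYMT, Csn3 closest at 81.1% against 85.3%. The median therefore does not decide the question, and doublets stay open in all 5 mice.

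Cdh1 and Cldn1 were found in a larger share of cells in cluster 10, the PyMT cluster with the deepest cells, 46.0% and 24.2% against 13.3% and 4.68% in the others. Depth is consistent with this. With all cells thinned to 300 UMIs, 4.73% of cluster 10 and 4.75% of the others had a Cdh1 UMI, and 2.37% and 1.51% a Cldn1 UMI.

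PYMT in PyMT clusters was higher in the WT than in the CB title series, 3486 against 1205 CPM, a log2 difference of 1.56 with no overlap between 3 and 4 mice. The two-sided exact permutation p is 0.0286, the smallest possible, and 0.286 after Benjamini-Hochberg adjustment over 10 comparisons. Free RNA is excluded as the whole of it, since the barcodes under 200 genes did not separate the series (log2 difference 0.56) and the PyMT clusters lay above them in 3 of 3 WT tumors, at 2.22 to 5.97 times their level, where free RNA at that level would lower the clusters. A library batch cannot be told apart from a difference between mice, because the series are of unknown meaning. The other 8 tumor transcripts had a median log2 difference of -0.020.

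Between the Acta2-high cluster and the PyMT clusters, the sums were swapped within mice in all 32 distinct ways. A count of genes as large as the real 680 was found in 1 of 32, the real assignment itself, and between the Krt8/Krt18-high cluster and the other PyMT clusters a count as large as the real 626 was found in 1 of 64, again the real assignment. The clusters were made from the expression of these genes, which fixes that outcome, so whether chance can be excluded for the 2 counts was not decided. As many of the named genes were called in 2 of 32, the other being the swap of replicate 2. No swap can call more of them, because only Vim and Sparc pass the filter on low counts and both are called, so this comparison decides nothing. Both genes were left out of the clustering and were higher in 6 of 6 mice, by 5.62 and 7.35 on the log2 scale (two-sided exact sign-flip p = 0.0312 for each, the smallest that 6 mice allow), so chance can be excluded for each of them at the threshold of 0.05. Genes that vary together with them were not left out.

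In hormone-sensing luminal epithelial-like cells, Cdh1 and Dsp were higher than in the PyMT clusters in 7 of 7 mice, by 0.63 and 1.28 on the log2 scale, and Cldn1 was lower in 7 of 7 mice, with a log2 difference of -3.17 (two-sided exact sign-flip p = 0.0156 for each, 0.05 after Benjamini-Hochberg adjustment over 16 comparisons, which is at the threshold and not under it). No explanation was tested.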
